# Synergistic effects of LCN2 and TWEAK on the progression of psoriasis

**DOI:** 10.1038/s41423-025-01292-9

**Published:** 2025-05-15

**Authors:** Kaixuan Ren, Xueting Peng, Xudong Duan, Rongfang Feng, Christopher Cook, Mei Lu, Min Li, Hanjiang Gu, Xiaoyu Wang, Guorong Deng, Huiqun Ma, Yale Liu, Yumin Xia

**Keywords:** Psoriasis, Lipocalin 2, TWEAK, Fn14, synergistic, Psoriasis, Tumour-necrosis factors

## Abstract

Lipocalin 2 (LCN2) and the TWEAK/Fn14 signaling pathways are pivotal in psoriasis, influencing epidermal development, inflammatory cell chemotaxis, and inflammatory factor release. Despite their significant roles, the intricate relationship between LCN2 and TWEAK/Fn14 pathways remains unclear. Our study revealed the correlation between the expression of TWEAK, LCN2, and Fn14 in psoriatic lesions. We found that TWEAK is expressed by keratinocytes and macrophages, while LCN2 is expressed by keratinocytes and neutrophils. Surface plasmon resonance experiments demonstrated binding between LCN2 and Fn14, which was further validated by co-immunoprecipitation and cellular co-localization via immunofluorescence. In vitro, LCN2 promoted macrophage differentiation and TWEAK secretion, enhanced TWEAK and Fn14 expression in keratinocytes, and activated the MAPK signaling pathway. TWEAK upregulated LCN2 expression in neutrophils but not in keratinocytes. Bulk RNA-seq analysis revealed a synergistic effect of LCN2 and TWEAK in promoting inflammatory cytokine expression in keratinocytes, with enhanced MAPK pathway activation in the presence of M5 cytokines. Lcn2 knockout reduced Fn14 expression in skin lesions and serum TWEAK levels of imiquimod-induced murine psoriasis model, while Fn14 knockout attenuated the epidermal hyperplasia-promoting effects of TWEAK and LCN2. Overexpression of Fn14 in keratinocytes led to higher TWEAK expression upon LCN2 stimulation, suggesting a self-reinforcing loop among TWEAK, LCN2, and Fn14. We propose that LCN2 synergizes with TWEAK through Fn14 to drive psoriasis pathogenesis.

## One Sentence Summary

LCN2 and TWEAK synergistically interact with Fn14, leading to epidermal proliferation and inflammation in psoriasis through the MAPK signaling pathway; however, these effects can be reversed by LCN2 knockout.

## Introduction

Psoriasis is a chronic inflammatory skin disease affecting over 60 million individuals worldwide, including adults and children [1]. The primary pathogenic mechanisms underlying psoriasis include infection, trauma, aberrant keratinocyte proliferation, and activation of inflammatory cells [2]. These factors lead to the excessive proliferation and abnormal differentiation of keratinocytes and infiltration of various inflammatory cells. Noticeably, keratinocytes play a crucial role in psoriasis pathogenesis, recruiting neutrophils to the affected site through the release of chemotactic factors like CXCL1 and CXCL8 [3, 4]. Meanwhile, neutrophils trigger a vicious cycle of self-propagation in psoriasis through the formation and release of neutrophil extracellular traps (NETs), which in turn promote the development of chronic inflammation [5, 6]. Concurrently, a noticeable accumulation of CD68^+^ iNOS^+^ M1 macrophages is observed at the affected skin site in psoriasis patients, which leads to the release of TNF-α and further exacerbates disease progression [7]. These nuanced cell-to-cell interactions among keratinocytes, neutrophils, and macrophages collectively underpin the onset and advancement of psoriasis, yet the precise mechanisms governing their interplay remain unclear.

Lipocalin 2 (LCN2), a secretory cytokine derived from human neutrophils, liver cells, renal cells, bone marrow, adipose tissue, lungs, and macrophages, is involved in various biological processes, including antibacterial activity, cell differentiation and proliferation, and inflammation induction [8]. The human LCN2 protein exists in three distinct secreted forms: a monomeric 25 kDa structure, a 46 kDa homodimer, and a 135 kDa heterodimer complex formed with matrix metalloproteinase 9 (MMP9) [9]. So far, studies have revealed that LCN2 interacts with at least three functional receptors: 24p3R, megalin, and the melanocortin 4 receptor [10]. Elevated levels of LCN2 have been found in psoriasis, suggesting its potential involvement in the pathogenesis of psoriasis [8]. Studies have shown that LCN2 promotes the expression of pro-inflammatory cytokines in primary keratinocytes. Inhibition of the LCN2-specific receptor, 24p3R, has shown promising results in alleviating hyperkeratosis, infiltration of inflammatory cells, and excessive expression of inflammatory cytokines [11]. LCN2 is thought to both activate macrophages and inhibit M2 differentiation, thereby skewing macrophage differentiation towards the M1 subtype [12]. Apart from its macrophage activation role, LCN2 is implicated in prompting neutrophil infiltration and facilitating interactions between macrophages and neutrophils as a central mediator [13, 14]. Consequently, LCN2 is intricately linked to three fundamental cellular functions, significantly contributing to the progression of various diseases. However, the precise mechanisms through which LCN2 exerts these effects remain poorly clarified.

TWEAK (or TNFSF12) is a TNF superfamily member, produced by natural killer cells, macrophages, and dendritic cells [15]. TWEAK and its recognized receptor Fn14 (TNFRSF12A) are classified as members of the TNF and TNF receptor cytokine families, respectively. In recent years, CD163 has been identified as an additional scavenger receptor for TWEAK in many autoinflammatory diseases [16]. Fibroblast growth factor inducible-14 (Fn14, or TNFRSF12A) is essential for the development of psoriasis. When activated by TWEAK, Fn14 triggers signaling pathways that induce cell processes like proliferation, differentiation, migration, and apoptosis, as well as the expression of inflammatory mediators, leading to vasculogenesis and functional disturbance [17, 18]. Controlled or temporary activation of the TWEAK/Fn14 signaling pathway is involved in tissue restoration and rejuvenation, while uncontrolled or prolonged activation can cause detrimental inflammation and tissue impairment [19, 20]. TWEAK enhances the production of various factors, including VEGFA, IL-18, IL-23, HIF-1α, and Fn14, resulting in increased small blood vessels in the M5-cocktailed psoriatic cell model [17]. In murine models of colitis, the genetic knockout or neutralization of TWEAK leads to reduced infiltration of neutrophils and macrophages [21]. Conversely, TWEAK engagement with Fn14 upregulates CCL2, which promotes the recruitment of neutrophils and triggers an inflammatory response in a murine model of cerebral ischemic injury [22]. The activation of the TWEAK/Fn14 signaling pathway significantly contributes to the multifaceted progression of psoriasis [23], making it a promising target for therapeutic interventions to alleviate psoriasis.

Given that TWEAK is a soluble protein, it is primarily synthesized by immune cells and ubiquitously distributed in both serum and various tissues [24]. Similarly, LCN2, which exhibits a widespread presence in diverse tissue types, has been identified as a key player in facilitating breast cancer cell proliferation and migration via the nuclear factor of activated T-cells (NFAT1)-LCN2-TWEAK signaling cascade [25]. These findings suggest a potential synergistic relationship between LCN2 and TWEAK in modulating cellular proliferation and migration processes. Drawing upon the extensive tissue distribution patterns of both LCN2 and TWEAK, coupled with insights from our prior investigations, we propose that LCN2 collaborates with TWEAK to activate the Fn14 receptor, thereby fostering abnormal keratinocyte proliferation and triggering inflammatory responses.

In this study, we explored the intricate connections among LCN2, TWEAK, and Fn14. To achieve this, we utilized Lcn2 knockout (*Lcn2*^−/−^) and Fn14 knockout (*Fn14*^–/–^) mice, administered with recombinant LCN2 and TWEAK proteins, individually or in combination, to validate their biological interactions. Furthermore, utilizing RNA sequencing (RNA-seq) analysis of skin lesions from *Lcn2*^*-/-*^ mice treated with imiquimod (IMQ), we unveiled the role of LCN2 in the TWEAK/Fn14 signaling pathway and delineated downstream changes in genetic expression profiles. Our results point towards LCN2 amplifying TWEAK signaling through Fn14, with Lcn2 knockdown ameliorating the abnormal proliferation of keratinocytes and the inflammatory infiltration observed in IMQ-induced skin lesions, notably affecting neutrophils and macrophages. Likewise, Fn14 knockdown elicited a negative regulatory impact on LCN2 expression in the epidermis. These findings collectively suggest a collaborative synergy between LCN2 and TWEAK at the Fn14 receptor, propelling the advancement of psoriasis.

## Materials and methods

### Patients and samples collection

The research protocol for this study was ethically approved by the Medical and Ethics Committees of the Dermatology Department at the Second Affiliated Hospital of Xian Jiaotong University (No.2023499). Informed consent was obtained from all participants prior to their involvement. Skin samples (*n* = 7) and blood samples (*n* = 12) were collected from patients diagnosed with psoriasis vulgaris based on clinical and histological criteria at our hospital. These patients had not been treated with any systemic medicines within the past year. Additionally, normal control skin samples (*n* = 4) and sera (*n* = 10) were obtained from healthy volunteers who had undergone excision of pigmented nevus at our department of dermatological surgery.

### Animal models of psoriasis

All experiments conducted in this study followed the regulations set forth by the Ethics Committee of Xi’an Jiaotong University (Xi’an, China) (No.XJTUAE2023-2055). Female mice, aged 8-10 weeks, were used for the experiments. *Fn14*-deficient animals were bred on a Balb/c background, while *Lcn2*^–/–^ mice on a C57BL/6 background were purchased from the Jackson Laboratory. Corresponding WT littermates were used as control animals in all experiments. All experimental animals were housed in a specific pathogen-free environment. To induce a psoriasis-like disease model, the shaved backs of the mice were treated daily with 5% IMQ cream (Sichuan Mingxin Pharmaceuticals Co., China) or vehicle cream (Vaseline, Unilever Co., United States) for six consecutive days. In some experiments, animals were administered 8 ug (total volume 100 μL) recombinant mouse LCN2 (referred to as rmLCN2) via intraperitoneal injection three times weekly, or topically applied with 20 μg/mL (total volume 100 μL) recombinant mouse TWEAK (referred to as rmTWEAK) twice daily throughout the experiment. Prior to euthanizing the tissue, the mice were anesthetized with 50 mg/kg of sodium pentobarbital administered via intraperitoneal injection to alleviate pain.

### Bulk RNA-seq analysis

Bulk RNA-seq analysis was employed to investigate the synergistic effects of LCN2 and TWEAK in keratinocytes, as well as the role of *Lcn2* in *Lcn2*^–/–^ psoriasis mice models. In the synergistic effect experiments, keratinocytes were stimulated individually with LCN2 or TWEAK, or co-stimulated with both for 48 h, followed by RNA extraction for sequencing and analysis. The animal psoriasis models were established by administering IMQ to both WT mice and *Lcn2*^–/–^ mice. After a 6-day period, skin tissues were collected for analysis. In this study, transcriptome sequencing was performed using the Illumina sequencing platform. The Illumina PE library was constructed for 2 × 150 bp sequencing, and quality control was conducted on the obtained sequencing data. The input data consisted of Counts Per Million reads (CPM) values for each gene across all samples. To normalize the data, a *Z*-score was computed across all samples. The fold increase in gene expression (mean [AV] ± standard deviation) was calculated by comparing the RNA expression levels in the *Lcn2*^−/−^ mice group to the WT group. Differential gene expression analysis was performed using DESeq2 [26].

### Surface plasmon resonance (SPR)

The affinity between LCN2 and Fn14 was investigated using a Biacore T200 instrument (Biacore, Piscataway, NJ) for surface plasmon resonance analysis. A chip with a carboxymethyl dextran matrix coupler (Cytiva, USA) was used for immobilization of LCN2 on the sensor chip. LCN2 was incubated in PBS-P buffer at concentrations ranging from 0 to 2000 nM. The binding kinetic parameters, including the binding constant (K_a_) and dissociation constant (K_d_), were determined using a simplified Lanzivan model for data analysis.

### Cell culture and reagents

Human foreskin keratinocytes (HFKs) were cultured in Keratinocyte Medium (Sciencell, Carlsbad, CA). Human keratinocytes of the HaCaT cell line were cultured in RPMI 1640 medium (Gibco, Grand Island, USA) supplemented with 10% fetal bovine serum. Before stimulation assays, the keratinocytes underwent a 24-h serum-free starvation period. Subsequently, rmLCN2 (0–500 ng/mL; R&D Systems, Minneapolis, MN) and rmTWEAK (100 ng/mL; R&D Systems, Minneapolis, MN) were administered either separately or simultaneously, followed by stimulation with the M5 cocktail (including TNF-α, oncostatin M, IL-17A, IL-1α, IL-22 each at 10 ng/mL; ProteinTech, Wuhan, China) for 48 hours [17]. The macrophage J774A.1 cell line was obtained from Procell and maintained in DMEM medium (Procell Life Science & Technology Co, Wuhan, China). These cells were seeded in 6-well plates at a density of 2 × 10^5^ cells/mL and stimulated by adding rmLCN2 (0-50 ng/mL, R&D Systems) for 48 hours. Neutrophils were isolated from the femoral bone marrow of mice and suspended in RPMI 1640 medium (Gibco, Grand Island, USA). The cells were then seeded in 12-well plates at a density of 1×10^5^ cells/mL. Mouse rTWEAK (100 ng/mL, R&D Systems, Minneapolis, MN) was added to the culture for 24 h. Subsequently, the treated cells were harvested for RNA and protein extraction. Additionally, the cell supernatant collected for ELISA analysis.

### Proteomics

To identify changes in protein expression in keratinocytes after stimulation with TWEAK, the iTRAQ (isobaric tags for relative and absolute quantification) technology was employed following the methodology of Zhang et al. [27, 28]. The iTRAQ kit (CapitalBio Technology, Beijing, China) was used for this analysis. Protein samples from both untreated and TWEAK-treated keratinocytes underwent protein reduction, alkylation, and trypsin digestion. The samples were then labeled with iTRAQ reagents. After vacuum drying, the iTRAQ-labeled samples were subjected to further analysis using strong cation exchange chromatography. The peptide digest obtained from the fractionation using strong cation exchange (SCX) chromatography was analyzed using the Dionex Nano-UPLC System and Q Exactive Mass Spectrometer, both manufactured by Thermo Fisher Scientific.

### Histology and immunohistochemistry

Dorsal skin samples were obtained from the mice and subsequently subjected to formalin fixation. The fixed samples were then embedded in paraffin. Four-micrometer sections were prepared from the paraffin-embedded samples and subjected to standard hematoxylin and eosin (HE) staining protocols. Epidermal thickness was subsequently measured from the HE-stained sections. For immunohistochemistry (IHC) analysis, dewaxed tissue sections underwent a series of steps. Initially, they were immersed in boiling citrate buffer (0.01 M, pH 6.0) for 10 min, followed by cooling to room temperature. Afterwards, the sections were treated with 3% hydrogen peroxide for 15 min, blocked with 2% BSA diluted in PBS for 30 min, and then incubated with a diluted rabbit anti-LCN2 (or TWEAK, Fn14, KRT1, KRT5, KRT10, KRT14, KRT17, Involucrin) (2 µg/mL; Abcam, Cambridge, MA) or anti-Ly6G, CD45 (2 µg/mL; Servicebio, China) IgG overnight at 4 °C. On the following day, the DAKO REAL EnVision Detection System, Peroxidase/DAB + (DAB) kit (DAKO, Glostrup, Denmark) was used for further processing. Prior to dehydration and mounting, counterstaining with hematoxylin was performed. Microscopic images of the stained slides were acquired using a Nikon microscope (Tokyo, Japan). The integrated optical density of each image was measured and calculated using Image Pro Plus software version 6.0 (Media Cybernetics, Rockville, MD).

### Immunofluorescence staining

HFKs were cultured on coverslips and stimulated with either rmLCN2 or PBS, then fixed, permeabilized, and subjected to staining using TWEAK antibody sourced from Novus Biologicals (CO, USA). Neutrophils were isolated from mouse marrow and cultured on coverslips and stimulated by rmTWEAK. Then incubation was performed using LCN2 antibody which obtained from Abcam. To visualize TWEAK and LCN2 separately, anti-goat IgG secondary antibodies conjugated with CoraLite 594 PEX14 antibody from ProteinTech were used. Nuclei were counterstained with DAPI. Finally, the images were captured and analyzed using an inverted confocal microscope (Olympus, Tokyo, Japan).

### Multiplex immunohistochemical (mIHC)

Skin lesions from psoriasis patients were paraffin-embedded and sectioned as soon as possible. Paraffin-embedded sections of psoriatic skin lesions from patients were subjected to dewaxing and antigen retrieval, followed by incubation with primary antibodies against TWEAK (10 µg/mL; Abcam, Cambridge, MA), CD68 (1.8 µg/mL; Abcam, Cambridge, MA), CD66b (0.26 µg/mL; Abcam, Cambridge, MA), and LCN2 (10 µg/mL; Abcam, Cambridge, MA). Paraffin-embedded sections of skin lesions from mice were incubated with antibodies against TWEAK and F4/80 (0.5 µg/mL; Servicebio, China). After incubation with secondary antibody (biotin conjugated affiniPure goat anti-rabbit IgG, 1:1000, Boster, China), the sections were stained using tyramide signal amplification (TSA) dyes 620 and 555 (1:200, MCE, USA). Images were captured using a confocal microscope (Olympus, Tokyo, Japan), and subsequent data analysis was performed using ImageJ software.

### ELISA

The reagent kit used for measuring LCN2 level in human serum and IL-17A and TNF-α level in mice serum and skin was provided by ProteinTech (Wuhan, China). The levels of IL-23A in mouse serum and skin were measured using the reagent kit purchased from Elabscience (Wuhan, China). The reagent kits for detecting TWEAK and LCN2 levels in mouse serum and cell culture supernatants were respectively purchased from Fine Biotech (Wuhan, China) and YoBiBiotech (Shanghai, China).

### Western blotting

The cellular protein extracts were subjected to gel electrophoresis followed by transfer onto a polyvinylidene difluoride membrane (Millipore, Billerica, MA). Rabbit antibodies to KRT1, KRT5, KRT10, KRT14, KRT17, Loricrin, TWEAK and LCN2 (2 μg/mL) were purchased from Abcam. Rabbit antibodies to KRT6, KRT16, and Fn14 (200 μg/mL) were bought from Santa Cruz Biotechnology (Santa Cruz, CA). p-ERK1/2, ERK1/2 and, GAPDH (1:1000) were purchased from Cell Signaling Technology (CST, MA, USA). CXCL10 (1:1000) were bought from GeneTex (GeneTex, Shanghai, China). A secondary antibody, consisting of horseradish peroxidase-conjugated goat anti-rabbit IgG at a concentration of 0.2 μg/mL (Absin, Beijing, China), was employed. Signal detection of reactive proteins was accomplished through the utilization of an enhanced chemiluminescence kit (Merck Millipore, Billerica, MA). The protein band intensities were quantified using the ImageJ software. The primary antibodies used in the study can be found in Table S3.

### Quantitative PCR

Total RNA was isolated from tissues or cells using TRIzol reagent (Invitrogen, Carlsbad, CA). Subsequently, the total RNA was reverse transcribed into cDNA using a cDNA kit (Takara Bio, Kyoto, Japan), followed by PCR amplification and quantification using SYBR Green Master Mixes (Takara Bio, Kyoto, Japan). The PCR primers were purchased from Tsingke Biotechnology (Beijing, China). The primer sequences can be found in Table S4.

### Co-immunoprecipitation (Co-IP)

HaCaT cells were cultured in vitro and stimulated with rmLCN2 for 48 h to induce Fn14 protein overexpression. After cell collection, total protein was extracted and incubated with mouse anti-human Fn14 antibody (1:50, Santa Cruz, CA) conjugated to protein A/G magnetic beads (MCE, USA). The beads were washed, and the bound proteins were eluted for Western blotting analysis to detect LCN2 and Fn14 proteins. For Western blotting, a rabbit anti-human Fn14 antibody (1:1000, CST, MA, USA) was used as the primary antibody. At the same time, another method was used for verification. Fn14 was overexpressed in HaCaT cells using a lentiviral vector (LV-hTNFRSF12A-3FLAG-OE, Biopuxin, China). After LCN2 stimulation, cells were collected, and Fn14 protein was enriched using anti-Flag magnetic beads. The beads were eluted, and Western blotting was performed to detect LCN2 and Fn14 proteins.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 10 software (San Diego, CA). Error bars in the qPCR experiments represent the standard error of the mean (SEM) derived from three or more independent experiments. Student’s *t* test was used for comparison within two groups and one-way ANOVA were used for multiple comparisons. A significance level of *P* < 0.05 was considered statistically significant.

## Results

### LCN2 expression is positively correlated with TWEAK and Fn14

To investigate the expression of TWEAK, Fn14, and LCN2 in psoriasis, we did the correlation analysis among them using two single cell RNA sequencing (scRNA-seq) data of psoriasis from Cheng et al. and Reynolds et al. [29, 30]. The data of Reynolds et al. showed that the expression level of *TNFSF12* (or *TWEAK)* in keratinocytes in psoriasis lesions was positively correlated with the expression of *TNFRSF12A* (or *Fn14)* (*R* = 0.0077, *P* = 0.082), which was consistent with the results of our previous study [19], while *TWEAK* was positively correlated with *LCN2* but the transcripts demonstrating Spearman correlation was not significant, and Fn14 was negatively correlated with the expression level of *LCN2* (*R* < 0.6, *P* < 2.1 3 10^–344^, 43/16,343 assessed genes). In the study of Cheng et al., the data showed *TWEAK* was negatively correlated with *Fn14* gene expression level (*R* = -0.011, *P* = 0.13), while *LCN2* was positively correlated with *TWEAK* (*R* = 0.011, *P* = 0.88) and *Fn14* (*R* = 0.025, *P* = 0.00077), respectively (Fig. 1A). From these, we can see that there are big differences in the studies analyzing the correlation among LCN2, TWEAK, and Fn14 in different data, so the relationship between the three needs to be further explored. We then performed IHC and found increased TWEAK, Fn14, and LCN2 in psoriatic skin lesions compared with healthy controls (HC) (Fig. 1B, Fig S1A). We therefore examined the lesions from IMQ-induced murine model to validate the spatial expression of TWEAK, Fn14, and LCN2. By IHC, we found that LCN2, TWEAK and Fn14 expression was significantly elevated in skin lesions of IMQ mice, while TWEAK and Fn14 were positively correlated with LCN2 expression levels (Fig. 1C), consistent with psoriasis patients (Fig. S1B).

**Fig. 1:**
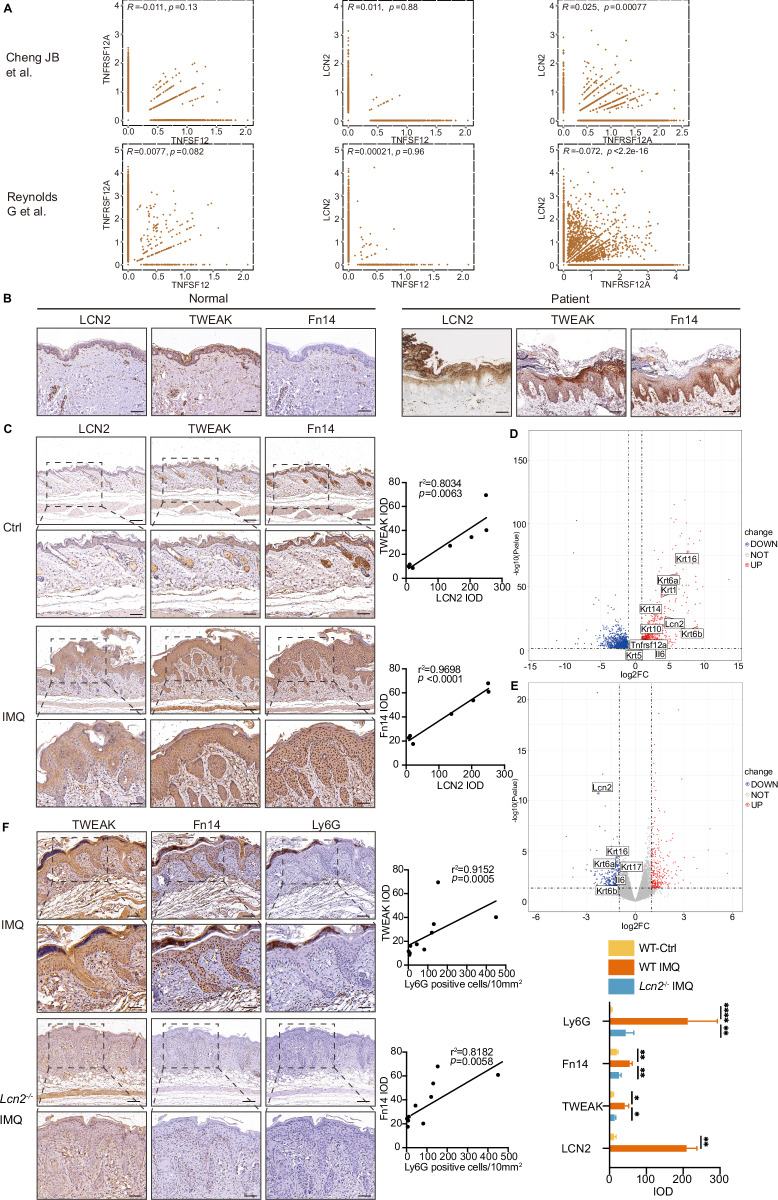
TWEAK, Fn14, and LCN2 are overexpressed in skin lesions of psoriasis patients and IMQ induced psoriatic mice model. **A** Single cell data from psoriasis was used for correlation analysis between *TWEAK, Fn14* and *LCN2*. **B** Immunostaining of LCN2, TWEAK and Fn14 in the skin of healthy control (HC) and patient with psoriasis (Brown). Normal control skin samples = 4, patient skin samples = 4. Nuclei were stained with hematoxylin (Bar = 200 μm). **C** Immunostaining of LCN2, TWEAK and Fn14 were performed on wild-type mouse skin paraffin sections. Stained epidermal region areas were quantitated by ImageJ software. The relationship between the IOD of TWEAK (or Fn14) and LCN2 staining was assessed by Spearman’s rank correlation. Number of control mice = 3, Number of IMQ induced WT mice = 4. Representative images are shown (Bar = 200 μm). **D** Volcano Plot showed the RNA-seq analysis of wild-type control mice and wild-type imiquimod model mice. **E** RNA-seq analysis of wild-type mice and *Lcn2*^–/–^ mice treated with imiquimod. **F** Immunostaining of TWEAK, Fn14 and Ly6G were performed on Lcn2 knockout mice skin paraffin sections. The relationship between the IOD of TWEAK (or Fn14) and number of Ly6G positive cell staining was assessed by Spearman’s rank correlation. Number of control mice = 3, Number of IMQ induced WT mice = 4, Number of IMQ induced *Lcn2*^–/–^ mice = 4. Representative images are shown (Bar = 200 μm)

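For this experiment, back skin was collected from 3 WT mice treated with vehicle cream (the control group) and 3 WT mice treated with 5% IMQ cream (the IMQ group) for 6 days. IMQ (imiquimod) cream is applied to mouse skin to produce psoriasis-like lesions. The skin RNA was sequenced as paired reads of 150 bp, together with that of 6 further mice of the same study. The authors deposited the number of reads counted on each of 56923 mouse genes, without normalization. The genes are listed by Ensembl identifier, and their names and positions were taken from the GENCODE M21 annotation of GRCm38, which holds 52073 of these identifiers. Between 17746612 and 22643566 reads per mouse were counted on genes in the control group (median 20437517) and between 16448226 and 21337921 in the IMQ group (median 17805382). Over all 12 libraries, the level that 3 counts can show lay between 0.105 and 0.182 CPM, a floor that covers counting error only. Counts were normalized by edgeR's TMM method, and CPM values are relative to the normalized library size. The 18529 genes with enough reads to test were fitted in 1 model over the 12 mice, in which the 4 groups share an estimate of the spread. A gene was called where its fold change was above 2 and its p was under 0.05, both without and with Benjamini-Hochberg adjustment over all genes tested.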

We then performed bulk RNA-seq to assess the gene expression changes in the IMQ group compared to the control group. 

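Between the WT IMQ mice and the WT control mice, 1557 genes were higher and 1814 were lower with a fold change above 2 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test. With adjustment, 1325 genes were higher and 1440 were lower. For 7531 genes (40.6%) the values of the groups did not overlap, against the 10% that chance gives for 3 mice against 3. The alternative that moved the unadjusted counts most was to keep only genes with at least 10 counts in every mouse, which gave 1002 higher and 1127 lower genes. The mice of both groups carry the replicate numbers 1, 2 and 3 but are different animals, and same-numbered mice deviated from their group means with a mean correlation of 0.111. With the replicate number as a block, 1477 genes were higher and 1741 were lower without adjustment, and 1197 and 1277 with it. Of the 2765 genes called with adjustment, 2426 (87.7%) were also called with the block. The genes with the largest fitted rises were *Serpinb3a*, *Sprr2b*, *Tmprss11b*, *Serpinb3d* and *Il24*. Their counts in the control mice were all at 3 or under, so the rises are lower bounds, from at least 100-fold for *Il24* to at least 3830-fold for *Serpinb3a*. *Serpinb3a* and *Serpinb3d* are paralogs between which the counting could have split reads. Of the genes with the largest fitted falls, *Hamp2* had a log2 fold change of -9.17 (SE 0.80, adjusted p = 1.66e-05 from edgeR's quasi-likelihood test). With each mouse left out in turn, that of *Hamp2* lay between -12.9 and -8.66. *Foxe1*, *Mrgprb3*, *Cyp2j7* and *Mrgprb9-ps* had at most 3 counts in every IMQ mouse, and were lower by at least 33.3-fold, 22.3-fold, 19.6-fold and 19.2-fold. *Foxe1* varied widely within the control group, with 281, 1 and 86 counts.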

Our analysis revealed a broad transcriptional response in mice following IMQ induction, with 1395 genes upregulated and 1500 genes downregulated, with fold changes exceeding two fold (Fig. 1D). Notably, the genes associated with inflammation (*Lcn2*, *Il6*, *Tnfrsf12a* (*Fn14*)), marker of neutrophil (*Ly6g*), keratinocyte proliferation (*Krt5*, *Krt6*, *Krt14*, *Krt16*), and keratinocyte differentiation (*Krt1, Krt10*) were upregulated after IMQ treatment, suggesting the potential roles of LCN2 in these changes.

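*Lcn2* (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252) rose from 6.50 ± 2.04 CPM (SD, n = 3) in the control group to 107 ± 66.5 CPM (SD, n = 3) in the IMQ group. Its log2 fold change was 4.03 (SE 0.44, adjusted p = 8.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each mouse left out in turn it stayed between 3.39 and 4.31. *Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) rose from 0.349 ± 0.421 CPM (SD, n = 3) to 3.78 ± 0.725 CPM (SD, n = 3), a log2 fold change of 3.37 (SE 0.83, adjusted p = 0.0108 from the same edgeR test). The control mice had 5, 19 and 0 reads on *Il6*, which limits the precision of this ratio. *Tnfrsf12a* (ENSMUSG00000023905, chromosome 17 from 23675445 to 23677468), which encodes Fn14, rose from 21.0 ± 3.61 CPM (SD, n = 3) to 66.2 ± 4.07 CPM (SD, n = 3), a log2 fold change of 1.66 (SE 0.20, adjusted p = 0.000112 from the same edgeR test). *Ly6g* (ENSMUSG00000022582, chromosome 15 from 75155240 to 75159126) had 1, 2 and 0 counts in the control mice and 7, 8 and 15 in the IMQ mice, so that its rise of at least 3.95-fold is a lower bound (adjusted p = 0.0125 from the same edgeR test). Among the keratins, *Krt16* (ENSMUSG00000053797, chromosome 11 from 100246091 to 100248902) rose from 20.8 ± 8.93 CPM (SD, n = 3) to 5034 ± 1571 CPM (SD, n = 3), a log2 fold change of 7.92 (SE 0.50, adjusted p = 2.1e-06 from the same edgeR test). *Krt6* is a pair of neighbouring genes on chromosome 15, *Krt6a* (101689910 to 101694307) and *Krt6b* (101676023 to 101680287), with log2 fold changes of 6.39 and 9.27. These are paralogs between which the counting could have split reads, and the antisense gene *Gm49428* lies within *Krt6a*. The log2 fold changes of *Krt14*, *Krt5*, *Krt1* and *Krt10* were 3.30, 1.66, 3.77 and 1.77, and the largest adjusted p of these keratins was 0.00267 (*Krt10*, edgeR's quasi-likelihood test). Each of these 11 genes was higher in every IMQ mouse than in every control mouse, an order for which an exact permutation test of 3 mice against 3 gives p = 0.1, the smallest it allows. The paper names 14 genes in its RNA-seq results when *Krt6a* and *Krt6b* are counted apart. All 14 were higher in the IMQ group, 12 of them with an adjusted p under 0.05 over all genes tested and 14 with adjustment over this list alone, which shows no stability because the list holds the paper's own calls on these data. From the rise of *Lcn2* together with these inflammatory, neutrophil and keratinocyte genes, the paper proposes potential roles of LCN2 in the changes after IMQ.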

To further investigate the effects of LCN2 on psoriasis, we utilized *Lcn2*^–/–^ mice and subjected them to IMQ treatment for 6 days. 

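Skin from 3 IMQ-treated mice and 3 vehicle-treated mice labelled *Lcn2*-/- was sequenced with that of the WT mice, to between 17530966 and 18137454 reads per IMQ mouse (median 17633552) and between 17406619 and 28592110 reads per control mouse (median 20362741). *Lcn2* reads were counted in all 6 libraries labelled *Lcn2*-/-. The control libraries labelled *Lcn2*-/- had 320, 173 and 357 *Lcn2* counts, and the WT control libraries had 136, 201 and 86. The IMQ libraries labelled *Lcn2*-/- had 561, 511 and 830 *Lcn2* counts, and the WT IMQ libraries had 1010, 2723 and 1572. In CPM, the libraries labelled *Lcn2*-/- held 11.9 ± 3.57 (SD, n = 3) in the control group and 38.0 ± 10.5 (SD, n = 3) after IMQ. Without IMQ, *Lcn2* was not lower in the libraries labelled *Lcn2*-/- than in the WT libraries, with a log2 fold change of 0.87 (SE 0.41, adjusted p = 0.794 from edgeR's quasi-likelihood test). IMQ raised *Lcn2* in the libraries labelled *Lcn2*-/- by a log2 fold change of 1.67 (SE 0.40, adjusted p = 0.0121 from the same edgeR test). The rise was smaller than in the WT libraries by a log2 difference of -2.36 (SE 0.57, adjusted p = 0.0552 from the same edgeR model). These counts go against the label of a knockout, and counts per gene do not show from which exons the reads came. Every direction given for these mice is therefore that of the libraries labelled *Lcn2*-/-.

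**Figure D1:**
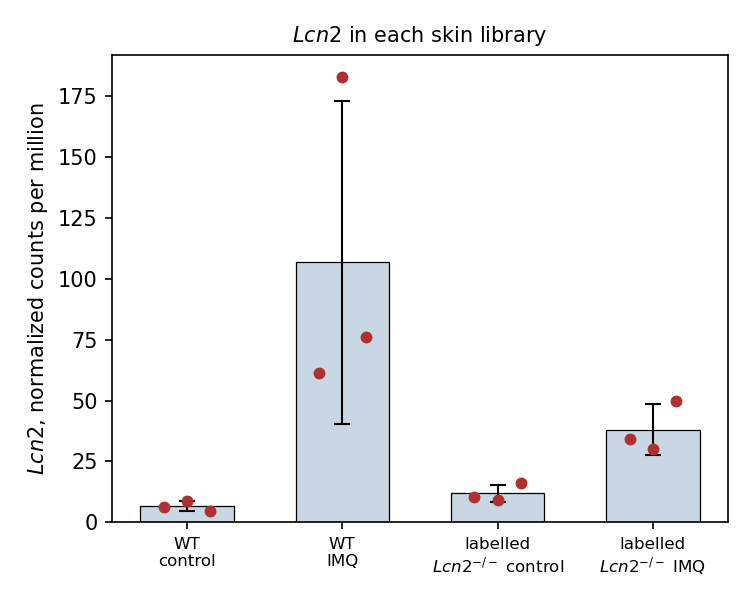
*Lcn2* in each skin library, in normalized counts (CPM), for WT control, WT IMQ, control labelled *Lcn2*-/- and IMQ labelled *Lcn2*-/-. Points are single mice, bars are means and error bars are SD (n = 3). The libraries labelled *Lcn2*-/- lie between 9.22 and 15.9 in the control group and between 29.9 and 49.8 after IMQ, and the WT IMQ libraries lie between 61.2 and 183.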

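Between the IMQ-treated mice labelled *Lcn2*-/-, whose *Lcn2* counts go against that label, and the WT IMQ mice, 574 genes were higher and 621 were lower with a fold change above 2 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test. With adjustment, 142 genes were higher and 137 were lower. The groups did not overlap for 6165 genes (33.3%), where 3 mice against 3 give 10% by chance. The adjusted counts depended on single mice. Without WT IMQ mouse 2 there were 576 higher and 537 lower genes, while each of the 5 fits without another IMQ mouse called at most 1 higher and 3 lower genes with adjustment. In all 6 of these fits the unadjusted counts lay between 422 and 1108 higher genes and between 414 and 1007 lower genes. After a correction for GC content, which was chosen after seeing the data, 204 of the 279 genes called with adjustment (73.1%) were still called. Of the genes with the largest fitted falls, *Il17c* (ENSMUSG00000046108, chromosome 8 from 122422020 to 122423639) had 2.00 ± 0.125 CPM (SD, n = 3) in WT IMQ mice and 0.200 ± 0.0723 CPM (SD, n = 3) in IMQ mice labelled *Lcn2*-/-, a log2 fold change of -3.29 (SE 0.55, adjusted p = 0.0219 from edgeR's quasi-likelihood test). *Gm49428*, which lies antisense within *Krt6a*, had a log2 fold change of -4.21, and *Spo11*, *8430422M14Rik* and *Gm37581* had -4.23, -3.04 and -2.91. The size of the fall of *Spo11* depends on single WT IMQ libraries, with 16, 5 and 94 counts in the WT IMQ mice. With each mouse left out in turn, its log2 fold change lay between -5.79 and -2.64, and its adjusted p was above 0.05 in 5 of these 6 fits. Of the genes with the largest fitted rises, *Retnla* (ENSMUSG00000061100, chromosome 16 from 48842551 to 48844461) had 7.52 ± 1.64 CPM (SD, n = 3) in WT IMQ mice and 65.6 ± 40.1 CPM (SD, n = 3) in IMQ mice labelled *Lcn2*-/-, a log2 fold change of 3.12 (SE 0.61, adjusted p = 0.0276 from the same edgeR test). The immunoglobulin segment *Igkv19-93* (4.14), *Camp* (2.97) and the genes *Rps13-ps1* (2.73) and *Gm9855* (2.71) followed by log2 fold change. Reads of *Igkv19-93* and of the pseudogene *Rps13-ps1* could have been shared with similar genes.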

Compared to the WT IMQ model, *Lcn2* gene knockout in the skin lesions resulted in the upregulation of 590 genes and the downregulation of 564 genes, with fold changes exceeding twofold (Fig. 1E). 

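In the IMQ libraries labelled *Lcn2*-/-, *Lcn2* was lower than in the WT IMQ libraries by a log2 fold change of -1.49 (SE 0.40, unadjusted p = 0.00288 and adjusted p = 0.0525 from edgeR's quasi-likelihood test). With each mouse left out in turn, its log2 fold change lay between -1.77 and -0.85, the latter without the WT IMQ mouse with the most *Lcn2*. Over 7 other settings, its adjusted p lay between 0.00444 (DESeq2 on all 12 mice) and 0.153 (no filter on low counts) and was under 0.05 in 4 of them. *Krt16* fell to 2095 ± 525 CPM (SD, n = 3), a log2 fold change of -1.26 (SE 0.37, adjusted p = 0.0691 from edgeR's quasi-likelihood test). *Krt17* (ENSMUSG00000035557, chromosome 11 from 100256217 to 100261029) fell from 1258 ± 98.5 CPM (SD, n = 3) to 553 ± 205 CPM (SD, n = 3), a log2 fold change of -1.18 (SE 0.32, adjusted p = 0.0542 from the same edgeR test). *Krt6a* fell from 3318 ± 1194 CPM (SD, n = 3) to 1342 ± 424 CPM (SD, n = 3), a log2 fold change of -1.31 (SE 0.38, adjusted p = 0.0652 from the same edgeR test). For *Krt6b* the log2 fold change was -1.34 (SE 0.76), with an unadjusted p of 0.105, and it was not called. Over 7 other settings its unadjusted p was under 0.05 in 2, DESeq2 and edgeR on the 6 IMQ mice only, and its adjusted p lay between 0.0384 and 0.526 and was under 0.05 in 1, DESeq2 on the 6 IMQ mice. The adjusted p of *Krt16*, *Krt17* and *Krt6a* was under 0.05 in 3, 4 and 3 of the 7 other settings, with ranges of 1.78e-05 to 0.185, 4.07e-05 to 0.131 and 0.000127 to 0.174. *Il6* was at 1.29 ± 0.543 CPM (SD, n = 3) in the IMQ mice labelled *Lcn2*-/-, a log2 fold change of -1.55 (SE 0.75, adjusted p = 0.207 from the same edgeR test). Its unadjusted p was 0.0612, and its adjusted p over 6 other settings lay between 0.00854 and 0.338 and was under 0.05 in 2 of them. Together with these keratins, 29 of 30 keratinocyte markers that are not keratins were lower in the IMQ mice labelled *Lcn2*-/-, with a median log2 fold change of -0.69, and 0 of 20 fibroblast markers were lower.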

Among the downregulated genes were *Krt6, Krt16*, *Krt17*, *Il6* and *Lcn2*, same as human bulk-RNA results. 

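The log2 fold changes of a further 7 genes, the keratins *Krt1*, *Krt5*, *Krt10* and *Krt14* with *Il23a*, *Tnf* and *Tnfrsf12a*, lay between -0.92 and -0.59 in the IMQ mice labelled *Lcn2*-/- against the WT IMQ mice. The unadjusted p from edgeR's quasi-likelihood test was 0.0025 for *Krt14* (log2 fold change -0.92, SE 0.24), 0.00282 for *Tnfrsf12a* (-0.72, SE 0.19) and 0.0226 for *Krt5* (-0.59, SE 0.23), with fold changes below 2. For *Krt1* (-0.73), *Krt10* (-0.60), *Il23a* (-0.72) and *Tnf* (-0.72) it lay between 0.0508 and 0.176, and these 4 falls were not called. The adjusted p of all 7 genes was at least 0.0509. Over 7 other settings, the adjusted p of *Krt14* lay between 0.000461 and 0.0658, that of *Tnfrsf12a* between 0.00409 and 0.0844 and that of *Krt5* between 0.00628 and 0.164. That of *Krt1* lay between 0.0525 and 0.403, while its unadjusted p was under 0.05 in 4 of these 7 settings, DESeq2 on all 12 mice and on the 6 IMQ mice among them. *Tnfrsf12a* (Fn14) was at 40.3 ± 9.67 CPM (SD, n = 3) in the IMQ mice labelled *Lcn2*-/- and at 27.0 ± 4.96 CPM (SD, n = 3) in the control mice labelled *Lcn2*-/-. Of the 14 genes that the paper names in its RNA-seq results, 13 were lower and 1, *Ly6g*, was higher in the IMQ mice labelled *Lcn2*-/-. Of these, 7 had an unadjusted p under 0.05 and 7 an adjusted p under 0.05 over the list alone, but 0 over all genes tested. The adjustment over the list alone is no support, because the list holds the paper's own calls on these data. DESeq2 on all 12 mice gave 6 genes of the list with an adjusted p under 0.05 over all genes, and DESeq2 on the 6 IMQ mice gave 9.

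**Figure D2:**
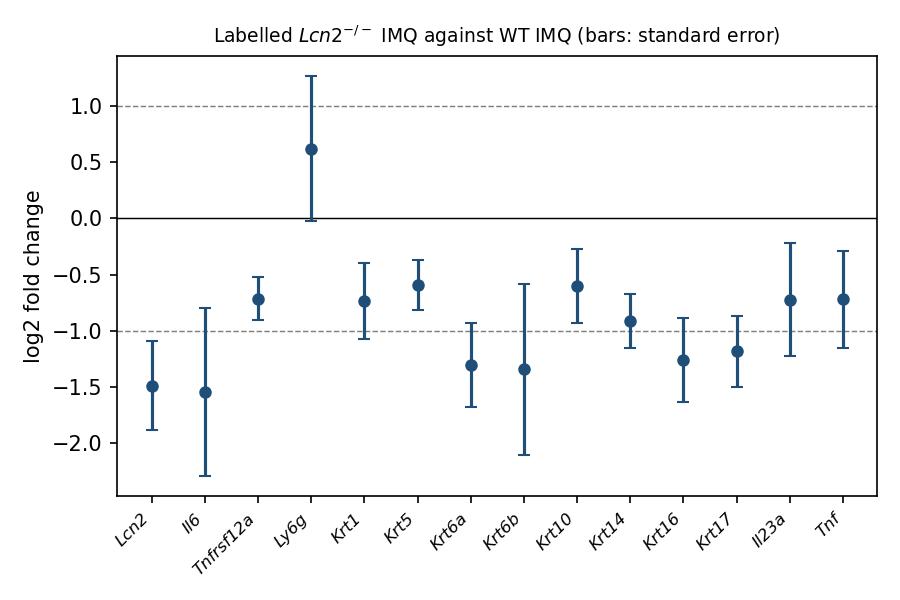
Log2 fold change of the 14 genes, IMQ mice labelled *Lcn2*-/- against WT IMQ mice, with bars for the standard error from edgeR. The solid line marks no change and the dashed lines a fold change of 2. The estimates of *Lcn2*, *Il6*, *Krt6a*, *Krt6b*, *Krt16* and *Krt17* lie beyond the lower dashed line, and *Ly6g* lies above the solid line.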

While the expression of *Krt1*, *Krt5*, *Krt10*, *Krt14*, *Il23a*, *Tnfa* and *Tnfrsf12a* (*Fn14)* genes was downregulated, the differences were not statistically significant. Furthermore, the protein levels of TWEAK, Fn14, and Ly6G were significantly reduced in the epidermis of *Lcn2*^−/−^ mice compared to WT mice, and the expression levels of TWEAK and Fn14 were positively correlated with those of Ly6G (Fig. 1F). In summary, these experiments show that the expression of TWEAK and Fn14 are correlated with the level of LCN2 and the neutrophil marker Ly6G.

### Expression and localization of TWEAK and LCN2 and the interaction between LCN2 and Fn14

To further confirm the cellular expression of TWEAK and Fn14, we analyzed the expression patterns of TWEAK, LCN2 and Fn14 using scRNA-seq data from Cheng et al. and Reynolds et al. The results revealed that *TWEAK* gene is expressed in differentiated keratinocytes, fibroblasts and macrophages, while *LCN2* is mainly expressed in neutrophils, fibroblasts, and keratinocytes (Fig. S2). Additionally, *Fn14* gene is highly expressed in proliferating keratinocytes, undifferentiated keratinocytes, differentiated keratinocytes, macrophages, and fibroblasts (Fig. S2). mIHC was applied to investigate the cellular expression of TWEAK and LCN2 in tissue samples. We observed that, compared to normal controls, TWEAK was highly expressed in macrophages, LCN2 was highly expressed in neutrophils, and both TWEAK and LCN2 were highly expressed in keratinocytes within the lesional skin of psoriasis patients. (Fig. 2A, B).

**Fig. 2:**
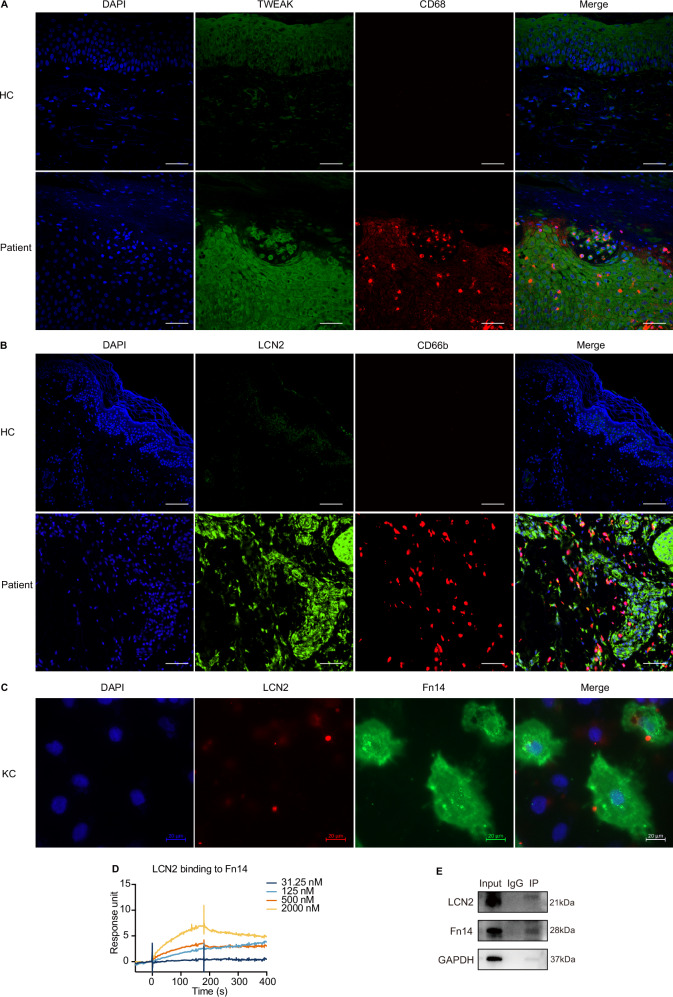
Expression localization of TWEAK and LCN2 and the interaction between LCN2 and Fn14. **A** Tissue mIHC results showing the cellular localization of TWEAK expression and its relationship with CD68-labeled macrophages; **B** tissue mIHC results showing the cellular localization of LCN2 expression and its relationship with CD66b-labeled neutrophils (Bar = 200 μm); **C** cellular immunofluorescence results showing the colocalization of LCN2 and Fn14; **D** the binding affinity of LCN2 conjugate to the Fn14 molecule was determined by SPR analysis. **E** Co-IP experiment detecting the interaction between LCN2 and Fn14 after stimulating Hacat cells cultured in vitro with LCN2

Subsequently, we stimulated HaCaT cells overexpressing Fn14 (via lentiviral transfection) with recombinant human LCN2(rhLCN2) active protein and performed immunofluorescence staining to localize LCN2 and Fn14 proteins. We found that LCN2 protein co-localized with Fn14 on the cell membrane of keratinocytes, suggesting a potential interaction between LCN2 and Fn14 (Fig. 2C). To further investigate this interaction, we conducted SPR experiments, which demonstrated that LCN2 has binding affinity for Fn14 (Ka= 667003.7353 M^−1^S^−1^, Kd = 0.162054553 S^−1^, KD = 2.43 × 10^–7^ M) (Fig. 2D), but not for TWEAK (data not shown). To validate the SPR results, we performed Co-IP experiments, which confirmed that Fn14 can bind to LCN2 (Fig. 2E).

### LCN2 promotes macrophage differentiation and TWEAK secretion

We then investigated the underlying pathogenic mechanisms of LCN2, TWEAK, and Fn14 involved in psoriasis. Since TWEAK is secreted by macrophages, we first explored the effects of LCN2 on macrophages. We stimulated mouse macrophage cell line J774A.1 with multiple concentration of recombinant mouse LCN2 (rmLCN2) in vitro. qPCR revealed the gene levels of *Tnfrsf12a*, *Tnfsf12*, *Il6* showed concentration-dependent responses to rmLCN2 stimulation, at doses ranging from 10 to 50 ng/mL (Fig. 3A). The expression of the LCN2 receptors *24p3r* and *Mc4r*, as well as the M1 macrophage marker *inos*, significantly increased after 50 ng/mL rmLCN2 stimulation, while the expression of the anti-inflammatory cytokine *Il10* significantly decreased (Fig. 3B). Additionally, the protein levels of Fn14, TWEAK, p-NFκB P65, p-TRAF2, and TRAF2 also showed significant elevation in rmLCN2 treated macrophages by Western blotting (Fig. 3C). Immunofluorescence results revealed an increase in TWEAK immunoreactivity (Fig. 3D) but unchanged CD163 expression in macrophages after rmLCN2 stimulation (Fig. 3E). However, the cell culture supernatant showed a significant increase in TWEAK expression via ELISA (Fig. 3F), indicating that LCN2 can promote M1 differentiation and the extracellular secretion of TWEAK, thereby exacerbating inflammation in psoriasis.

**Fig. 3:**
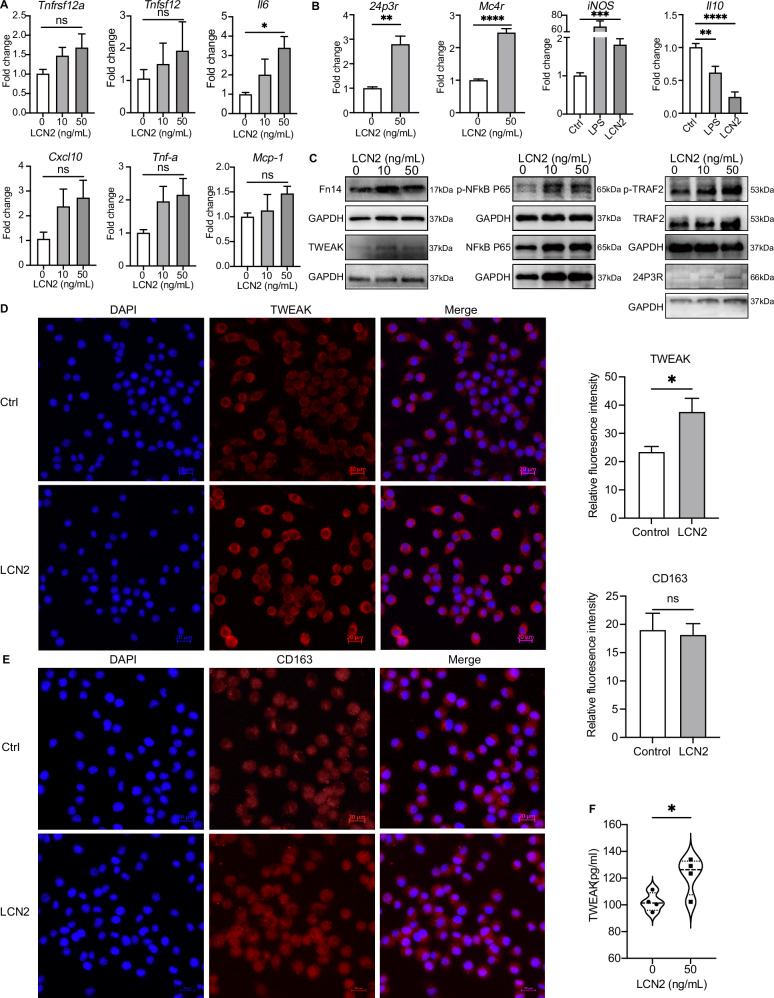
LCN2 induces the differentiation and secretion of TWEAK in macrophages. **A**, **B** *Tnfsf12*, *Tnfrsf12a*, and *Il6* were detected by RT-qPCR after treating with 0, 10, 50 ng/mL LCN2. *24p3r*, *Mc4r*, *inos*, and *Il10* mRNA in J774A.1 cell were detected by RT-qPCR after treated with 50 ng/mL LCN2. **C** The intracellular levels of Fn14, TWEAK, p-NFκB P65, p-TRAF2, and TRAF2 proteins were detected by Western blotting after stimulation of J774A.1 cell with LCN2 at concentrations of 0, 10, 50 ng/mL, respectively. **D**, **E** TWEAK and CD163 was detected by immunofluorescence in J774A.1 cell after LCN2 treatment. Bar = 100 μm. **F** Elisa was used to detect the concentration of TWEAK in cell supernatants 24 h after LCN2 stimulation of J774A.1. Data from immunofluorescence assays and Elisa assays are representative of three or more independent experiments are presented as the means ± SEM of triplicate wells. qPCR data are presented as the means ± SEM for triplicate wells from three or more independent experiments. ANOVA was used for comparison between groups: *P < 0.05, **P < 0.01, and ***P < 0.001. ns not significant

### LCN2 promotes TWEAK and Fn14 expression and activates MAPK pathway in keratinocytes

Our previous studies found Fn14 is highly expressed in keratinocytes [17], we then looked into the roles of LCN2 in keratinocytes. HFKs were stimulated with rhLCN2 which promoted the expression of TWEAK in keratinocytes in a dose-dependent manner, when assayed by immunofluorescence (Fig. 4A). Moreover, we observed time and concentration-dependent increase in the protein levels of Fn14 following rhLCN2 stimulation, as shown in Fig. 4B, C. As our previous studies revealed that TWEAK can activate ERK to promote cell proliferation and inflammation [31], we then investigated MAPK pathway after rhLCN2 stimulation and found time and concentration-dependent increases of p-ERK1/2, p-JNK, p-p38, p-TRAF2 and Fn14 (Fig. 4B, C). Since TWEAK/Fn14 can activate ERK pathway [32], we therefore speculated that LCN2 may further activate the ERK1/2 pathway through the upregulation of TWEAK and Fn14 to promote the secretion of inflammatory factors and participate in the abnormal proliferation and differentiation of keratinocytes.

**Fig. 4:**
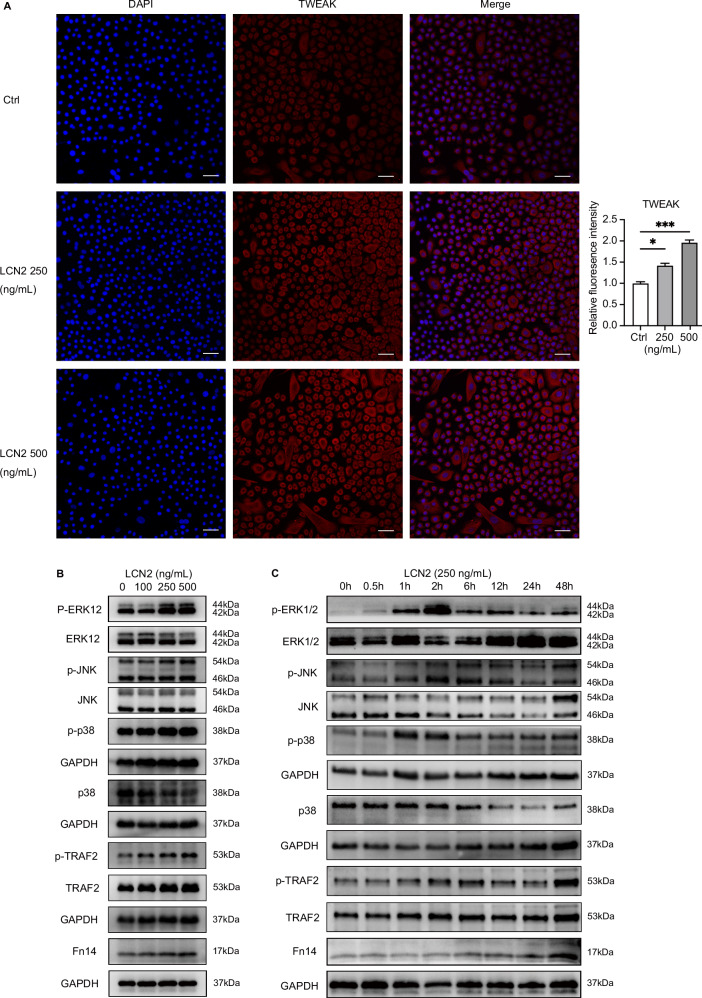
LCN2 regulates the expression of TWEAK and Fn14 and MAPK pathway in keratinocytes. **A** Immunofluorescence was used to determine TWEAK level after treatment with LCN2 in HFKs. Bar = 50 μm. **B** Western blotting was used to detect the expression of p-ERK1/2, p-JNK, p-p38, p-TRAF2 and Fn14 in primary keratinocytes after treating the cells with 0, 100, 250 and 500 ng/mL LCN2, respectively. **C** After the addition of 500 ng/mL LCN2 stimulation, keratinocytes were collected at 0, 0.5, 1, 2, 6, 12, 24 h for WB assay to detect p-ERK1/2, p-JNK, p-p38, p-TRAF2 and Fn14 expression over time. Data from immunofluorescence assays and immunoblot assays are representative of three or more independent experiments are presented as the means ± SEM of triplicate wells

### TWEAK promotes neutrophil expression of LCN2 but enhances inflammation in keratinocytes by inducing MMP9 expression

Researchers have identified the impact of TWEAK on the infiltration of neutrophils and macrophages [21]. Given that LCN2 is primarily secreted by neutrophils, we sought to explore the interplay between TWEAK and LCN2 specifically within the context of neutrophil activity. To achieve this, we applied rmTWEAK to the skin of WT mice treated with IMQ. qPCR analysis revealed significant elevation in the mRNA levels of *Lcn2*, *Tnfrsf12a*, *24p3r*, *Mc4r*, and *Il6* in the mouse skin following rmTWEAK stimulation (Fig. 5A). There was a trend for *Tnfa* induction, though not significantly different. In contrast, *Il1b*, *Krt1*0, and *Krt17* mRNA levels significantly decreased, whereas *Krt5* and *Tgfb*1 expression remained unchanged (Fig. 5A). IHC results displayed increased neutrophil counts and LCN2 expression in the dermal tissue upon TWEAK stimulation compared to the imiquimod-induced mice model (Fig. 5B). To validate the effect of TWEAK on neutrophils in vitro, we isolated neutrophils from mouse bone marrow and stimulated them with 100 ng/mL rmTWEAK for 24 h. Through cell immunofluorescence, we observed a significant increase in intracellular LCN2 expression in mouse neutrophils following rmTWEAK stimulation (Fig. 5C). qPCR analysis also indicated a significant elevation in *Lcn2* mRNA levels in neutrophils (Fig. 5D). Further confirmation came from ELISA detection of LCN2 concentration in the cell supernatant and a notable increase in LCN2 after TWEAK stimulation was observed (Fig. 5E). Consequently, we conclude that TWEAK enhances neutrophil infiltration in skin lesions and LCN2 release from neutrophils.

**Fig. 5:**
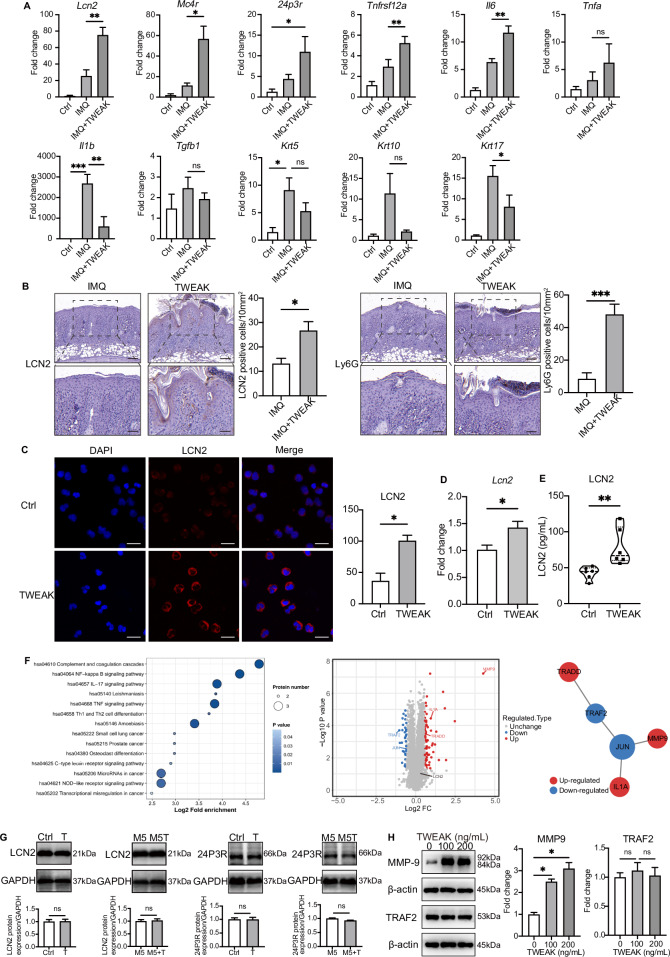
TWEAK promotes neutrophil expression of LCN2 but enhances inflammation in keratinocytes by inducing MMP9 expression. **A** Relative mRNA expression level of *Lcn2, Tnfrsf12a*, *Tgfb1, Il6, Tnfa, Il1b, Krt5, Krt10, Krt17, 24p3r, Mc4r* in mouse skin treated with TWEAK was detected by RT-qPCR. **B** Immunostaining of LCN2 and Ly6G were performed on paraffin sections of IMQ mice model with or without dorsally topical application of rmTWEAK (20 μg/mL, prepared in PBS). Unpaired two-tailed *t* test. **C** Immunofluorescence assays were used to detect LCN2 expression in neutrophils after TWEAK stimulation. Bar = 20 μm. **D** RT-qPCR was conducted to detect *Lcn2* mRNA level in neutrophils treated with TWEAK. **E** LCN2 levels in neutrophil supernatants after TWEAK stimulation for 24 h were measured by ELISA. **F** Proteomic analysis was used to further investigate the protein changes and possible pathways following TWEAK action on keratinocytes. **G** After treating with TWEAK on primary keratinocyte with or without M5 cytokines for 48 h, LCN2 and 24P3R protein levels in keratinocytes were detected by Western blotting. **H** After the TWEAK stimulus, proteins such as MMP9 and TRAF2 were detected by Western blotting. Data from immunofluorescence assays and ELISA assay are representative of three or more independent experiments are presented as the means ± SEM of triplicate wells. ANOVA was used for comparison between groups: *P < 0.05, **P < 0.01, and ***P < 0.001. ns not significant

We also examined whether TWEAK has an effect on LCN2 in epidermal keratinocytes. HFKs were cultured both under normal conditions and under a psoriatic M5 cytokine cocktail [33] plus TWEAK. Following Western blot analysis, our findings indicate that TWEAK failed to induce LCN2 and 24P3R expression in keratinocytes, irrespective of the presence of the M5 cytokine cocktail (Fig. 5G). To further study the role of TWEAK on keratinocytes, we conducted the proteomic analysis (Fig. 5F). The volcano plot demonstrated altered expression levels of 99 proteins, with increased expression in 66 proteins and decreased expression in 33 proteins but found no significant difference in LCN2 protein levels between the experimental groups (Table S1). Kyoto encyclopedia of genes and genomes (KEGG) analysis based on proteomic data from keratinocytes with TWEAK stimulation revealed enriched pathways, mainly including IL-17 and NF-κB pathways. This leads us to conclude that TWEAK stimulation on its own does not induce LCN2 and 24P3R expression in keratinocytes. Subsequently, we focused on the differentially expressed proteins associated with the TNF signaling pathway by activating MMP9, IL-1α and TRADD and decreasing the expression of TRAF2 and JUN proteins which lead to cell apoptosis (Fig. 5F). MMP9 can bind to LCN2 and participate in various inflammatory diseases [34]. Studies have found that LCN2 promotes the expression of MMP9 and maintains its stability by preventing degradation [35], indicating a close relationship between MMP9 and LCN2. Our Western blotting results demonstrate that TWEAK can enhance the expression of MMP9, but no significant difference was observed in the expression of TRAF2 (Fig. 5H). From these results we concluded that LCN2 can upregulate TWEAK levels in psoriatic lesion.

### The synergistic interaction between LCN2 and TWEAK in keratinocytes

To delve deeper, we introduced rhTWEAK and rhLCN2 independently, as well as in combination. RNA-seq results revealed that TWEAK and LCN2 exhibit synergistic effects in promoting the expression of inflammatory factors such as *IL23A*, chemokines including *CXCL5*, *CXCL10*, *CCL2*, and *CCL5*, as well as members of the *TRAF* family and *TNFRSF12A(Fn14)* in keratinocytes (Fig. 6A). qPCR result showed that *IL6*, *IL17A*, *CCL5*, *CXCL5*, *CXCL10*, *TNFa* and *24P3R* gene levels upregulated after co-stimulation of TWEAK and LCN2 (Fig. 6B). Furthermore, we conducted co-stimulation experiments based on with or without M5 cytokine cocktail activation. We observed that TWEAK facilitated the enhancement 24P3R, p-TRAF2 expression and triggered the activation of the MAPK signaling pathway in keratinocytes when coupled with M5 cytokines and LCN2 (Fig. 6C, D). Interestingly, the combined action of LCN2 and TWEAK resulted in a more pronounced upregulation of Fn14 (Fig. 6C, D), suggesting a synergistic effect between these factors in enhancing Fn14 expression in keratinocytes. Overall, these results demonstrate that LCN2 and TWEAK collaboratively promote Fn14 expression in keratinocytes, which together promotes the pathogenesis of psoriasis.

**Fig. 6:**
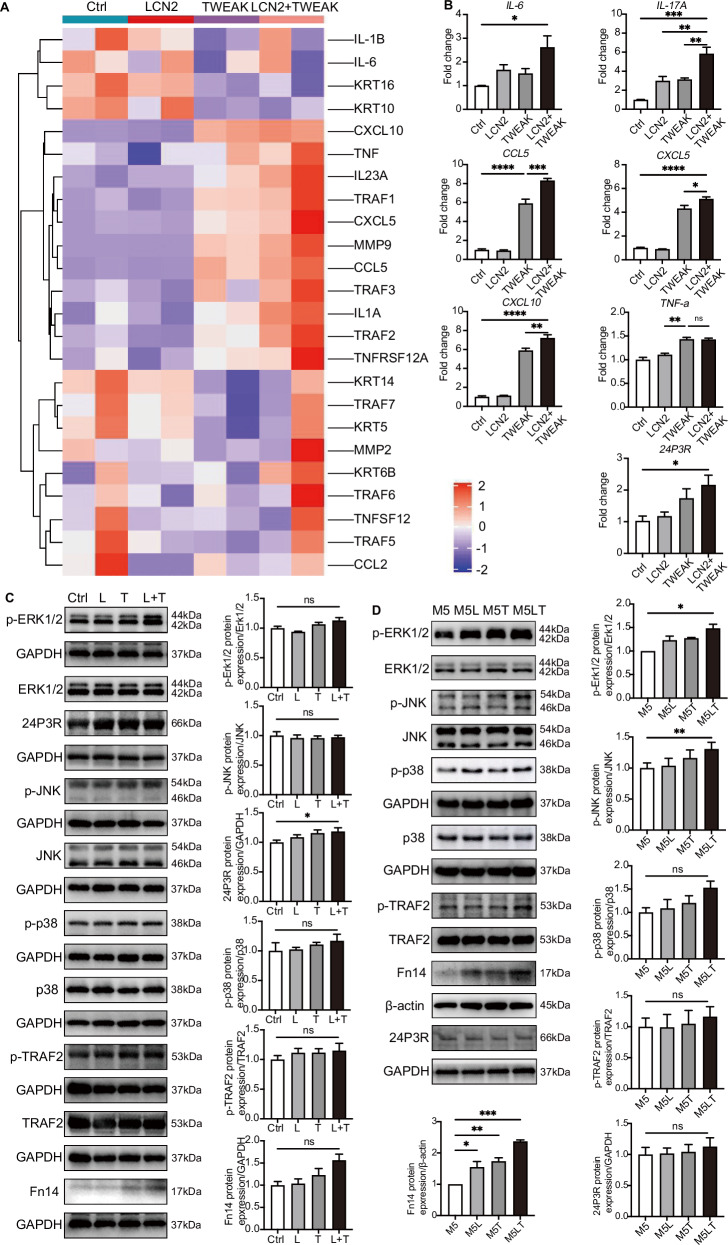
The synergistic interaction between LCN2 and TWEAK in keratinocytes. **A** Heatmap showing differential expressed genes after co-stimulating with TWEAK and LCN2 in keratinocytes. **B** Relative expression levels of *IL6*, *TNFa*, *IL17A, CCL5, CXCL5, CXCL10* and *24P3R* were detected from HFKs using RT-qPCR. **C**, **D** Western blot was used to detect p-ERK1/2, p-JNK, p-p38, p-TRAF2, 24P3R and Fn14 protein level in keratinocytes after stimulation with LCN2, TWEAK, or both. One-way ANOVA was used for comparison between groups: ns (*P* > 0.05); *P < 0.05; **P < 0.01; ***P < 0.001

### *Lcn2* knockout alleviates psoriatic appearance in vivo

The potential involvement of LCN2 in the regulation of inflammation, proliferation, and differentiation of keratinocytes has prompted us to investigate its role in vivo. To do this, we employed the IMQ psoriatic model and intraperitoneally administered 8 µg rmLCN2 to each mouse per day and compared these mice with those from the IMQ model intraperitoneally treated with PBS. Our findings reveal that LCN2 promotes the expression of Fn14 (*P* = 0.0148) in the skin of rmLCN2-administrated mice, consequently activating downstream ERK1/2 pathways (p-ERK1/2, *P* = 0.0051; Fig. 7A). qPCR results depicted significant upregulation of *Il6, Tnfa, Il1b, Tgfb1*, and *Krt5* gene levels following LCN2 stimulation (Fig. 7B), while *Tnfsf12* and *Tnfrsf12a* gene levels displayed an upward trend without statistical significance. Conversely, *Krt10* and *Krt17* gene levels were down-regulated (Fig. 7B). This finding suggests that LCN2 might facilitate inflammation and promote the keratinocytes differentiation within murine psoriatic lesions.

**Fig. 7:**
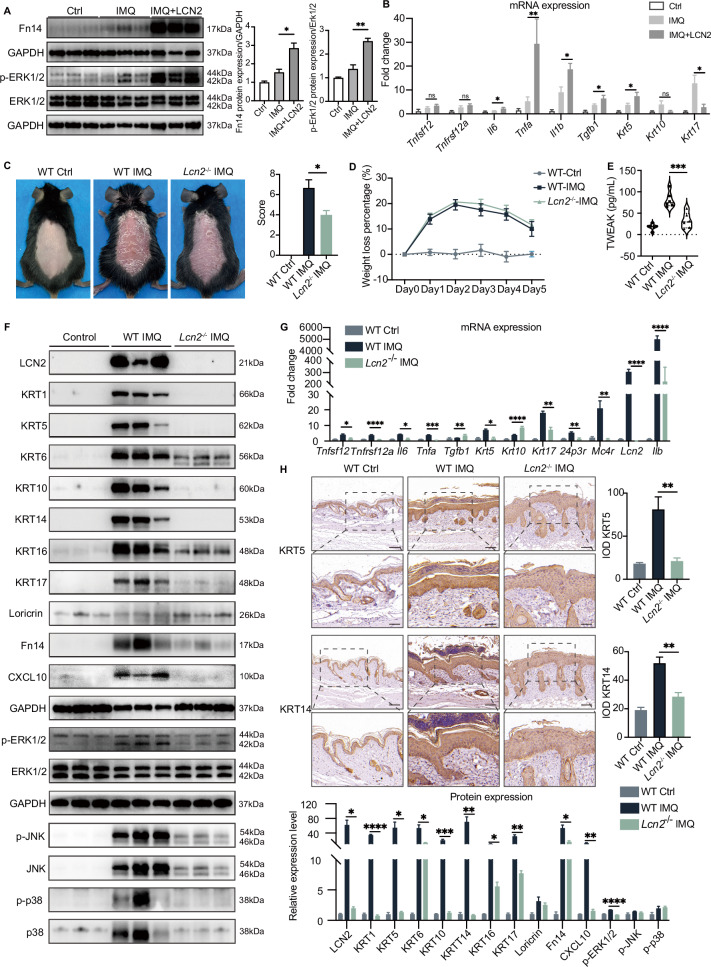
*Lcn*2^–/–^ mice attenuate the pro-proliferative and inflammatory effects of IMQ on the epidermis. **A** After being treated with imiquimod and LCN2, the expression levels of Fn14, p-ERK1/2 and in the skin of wild-type mice were analyzed by Western blotting (*n* = 3 per group). **B** Relative expression levels of *Tnfsf12(Tweak)*, *Tnfrsf12a(Fn14)*, *Il6*, *Tnfa*, *Il1b*, *Tgfb1*, *Krt5*, *Krt10*, and *Krt17* from mice skin were detected using RT-qPCR. **C**, **D** Photographs of skin lesions in mice and the mouse psoriasis severity score difference between wild-type imiquimod mice and *Lcn2*^–/–^ imiquimod model mice. Body weight changes in mice modeled with imiquimod for six consecutive days. **E** Mouse serum levels of TWEAK were assayed by ELISA. **F** Western blotting was used to detect KRT1, KRT5, KRT6, KRT10, KRT14, KRT16, KRT17, Loricrin, Fn14, CXCL10, LCN2, p-ERK1/2, p-JNK, p-p38 in wild-type and *Lcn2*^–/–^ mice after treated with imiquimod (*n* = 3 per group). **G** Relative mRNA expression levels of *Lcn2*, *Tnfsf12*, *Tnfrsf12a*, *Il6*, *Tnfa*, *Tgfb1*, *Krt5*, *Krt10*, *Krt17*, *24p3r*, *Mc4r*, *Il1b* were detected by RT-qPCR (*n* = 3–5 per group). **H** Immunostaining of KRT5 and KRT14 were performed on paraffin sections. Data are shown as mean ± SEM (*n* = 3–5 per group). ANOVA was used for comparison between groups: ns (*P* > 0.05); *P < 0.05; **P < 0.01; ***P < 0.001

Furthermore, we conducted a comparative study on the effects of IMQ application on WT and *Lcn2*^–/–^ mice. Notably, *Lcn2*^–/–^ mice exhibited remarkable reductions in skin lesion thickness (Fig. S3), desquamation, and erythema, along with a decrease in the mouse psoriasis severity score (*P* = 0.0209, Fig. 7C, D) [36], without any impact on body weight (the detailed scoring criteria are provided in Table S5). 

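To summarise the genes called in this bulk RNA-seq by function, 19 families were defined by gene symbol before the counts were examined, among them interleukins, chemokines, their receptors, growth factors, cell adhesion molecules, cornified envelope genes, epidermal keratins and markers of immune cells. The KEGG and GO tables behind Fig. S4 were not used here, and the families stand in for their terms. The share of a family's tested genes that was called, without adjustment and with a fold change above 2, was compared with the share among all 18529 tested genes by a one-sided Fisher's exact test, separately for genes higher and lower, and adjusted over the 19 families.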

To unveil the underlying mechanisms, we performed bulk RNA-seq analysis from the skin of IMQ-treated *Lcn2*^–/–^ and WT mice to assess differential gene expression (DEGs). The KEGG pathways from the upregulated DEGs revealed significant cytokine-cytokine receptor interaction and cell adhesion molecules in the IMQ-treated WT group (Fig. S4A), which were consistent with findings from human psoriasis results which we analyzed RNA-seq data uploaded by Rønholt et al. on skin lesions from normal subjects and patients with psoriasis (GSE161683, paper is not published) (Fig. S5). Furthermore, the gene ontology (GO) analysis identified terms associated with epidermal development, leukocyte migration, and cytokine activity, aligning well with the human psoriasis data. 

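In the WT IMQ group, 8.40% of all tested genes were called higher than in the WT control group. Of 35 interleukin genes, 22 (62.9%) were called higher (adjusted p = 9.1e-15, one-sided Fisher's exact test). Of 34 chemokine genes, 8 (23.5%) were called higher (adjusted p = 0.0233, the same Fisher test), while 17 were higher and 17 lower by sign. The chemokine result depended on the setting, with an adjusted p of 0.0509 with the replicate block, of 1 for genes with at least 10 counts in every mouse, and from 0.00353 to 1 over 9 alternatives. Cytokine and chemokine receptors were not over-represented among the genes higher (11 of 71, 15.5%, adjusted p = 0.0808), and 15 of 71 (21.1%) were called lower (adjusted p = 0.00677, the same Fisher test). For the receptors lower this adjusted p ran from 4.4e-05 to 0.707 over 9 alternatives and was above 0.05 in 3 of the 6 fits that left out a mouse, and with an adjusted p under 0.05 and no fold threshold 15 receptors were higher and 9 lower. For cell adhesion molecules, 16 of 98 (16.3%) were called higher (adjusted p = 0.0236) and 16 were called lower (adjusted p = 0.0488). The excess among the genes lower had an adjusted p from 9.9e-05 to 0.673 over 9 alternatives, under 0.05 in 4 of them, and was lost in 5 of the 6 fits that left out a mouse. With the replicate number as a block, the adjusted p of interleukins and of cell adhesion molecules among the genes higher stayed under 0.05.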

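For epidermal development, 44 of 51 cornified envelope genes (86.3%) were called higher after IMQ in WT mice (adjusted p = 3.3e-39, one-sided Fisher's exact test), with a median log2 fold change of 2.90. Of 22 epidermal keratins, 8 (36.4%) were called higher (adjusted p = 0.00127) and 7 (31.8%) were called lower (adjusted p = 0.00736, the same Fisher test). Their excess among the genes lower was lost in 3 of the 6 fits that left out a mouse, and that among the genes higher in 0. For leukocytes, 14 of 15 neutrophil markers (93.3%) were called higher (adjusted p = 7.3e-14), with a median log2 fold change of 4.00. Macrophage markers were not over-represented among the genes higher (2 of 12, adjusted p = 0.564). T cell markers (11 of 14, 78.6%, adjusted p = 8.1e-09) and MHC class II genes (11 of 11, adjusted p = 7.3e-11) were over-represented among the genes lower. So were collagens and the genes of skeletal muscle, sebaceous gland and adipocytes, so the falls were not limited to leukocyte genes. CPM values are shares of the RNA of whole skin, and these falls do not count cells. In all, 6 of the 19 families were over-represented among the genes higher and 11 among the genes lower.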

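In the IMQ mice labelled *Lcn2*-/- against the WT IMQ mice, 3.10% of all tested genes were called higher and 3.35% lower. Of 35 interleukin genes, 6 (17.1%) were called lower (adjusted p = 0.0186, one-sided Fisher's exact test), and 24 were lower and 11 higher by sign. This was the only family of the 19 over-represented among the genes lower, its adjusted p lay between 5.9e-06 and 1 over 9 alternatives, and it was lost in 3 of the 6 fits that left out a mouse. Chemokines were over-represented neither among the genes lower (2 of 34, adjusted p = 1) nor among the genes higher (1 of 34, adjusted p = 0.907, the same Fisher test). Of 71 cytokine and chemokine receptors, 5 (7.04%) were called higher (adjusted p = 0.164) and 0 lower. By sign, 52 were higher and 19 lower, and limma's camera test, which uses no calls, gave the receptors as higher (adjusted p = 0.00702). With an adjusted p under 0.05 and no fold threshold, 2 receptors were higher and 3 lower. Growth factors were over-represented among the genes higher (8 of 71, 11.3%, adjusted p = 0.00588) and not among those lower (5 of 71, adjusted p = 0.567). Their adjusted p among the genes higher lay between 0.000252 and 0.131 over 9 alternatives, was under 0.05 in 6 of them, and was above 0.05 in 2 of the 6 fits that left out a mouse. Of 15 neutrophil markers, 3 (20%) were called higher (adjusted p = 0.0323), with a range from 0.00164 to 0.44 over 9 alternatives. This excess was lost in 3 of the 6 fits that left out a mouse. MHC class II genes (8 of 11, 72.7%, adjusted p = 1.2e-09), interferon-stimulated genes (12 of 27, 44.4%, adjusted p = 1.5e-10), collagens (9 of 39, 23.1%, adjusted p = 1.4e-05) and adipocyte genes (4 of 16, 25%, adjusted p = 0.00585) were also over-represented among the genes higher. The adjusted p of interferon-stimulated genes and that of adipocyte genes were under 0.05 in 8 of 9 alternatives. Those of MHC class II genes and collagens were under 0.05 in all 9. The excess of adipocyte genes was lost in 3 of the 6 fits that left out a mouse. MHC class II genes, interferon-stimulated genes and collagens kept theirs in all 6. Epidermal keratins were the next family among the genes lower (4 of 22, 18.2%, adjusted p = 0.0537).

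**Figure D3:**
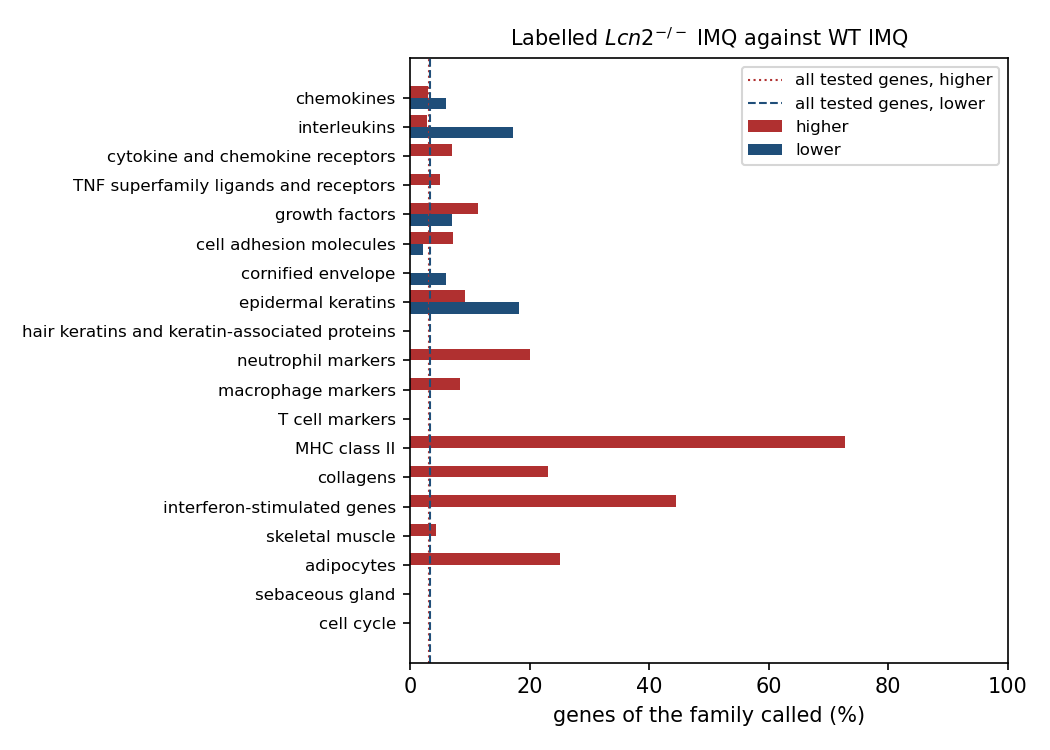
Percent of each family's tested genes called higher or lower, IMQ mice labelled *Lcn2*-/- against WT IMQ mice, with a fold change above 2 and an unadjusted p under 0.05. Bars are families, and the vertical lines are the shares among all tested genes, 3.10% higher and 3.35% lower. Interleukins and epidermal keratins have the longest bars for genes lower, and MHC class II genes have the longest bar for genes higher.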

Subsequent analysis of IMQ-treated WT and *Lcn2*^–/–^ mice highlighted the significant involvement of *Lcn2* deletion in terms associated with leukocyte migration, cytokine and growth factor activation, and binding (Fig. S4B). Simultaneously, we observed that the number of CD45^+^ leukocytes in the epidermal and subcutaneous tissues of mice was significantly reduced after *Lcn2* knockout (Fig. S6). Consequently, the deletion of *Lcn2* appears to modulate leukocyte migration and have a regulatory effect on the release of inflammatory cytokines, leading to the alleviation of psoriasis-like skin lesions.

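For the leukocyte genes themselves, *Ptprc*, which encodes CD45, was at 126 ± 19.7 CPM (SD, n = 3) in WT IMQ mice and at 203 ± 44.6 CPM (SD, n = 3) in IMQ mice labelled *Lcn2*-/-, a log2 fold change of 0.68 (SE 0.36, adjusted p = 0.238 from edgeR's quasi-likelihood test). This is a share of the RNA of whole skin, while the paper's staining counted CD45+ cells in sections. In the same comparison keratinocyte markers were lower and fibroblast markers higher, so such a share can rise without more leukocytes. *Ly6g* had 12, 18 and 14 counts in the IMQ mice labelled *Lcn2*-/-, a log2 fold change of 0.62 against the WT IMQ mice (SE 0.65, adjusted p = 0.561 from the same edgeR test). Of the 15 neutrophil markers, 12 were higher and 3 lower by sign, with a median log2 fold change of 0.62. The camera test also put macrophage markers (adjusted p = 0.00229) and T cell markers (adjusted p = 0.05) on the higher side. Neither was among the 6 families over-represented among the genes called higher. Among the cytokines, *Il1b* had a log2 fold change of -0.18 (SE 0.49, adjusted p = 0.84), a direction that reversed in 3 of the 6 fits that left out a mouse, and *Il17a* had 0.91 (SE 0.64, adjusted p = 0.373, the same edgeR test). None of these 4 genes had an adjusted p under 0.05, although the groups did not overlap for *Ptprc*. For *Ly6g* the raw counts of the groups overlapped, and the CPM values were parted only by a narrow margin at this depth. Each value is that of libraries whose *Lcn2* counts go against their label. From the terms over-represented after *Lcn2* deletion and the fewer CD45+ cells in its staining, the paper proposes that the deletion modulates leukocyte migration and the release of inflammatory cytokines and so alleviates the lesions.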

To validate the observed differences, TWEAK, IL-23A, IL-17A, and TNF-α levels in serum and skin lysate between IMQ-treated WT and *Lcn2*^–/–^ mice were evaluated by ELISA. The results demonstrated a significant decrease in TWEAK (*P* = 0.0002, Fig. 7E) levels in *Lcn2*^–/–^ mice serum compared to WT mice. Moreover, we observed a significant reduction in the expression of IL-17A in both the serum and skin lysate (Fig. S7A, B). However, no significant differences were observed in the expression levels of IL-23A and TNF-α in the serum and skin lysate of mice between the two groups (Fig. S7A, B). Western blotting further revealed decreased expression of KRT1, KRT5, KRT6, KRT10, KRT14, KRT16, KRT17, Fn14, and CXCL10 in IMQ-treated *Lcn2*^–/–^ mice (Fig. 7F). Additionally, the expression of p-ERK1/2 and p-JNK, key transcription factors involved in cell proliferation and differentiation, were also downregulated in *Lcn2*^–/–^ mice (Fig. 7F). qPCR results demonstrated a significant decrease in the expression of inflammatory factors (*Tnfrsf12a, Tnfsf12, Il6, Tnfa)*, keratinocyte proliferation marker genes *(Krt5* and *Krt17)*, and Lcn2 receptor genes *(24p3r* and *Mc4r)*, while the expression of differentiation genes (*Tgfb1* and *Krt10)* increased in the epidermis of *Lcn*2^–/–^ mice (Fig. 7G). Immunohistochemistry analysis further confirmed the decrease in proliferation marker (KRT5 and KRT14) expression in the epidermis of *Lcn2*^−/−^ mice (Fig. 7H). Therefore, *Lcn2* deletion attenuates IMQ-induced cell proliferation and inflammatory factor production in mouse skin lesions.

### TWEAK exacerbates skin lesions in the *Lcn2*^–/–^ murine psoriasis model

After learning that LCN2 can upregulate the TWEAK in keratinocytes, we then explored whether TWEAK exacerbates skin lesions without LCN2. We administrated *Lcn2*^–/–^ mice with 40 μg rmTWEAK per day for 6 consecutive days and collected the tissue protein for Western blotting analysis. The results revealed a significant upregulation of KRT5 (*P* = 0.0094) and KRT14 (*P* = 0.004) expression in the skin lesions of *Lcn2*^–/–^ mice when stimulated by rmTWEAK (Fig. S8A). Although the expression of Fn14 showed an increasing trend, the difference was not statistically significant (Fig. S8A). However, no significant differences were observed in the expression of KRT6, KRT16, KRT17, and CXCL10 (Fig. S8A). In addition, qPCR analysis of the *Lcn2*^–/–^ murine IMQ model revealed that additional rmTWEAK stimulation led to a significant decrease in the expression of *Tnfsf12, Tnfrsf12a, Il6*, and *24p3r* in the skin. However, there were no significant differences in the expression levels of *Il1b, Tnfa, Tgfb1, Krt5, Krt10, Krt17*, and *Mc4r* mRNA between these groups (Fig. S8B). IHC results further confirmed the upregulation of KRT5 (*P* = 0.0313) and KRT14 (*P* = 0.0063) expression in skin lesions following rmTWEAK stimulation (Fig. S8C). Based on these results, TWEAK was observed to counteract the protective impact of LCN2 knockdown on psoriatic lesions. This reaction subsequently promoted the expression of markers linked to a partial reduction in the differentiation of keratinocytes. Combined with the previous results, we posit that TWEAK secretion may be downstream of LCN2.

### LCN2 and TWEAK cooperate via Fn14 to promote psoriasis

LCN2 promotes TWEAK in keratinocytes while TWEAK upregulated the LCN2 in neutrophils, we therefore checked whether both LCN2 and TWEAK can act synergistically on Fn14 to participate in the pathogenesis of psoriasis. To determine this, we used a mouse with global knockout of *Fn14* (*Fn14*^–/–^) and treated with rmLCN2 and rmTWEAK based on the IMQ-induced model. Skin proteins were extracted from the lesions and Western blotting was conducted to check the expression of KRT6, KRT16, and LCN2. The results revealed decreased expression under Fn14 knockout (Fig. 8A). Immunohistochemistry results of psoriatic lesions revealed significantly lower expression of KRT5 and KRT14 in the epidermis of *Fn14*^–/–^ mice after IMQ application (Fig. 8B). The expression levels of signal protein p-ERK1/2, p-JNK, and p-p38 were also detected by Western blotting, and the results demonstrated a significant decrease in p-ERK1/2 expression under Fn14 knockout (Fig. 8C). Furthermore, qPCR analysis showed a significant decrease in mRNA levels of *Tnfrsf12a, Lcn2, Il1b*, and *Krt17* in the epidermis of *Fn14*^–/–^ mice, while *Tnfsf12* and *Krt5* exhibited a decrease without significant differences. Conversely, *Il6* and *Krt10* mRNA levels were increased in *Fn14*^–/–^ mice (Fig. 8D).

**Fig. 8:**
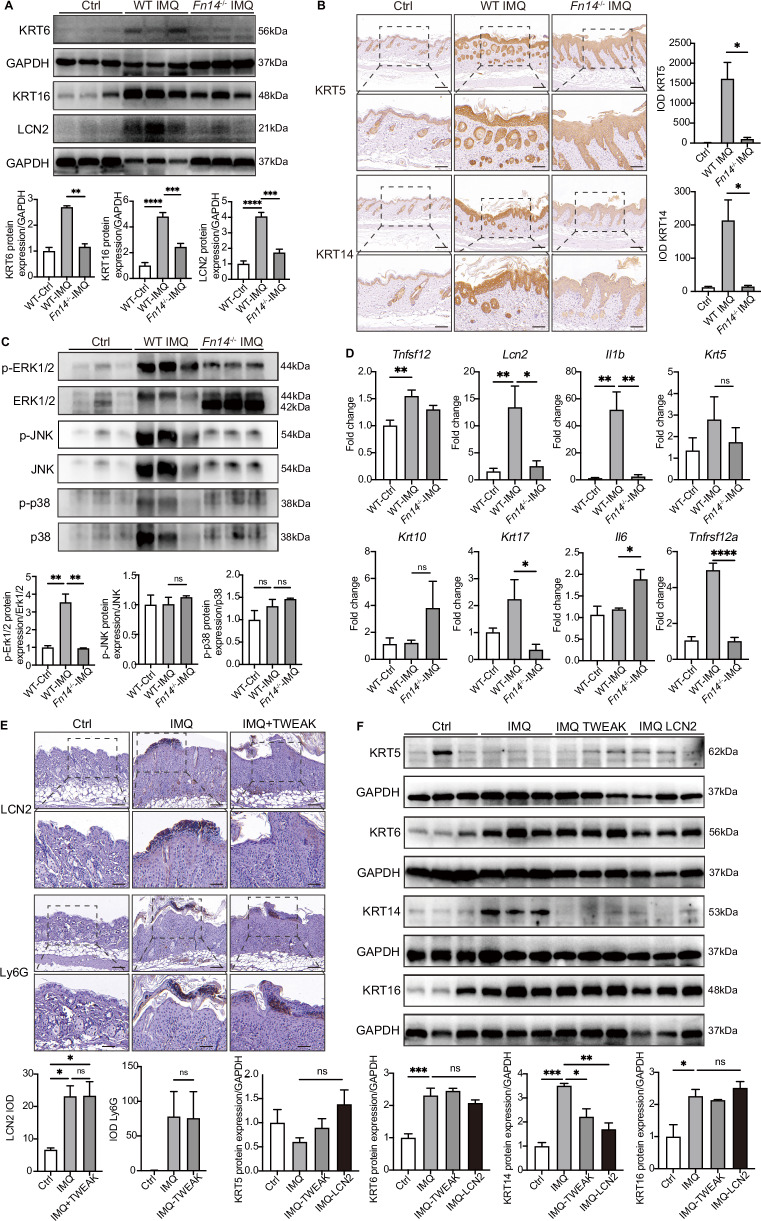
LCN2 acts on the downstream MAPK signaling pathway by binding to Fn14, and the deletion of *Fn14* can counteract the effect of TWEAK or LCN2. **A** KRT6, KRT16, LCN2 were detected by WB in the skin of wild-type mice as well as in the *Fn14*^–/–^ mouse imiquimod model. (*n* = 3 per group). **B** Immunohistochemistry was used to detect the expression of KRT5 and KRT14 in the skin of wild-type mice and *Fn14*^–/–^ mice (Brown). Nuclei were stained with hematoxylin (Bar = 200 μm). **C** WB detected p-ERK1/2, p-JNK and p-p38 expression in wild-type mice and *Fn14*^–/–^ mouse. (*n* = 3 per group). **D** *Tnfsf12*, *Tnfrsf12a*, *Lcn2*, *Il1b*, *Il6*, *Krt5*, *Krt16*, and *Krt17* mRNA expression levels were detected by using RT-qPCR methods. **E** Immunohistochemistry was used to detect the levels of LCN2 and Ly6G in the epidermis of *Fn14*^–/–^ mouse imiquimod model after administration of TWEAK. **F** After treated by LCN2 or TWEAK, Western blot was used to detect the expression of KRT5, KRT6, KRT14, and KRT16 in the *Fn14*^–/–^ mice skin tissue. (*n* = 3 per group) Data were pooled from three independent experiments. Data are shown as means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001. SPR surface plasmon resonance

In the *Fn14*^–/–^ IMQ-induced mouse models, the number of cells expressing LCN2 and Ly6G remained significantly increased compared to the normal control group. Surprisingly, additional stimulation with rmTWEAK did not lead to a significant increase in cell numbers (Fig. 8E). This suggests that even in the absence of Fn14, neutrophils can still infiltrate the psoriatic skin lesions. qPCR results revealed significantly increased expression of *Lcn2, Tnfsf12, Il1b, Krt5*, and *Krt10* mRNA in the skin of *Fn14*^–/–^ mice with IMQ-induced psoriasis (Fig. S9). Stimulation with rmLCN2 primarily led to increased expression of *Il1b* and *Il6*, while the levels of *Krt5, Krt10*, and *Krt17* mRNA were significantly decreased compared to the IMQ-induced model (Fig. S9). Our findings demonstrate that the number of LCN2 and Ly6G positive cells in the skin lesions of *Fn14*^–/–^ mice is significantly increased. Furthermore, Western blotting results indicated that stimulation with rmLCN2 does not significantly alter the expression levels of KRT5, KRT6, and KRT16 proteins in the skin of *Fn14*^−/−^ imiquimod-induced mice, while the expression of KRT14 protein displayed a decreased trend (Fig. 8F). Therefore, *Fn14* deficiency can negatively regulate the expression of the *Lcn2* gene, and additional stimulation with rmLCN2 cannot promote the expression of proteins related to epidermal proliferation.

To further validate that LCN2 promotes psoriasis development by interacting with Fn14, we stimulated Fn14-overexpressing keratinocytes with rhLCN2 and observed that these keratinocytes were more readily activated and exhibited higher expression levels of inflammatory factors. qPCR results revealed a significant upregulation in the gene levels of inflammatory cytokines such as *IL6*, *TNFa*, chemokines *CCL2*, *CCL5*, *CXCL5*, *CXCL10*, and the matrix metalloproteinase *MMP9*, while the expression of *MMP2* was significantly downregulated (Fig. S10A). Additionally, immunofluorescence staining demonstrated that the expression level of TWEAK in Fn14-overexpressing keratinocytes was higher after LCN2 stimulation (Fig. S10B). Therefore, we conclude that LCN2 participates in the inflammatory process in keratinocytes by binding to Fn14.

## Discussion

In this study, we initially discovered the increased expression of LCN2, TWEAK, and Fn14 in the lesions from patients with psoriasis, suggesting a potential correlation among the three. This observation was further supported in murine lesions where we found a significant decrease in the expression levels of TWEAK and Fn14 in mice lacking the *Lcn2* gene. Our investigation confirmed the involvement of the *Lcn2* gene in cytokine activation, as well as keratinocyte differentiation and proliferation. Specifically, we observed that LCN2 promotes the expression of TWEAK and the M1 marker *inos* by macrophages. Remarkably, global knockout of *Lcn2* in mice exhibited a protective impact on keratinocyte proliferation and differentiation in IMQ-induced psoriatic lesions. Notably, even in the absence of *Lcn2*, TWEAK continued to stimulate the expression of proteins associated with epidermal proliferation. We also discovered that TWEAK has the ability to induce the expression of LCN2 in neutrophils. Moreover, surface plasmon resonance analysis and Co-IP experiment confirmed the binding activity between LCN2 and Fn14, indicating that LCN2 may exert its biological functions through binding to Fn14. Fn14 deficiency was found to dampen the expression of LCN2 upstream, consequently mitigating the expression of proteins and genes linked to keratinocyte cell proliferation in psoriatic skin lesions. This study represents the first comprehensive investigation to elucidate the interplay among LCN2, TWEAK, and Fn14, underscoring the synergistic effect between LCN2 and TWEAK mediated via Fn14.

LCN2 is highly expressed in the lesions and serum of patients with psoriasis [37–39]. Recent studies have highlighted its involvement in promoting psoriasis development through various signaling pathways, such as the Th17, SREBP2-NLRC4, and TLR4/IL36R pathways [11, 40, 41]. As an inflammatory cytokine, LCN2’s pro-inflammatory effects have been extensively studied. Our observations reveal a positive correlation between LCN2 protein levels in lesional skin and the severity of erythema, indicating its involvement in the inflammatory response of psoriatic skin lesions. Similarly, Hau et al. found that LCN2 exacerbates erythema and scaling in psoriatic skin lesions [40], which aligns with our findings (Fig. S11). Furthermore, we demonstrated LCN2’s role in promoting the expression of TWEAK and Fn14 in keratinocytes and its synergistic effect with TWEAK in promoting the expression of inflammatory factors, cell proliferation, and differentiation. LCN2 and TWEAK can activate the MAPK signaling pathway under M5 cytokine conditions, suggesting their role in promoting keratinocyte proliferation in psoriatic skin lesions. In IMQ-induced psoriatic mouse models, *Lcn2* deficiency alleviated inflammatory tone and epidermal proliferation while reducing the protein levels of TWEAK and Fn14. Conversely, administering TWEAK worsened keratinocyte proliferation and differentiation. These results indicate that LCN2 acts as a stimulator of TWEAK and Fn14. SPR and Co-IP experiments confirmed the binding of LCN2 to Fn14. In *Fn14*^−/−^ IMQ-induced mice, the expression levels of LCN2, KRT5, KRT6, KRT14, and KRT16 proteins in the skin were decreased, while LCN2 administration did not significantly affect their expression, suggesting LCN2 primarily regulates keratinocyte proliferation through Fn14. These findings align with Gaudineau et al. ’s research, demonstrating that LCN2 not only participates in inflammatory reactions but also promotes TWEAK and Fn14 effects [25]. Additionally, we found that TWEAK upregulates the mRNA of LCN2 receptor *24p3r* and *Mc4r* in skin lesions of WT IMQ-induced mouse models. Although *Lcn2* deficiency inhibits its role in promoting proliferation-related proteins in keratinocytes, it still enhances *Il6, Il1b*, and *Lcn2* mRNA levels. Ma et al. propose that LCN2 may promote inflammation through the expression of IL-1β and other pro-inflammatory cytokines on the surface of keratinocytes via the 24P3R receptor [1]. We speculated that LCN2 promotes the expression of psoriasis-related inflammatory factors within keratinocytes through the 24P3R receptor, while facilitating keratinocyte proliferation and differentiation through the Fn14 receptor, but future research is needed to validate it.

Neutrophils play significant roles in the pathogenesis of psoriasis. Extensive research has demonstrated the chemotactic abilities of LCN2 and TWEAK, attracting neutrophils and macrophages to the site of inflammation [42, 43]. Shao et al. conducted an in vitro study revealing that LCN2 effectively attracts neutrophils to areas with high concentrations of LCN2 itself [44]. Conversely, TWEAK facilitates the expression of CCL2 within cells by interacting with Fn14, thereby luring neutrophils and macrophages to the site of inflammation [21, 22]. Our research investigated the IMQ mice model, indicating that TWEAK encourages the infiltration of neutrophils into the skin lesions while upregulating the expression of LCN2. In contrast, the chemotactic effect remains unimpaired in the psoriasis model of *Fn14*^–/–^ mice, suggesting direct participation of TWEAK in the process of neutrophil chemotaxis. That means TWEAK may directly or indirectly induce the infiltration of neutrophils to the site of inflammation by promoting the expression of LCN2 in neutrophils, forming a feed forward loop. Furthermore, our findings indicate that LCN2 upregulates the gene and protein levels of TWEAK and Fn14 in keratinocytes, thereby promoting the expression of inflammatory cytokines like IL-6 and IL-1β. Additionally, TWEAK enhances the expression and extracellular secretion of LCN2 protein in neutrophils. Our study has also revealed that LCN2 can promote the differentiation of macrophages towards the M1 phenotype, upregulate the expression of Fn14, and stimulate the expression and secretion of TWEAK by macrophages. The findings of Guo et al. and Nguyen et al. align with our conclusions, as they have also shown that LCN2 can induce macrophage polarization towards the M1 phenotype [12, 45]. Moreover, LCN2 is capable of enhancing the expression of its receptors such as 24P3R and MC4R in macrophages, suggesting that LCN2 may regulate macrophage differentiation and promote TWEAK secretion through those receptors.

Based on our findings and existing researches, we propose that the LCN2-TWEAK-Fn14 loop plays a critical role in the interactions among keratinocytes, neutrophils, and macrophages, with the following specific mechanisms: in psoriatic lesions, LCN2 secreted by infiltrating neutrophils and keratinocytes binds to the Fn14 receptor on the surface of keratinocytes. This binding promotes keratinocyte proliferation and the secretion of CCL2 and CXCL10, which recruit macrophages to the lesion site. Additionally, LCN2 induces the secretion of CXCL5 in keratinocytes, which further recruits neutrophils, while LCN2 itself also exhibits chemotactic activity for neutrophils. When macrophages migrate to the lesion site, LCN2 may binds to the 24P3R receptor on their surface, promoting their differentiation into the M1 phenotype and enhancing TWEAK expression. TWEAK, in turn, binds to the Fn14 receptor in keratinocytes and upregulates CCL2 expression, further recruiting macrophages and neutrophils to the site. Consequently, keratinocytes, neutrophils, and macrophages interact collaboratively via the LCN2-TWEAK-Fn14 signaling pathway, forming a complex network that collectively promotes the occurrence and progression of psoriasis.

We acknowledge that our study has certain limitations. Notably, we used Balb/c mice for *Fn14*^−/−^ strain and C57BL/6 mice for *Lcn2*^–/–^ strain, which may introduce variability due to the strain differences. Moving forward, conducting experiments with mice possessing dual deficiencies in *Lcn2* and *Fn14* within the same strain background could offer a more comprehensive understanding of the interactions among LCN2, TWEAK, and Fn14. While our study focused on only two genetically modified mouse strains, previous research by Sidler et al. has highlighted the protective impact of TWEAK deficiency in imiquimod-induced skin inflammation in C57BL/6 mice [18]. When combined with our research findings, this provides suggestive evidence that LCN2, TWEAK, and Fn14 interact synergistically and are highly relevant to the pathogenesis of psoriasis. Additionally, it is worth noting that LCN2 and TWEAK can directly regulate the levels of Fn14 in our study.

In summary, our study identifies LCN2 as a key regulator in the TWEAK/Fn14 signaling pathway, impacting psoriasis lesion development, inflammatory cell infiltration, and release of inflammatory factors. TWEAK operates as a positive feedback mechanism, heightening neutrophil infiltration and LCN2 expression, worsening skin lesions. Fn14, elevated by LCN2 stimulation, boosts keratinocyte proliferation. Consequently, a proposed synergistic biologic therapy targeting LCN2 and TWEAK emerges as a novel, effective approach for psoriasis treatment. This concept presents compelling prospects for future research in the field.

## Supplementary information

Supplementary figures

Supplementary tables

Supplementary data

Unprocessed images

## Data Availability

The bulk-RNA sequencing data were deposited under GSE242420. All the other data associated with this study are present in the paper.

# Supplementary material for: Synergistic effects of LCN2 and TWEAK on the progression of psoriasis
**Source:** Cell Mol Immunol. 2025 May 15;22(7):760–75. doi: 10.1038/s41423-025-01292-9
**Supplement:** Supplementary file 1 — Supplementary figures

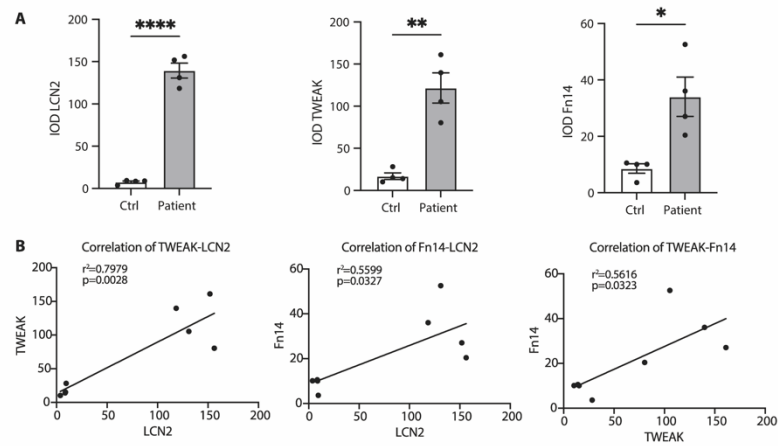

**Fig. S1 High expression of LCN2, TWEAK and Fn14 in psoriatic lesions and their positive correlations.** (A) IHC analysis showing the expression levels of LCN2, TWEAK, and Fn14 in psoriatic lesions (n = 3). (B) Correlation analysis among LCN2, TWEAK, and Fn14. Data are presented as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001.

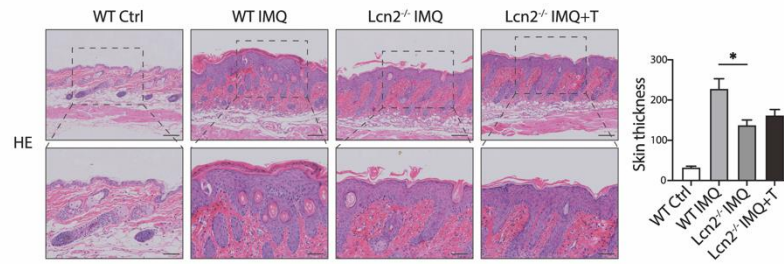

**Fig. S3 HE staining in *Lcn2*<sup>-/-</sup> mice showed significant reduction in epidermal thickness.** HE staining were performed on paraffin section and skin thickness were measured in all groups (n = 3-5). Bar=100μm. Data are presented as mean ± SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001

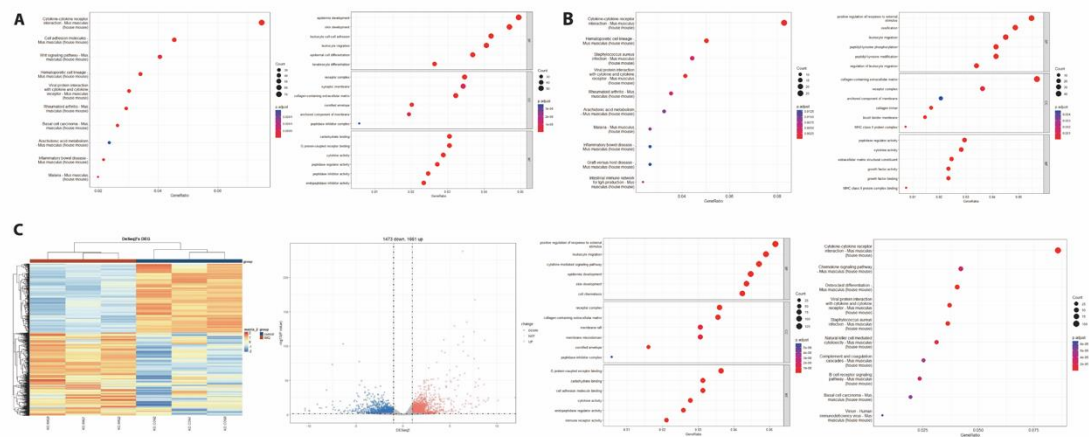

**Fig. S4 KEGG and GO analysis of differences between wild-type and *Lcn2*<sup>-/-</sup> mice psoriatic models.** (A) GO and KEGG analysis of wild-type control mice and wild-type imiquimod model mice. (B) GO and KEGG analysis of wild-type and *Lcn2*<sup>-/-</sup> imiquimod mice model. (C) RNA-seq analysis of *Lcn2*<sup>-/-</sup> control mice and *Lcn2*<sup>-/-</sup> imiquimod mice model.

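In the mice labelled *Lcn2*-/-, 1592 genes were higher and 1550 were lower after IMQ than in the control group, with a fold change above 2 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test. With adjustment, 1367 genes were higher and 1161 were lower. The groups did not overlap for 8505 genes (45.9%), where chance gives 10%. Of the 14 genes that the paper names in its RNA-seq results, 12 were higher and 2, *Krt17* and *Tnf*, were lower, and 10 had an adjusted p under 0.05 over all genes tested. *Krt16* rose from 35.8 ± 12.6 CPM (SD, n = 3) in the control mice labelled *Lcn2*-/-, a log2 fold change of 5.87 (SE 0.46, adjusted p = 2e-05 from the same edgeR test). *Il6* had a log2 fold change of 0.15 (SE 0.76, adjusted p = 0.908 from the same edgeR test), from 1.15 ± 0.753 CPM (SD, n = 3) in the control mice labelled *Lcn2*-/-. Its rise after IMQ was smaller in the mice labelled *Lcn2*-/- than in the WT mice by a log2 difference of -3.22 (SE 1.11, adjusted p = 0.117 from the same edgeR model). Of 15 neutrophil markers, 15 were called higher, and of 51 cornified envelope genes, 38 (74.5%) were called higher (adjusted p = 9.2e-16 and 6.2e-29, one-sided Fisher's exact test). Of 52 hair keratin and keratin-associated protein genes, 50 (96.2%) were called lower (adjusted p = 1.4e-50, the same Fisher test), and these genes were high in only 2 of the 3 control libraries labelled *Lcn2*-/-.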

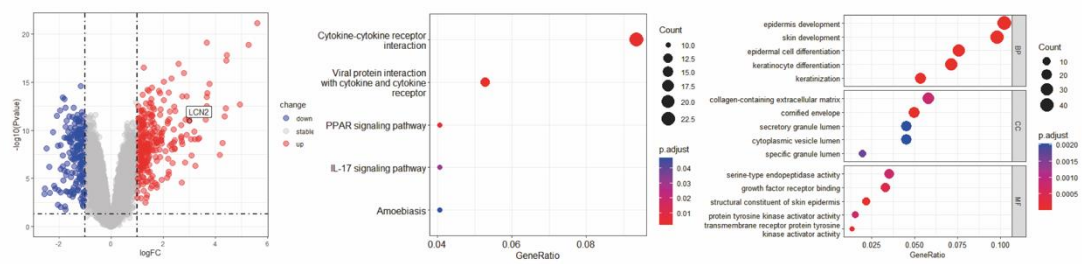

**Fig. S5 Elevation of LCN2 expression in psoriatic lesions correlates with degree of erythema.** RNA-seq analysis of normal human skin tissues and skin lesions from psoriasis patients (GSE161683). GO and KEGG analysis of health control and psoriasis patients.

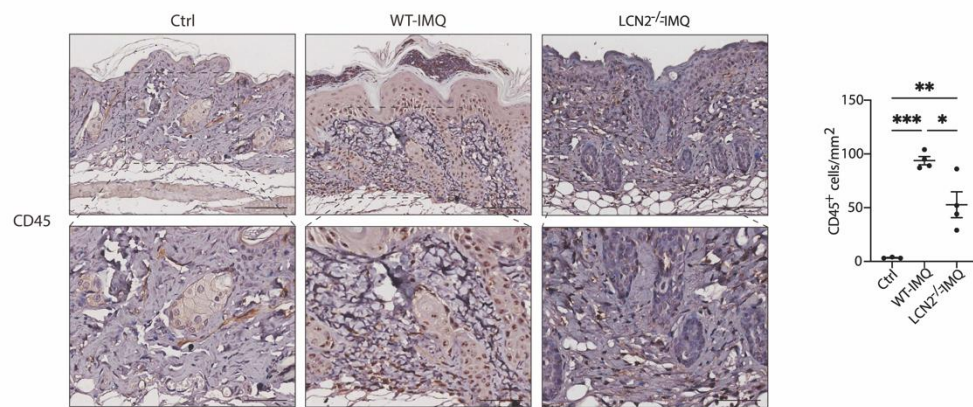

**Fig. S6 Reduced number of CD45<sup>+</sup> leukocytes in skin lesions of *Lcn2*<sup>-/-</sup> mice.** IHC staining showing the number of CD45<sup>+</sup> cells in skin lesions of mice (n = 3-4). Scale bar = 100  $\mu$ m. Data are presented as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001.

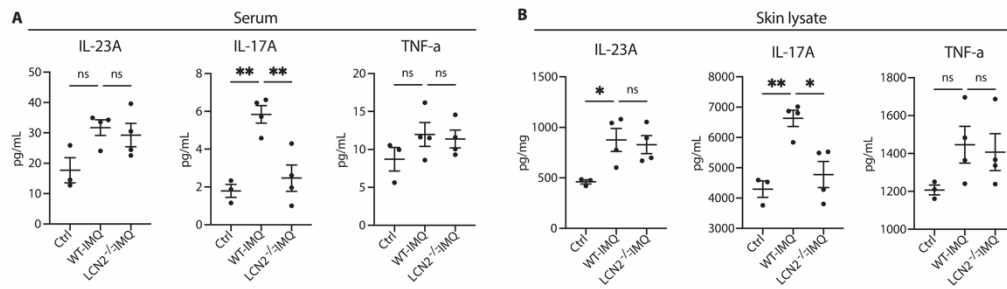

**Fig. S7 Expression of IL-23A, IL-17A and TNF- $\alpha$  in serum and skin lesions of *Lcn2* knockout mice.** (A, B) Concentrations of IL-23A, IL-17A, and TNF- $\alpha$  in mouse serum and skin lesion lysates were measured by ELISA (n = 3-4). Data are presented as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001

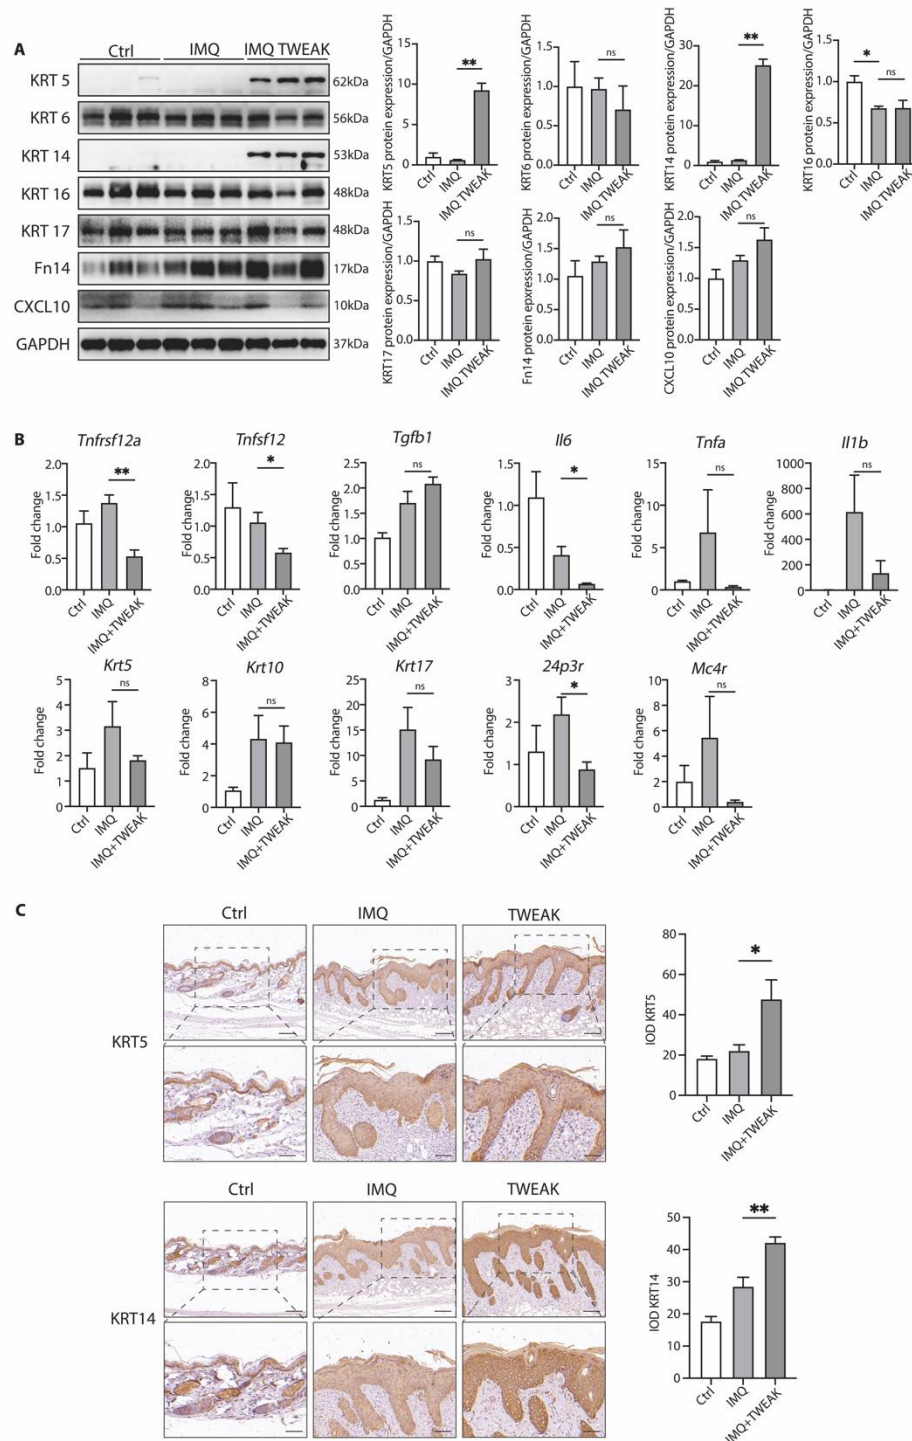

**Figure S8. TWEAK is a downstream protein of LCN2 and promotes the expression of keratinocyte proliferation-related proteins.**

(A) The expression levels of Keratin 5, Keratin6, Keratin14, Keratin17, Fn14, and CXCL10 proteins in the skin tissues of the control, IMQ-treated, and IMQ with TWEAK-treated groups in the

background of *Lcn2*<sup>-/-</sup> mice were detected by western blot (n = 3 per group). **(B)** Relative mRNA level of *Tnfrsf12a*, *Tnfrsf12*, *Tgfb1*, *Il6*, *Tnfa*, *Il1b*, *Krt5*, *Krt10*, *Krt17*, *24p3r*, *Mc4r* was detected by RT-qPCR. **(C)** Detection of KRT5 and KRT14 in mouse skin using immunohistochemical methods (Brown). Nuclei were stained with hematoxylin (Bar = 200μm). ANOVA was used for comparison between groups: \**P* < 0.05, \*\**P* < 0.01, and \*\*\**P* < 0.001. ns, not significant.

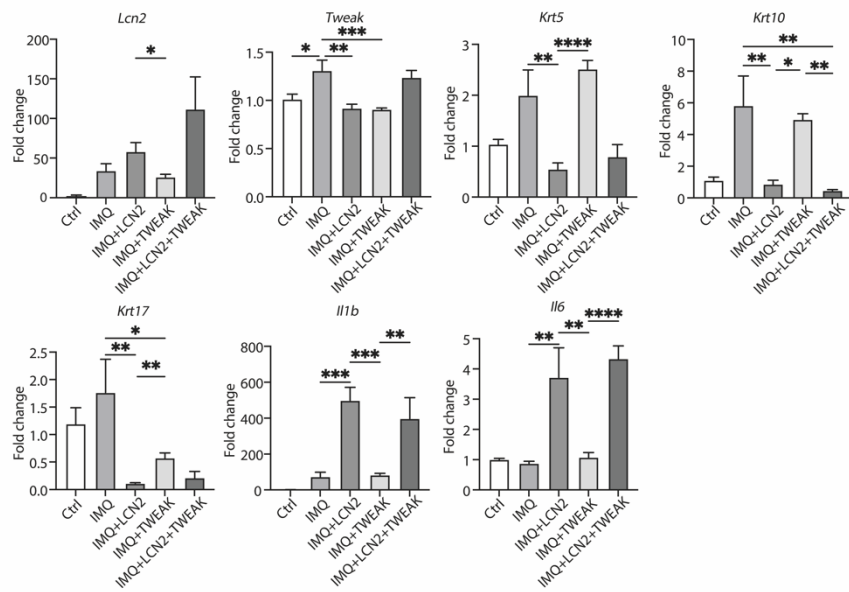

**Fig. S9 Differential gene expression among groups of *Fn14*<sup>-/-</sup> mice treated with LCN2 or TWEAK stimulation in the IMQ model.** Relative mRNA expression of *Tweak*, *Il6*, *Il1b*, *Krt5*, *Krt10* and *Krt17* in *Fn14*<sup>-/-</sup> mice groups treated with IMQ, LCN2, TWEAK, combined or respectively, were detected by RT-qPCR. Data are presented as mean ± SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001

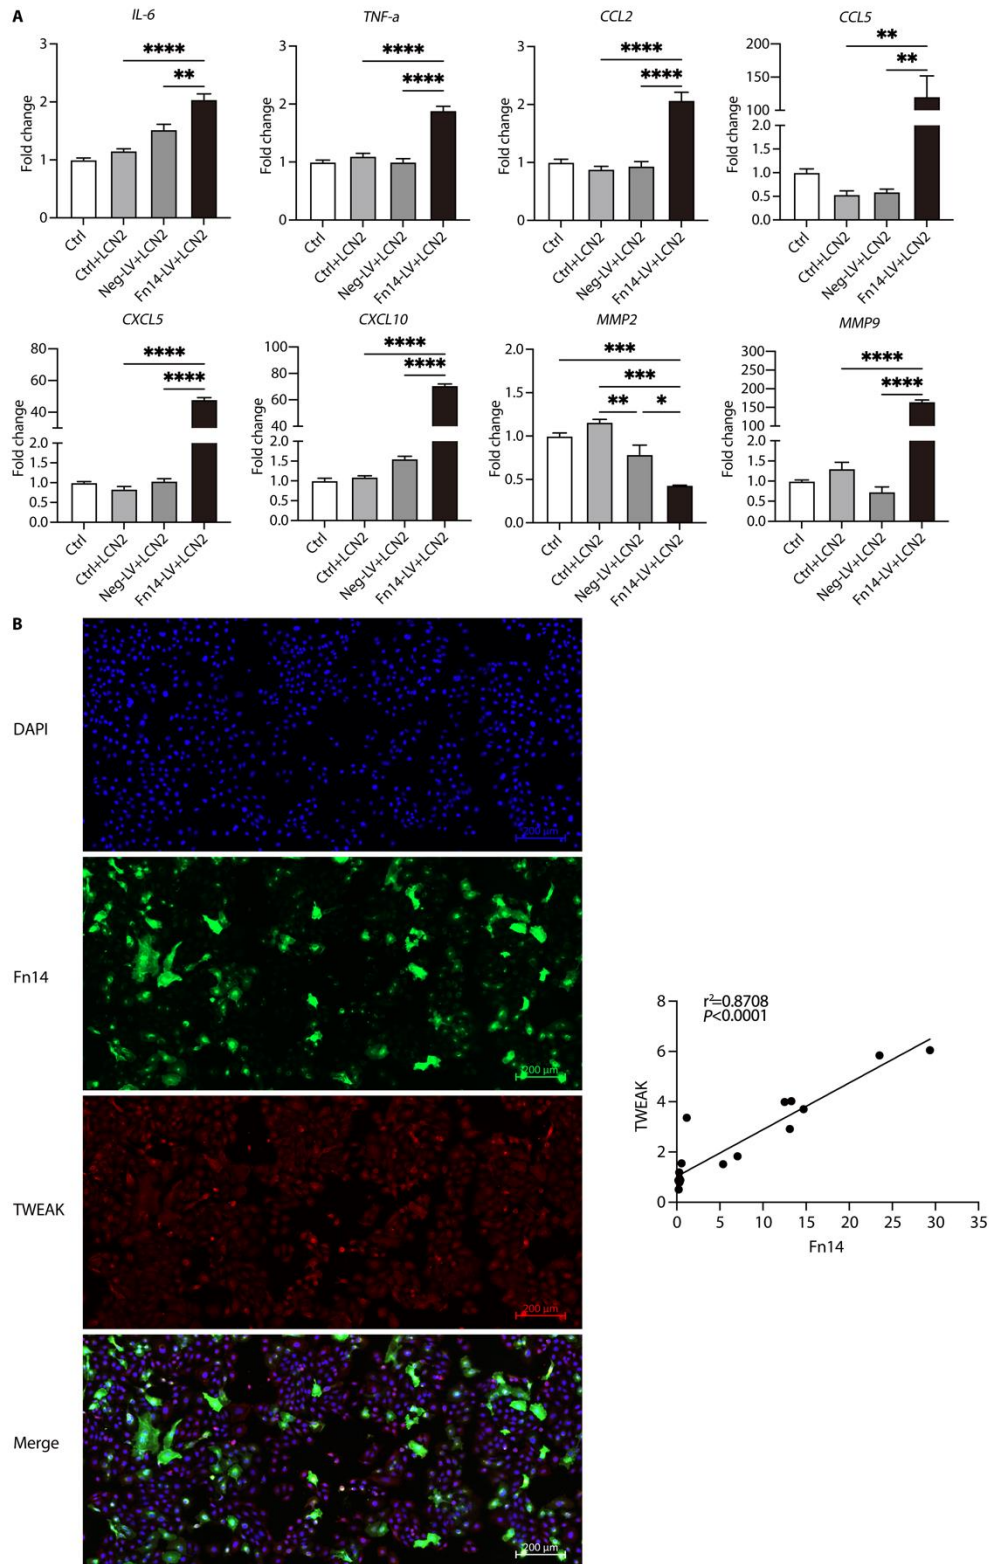

**Figure S10. Overexpression of Fn14 enhances LCN2-induced inflammatory effects in keratinocytes and increases TWEAK expression**

(A) Relative mRNA level of *IL-6*, *TNFα*, *CCL2*, *CCL5*, *CXCL5*, *CXCL10*, *MMP2*, *MMP9* was detected by RT-qPCR. (B) The expression level of TWEAK in cells with

Fn14 overexpression was assessed by cell immunofluorescence following LCN2 stimulation. Data were pooled from three independent experiments. Data are shown as means  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ .

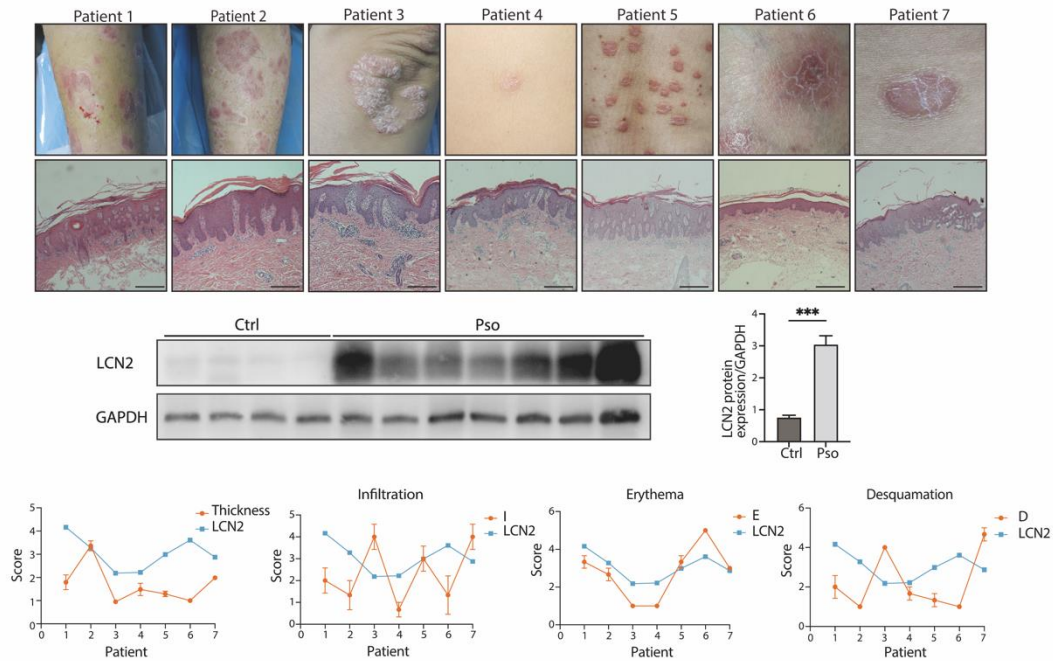

**Fig. S11 Elevation of LCN2 expression in psoriatic lesions correlates with degree of erythema.** Photographs of patients' skin lesions as well as HE-stained sections were analyzed for correlation of LCN2 protein levels with skin lesion scores and epidermal thickness. Detection of LCN2 protein content in skin lesions using Western blot assay. Data were obtained from three independent experiments (n=3). Data are presented as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001.

# Supplementary material for: Synergistic effects of LCN2 and TWEAK on the progression of psoriasis
**Source:** Cell Mol Immunol. 2025 May 15;22(7):760–75. doi: 10.1038/s41423-025-01292-9
**Supplement:** Supplementary file 2 — Supplementary tables

**Table S1. Differential protein expression revealed by proteomic analysis**

**Table S2. Clinical patient information and scores**

**Table S3. The primary antibodies used in the study**

| Antibodies | Dilution | Company | Cat# |
| --- | --- | --- | --- |
| Anti-GAPDH | 1:1000 | CST | 2118 |
| Anti-Fn14 | 1:1000 | CST | 4403 |
| Anti-Fn14 | 1:200 | Santa Cruz | 56250 |
| Anti-TNF-a | 1:1000 | CST | 3707S |
| Anti-TWEAK | 1:1000 | Abcam | 37170 |
| Anti-TWEAK | 1:1000 | NBP1 | 76695 |
| Anti-p-ERK1/2 | 1:1000 | CST | 4370s |
| Anti-ERK1/2 | 1:1000 | CST | 4695 |
| Anti-LCN2 | 1:1000 | Abcam | 125075 |
| Anti-LCN2 | 1:1000 | Abcam | 216462 |
| Anti-p-p38 | 1:1000 | Abcam | 178867 |
| Anti-p38 | 1:1000 | Abcam | 170099 |
| Anti-Ip10 | 1:1000 | GeneTex | gtx31179 |
| Anti-Involucrin | 1:150 | Abcam | 53112 |
| Anti-Loricrin | 1:200 | Abcam | 85679 |
| Anti-KRT1 | 1:20000 | Abcam | 185628 |
| Anti-KRT5 | 1:10000 | Abcam | 52635 |
| Anti-KRT6 | 1:200 | Santa Cruz | 53260 |
| Anti-KRT10 | 1:10000 | Abcam | 76318 |
| Anti-KRT14 | 1:20000 | Abcam | 181595 |
| Anti-KRT16 | 1:125 | Santa Cruz | 53255 |
| Anti-KRT17 | 1:1000 | Abcam | 109725 |
| Anti-p-JNK | 1:1000 | Abmart | T40074 |
| Anti-JNK | 1:1000 | Abmart | T40073 |
| Anti-Ly6G | 1:200 | Servicebio | GB11229-100 |
| Anti-CD68 | 1:100 | Abcam | 125047 |
| Anti-CD66b | 1:2000 | Abcam | 300122 |
| Anti-F4/80 | 1:2000 | Servicebio | GB113373-100 |
| Anti-p-TRAF2 | 1:1000 | Abcam | E2B6L |
| Anti-TRAF2 | 1:1000 | CST | 4712 |

**Table S4. The primer sets used for mRNA detection**

| Genes | Forward (5'-- 3') | Reverse (5'-- 3') |
| --- | --- | --- |
| Human GAPDH | GGTGTGAACCATGAGAAGTATGA | GAGTCCTTCCACGATACCAAAG |
| Human TWEAK | GTACTCTGTGGGCAAGGATG | GGAGGAGCTTGTCTTGTTTCT |
| Human Fn14 | CCTTCCAAGGTGTCTGGTT | CAAATGCTGCAGTTCCTTAGTC |
| Human Lcn2 | CCCAGCCCCACCTCTGA | CTTCCCCTGGAATTGGTTGTC |
| Human 24p3R | TCCTGGGCTTCACCAACTTC | AATGCCGGTAAGGGTCATGG |
| Human Krt14 | CAGGAGATGATTGGCAGCGT | CAACACTGAGCTGGAGGTGA |
| Human Krt17 | CTCAAACTTGGTGCGGAAGT | GGCCGTCCAAATAGATCCCC |
| Human loricrin | GGCCGTCCAAATAGATCCCC | TGCAAACCTCGGGTAGCATC |
| Human involucrin | CAACTGAAGCATCTGGAGCA | AGGTGCTTTGGCTGTCCTAC |
| Mouse Il-1β | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| Mouse iNOS | CCAAGCCCTCACCTACTTCC | CTCTGAGGGCTGACACAAGG |
| Mouse Il-10 | TTCTTTCAAACAAAGGACCAGC | GCAACCCAAGTAACCCTTAAAG |
| Mouse Il-6 | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| Mouse Ip-10 | ATTTCCACGATTTCCCAGAG | AGGAGCCCTTTTAGACCTTTTT |
| Mouse Lcn2 | GGCCCTGAGTGTCATGTGTC | TTCTGATCCAGTAGCGACAGC |
| Mouse 24p3r | TTTGGCCGTCGTGGGATTG | GGCGCATCAGGTAGACACC |
| Mouse Mc4r | CCCGGACGGAGGATGCTAT | TCGCCACGATCACTAGAATGT |
| Mouse Tnfrsf12a | CTAGTTTCCTGGTCTGGAGAAGATG | CCCTCTCCACCAGTCTCCTCTA |
| Mouse Tnfsf12 | CGAGCTATTGCAGCCCATTAT | ACCTGCTTGTGCTCCATCCT |
| Mouse Tnf-a | TGAGCACAGAAAGCATGATCC | GCCATTTGGGAACTTCTCATC |
| Mouse Krt5 | CAGAGCTGAGGAACATGCAG | CATTCTCAGCCGTGGTACG |
| Mouse Krt10 | CAGCTGGCCCTGAAACAATC | AGTTGTTGGTACTCGGCGTT |
| Mouse Krt17 | TACCTGGACAAGGTGCGTG | GCTCTGTCTCAAACTTGGTACG |
| Mouse Tgfb1 | TGCGCTTGCAGAGATTAAAA | GCTGAATCGAAAGCCCTGTA |

**Table S5. Scoring criteria for mouse psoriasis model**

| Erythema | Scaling | Lesion thickness |
| --- | --- | --- |
| 0: No erythema | 0: No visible scaling | 0: Lesion is level with the normal skin |
| 1: Light red erythema | 1: Fine scaling, partially covering the lesion surface | 1: Lesion is slightly raised compared to normal skin |
| 2: Red erythema | 2: Moderate scaling, covering most of the lesion surface completely or incompletely | 2: Lesion is moderately raised, with rounded or sloped edges |
| 3: Dark red erythema | 3: Severe scaling, covering almost the entire lesion surface | 3: Lesion is thickened and significantly raised |
| 4: Very dark red erythema | 4: Very thick, layered scaling, covering the entire lesion surface | 4: Lesion is highly thickened and prominently raised |

# Supplementary material for: Synergistic effects of LCN2 and TWEAK on the progression of psoriasis
**Source:** Cell Mol Immunol. 2025 May 15;22(7):760–75. doi: 10.1038/s41423-025-01292-9

Source Fig.2 LCN2

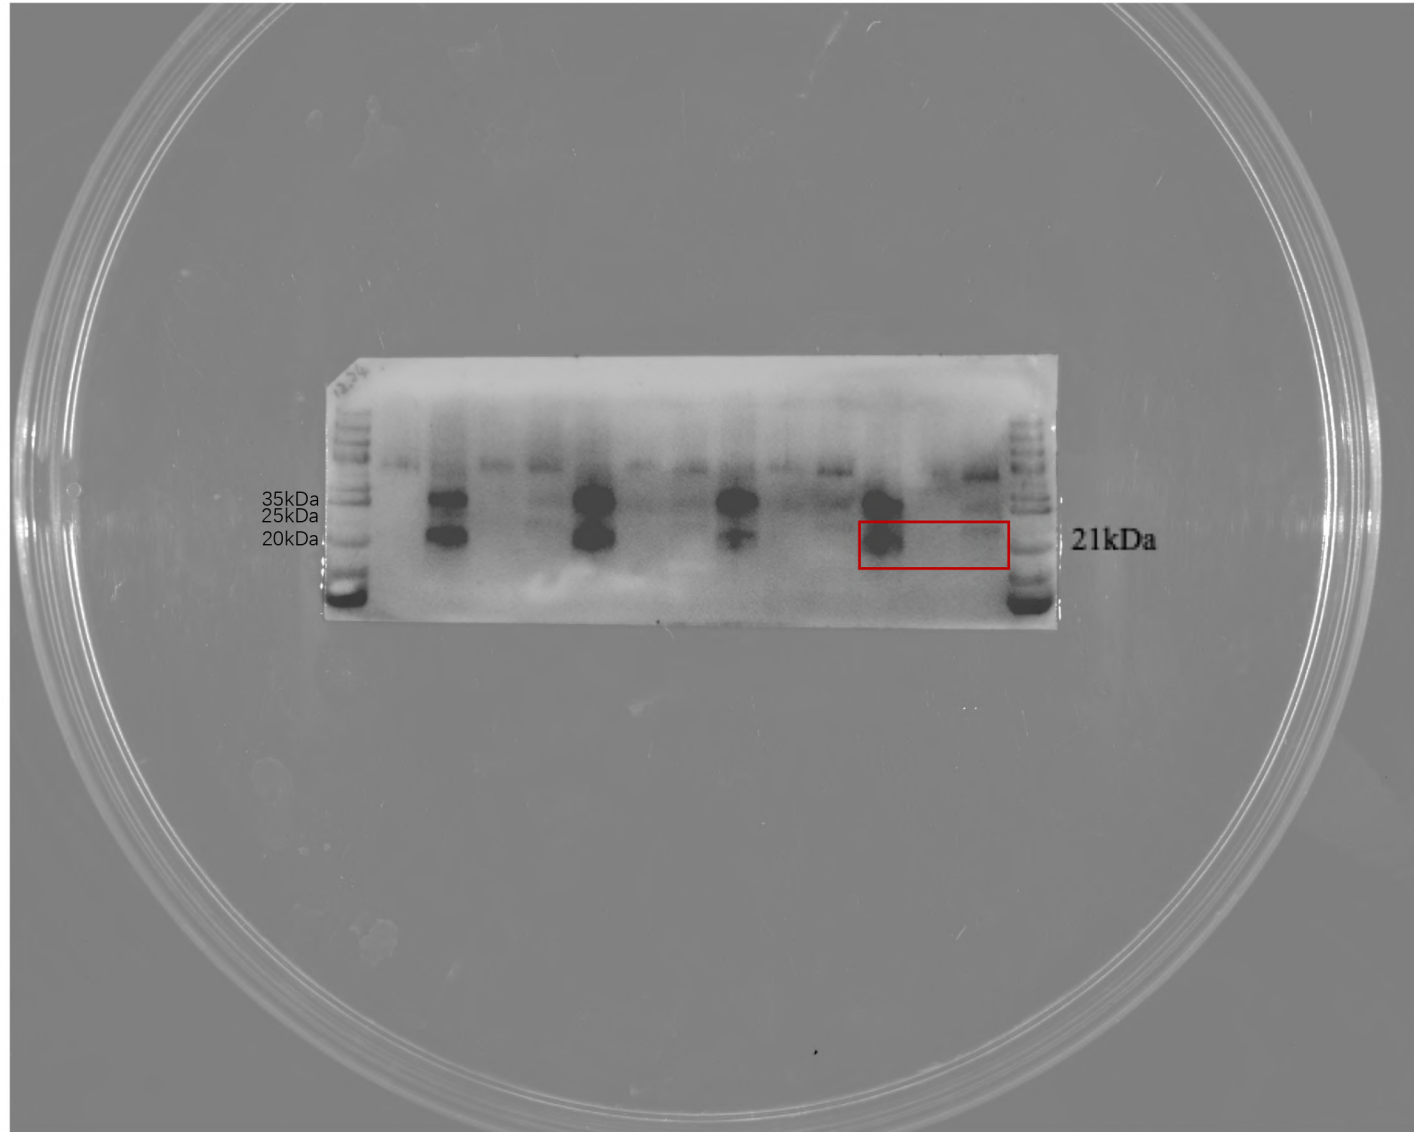

Source Fig.2 Fn14

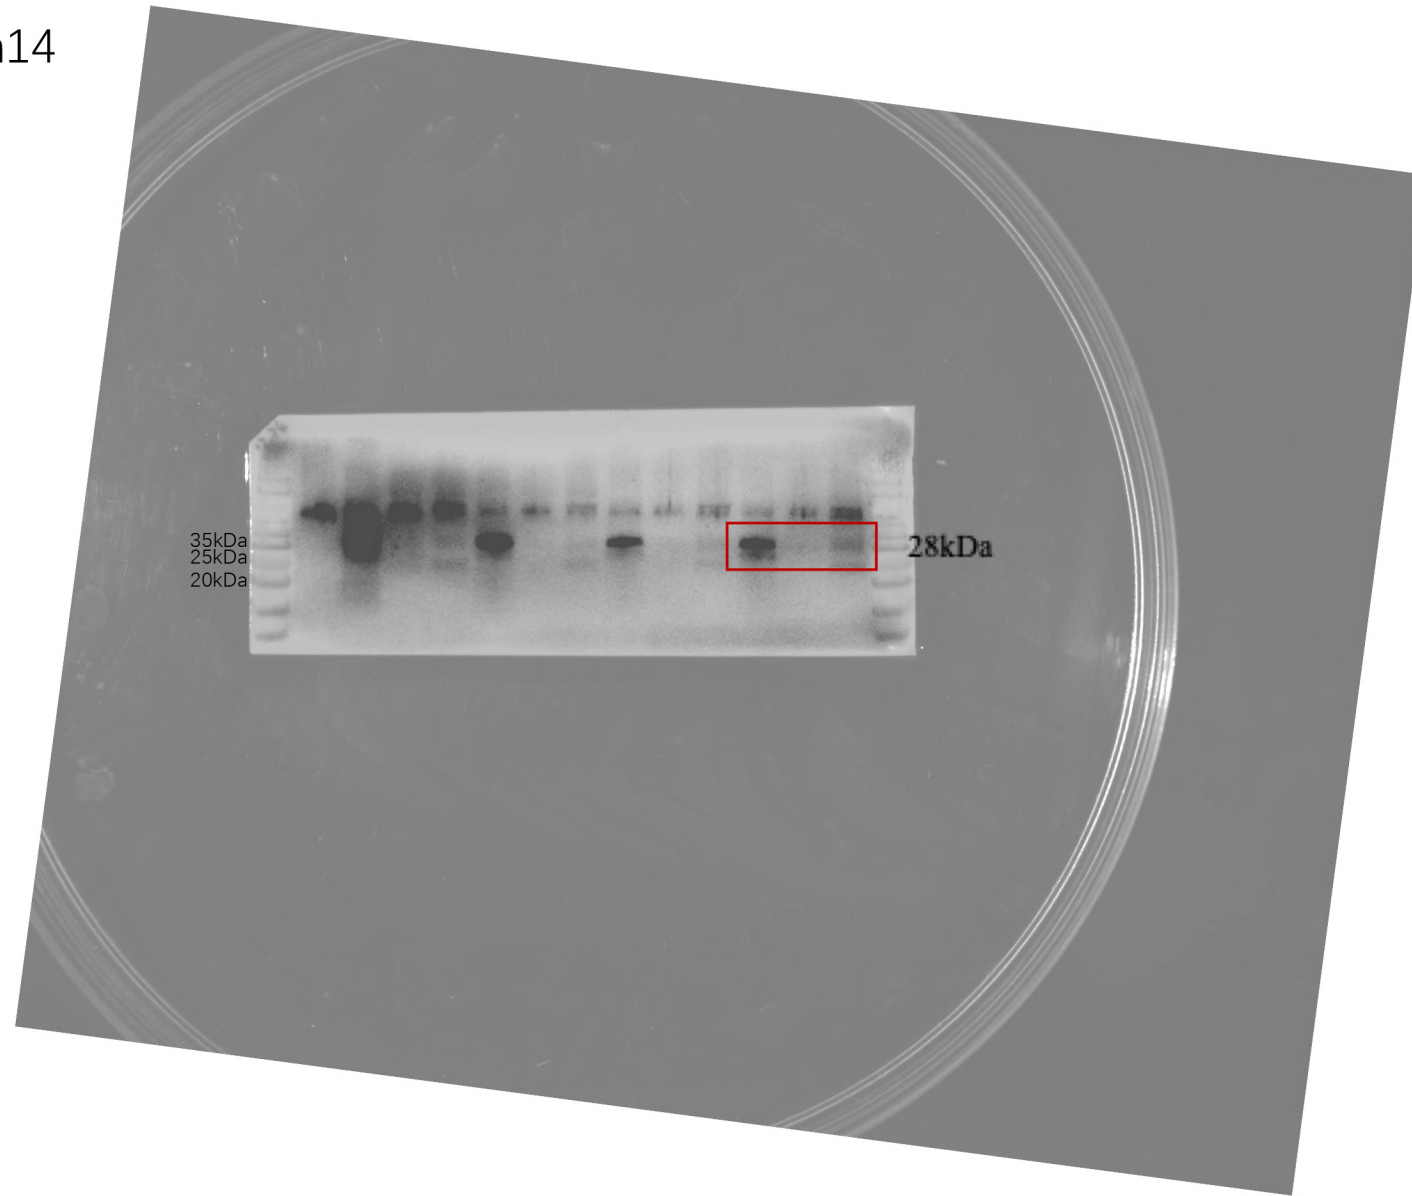

Source Fig.2 GAPDH

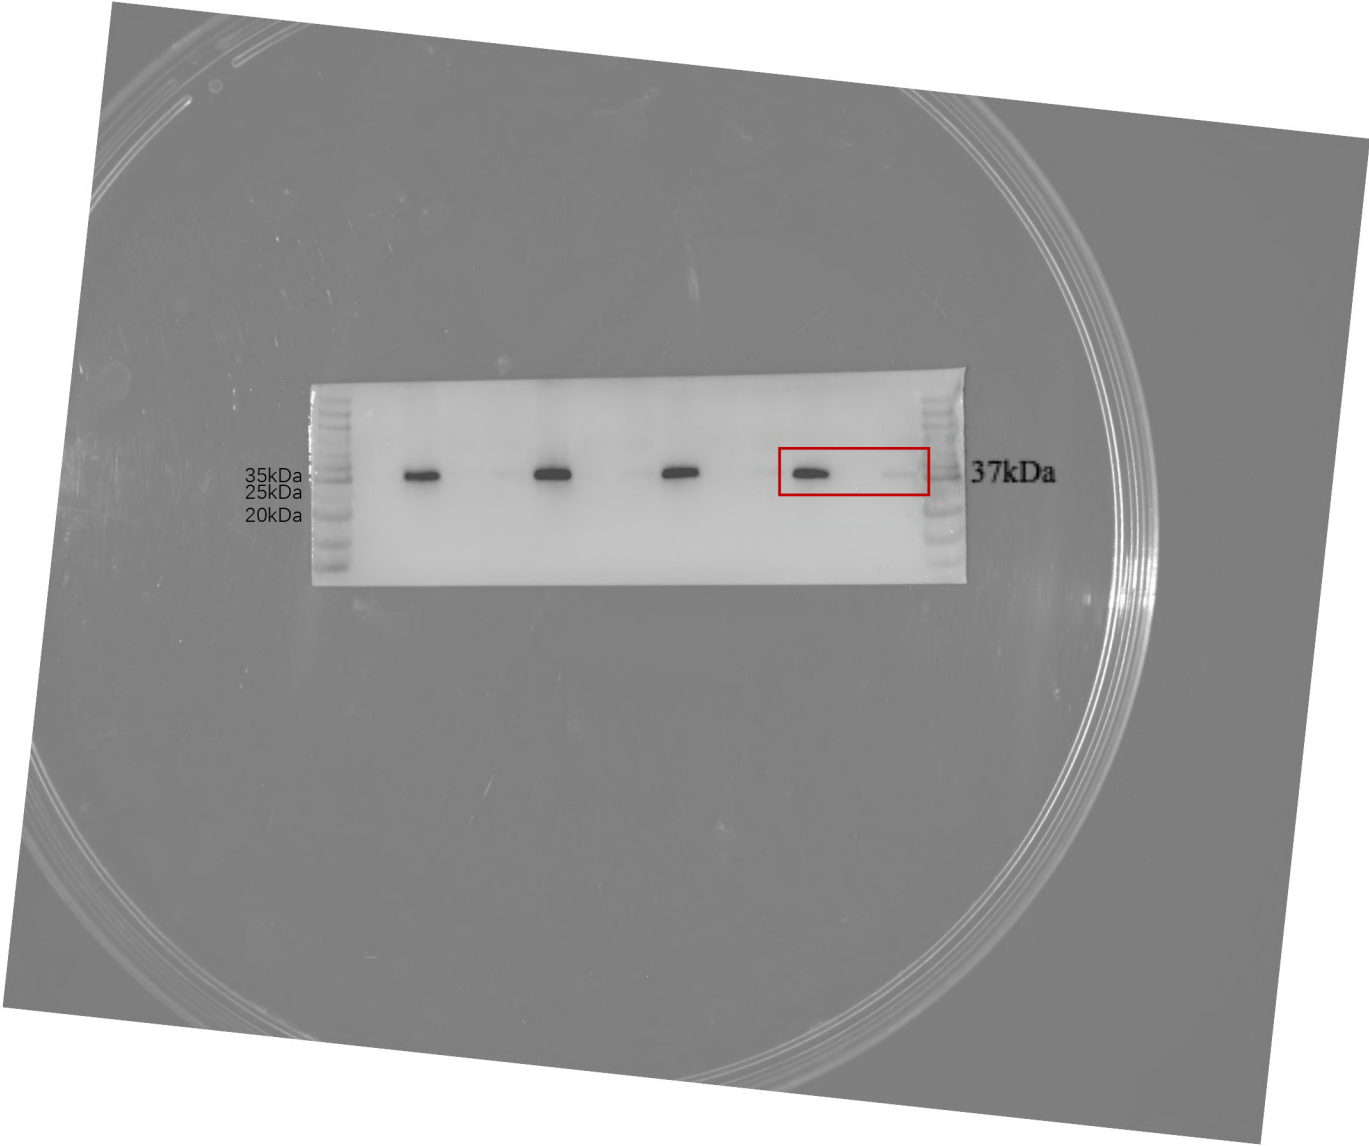

Source Fig.3C Fn14

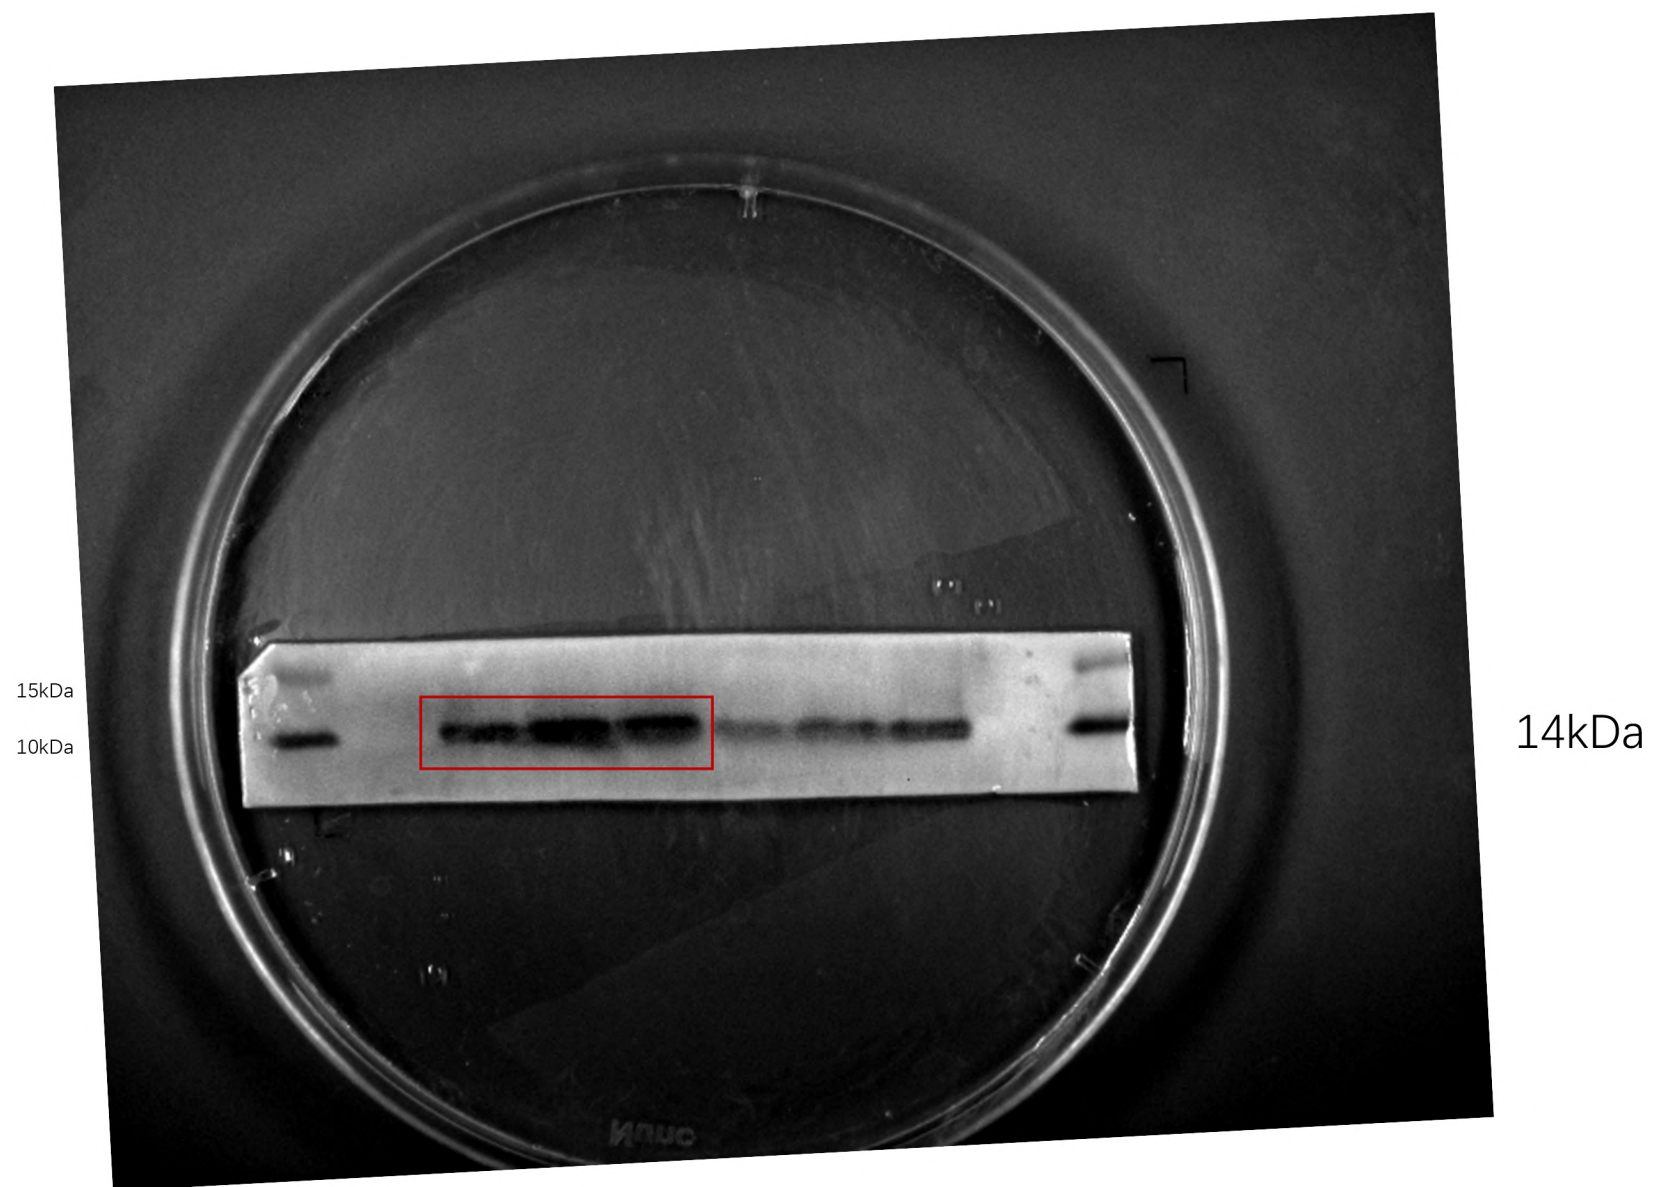

Source Fig.3C GAPDH

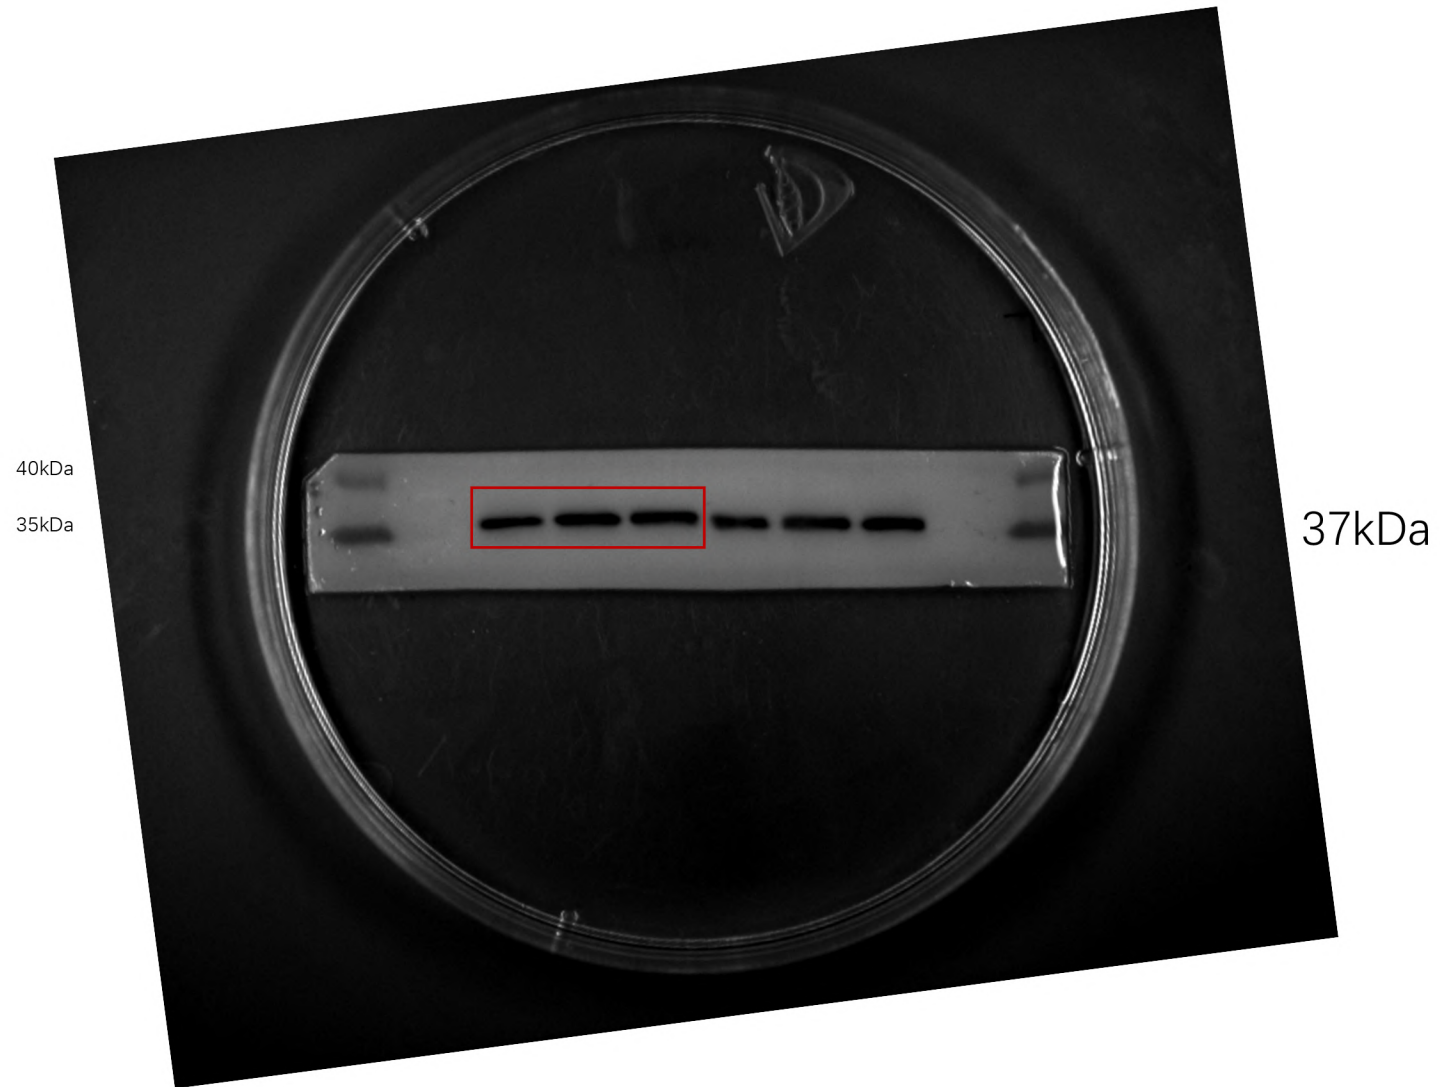

Source Fig.3C TWEAK

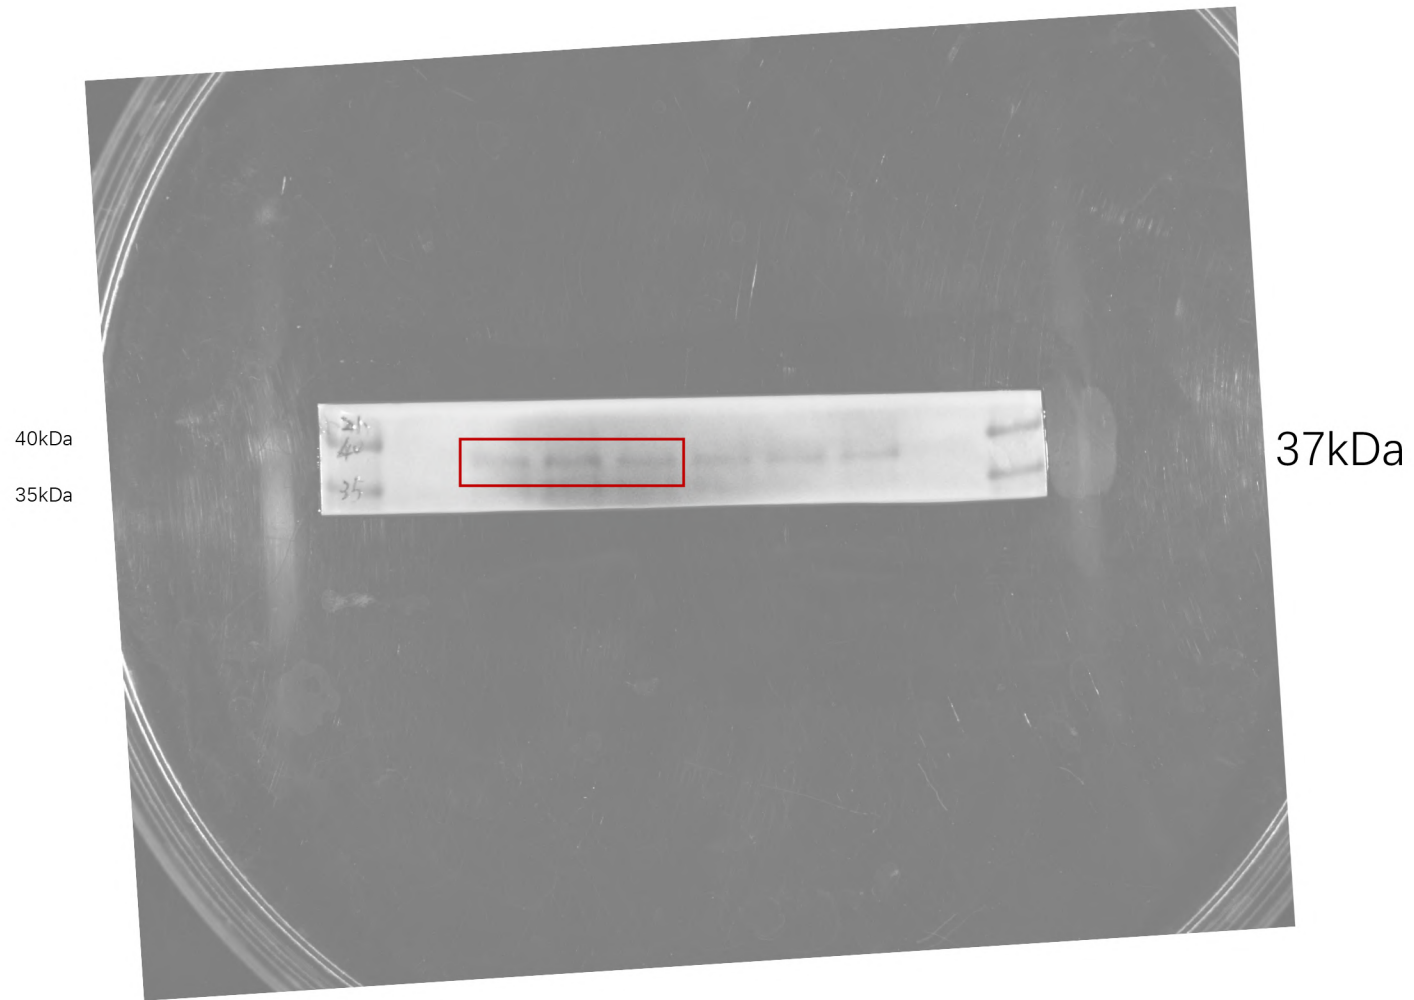

Source Fig.3C GAPDH

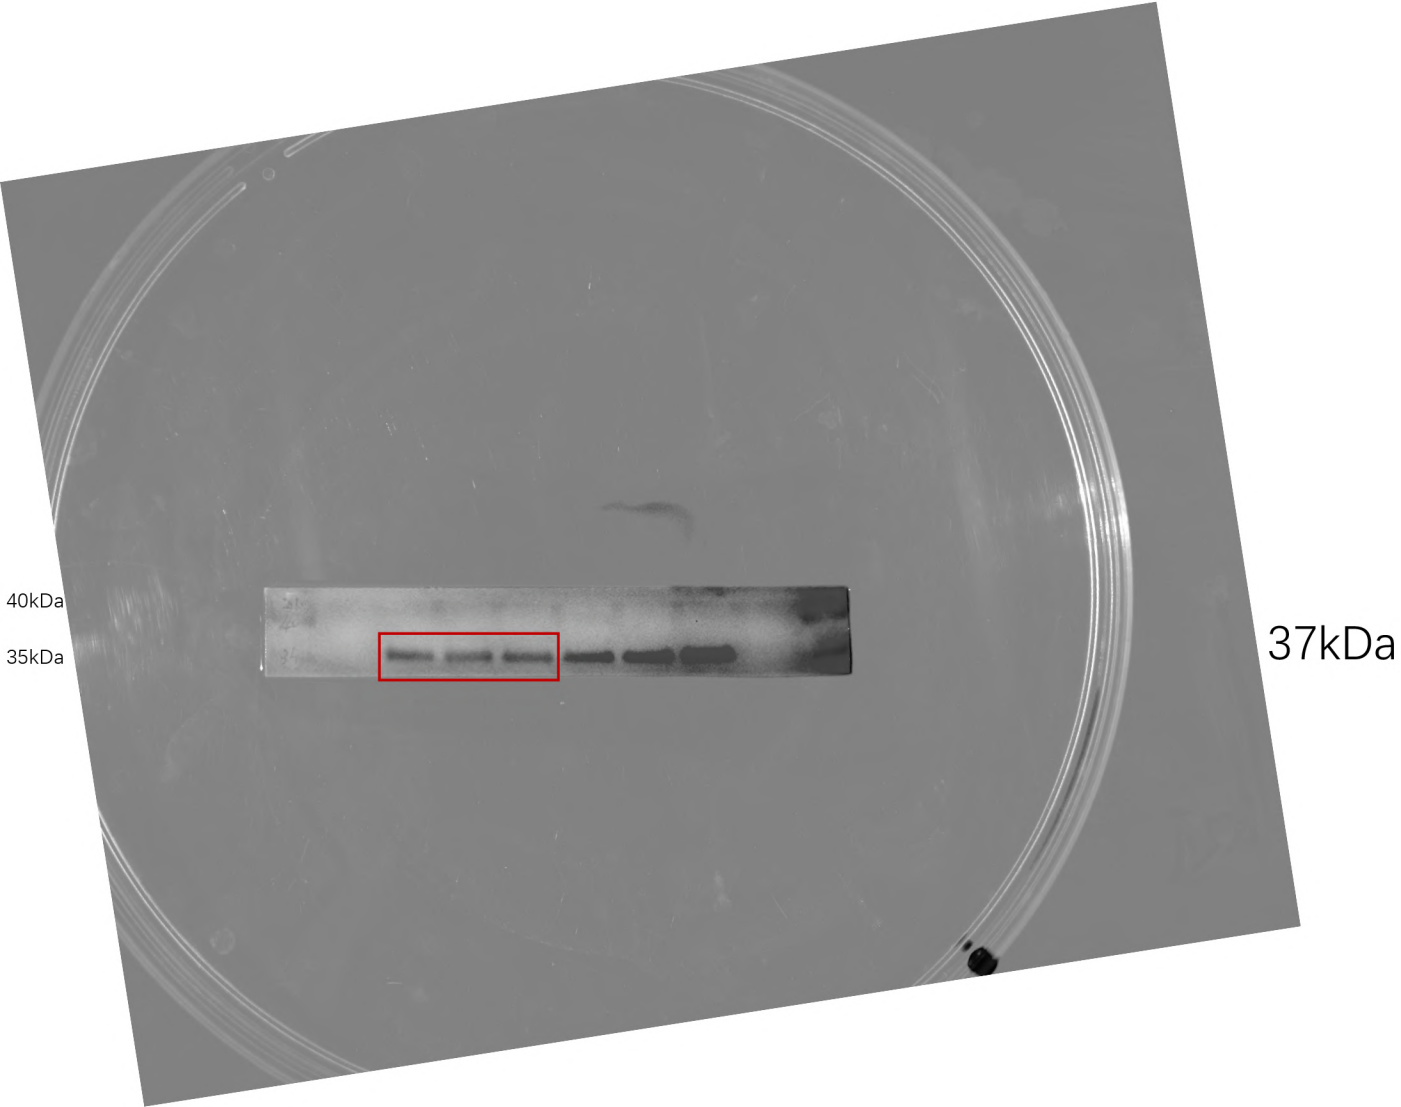

Source Fig.3C p-NFkB p65

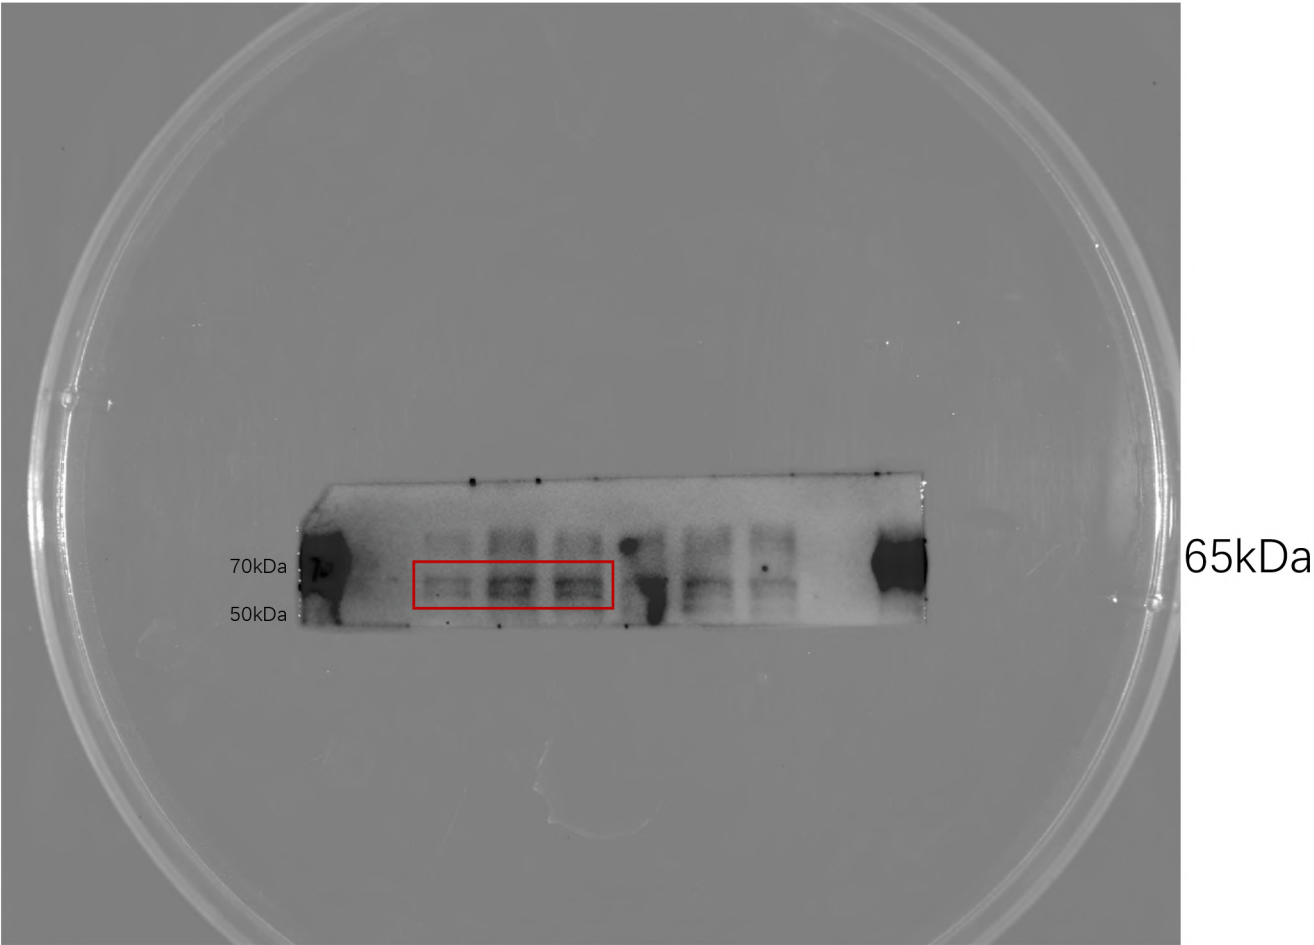

Source Fig.3C GAPDH

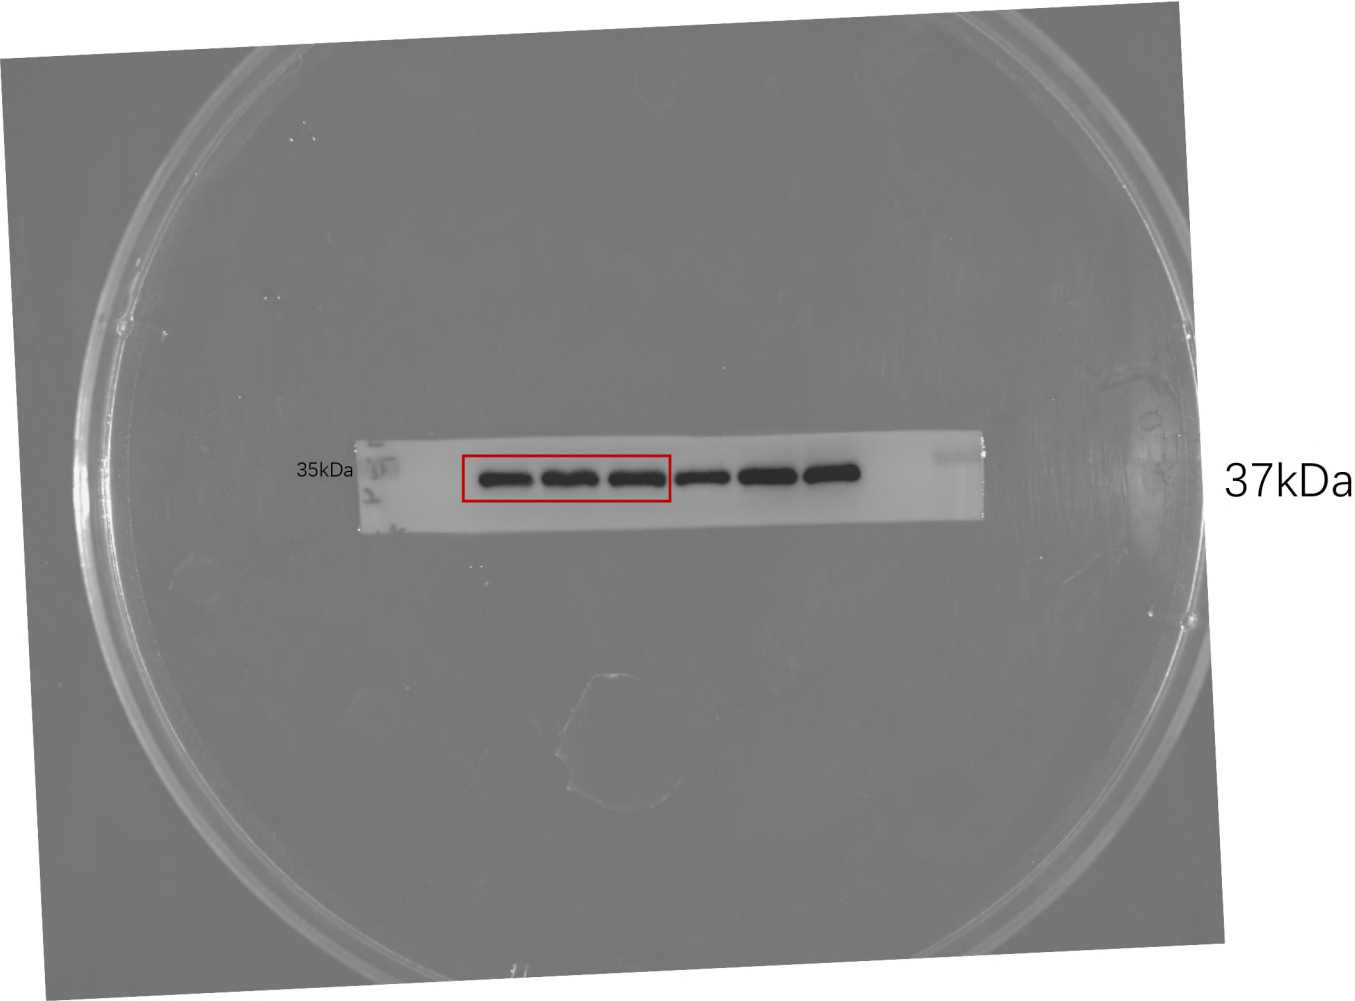

Source Fig.3C NFkB p65

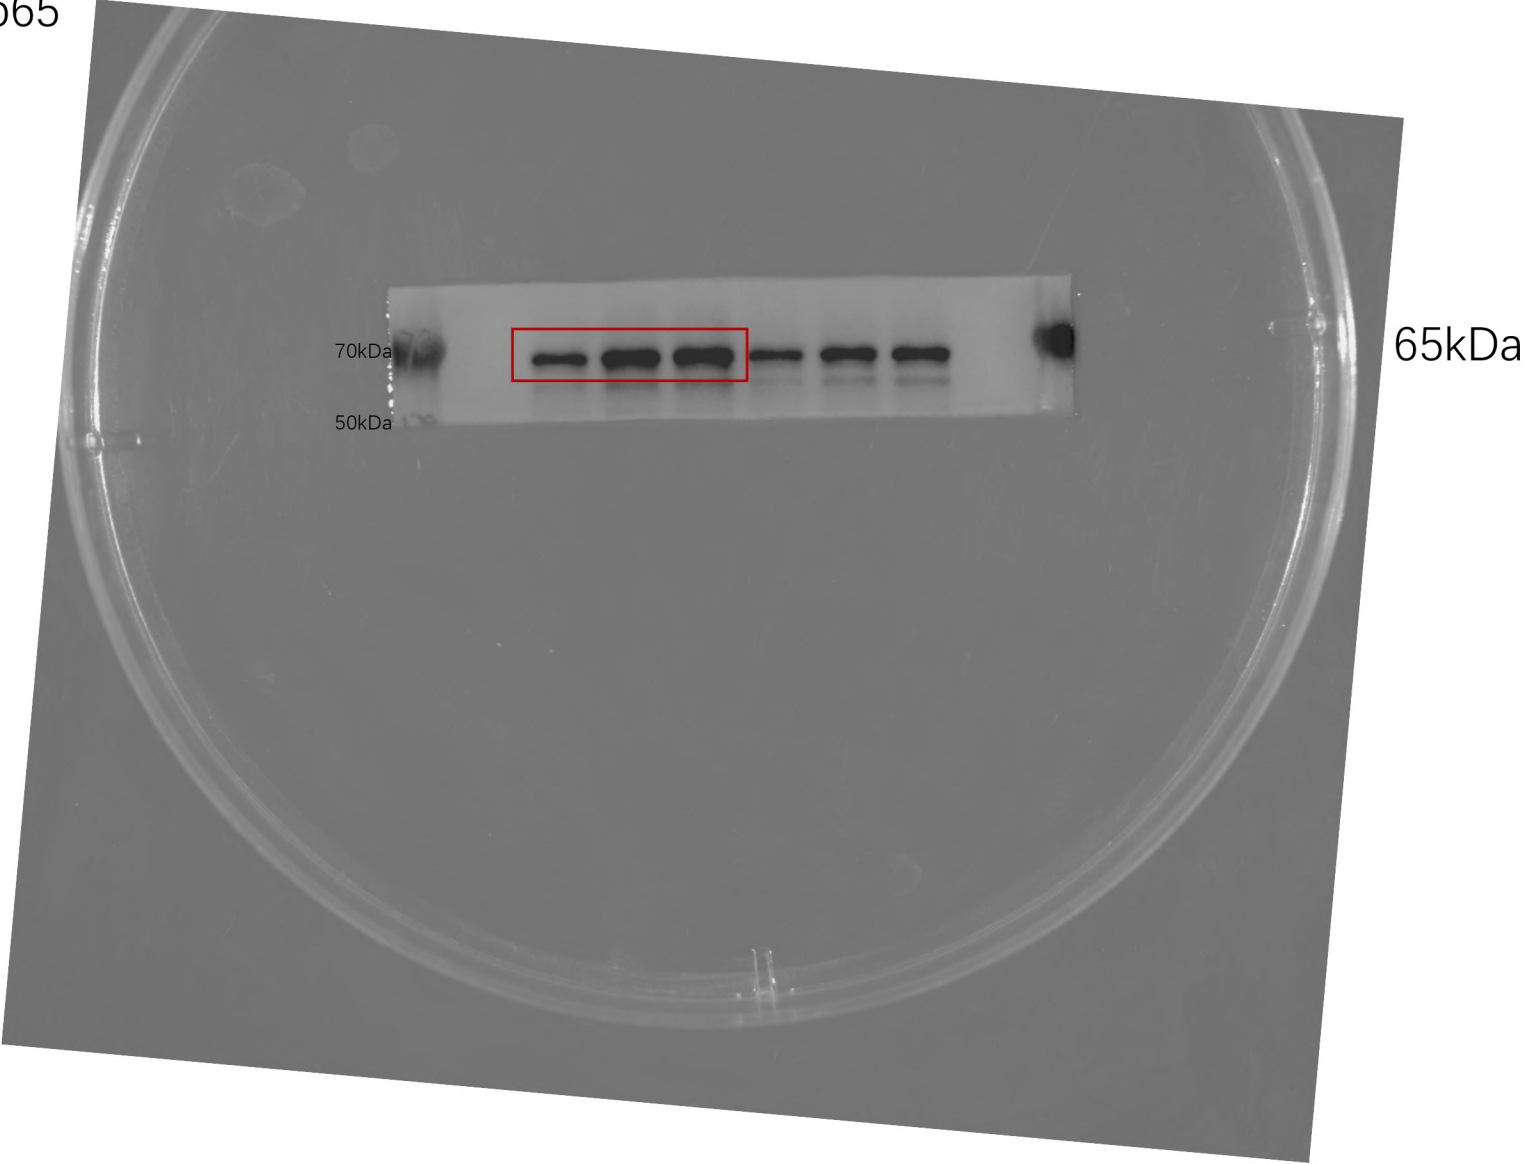

Source Fig.3C GAPDH

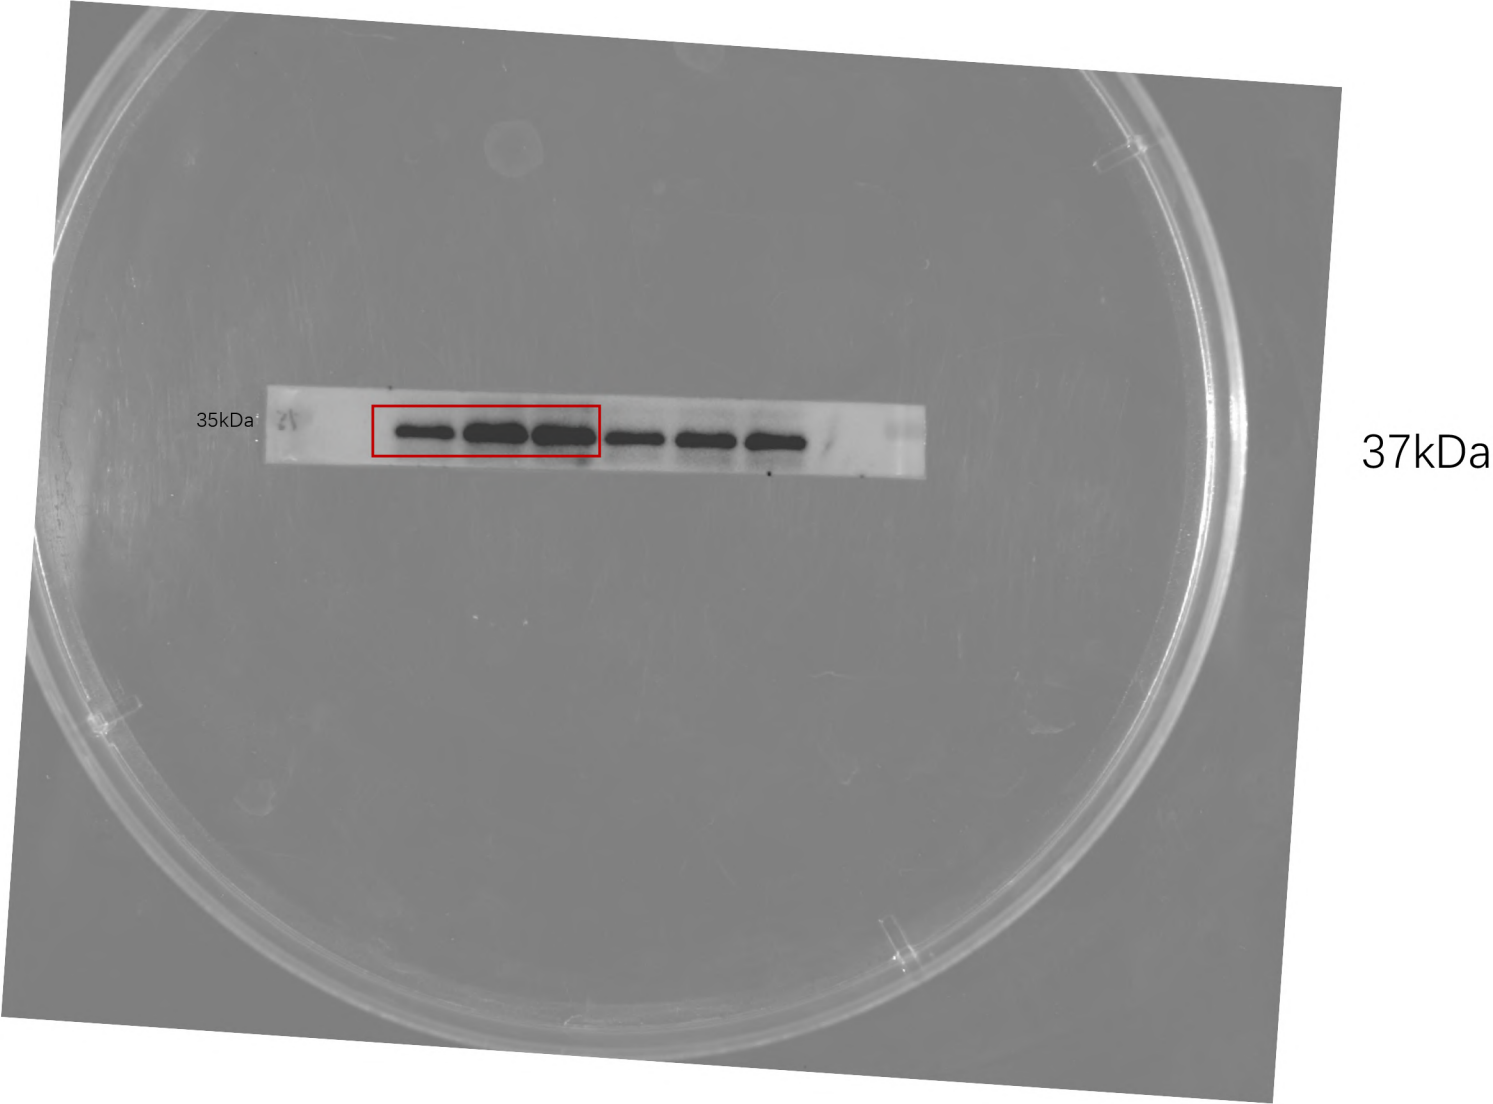

Source Fig.3C p-TRAF2

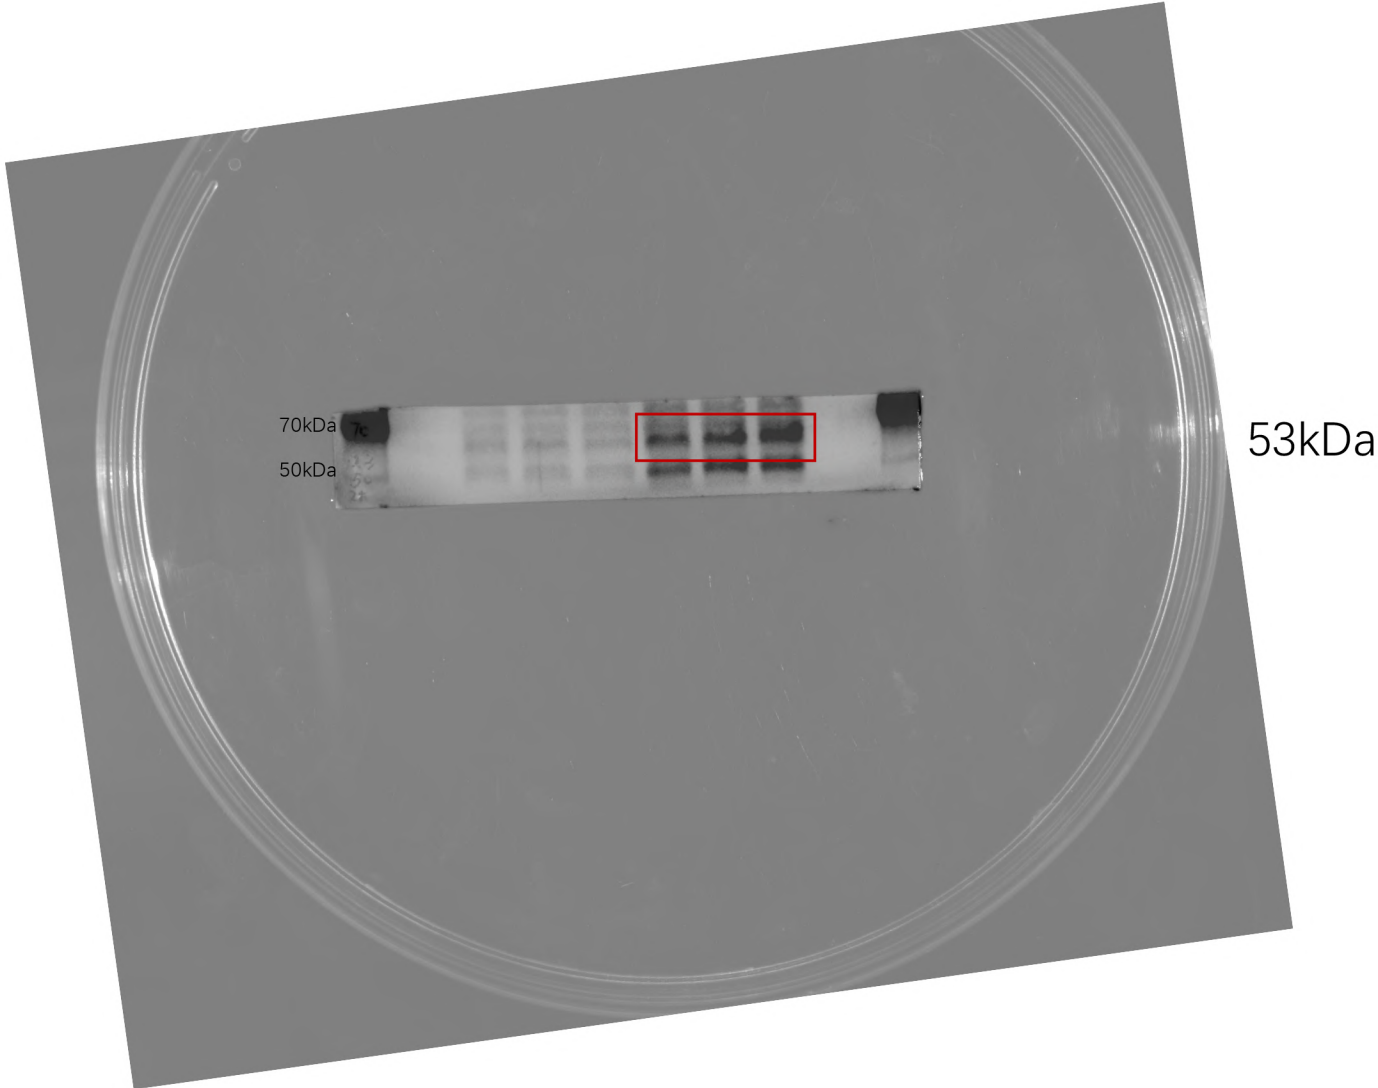

Source Fig.3C TRAF2

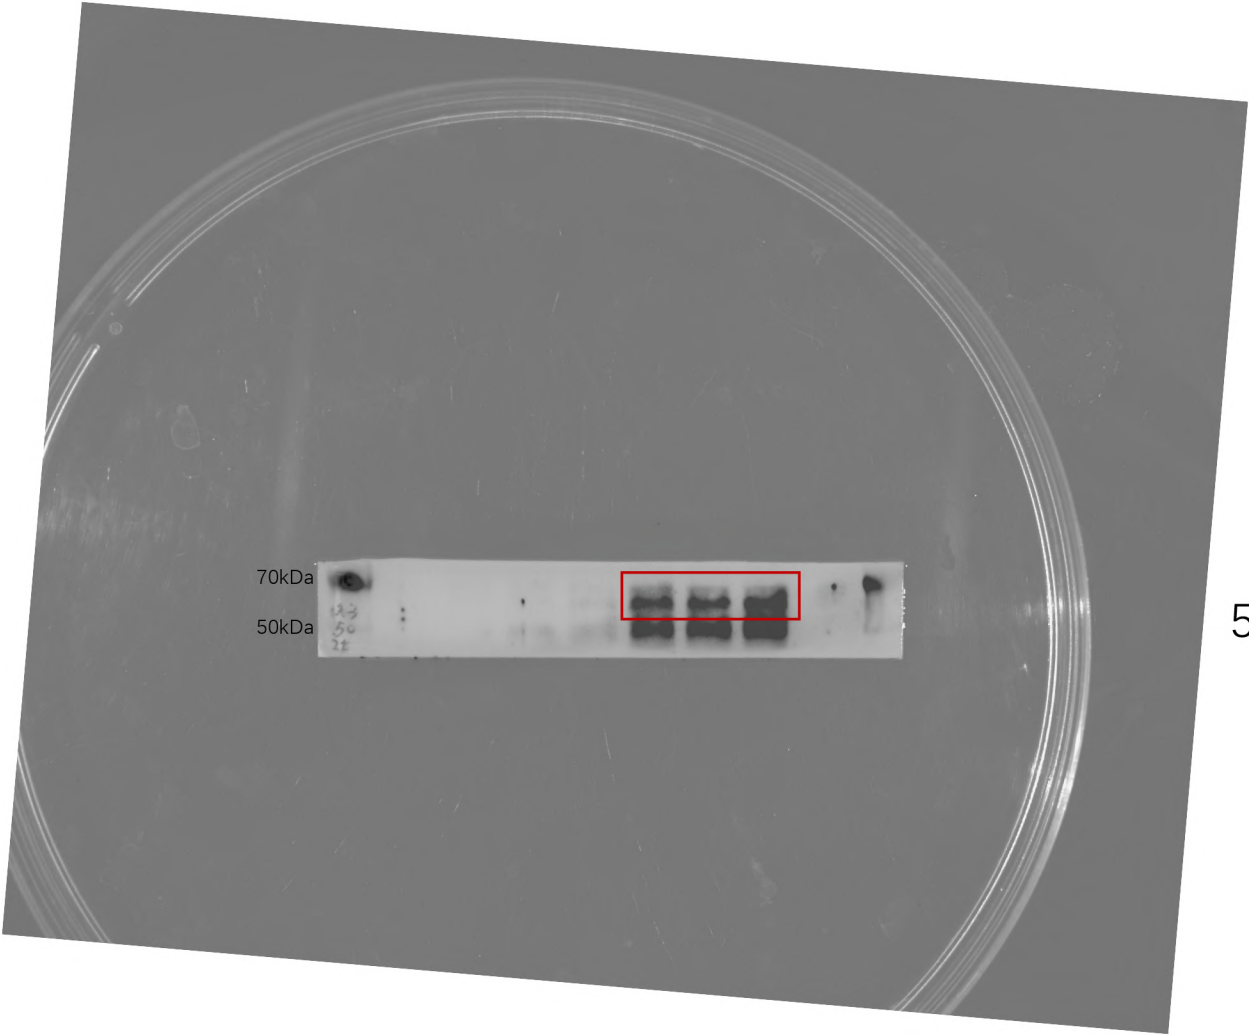

Source Fig.3C GAPDH

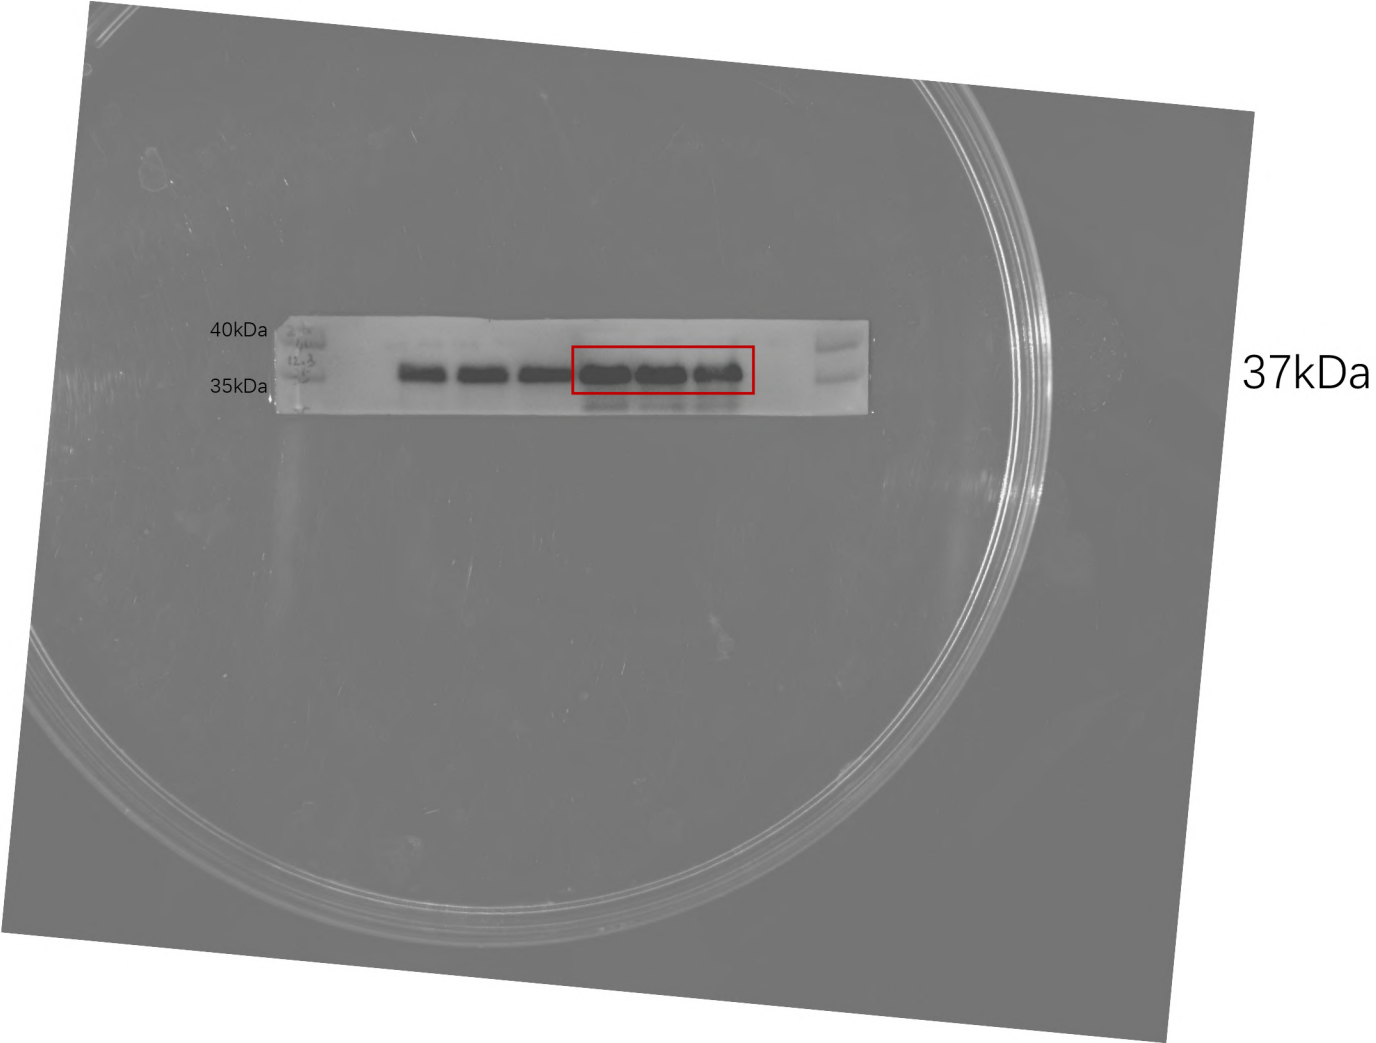

Source Fig.3C 24P3R

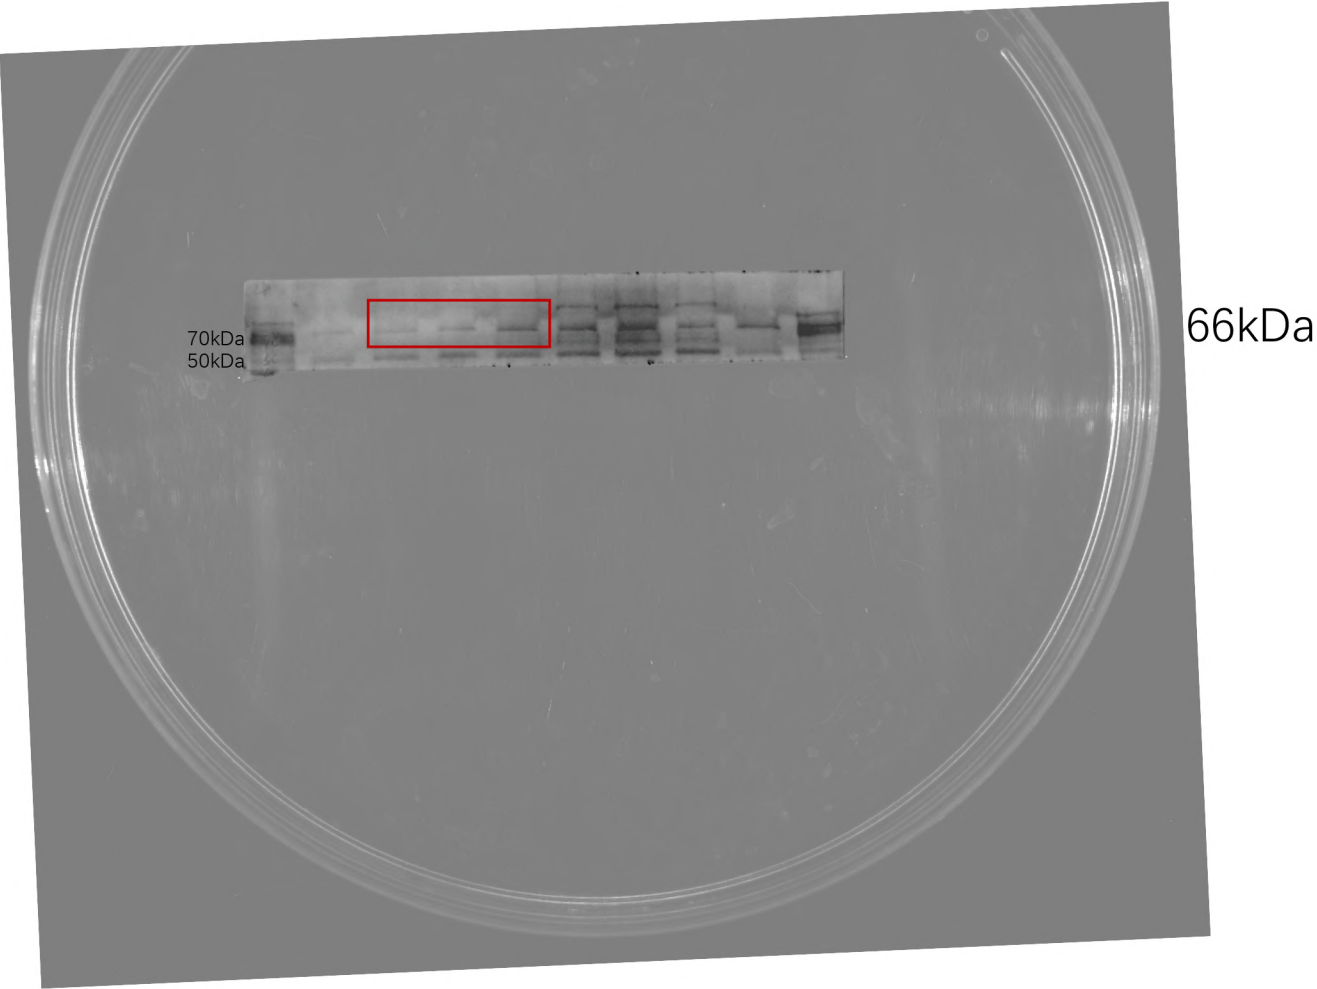

Source Fig.3C GAPDH

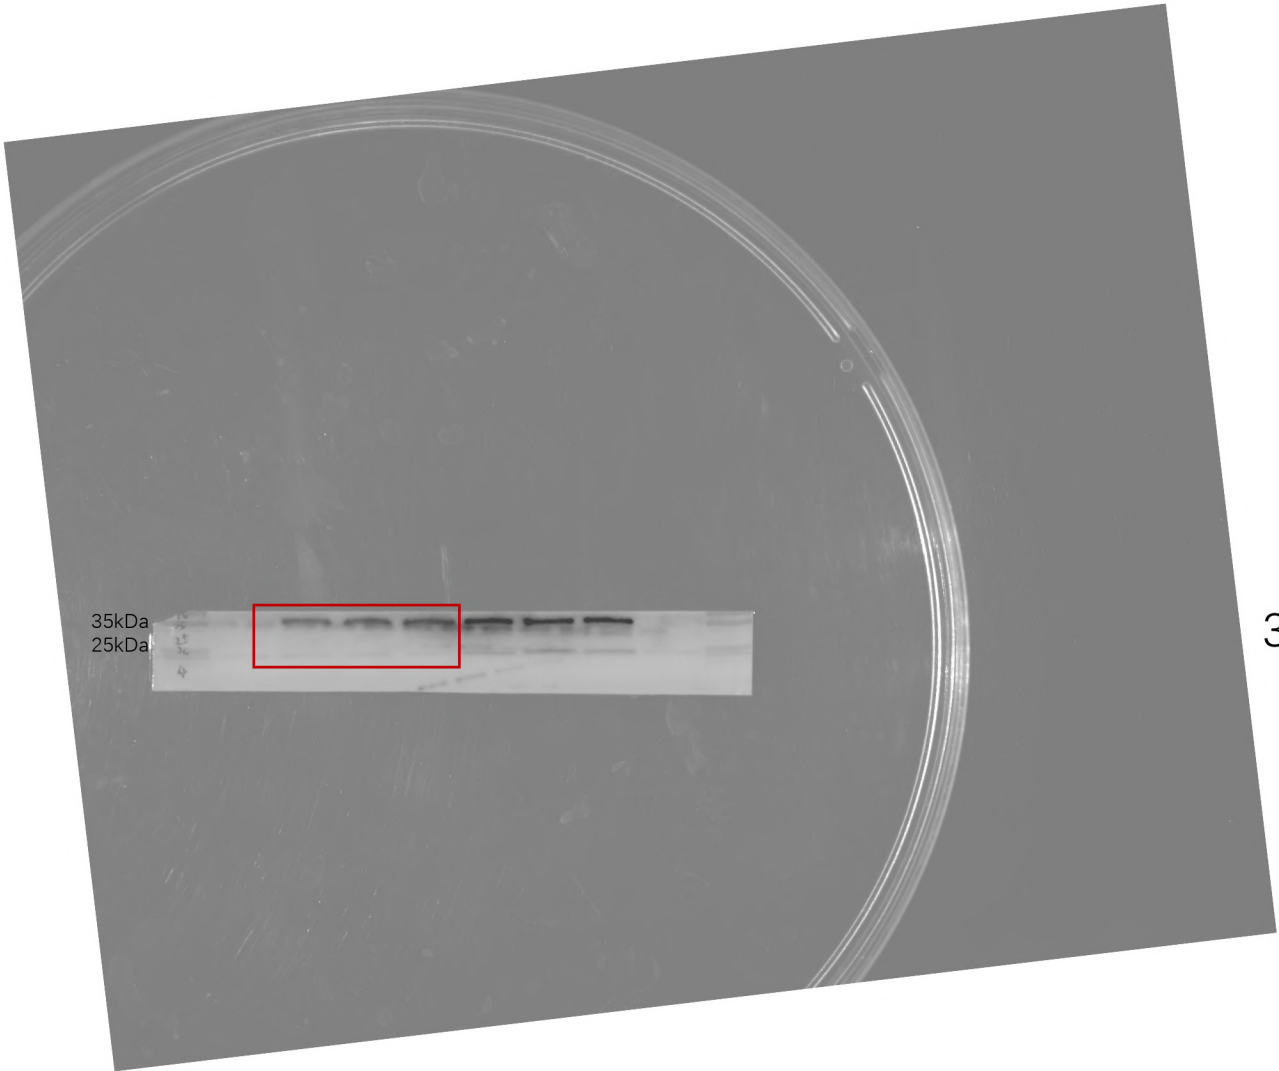

Source Fig.4B p-ERK1/2

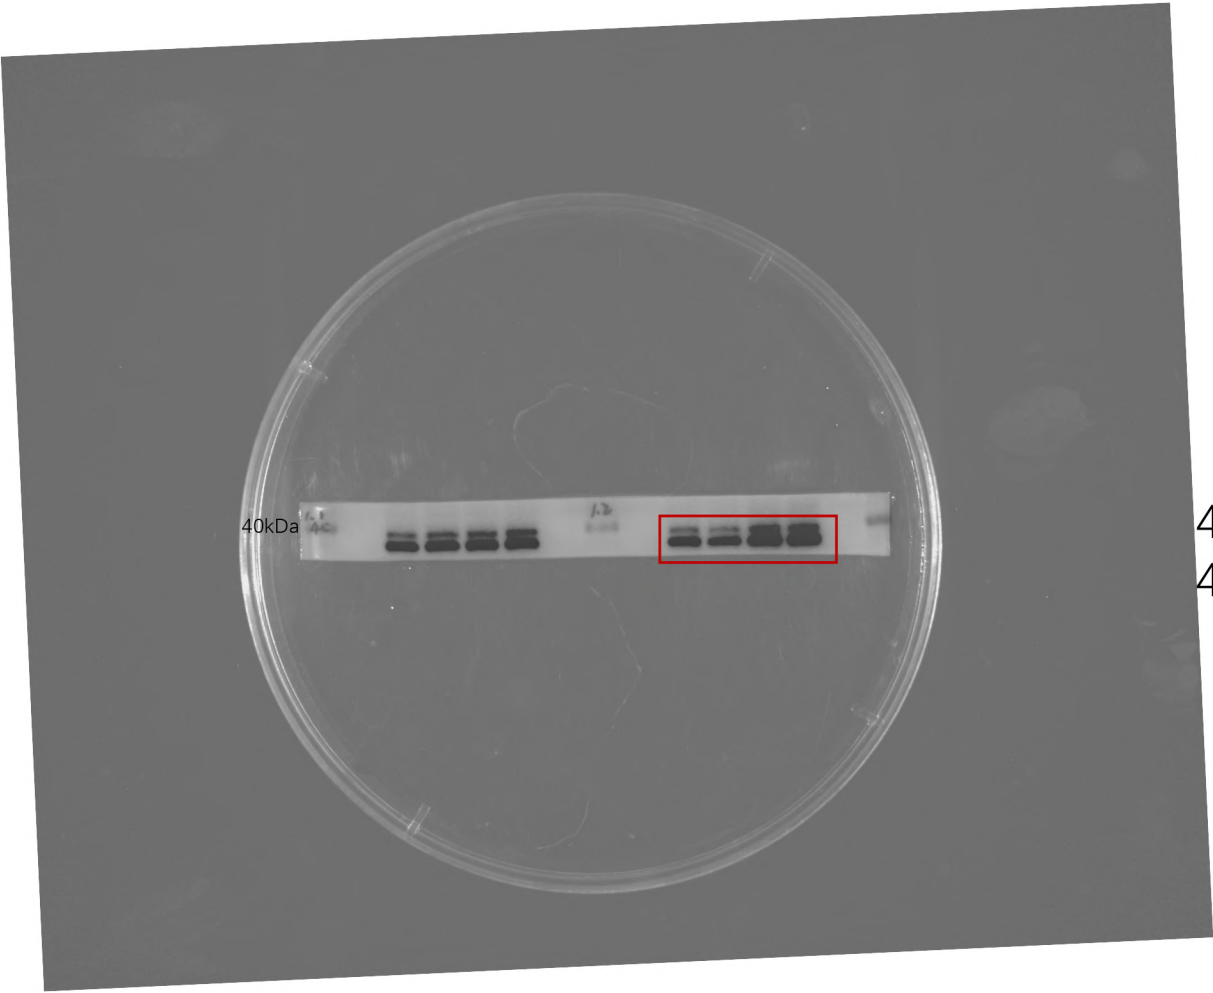

Source Fig.4B ERK1/2

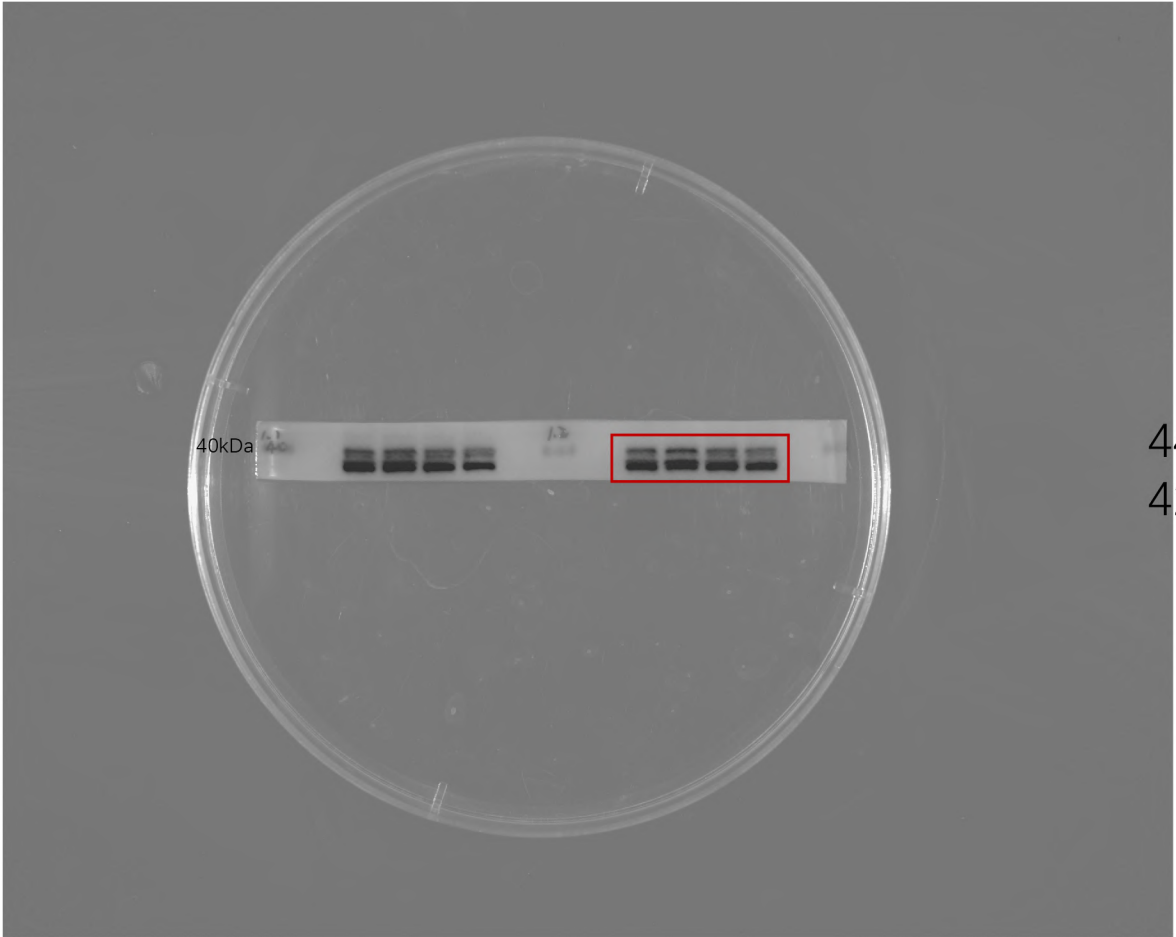

Source Fig.4B p-JNK

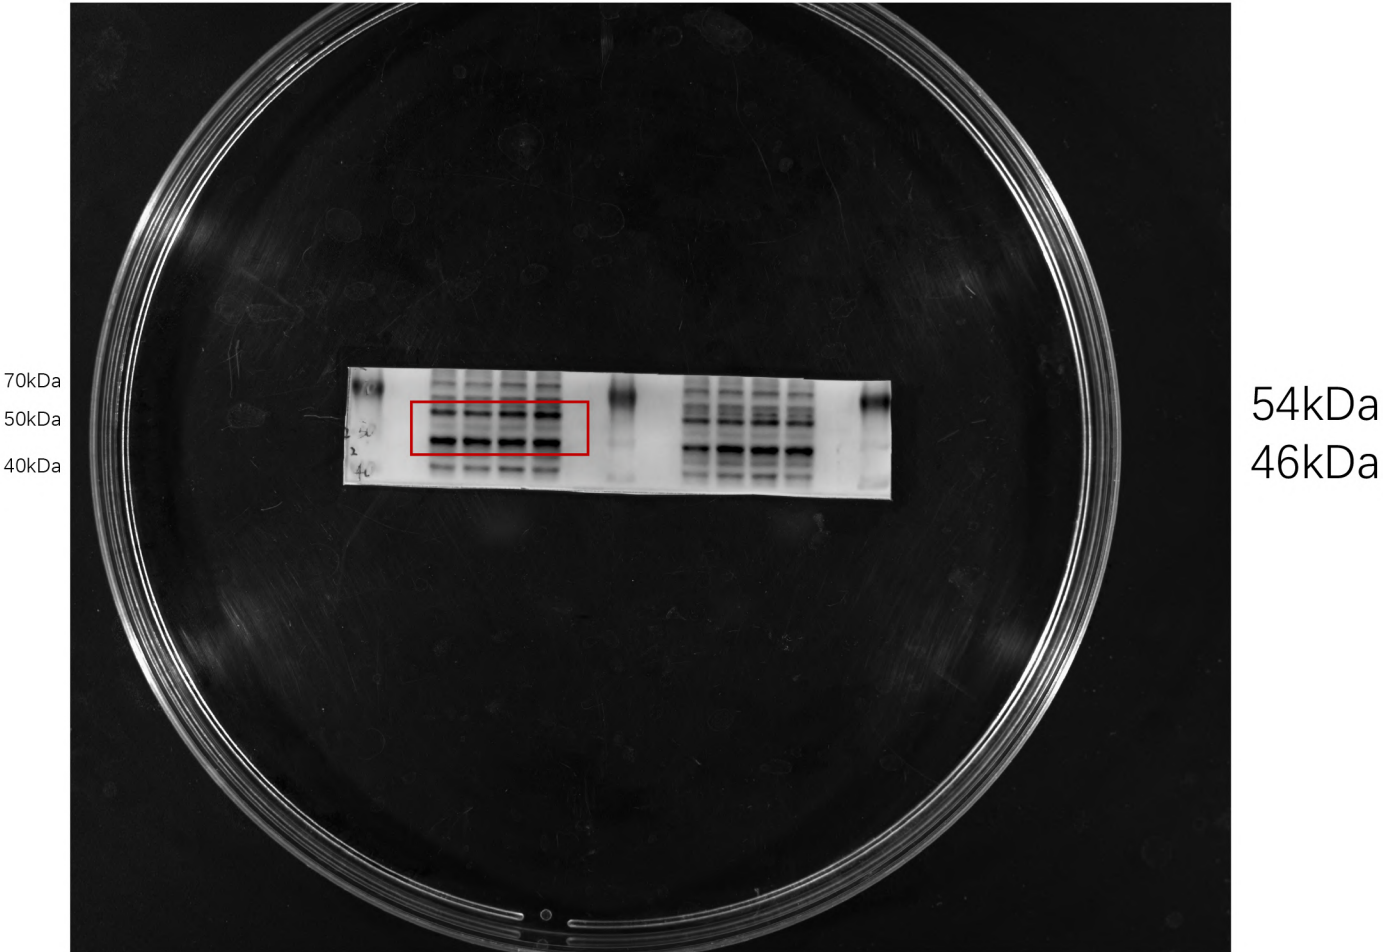

Source Fig.4B JNK

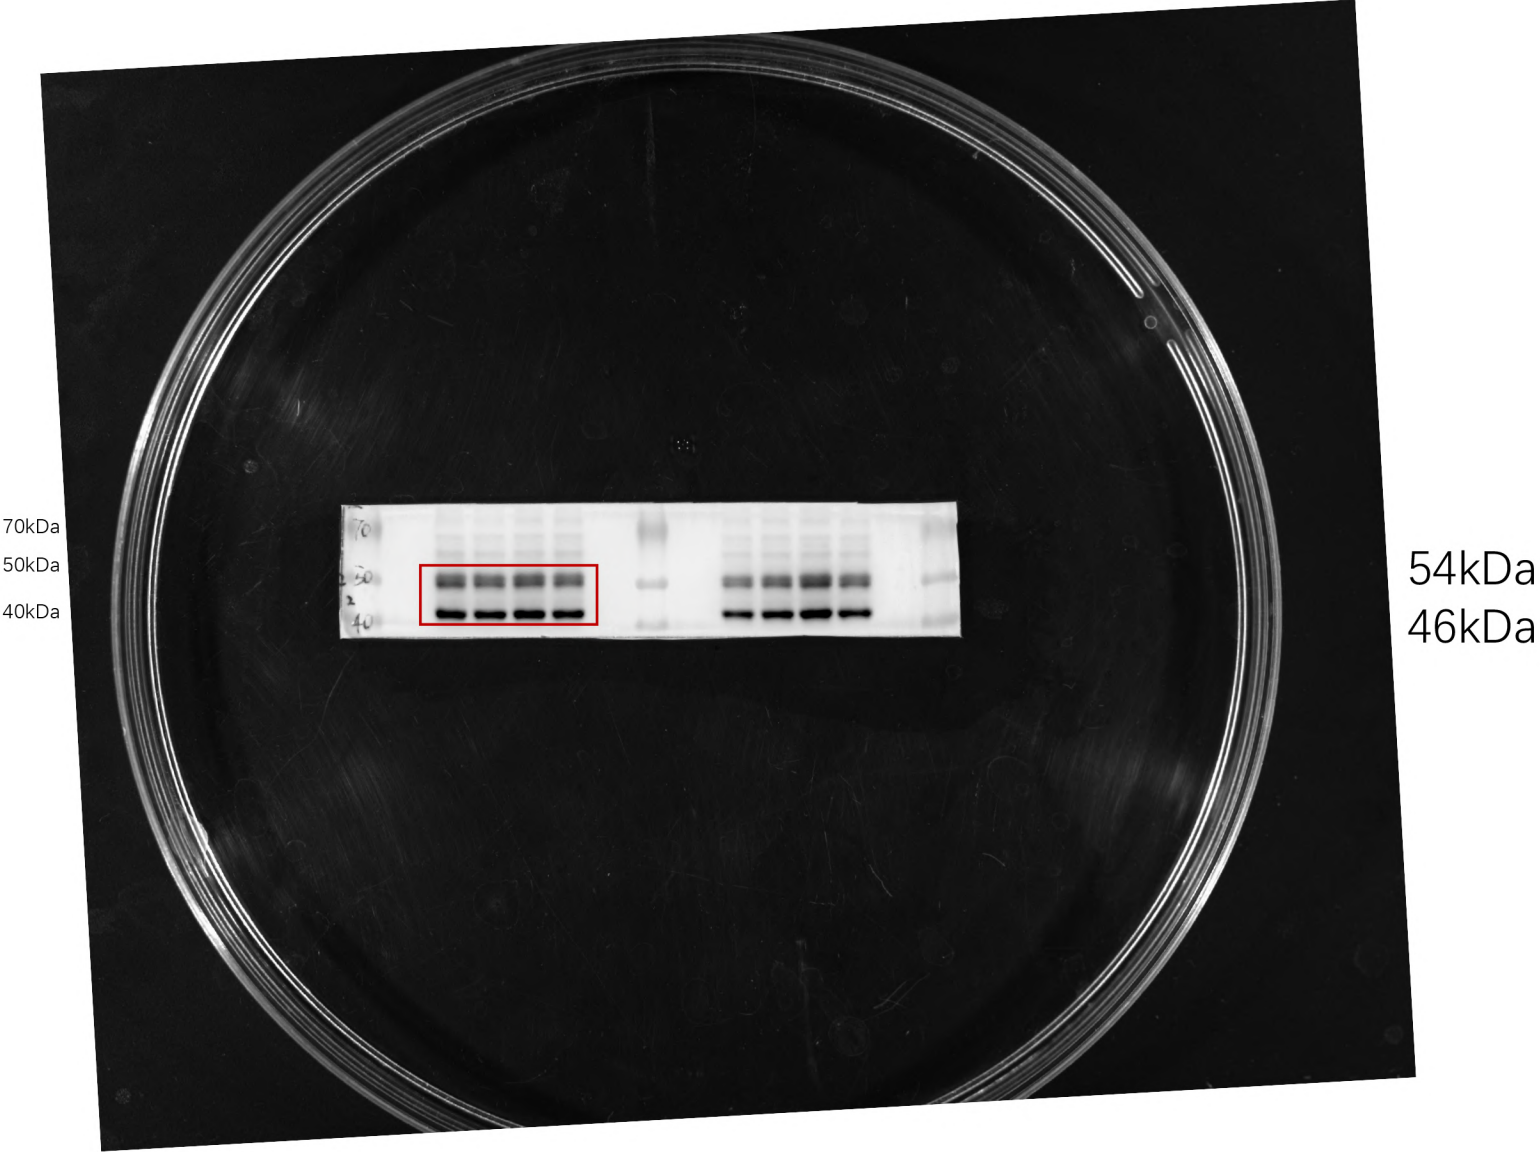

Source Fig.4B p-p38

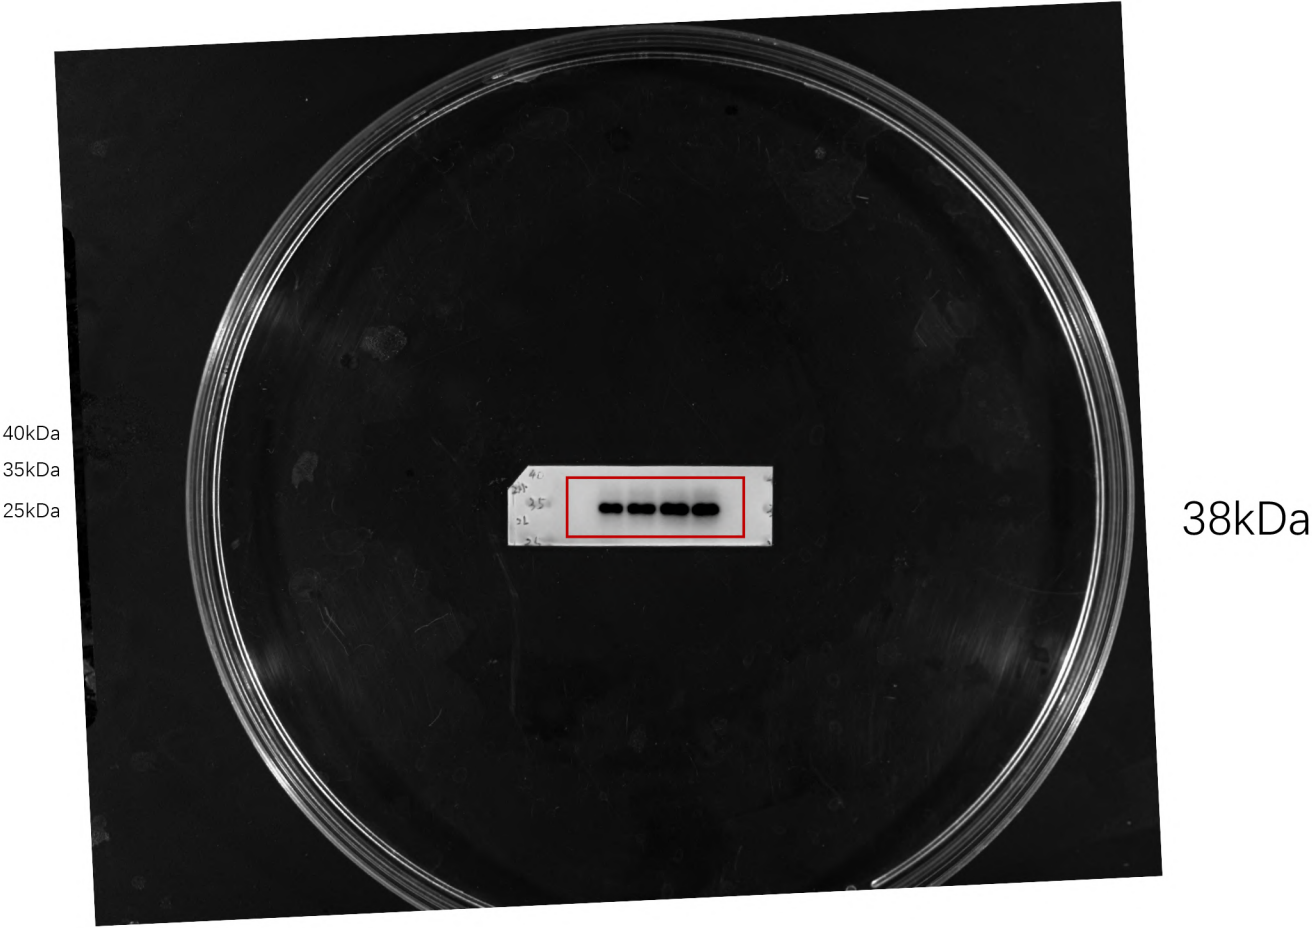

Source Fig.4B GAPDH

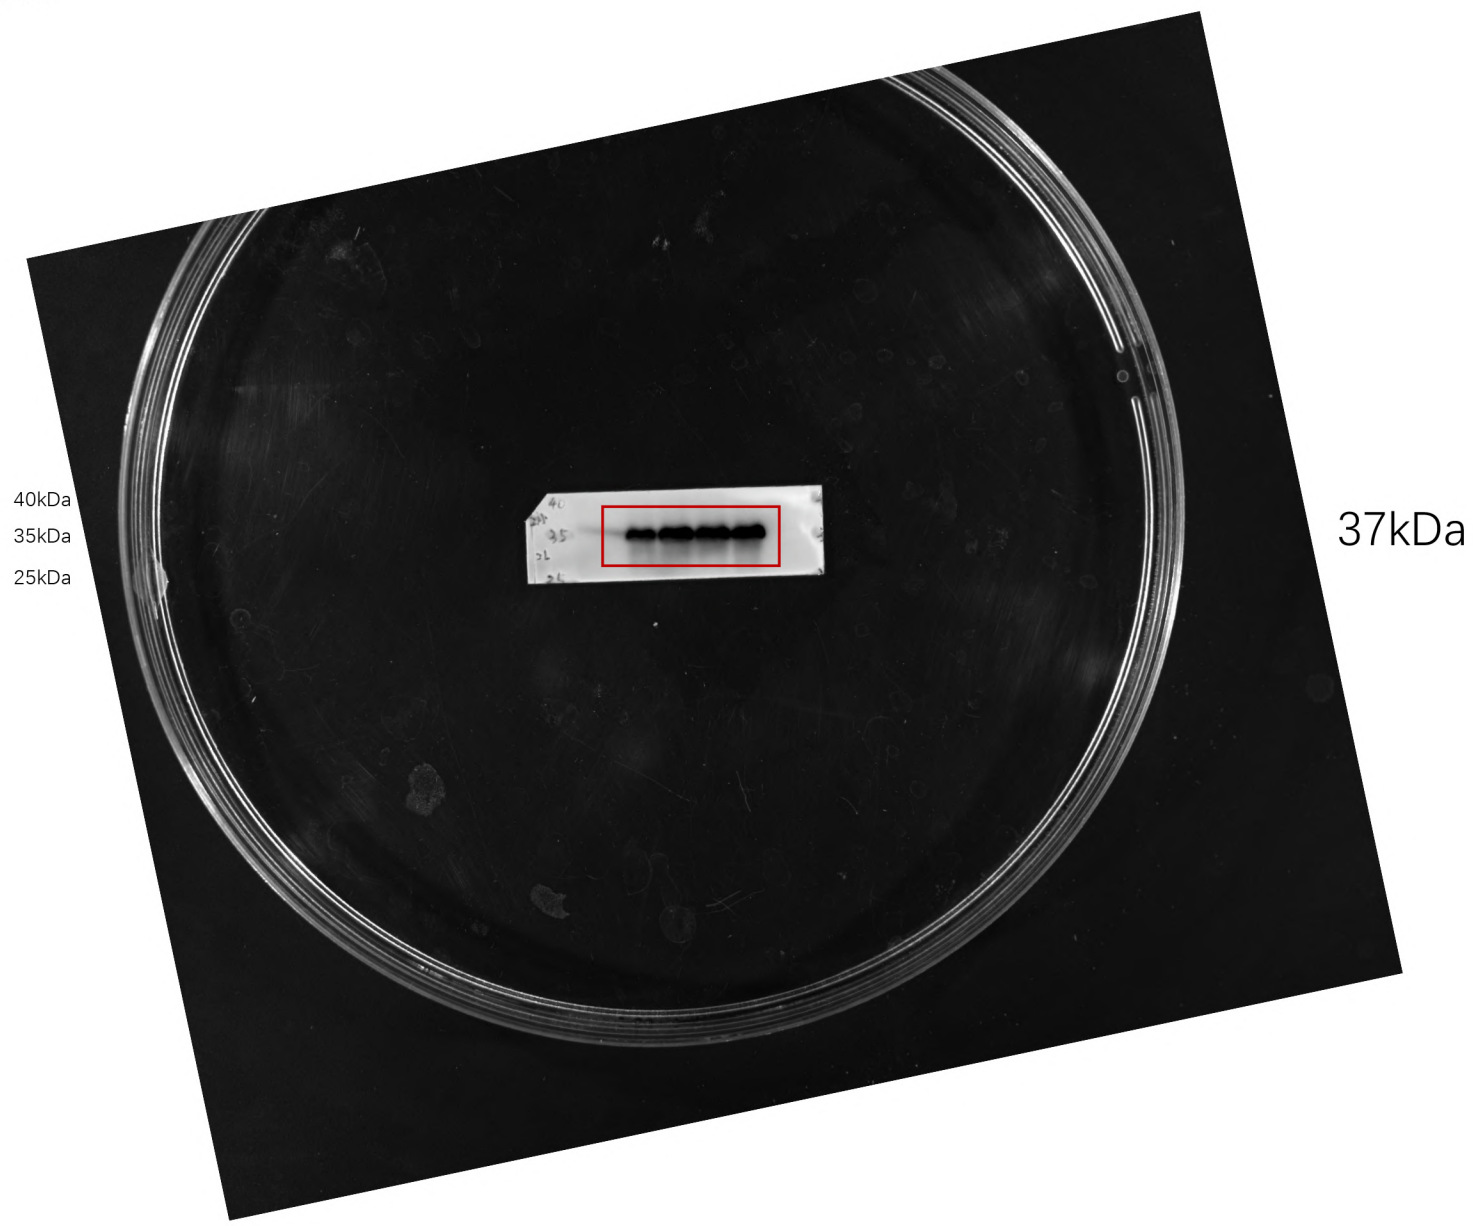

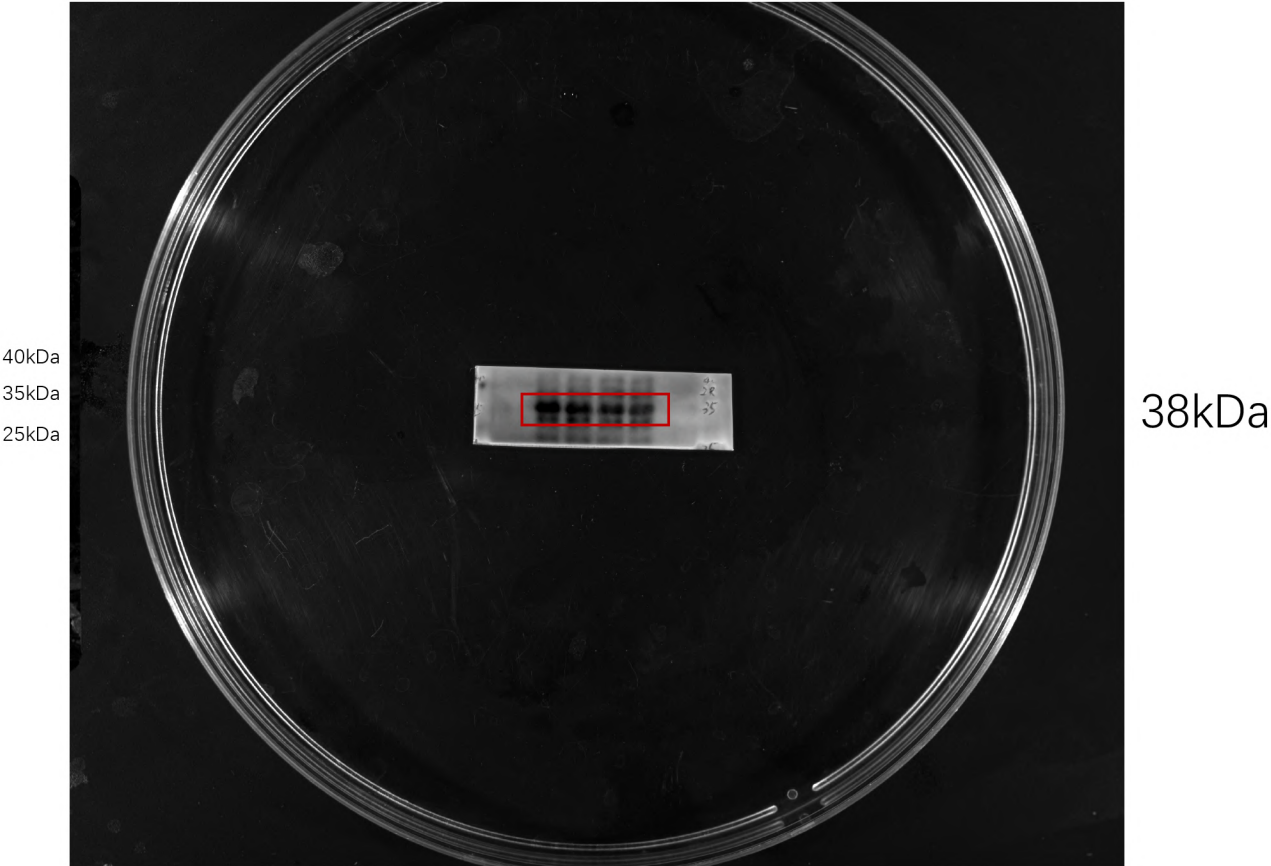

Source Fig.4B GAPDH

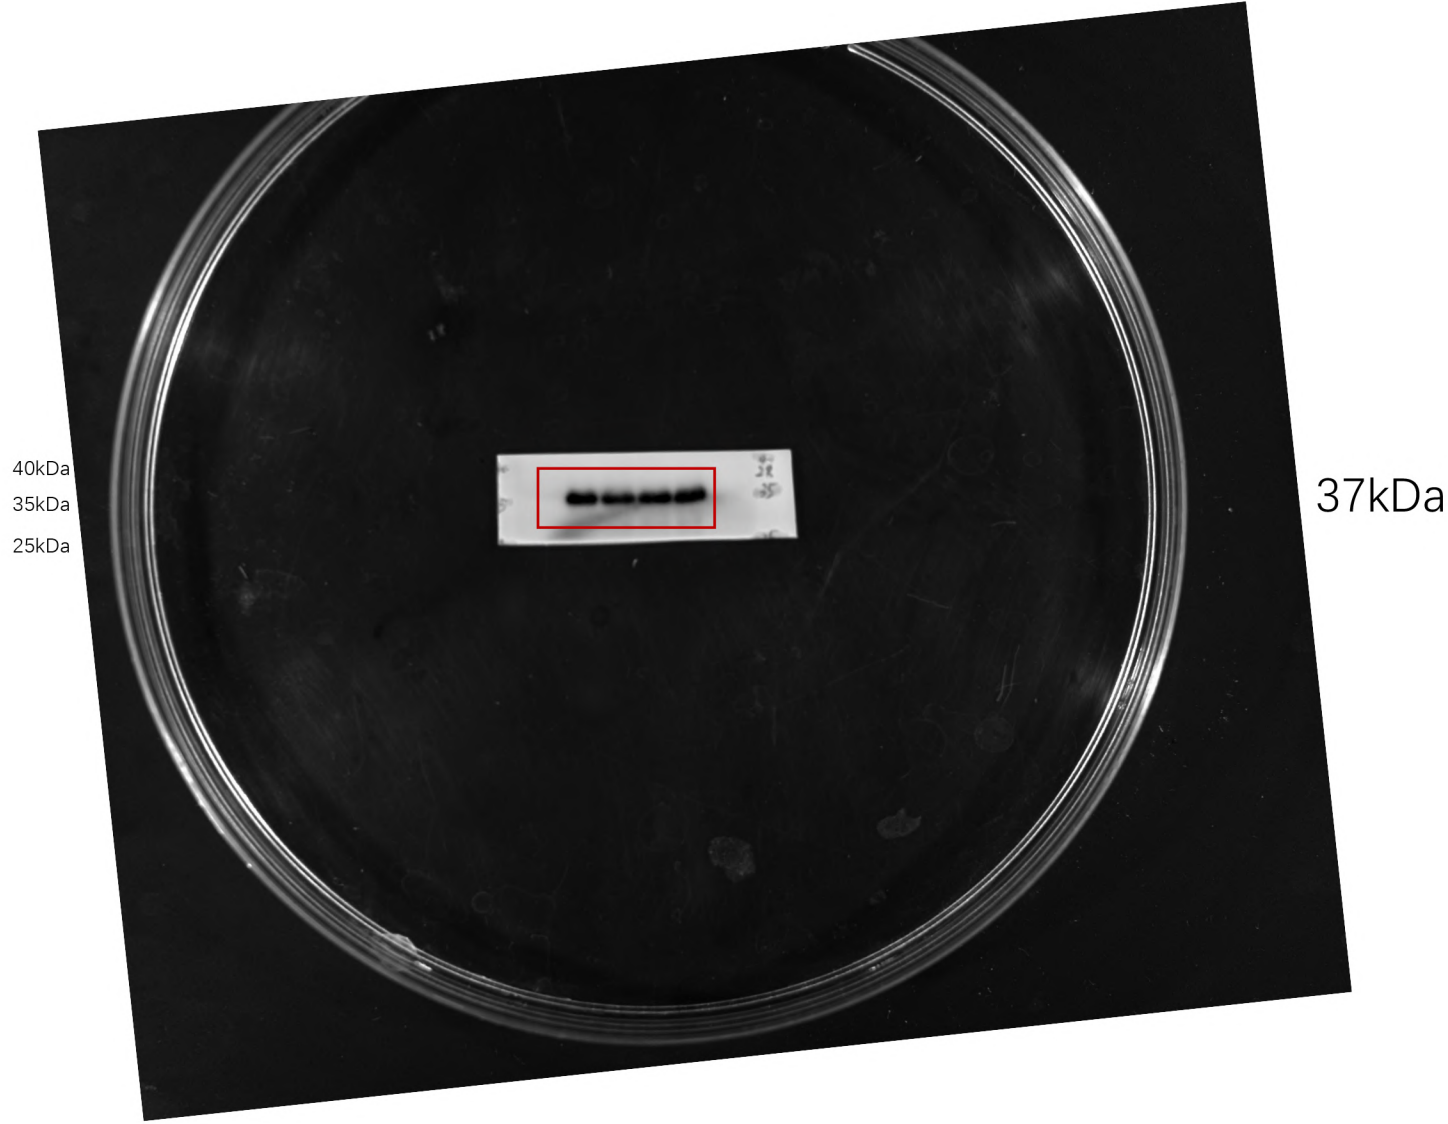

Source Fig.4B p-TRAF2

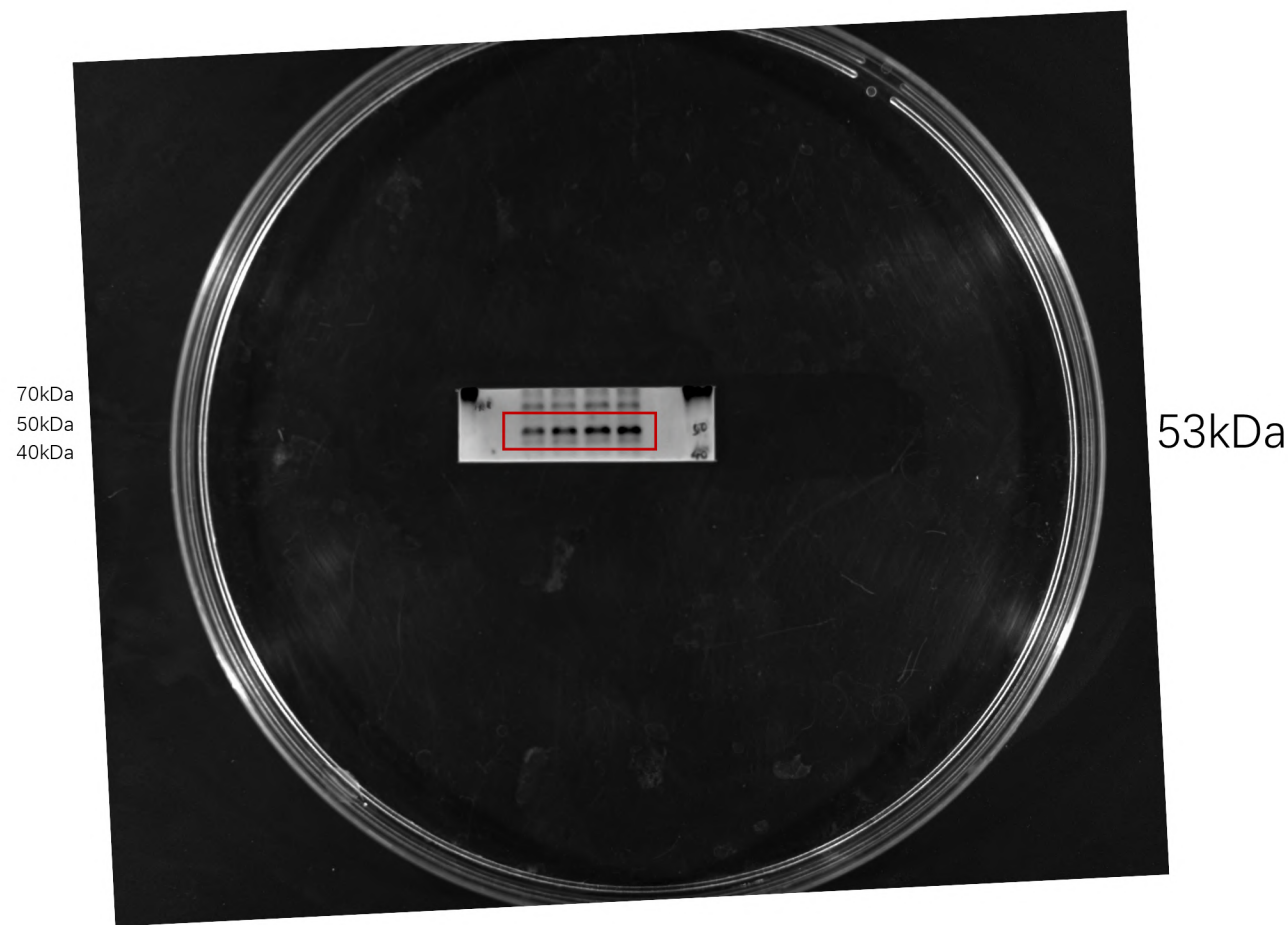

Source Fig.4B TRAF2

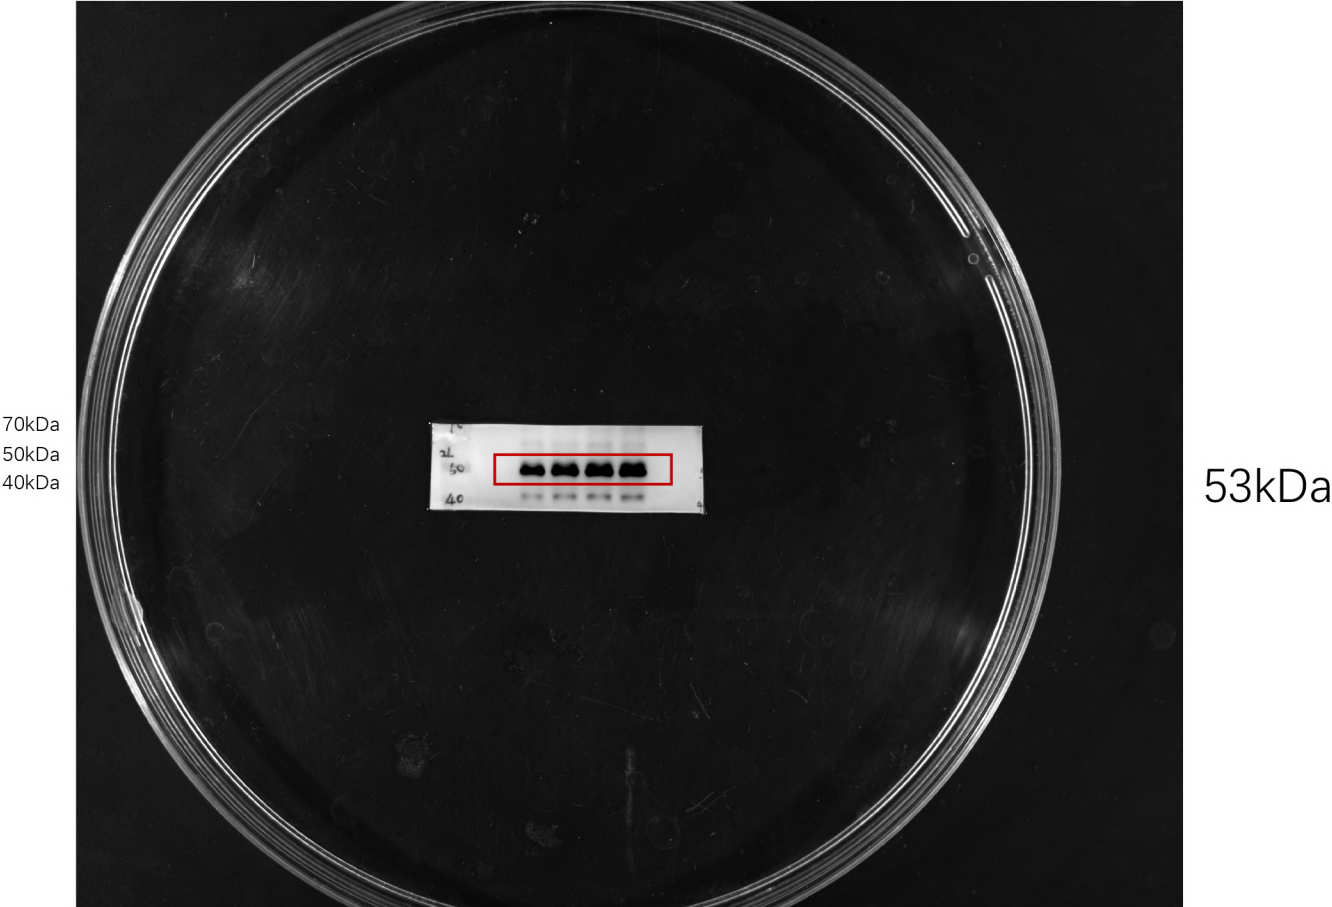

Source Fig.4B GAPDH

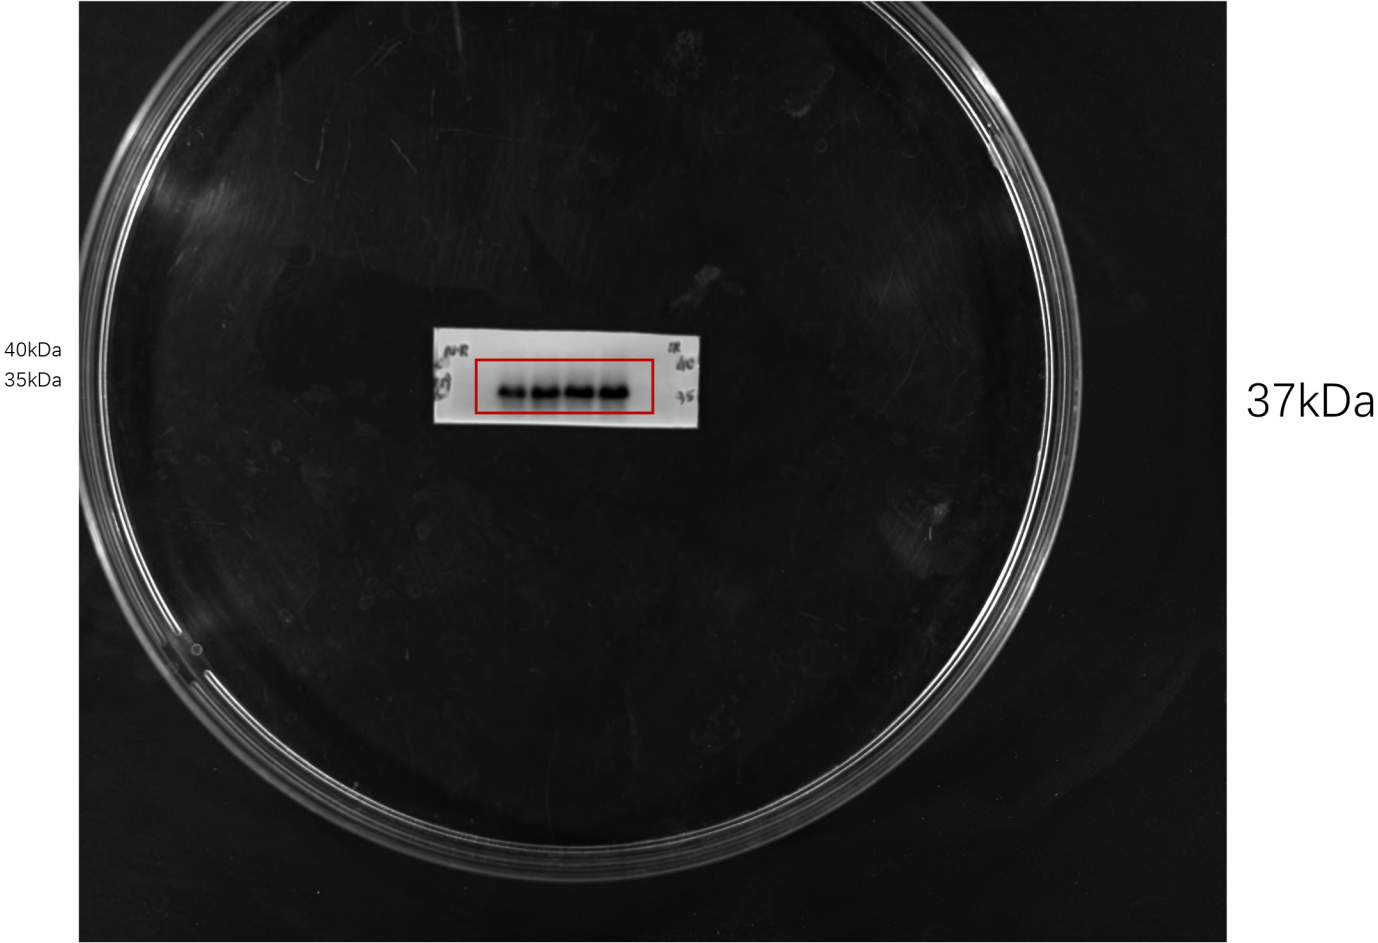

Source Fig.4B Fn14

17kDa

Source Fig.4B GAPDH

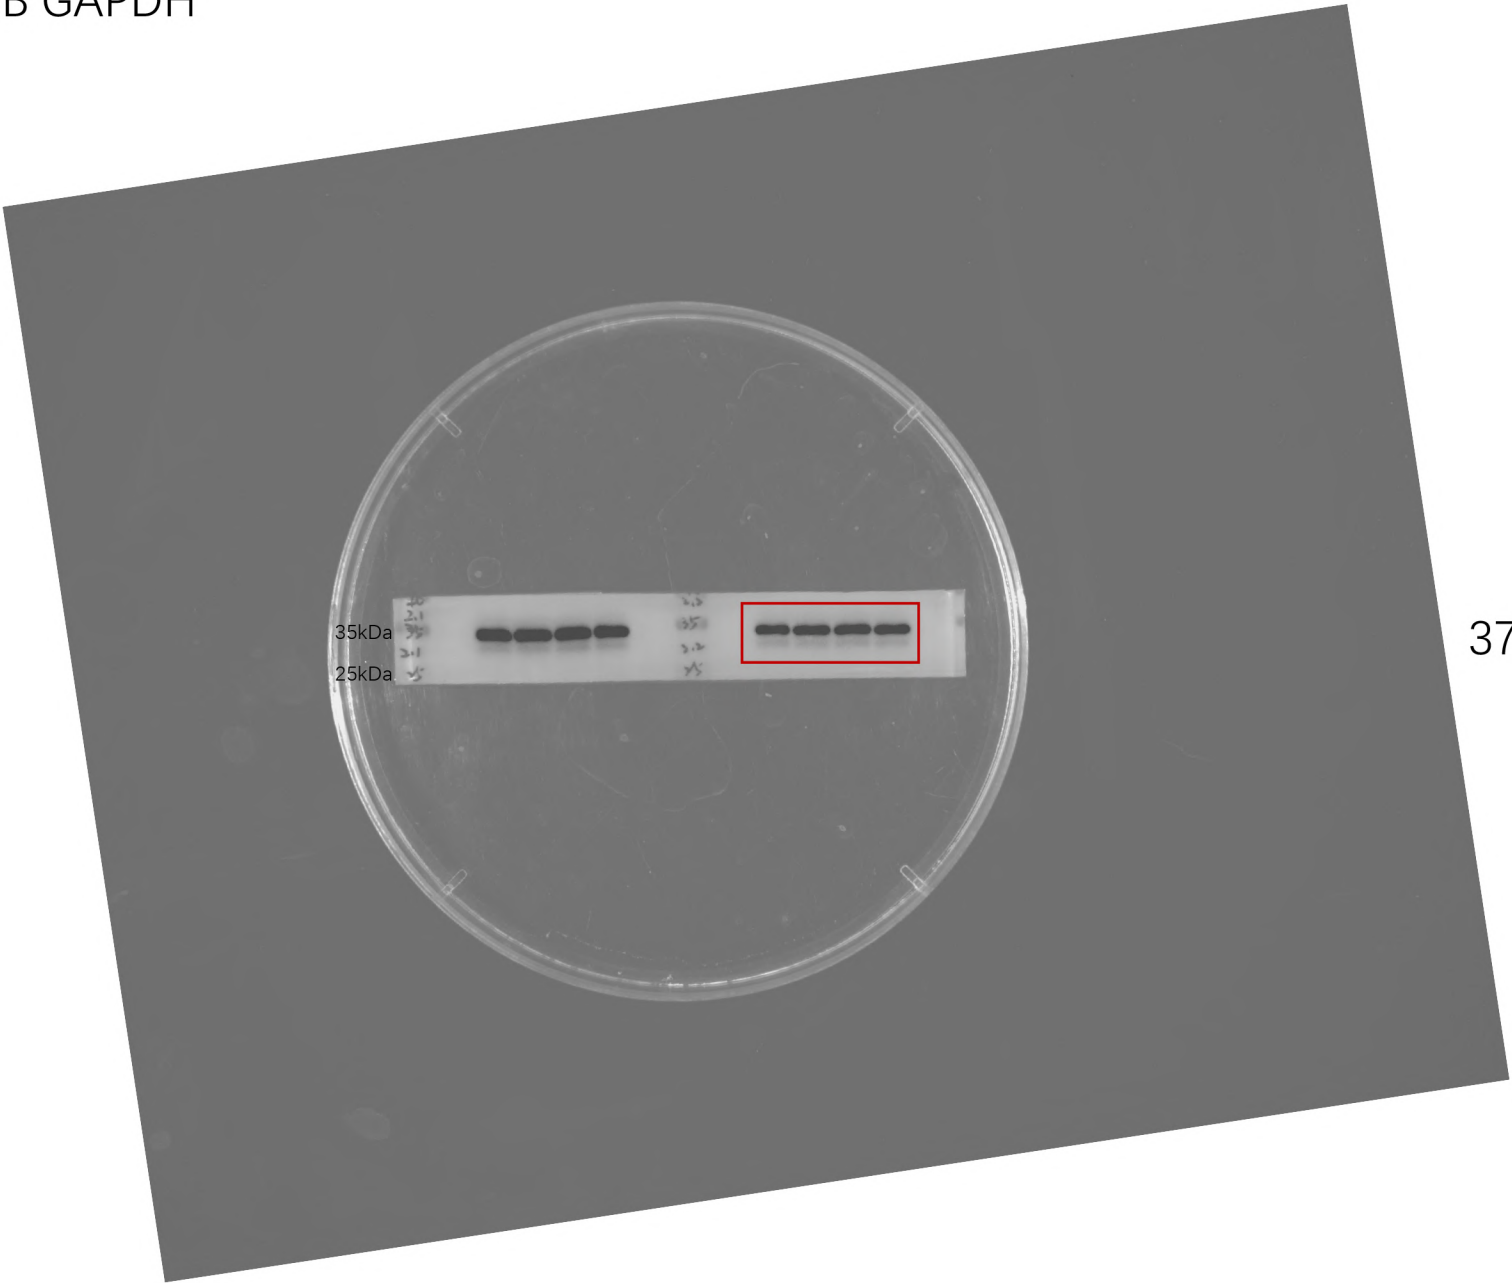

Source Fig.4C p-ERK1/2

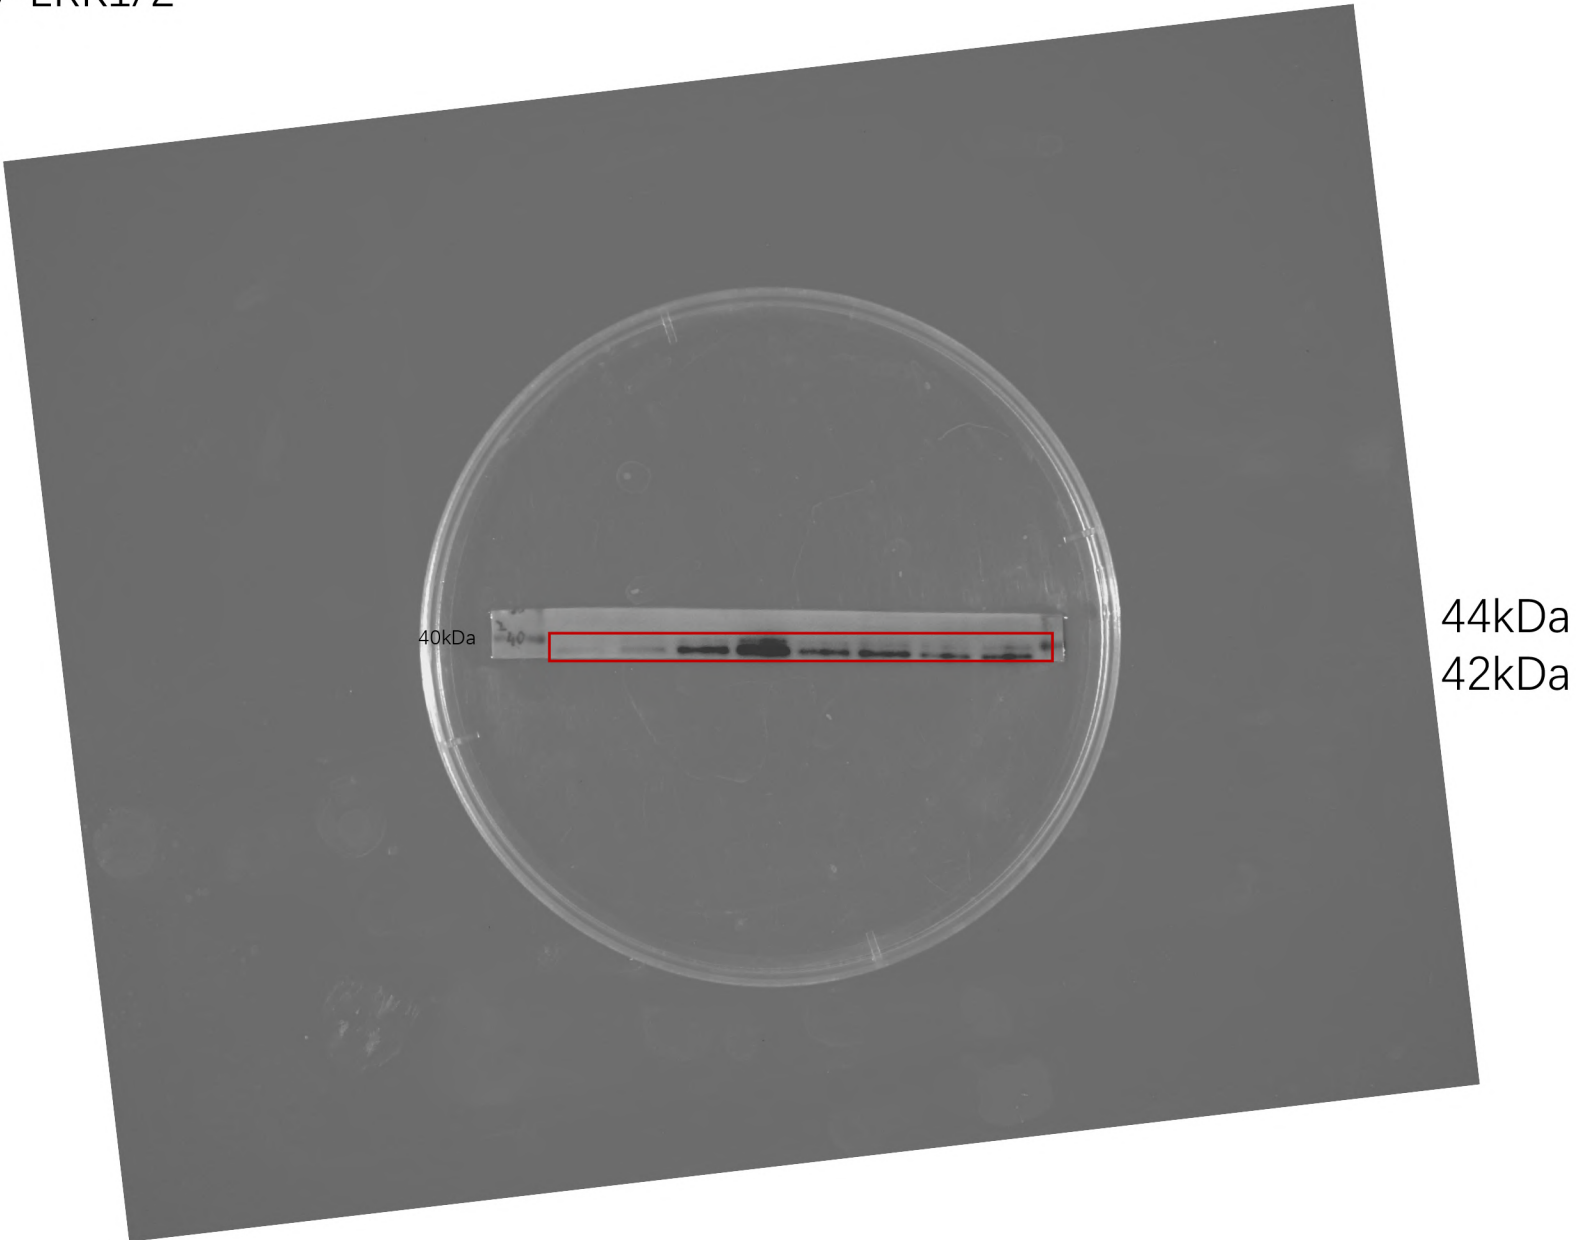

Source Fig.4C ERK1/2

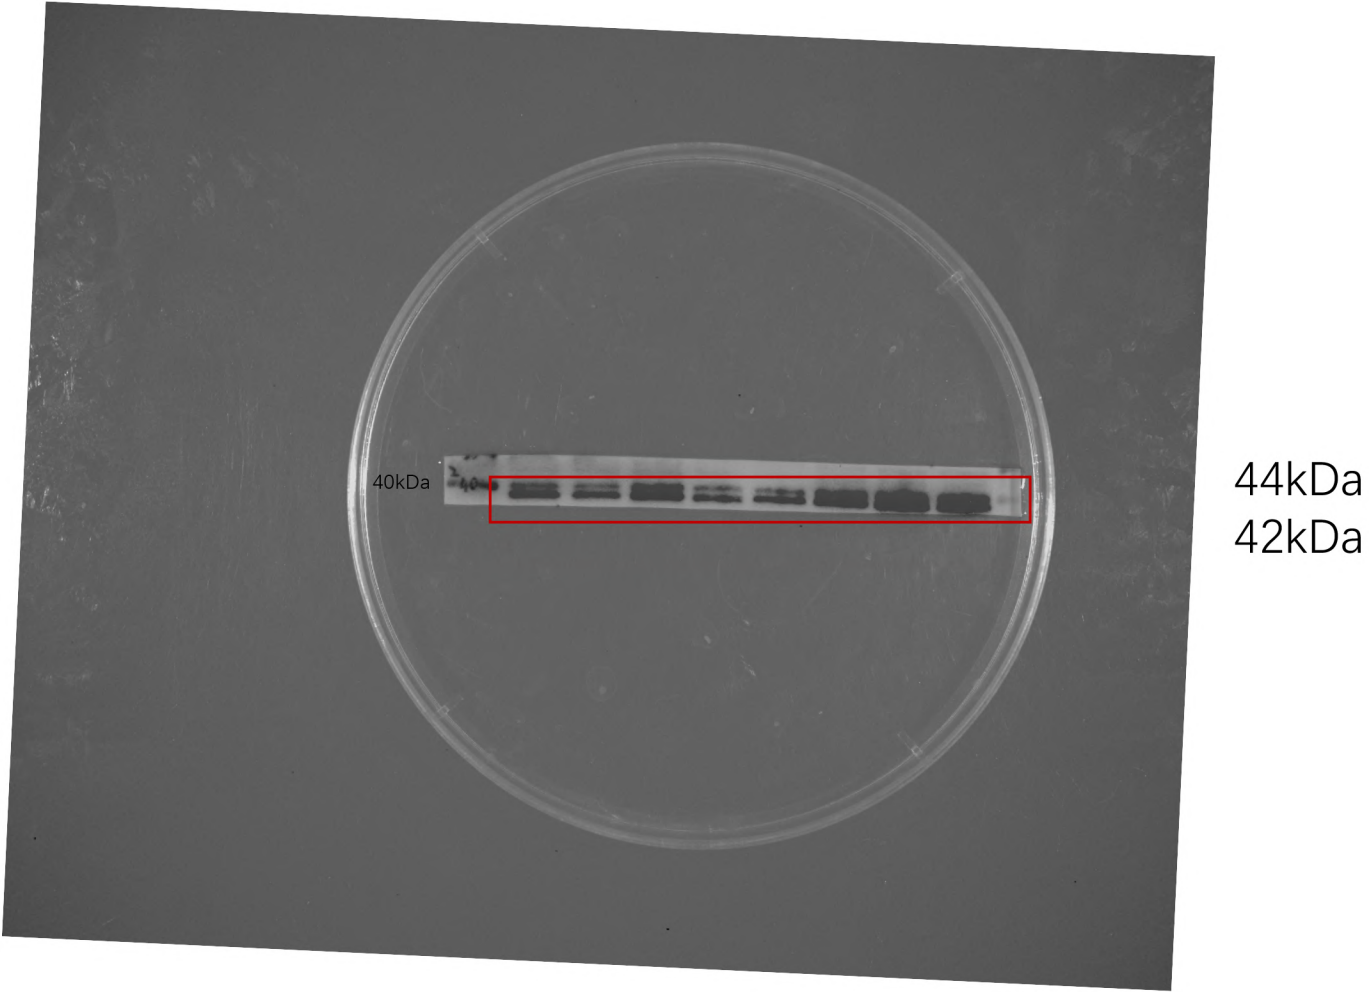

Source Fig.4C p-JNK

50kDa  
40kDa

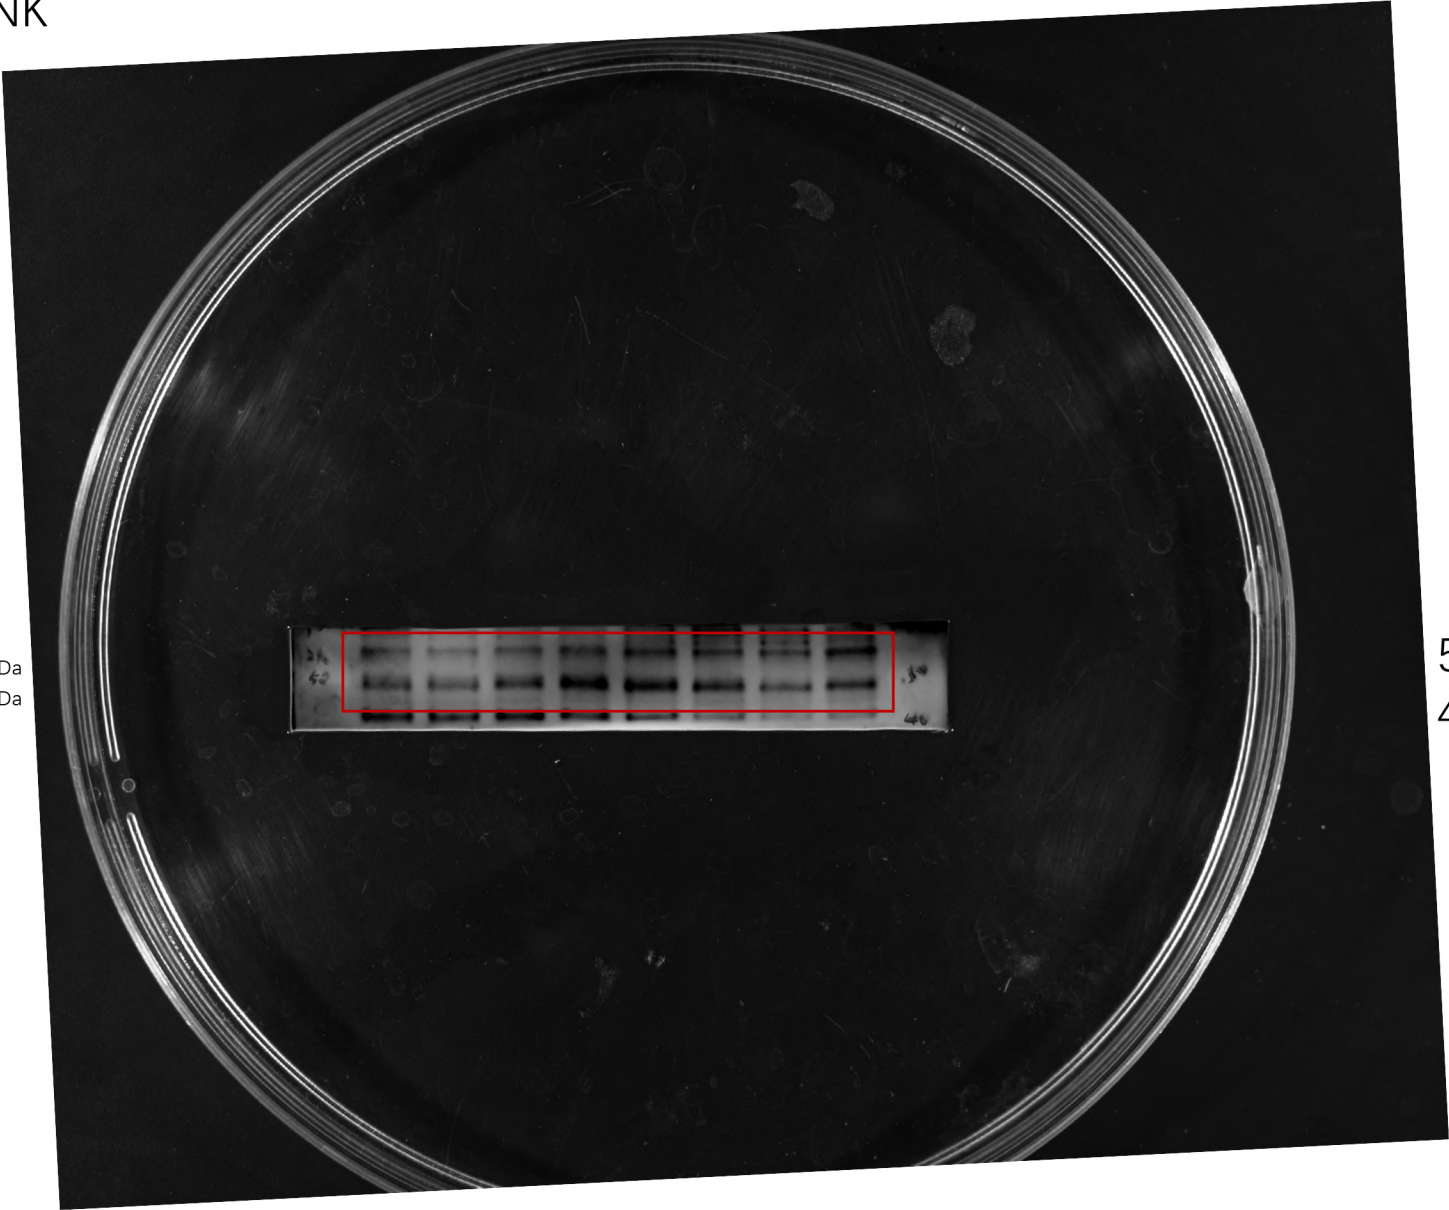

54kDa  
46kDa

Source Fig.4C JNK

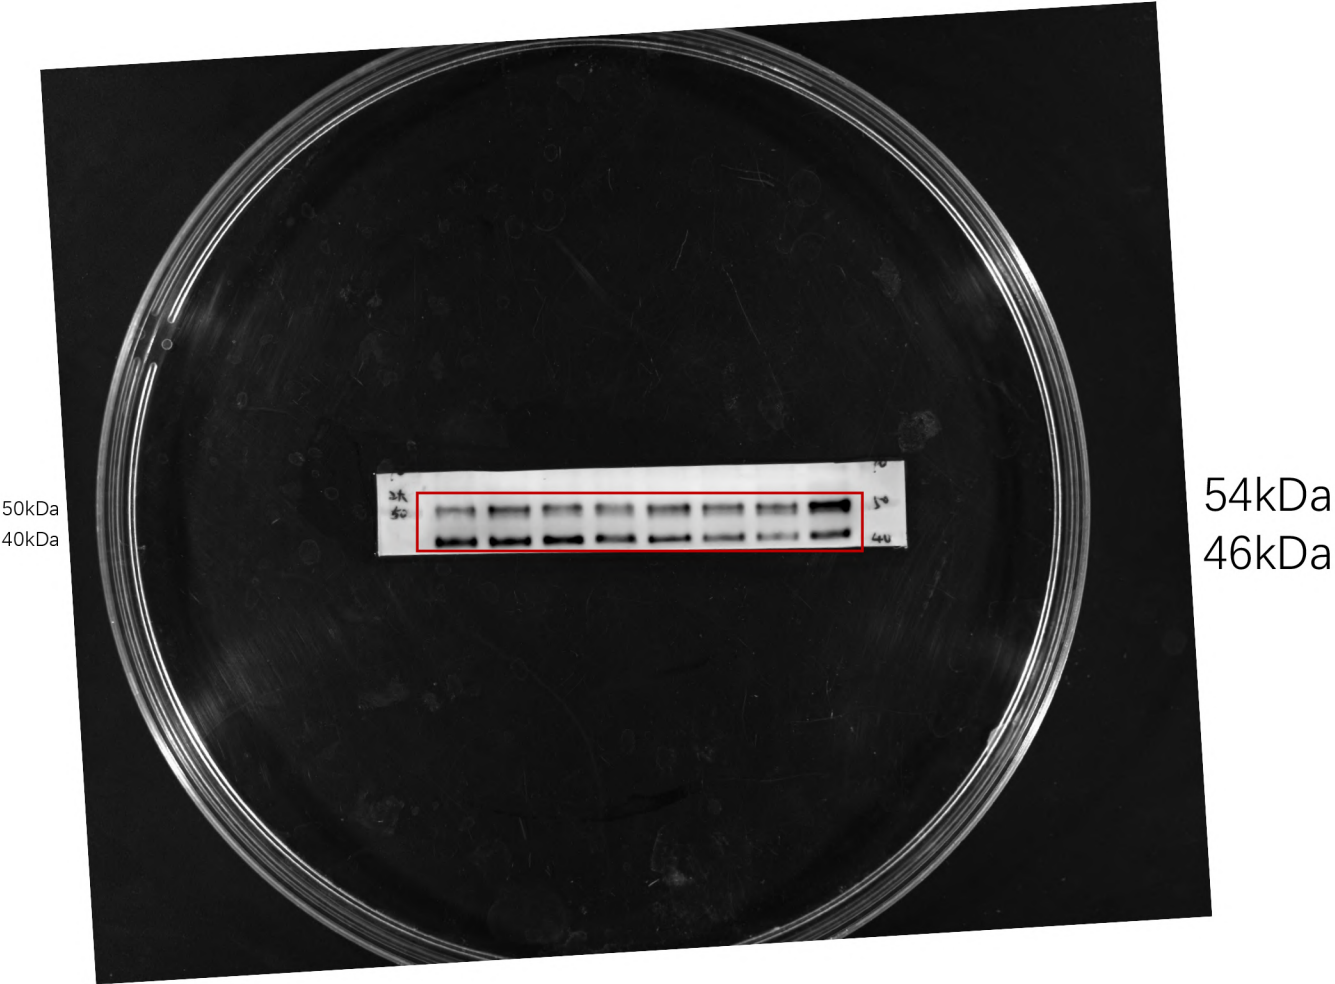

Source Fig.4C p-p38

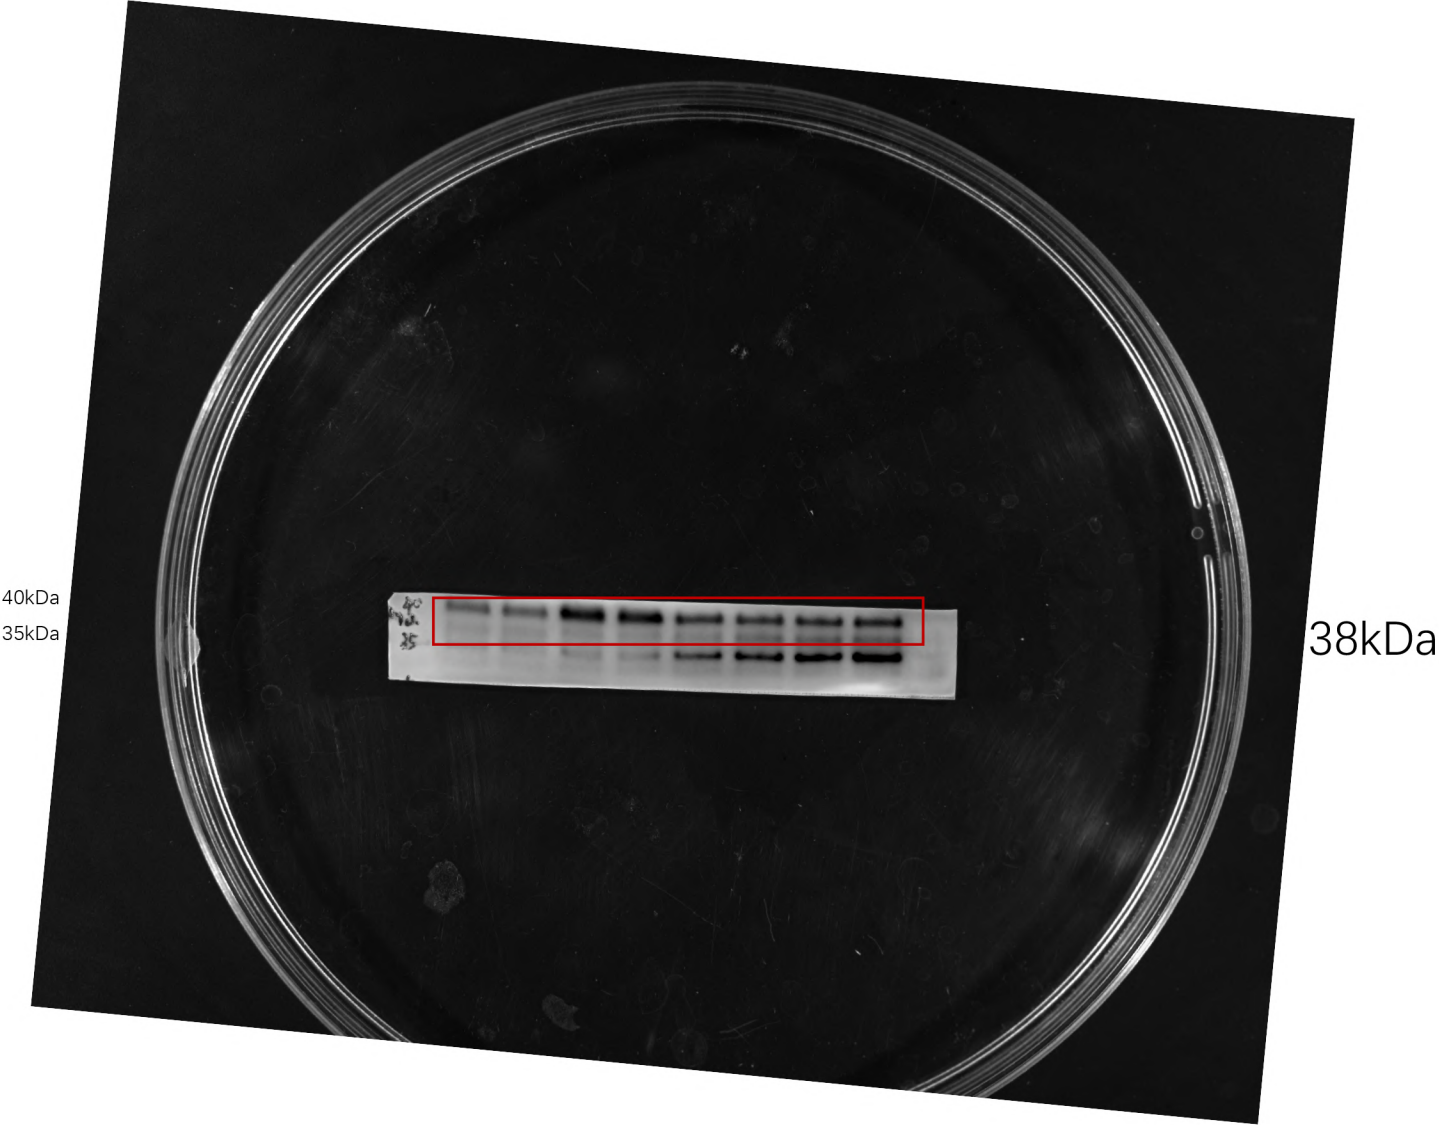

Source Fig.4C GAPDH

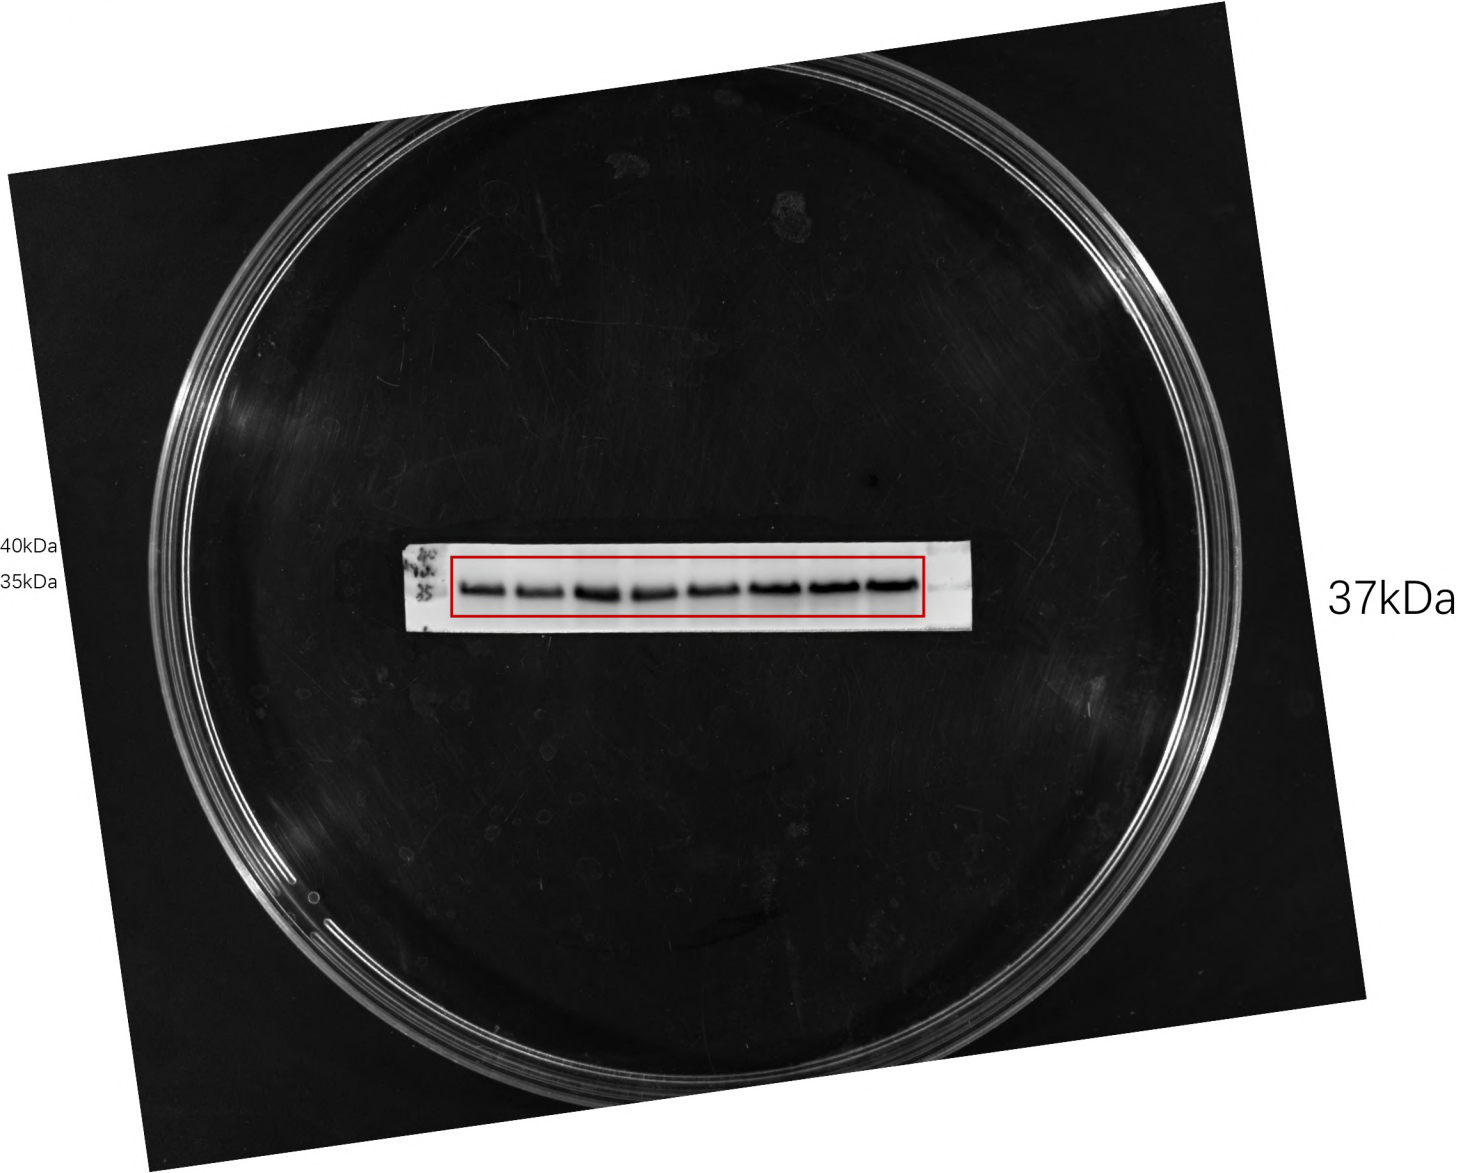

Source Fig.4C p38

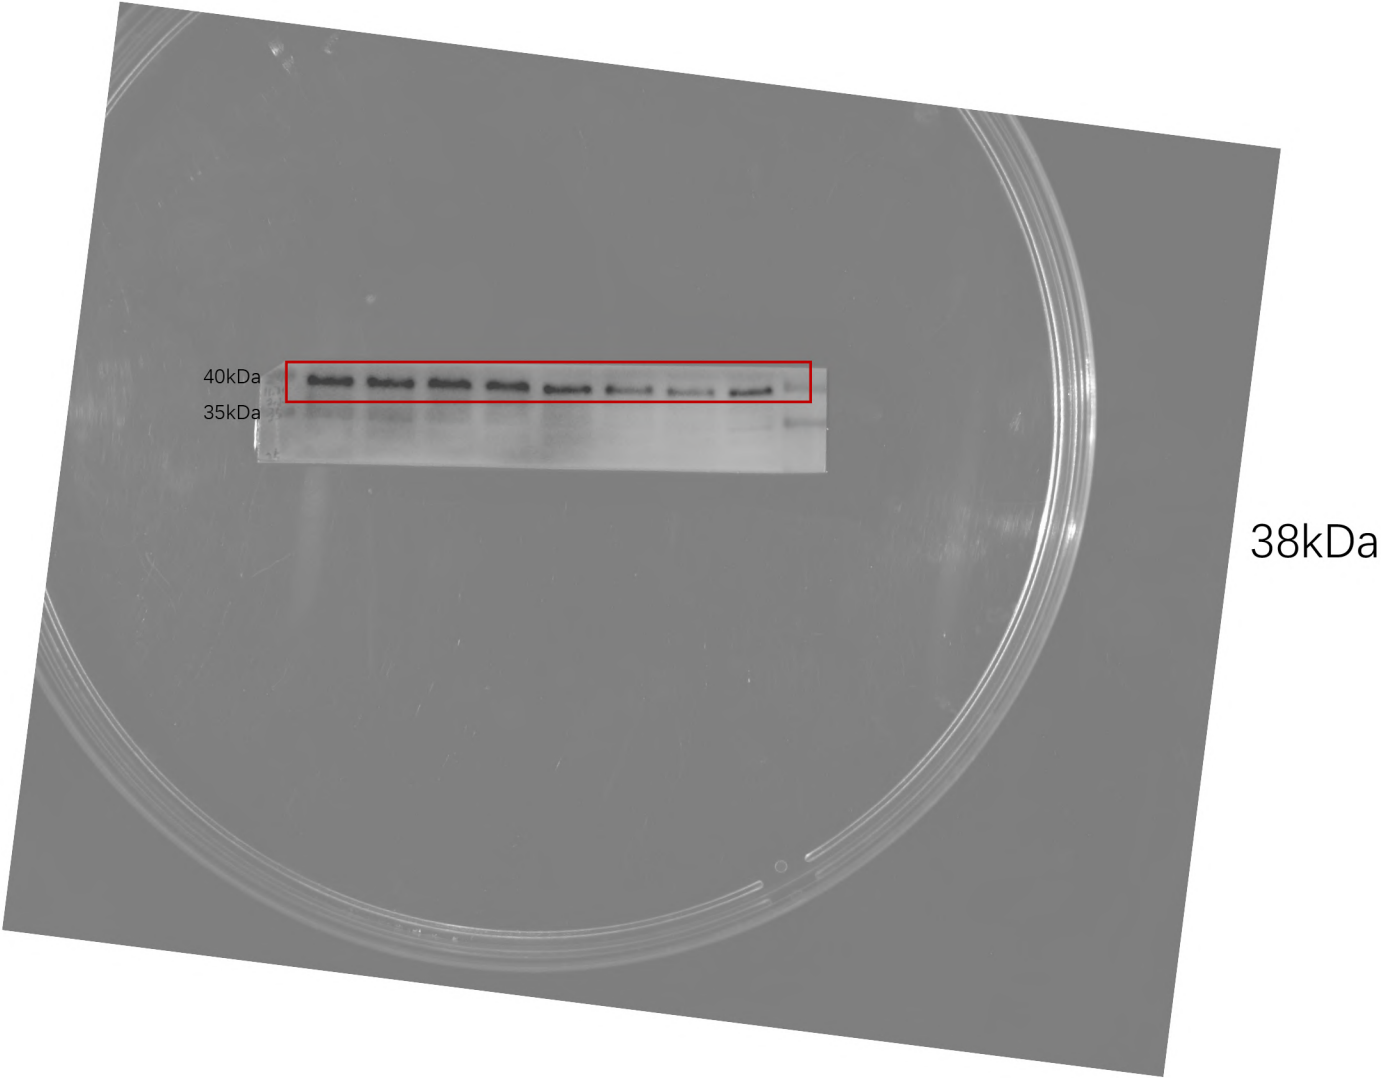

Source Fig.4C GAPDH

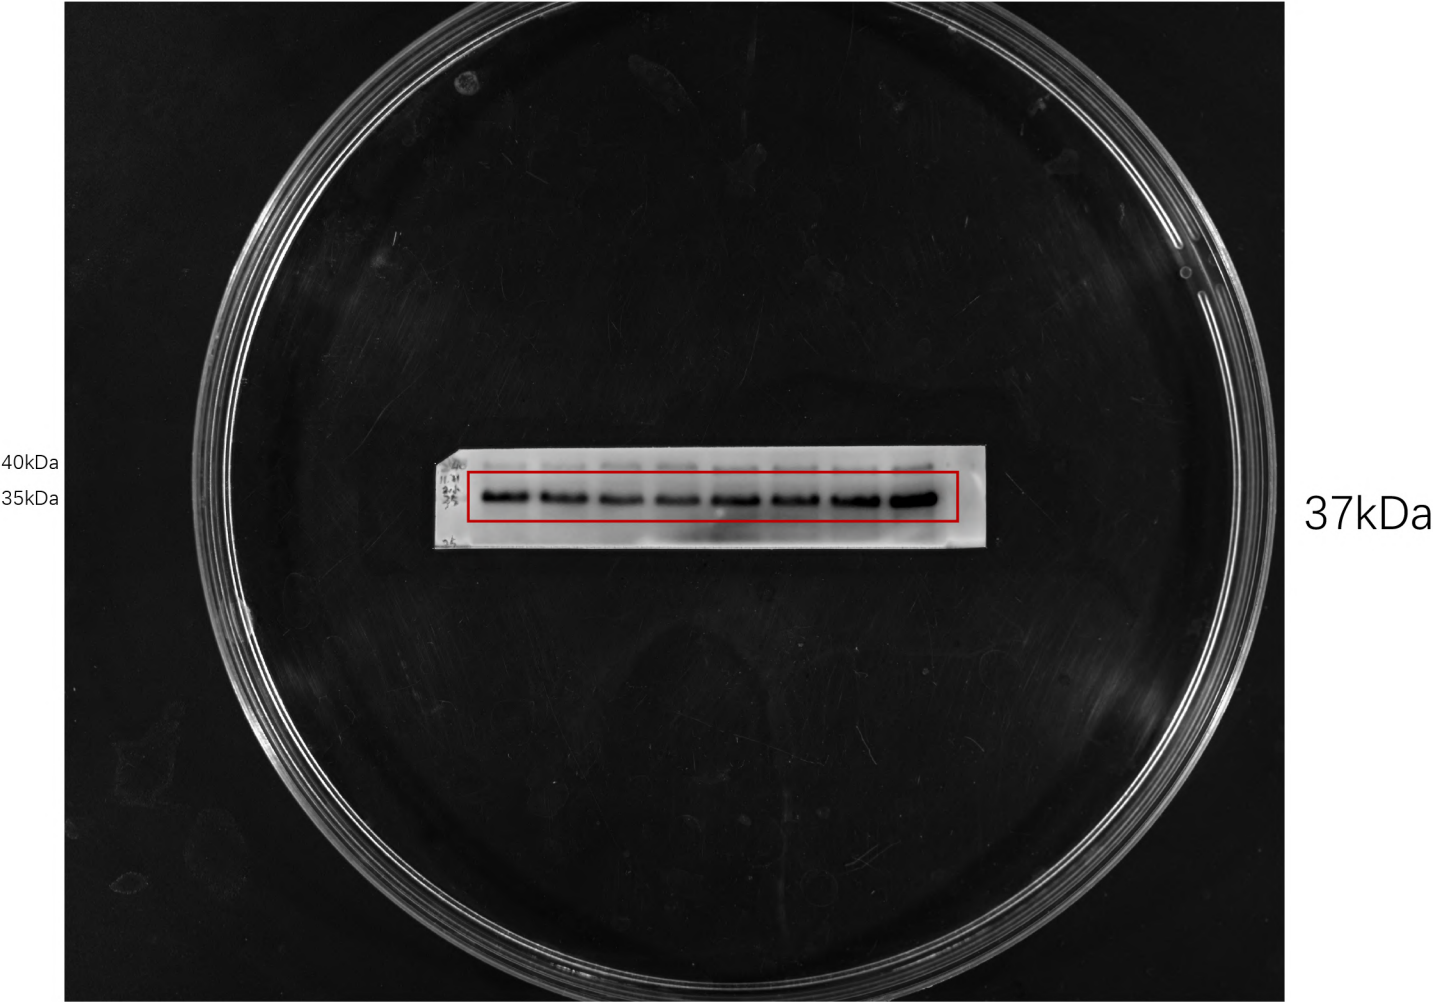

Source Fig.4C p-TRAF2

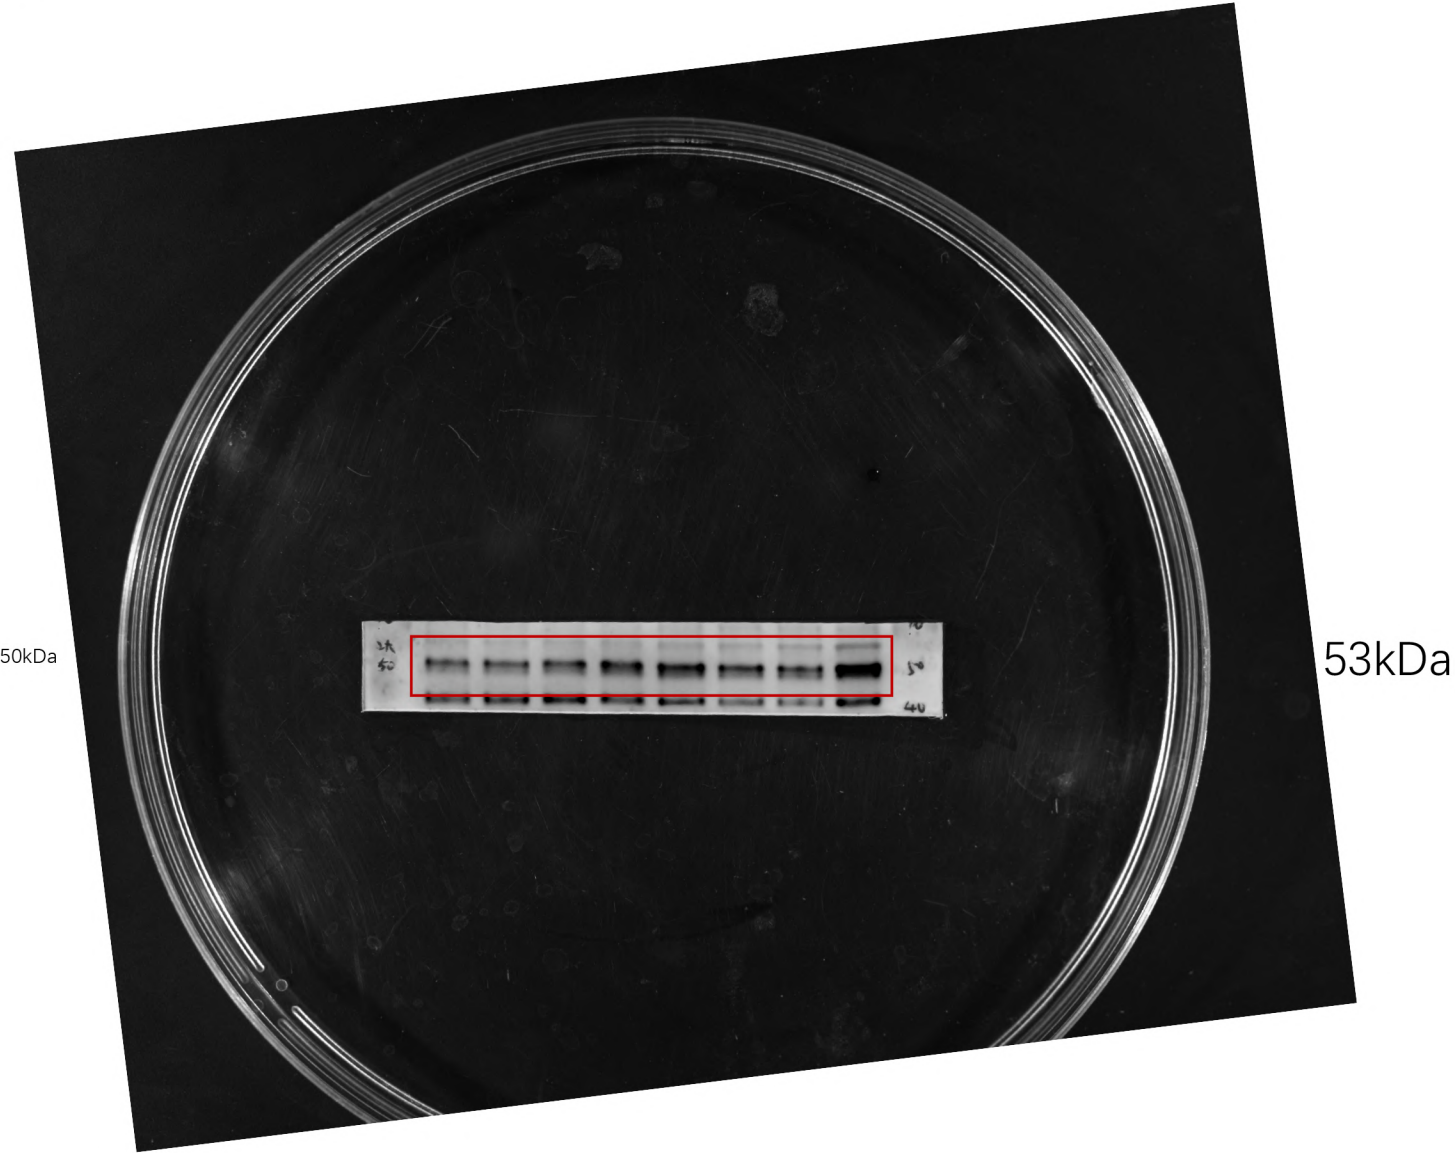

Source Fig.4C TRAF2

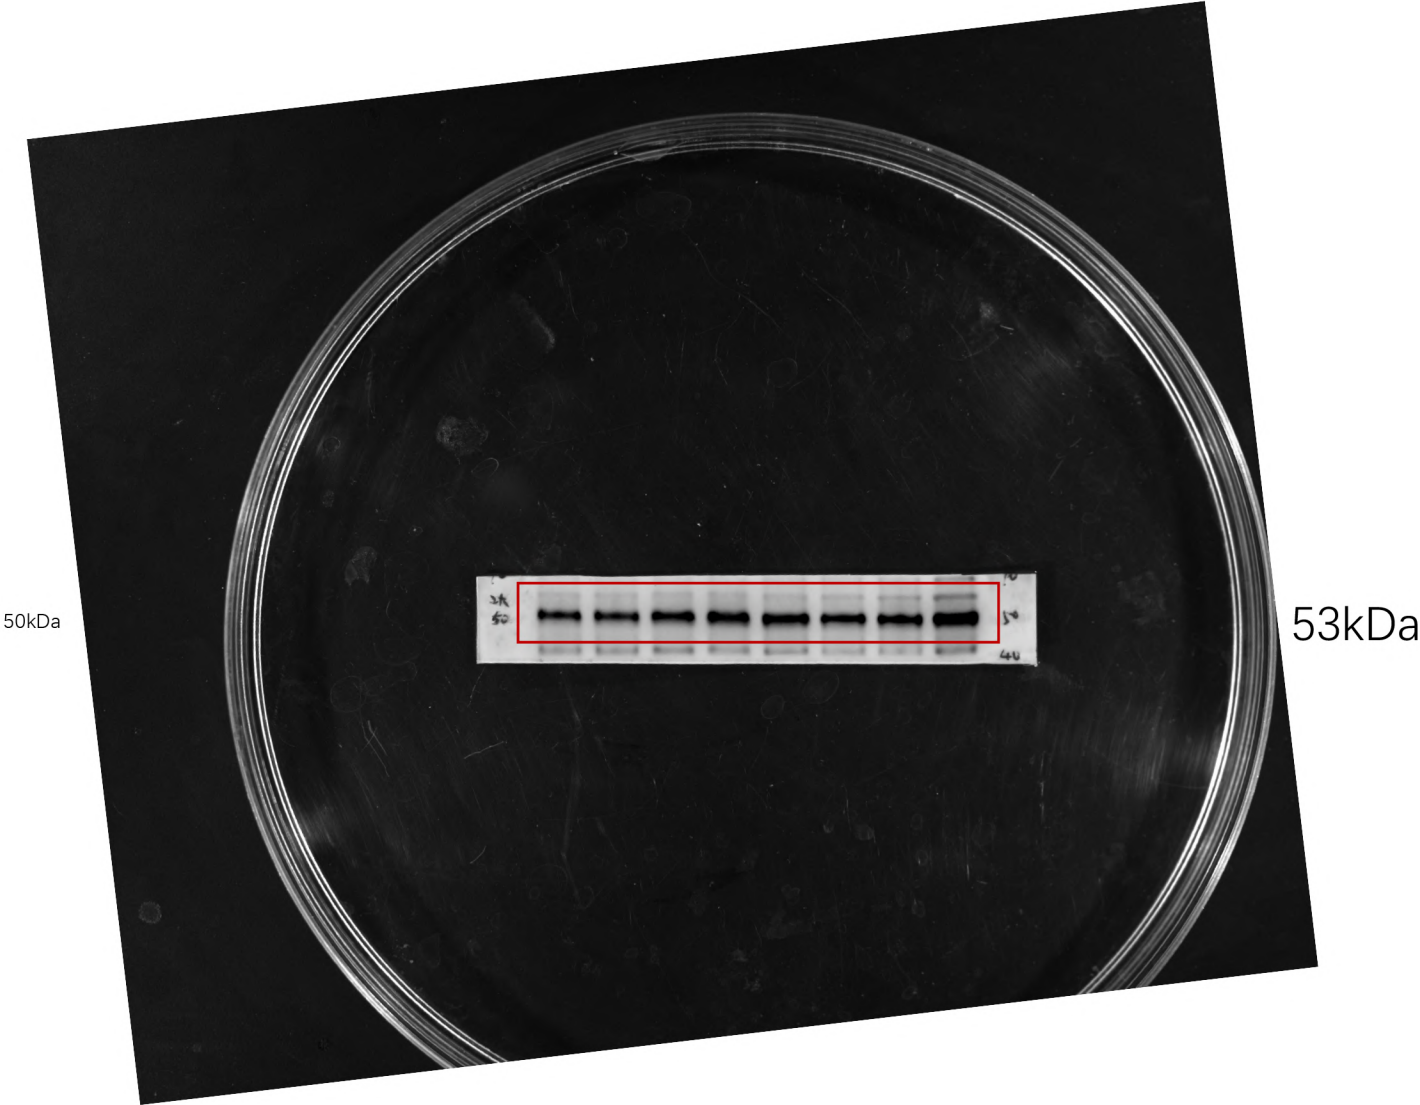

Source Fig.4C Fn14

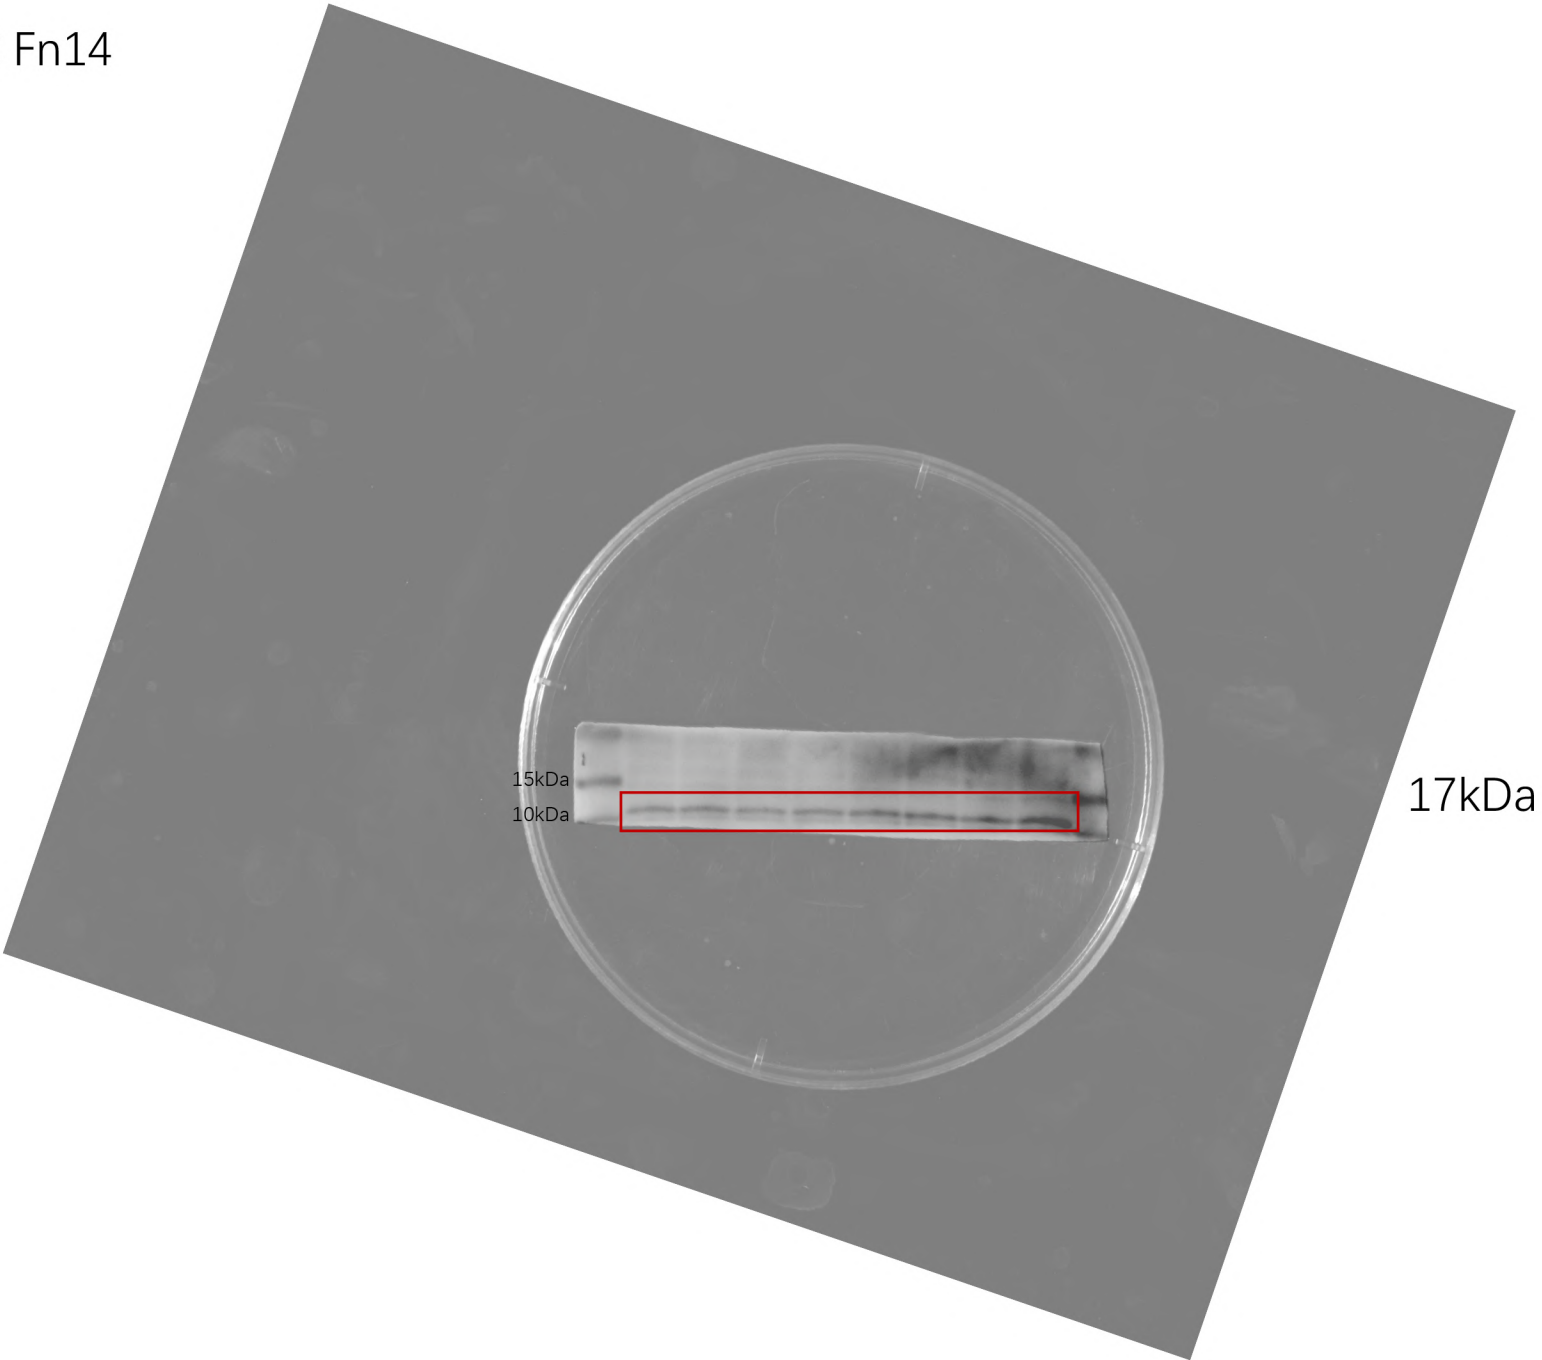

Source Fig.4C GAPDH

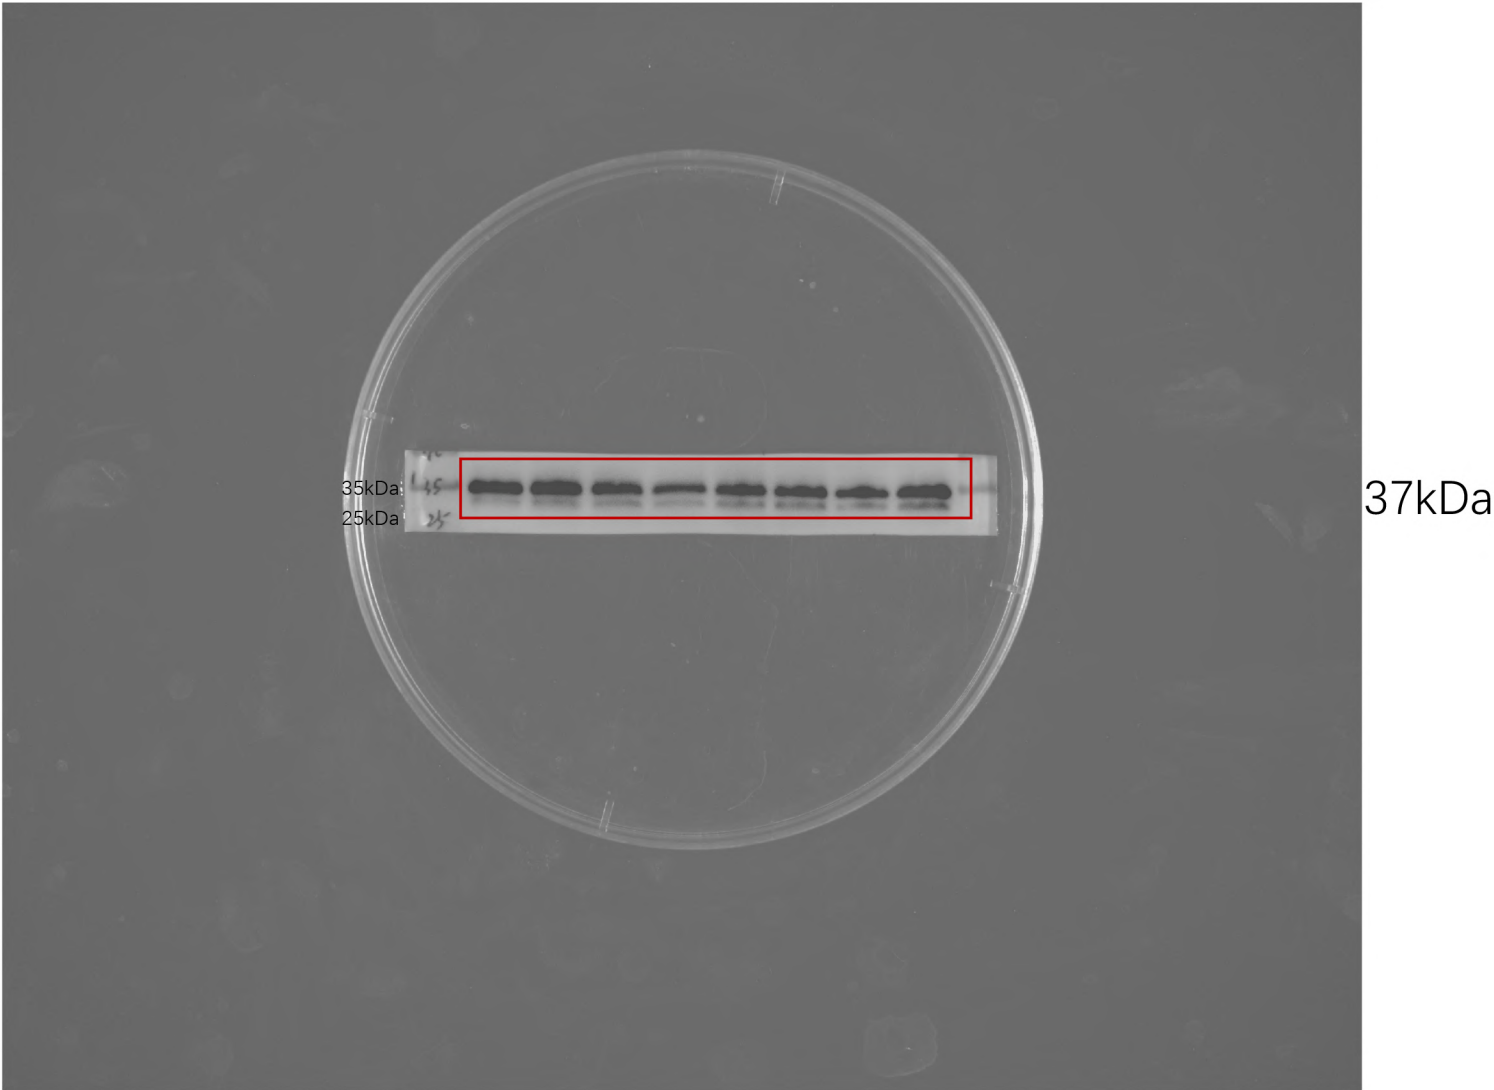

Source Fig.5G LCN2

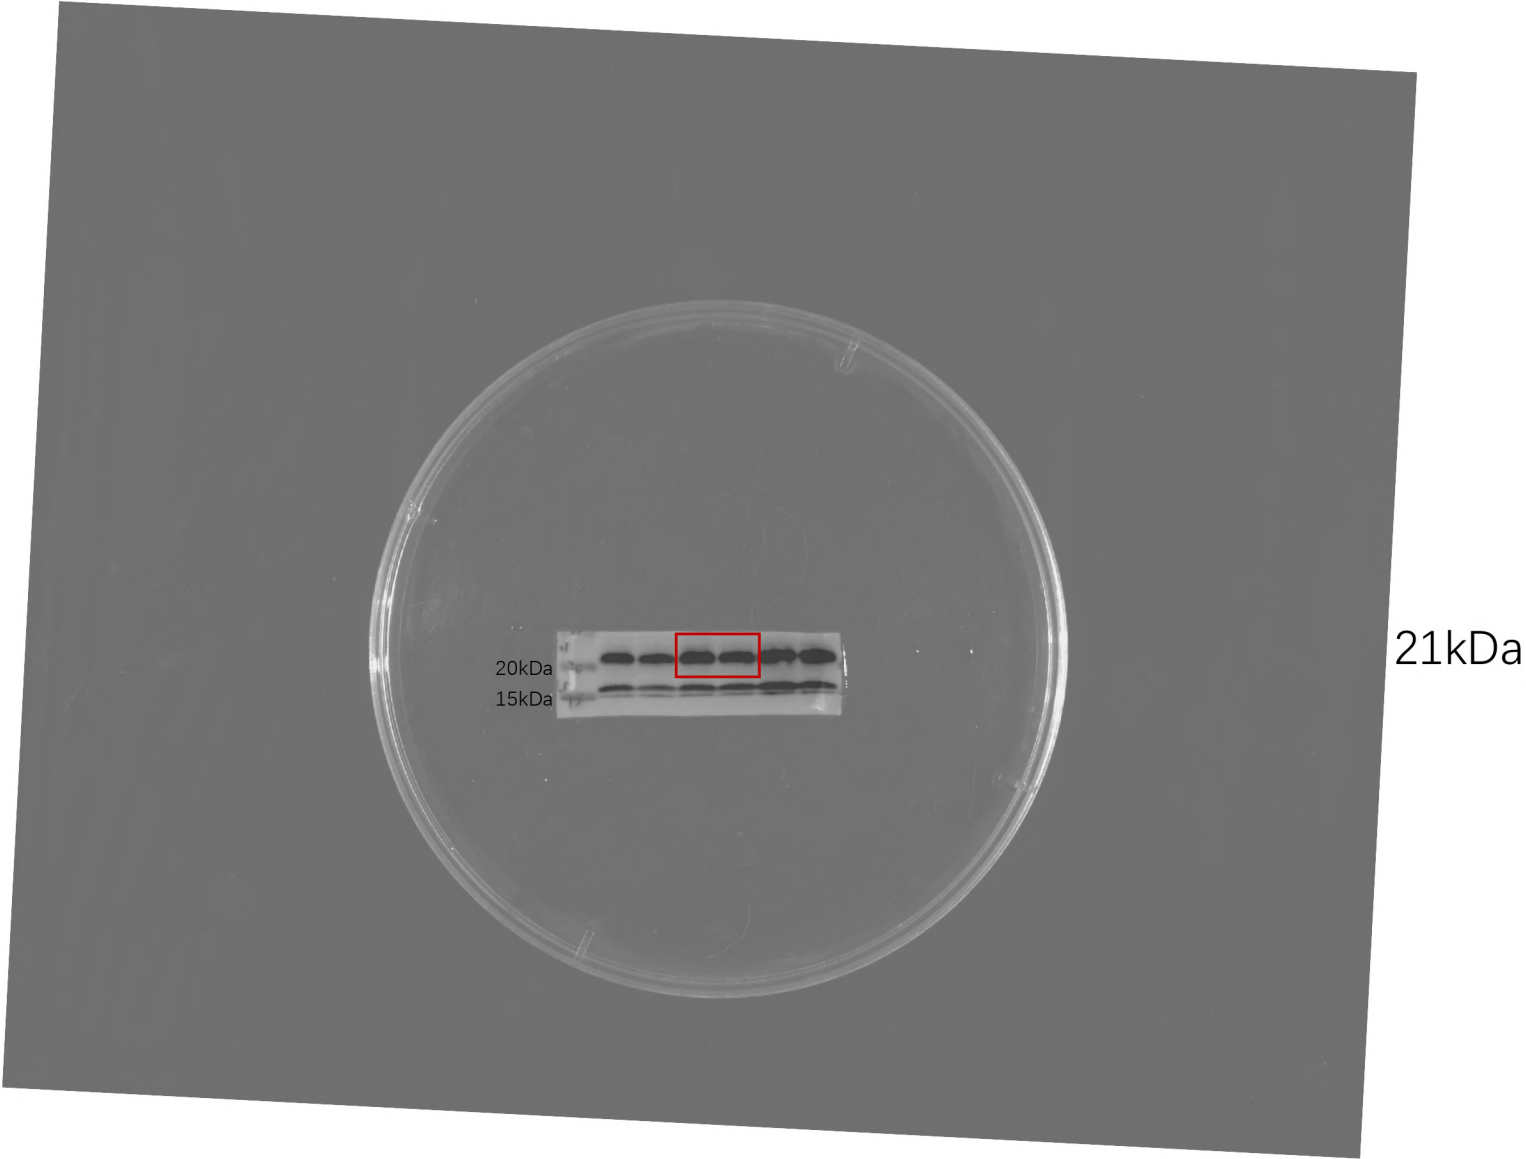

Source Fig.5G GAPDH

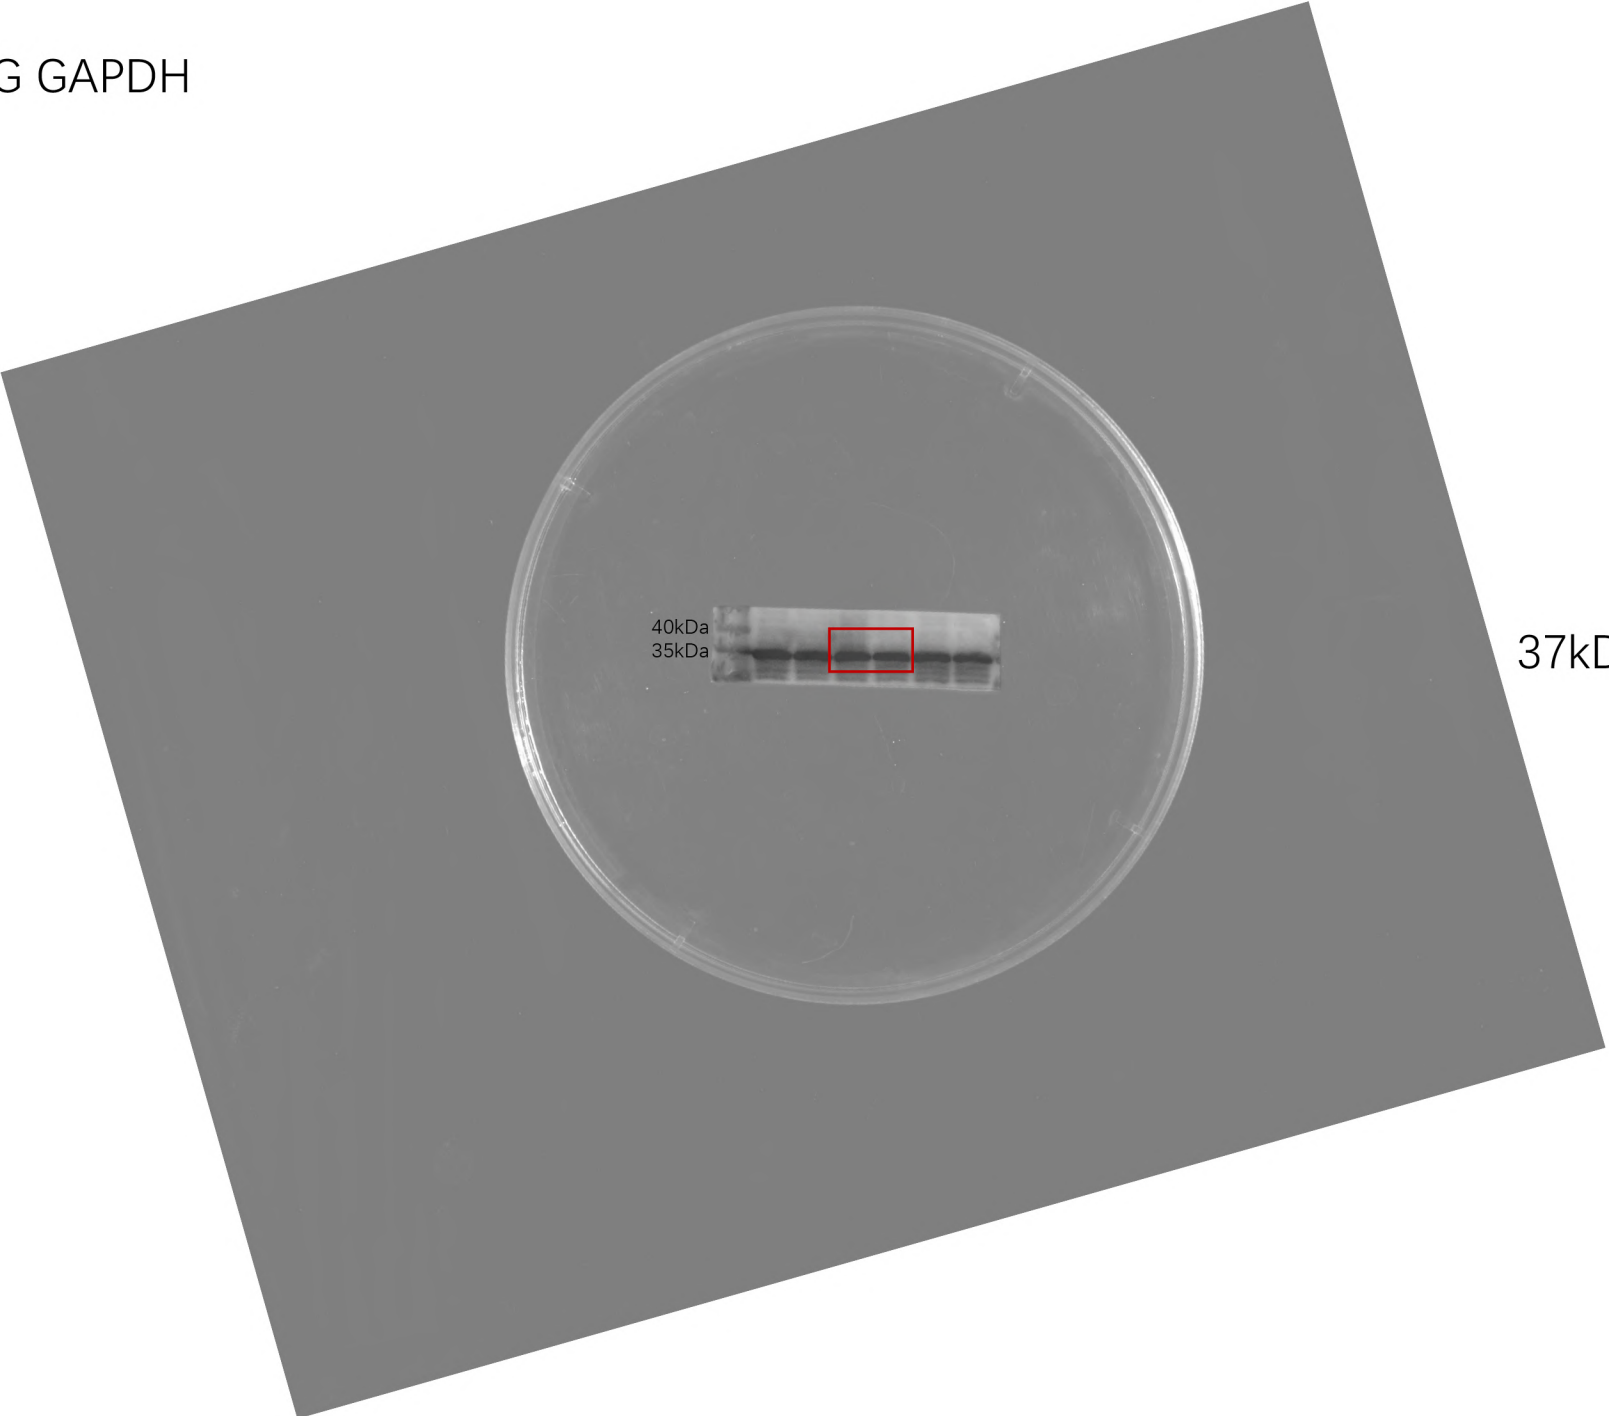

Source Fig.5G LCN2

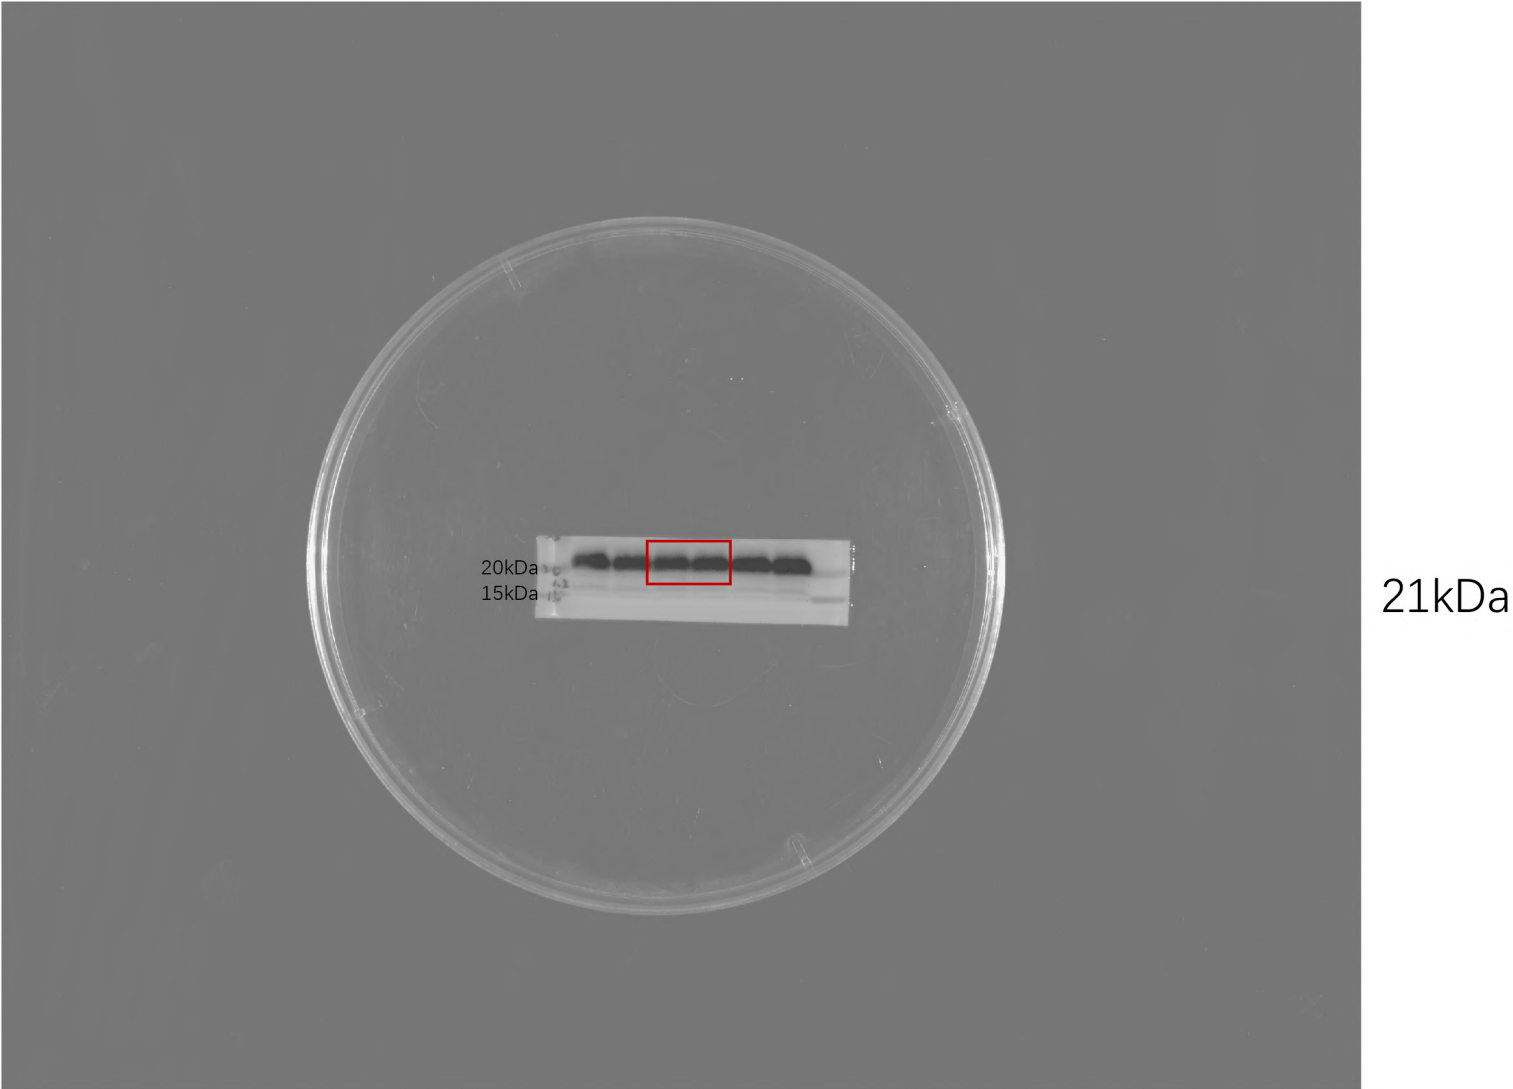

Source Fig.5G GAPDH

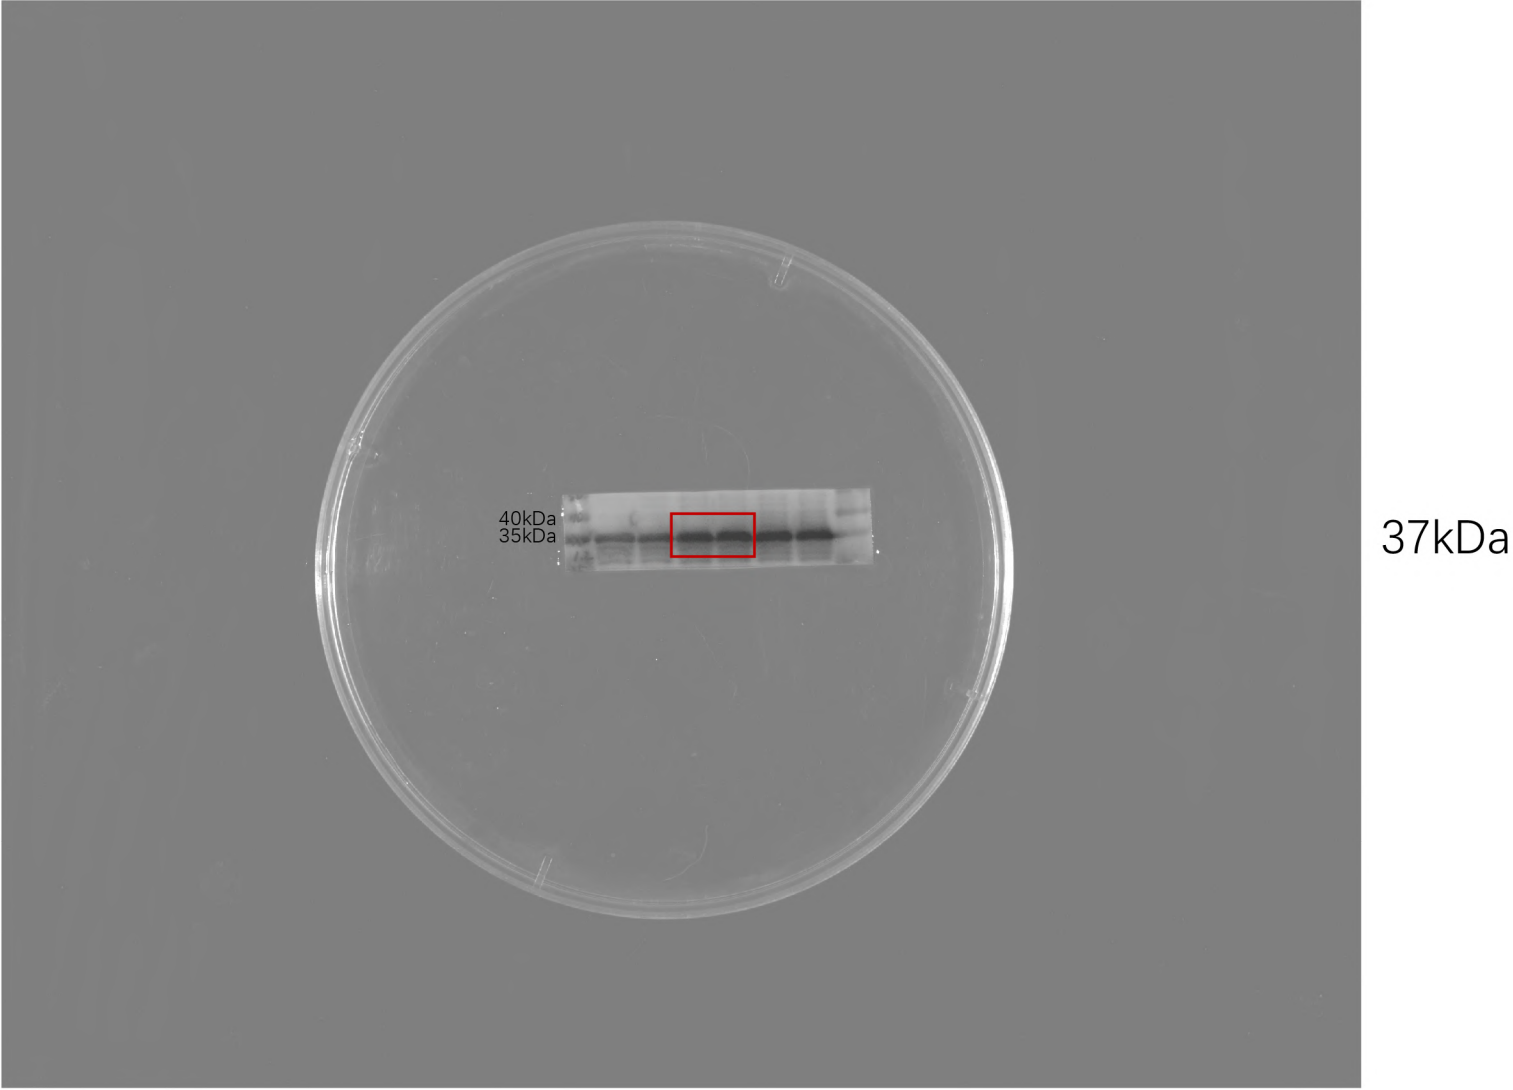

Source Fig.5G 24P3R

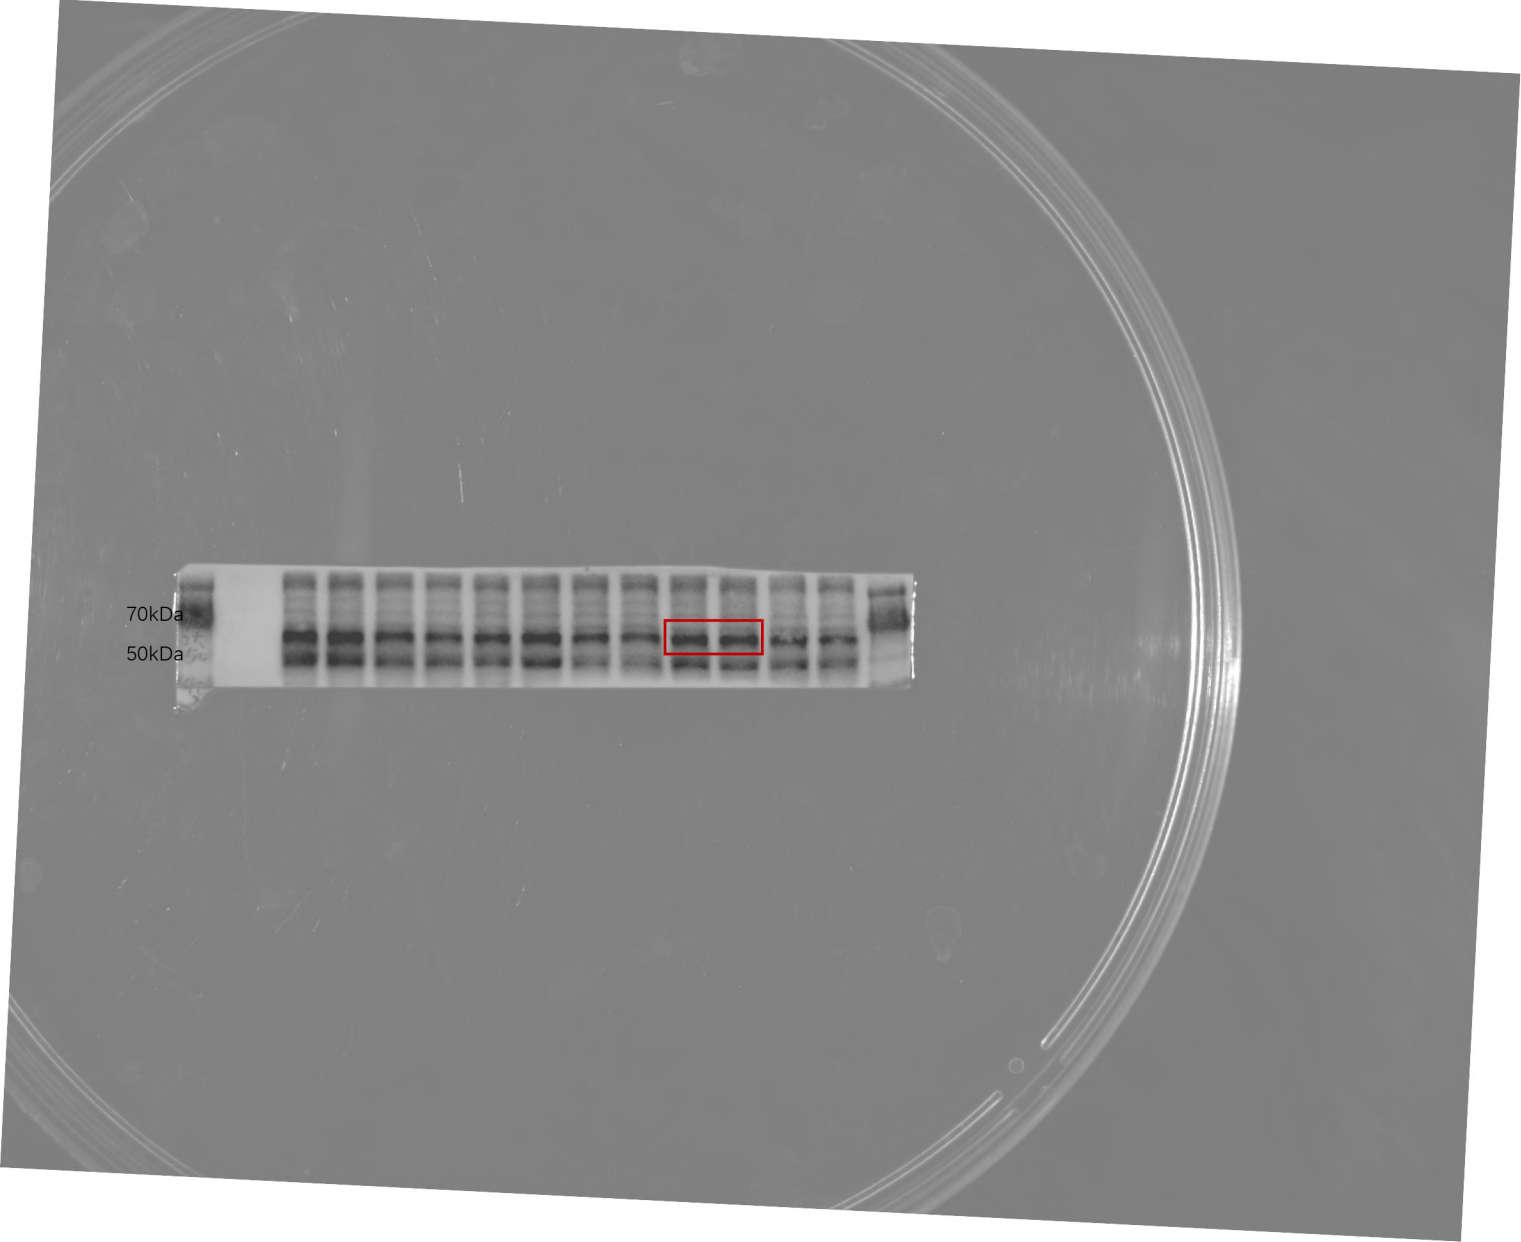

66kDa

Source Fig.5G GAPDH

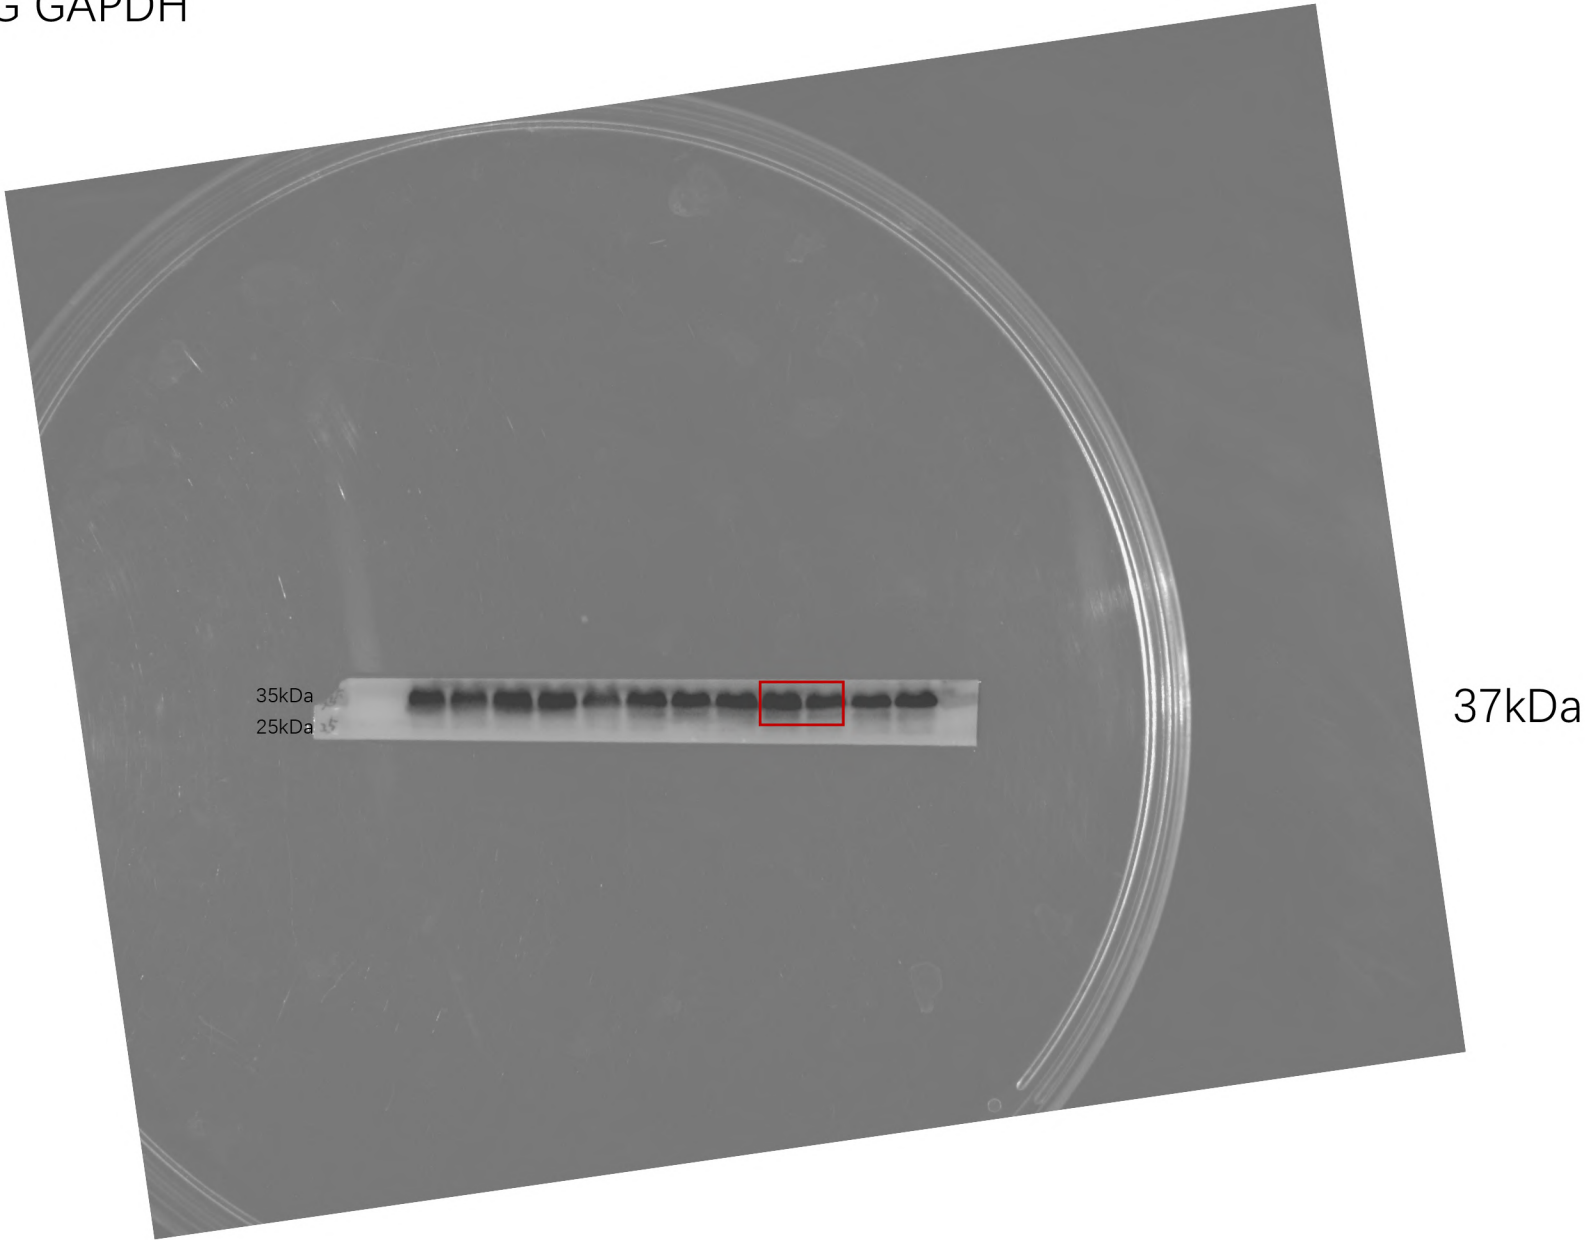

Source Fig.5G 24P3R

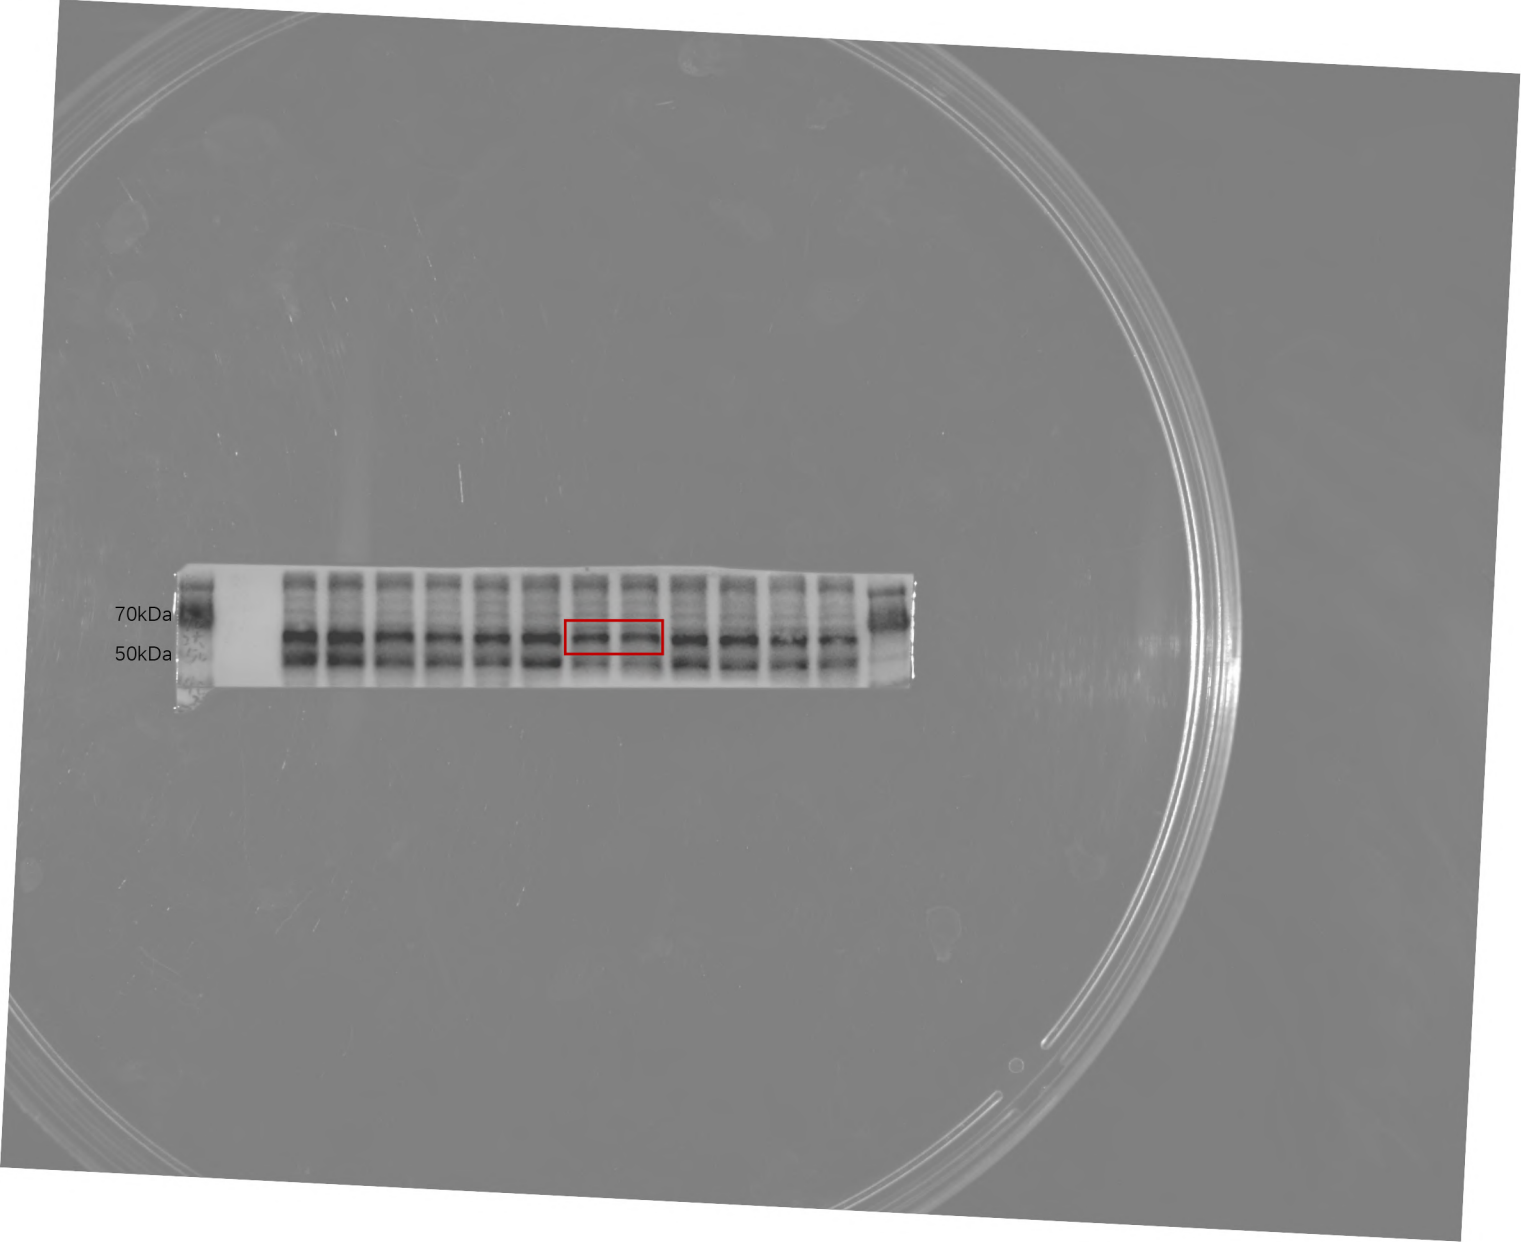

66kDa

Source Fig.5G GAPDH

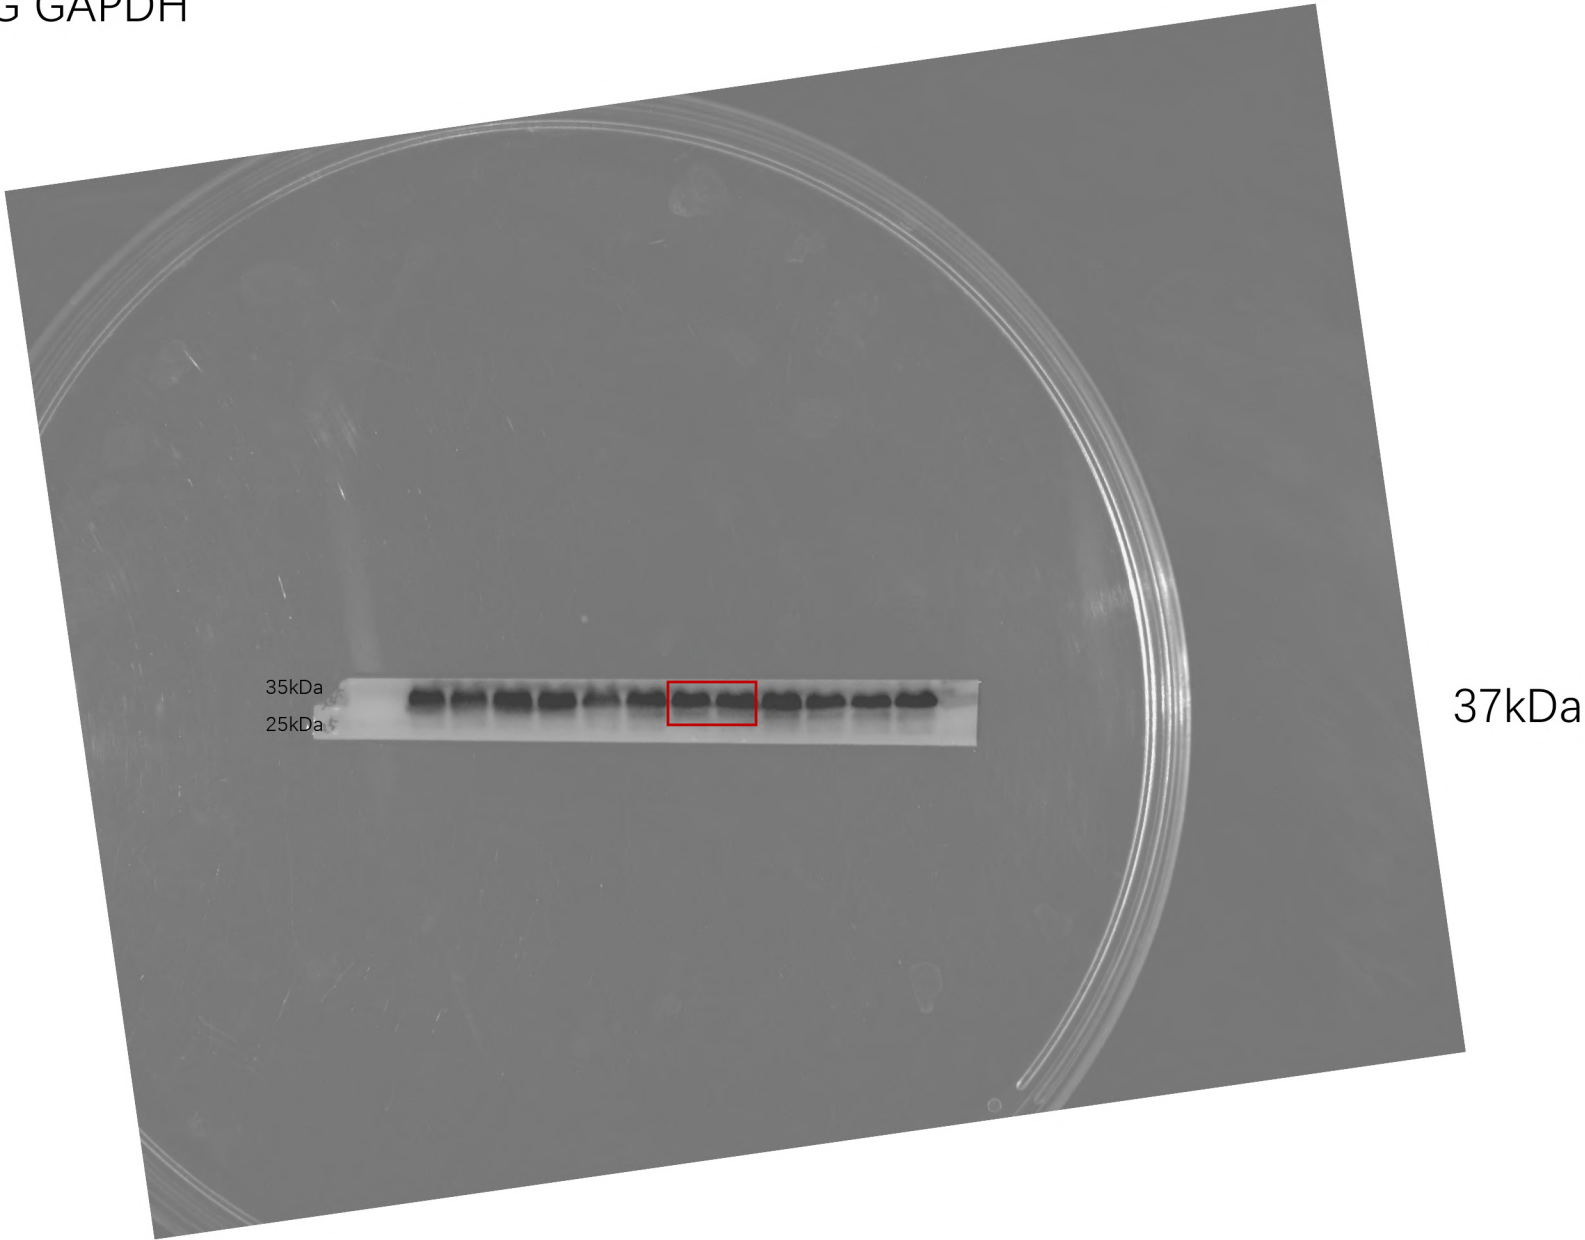

Source Fig.5H MMP9

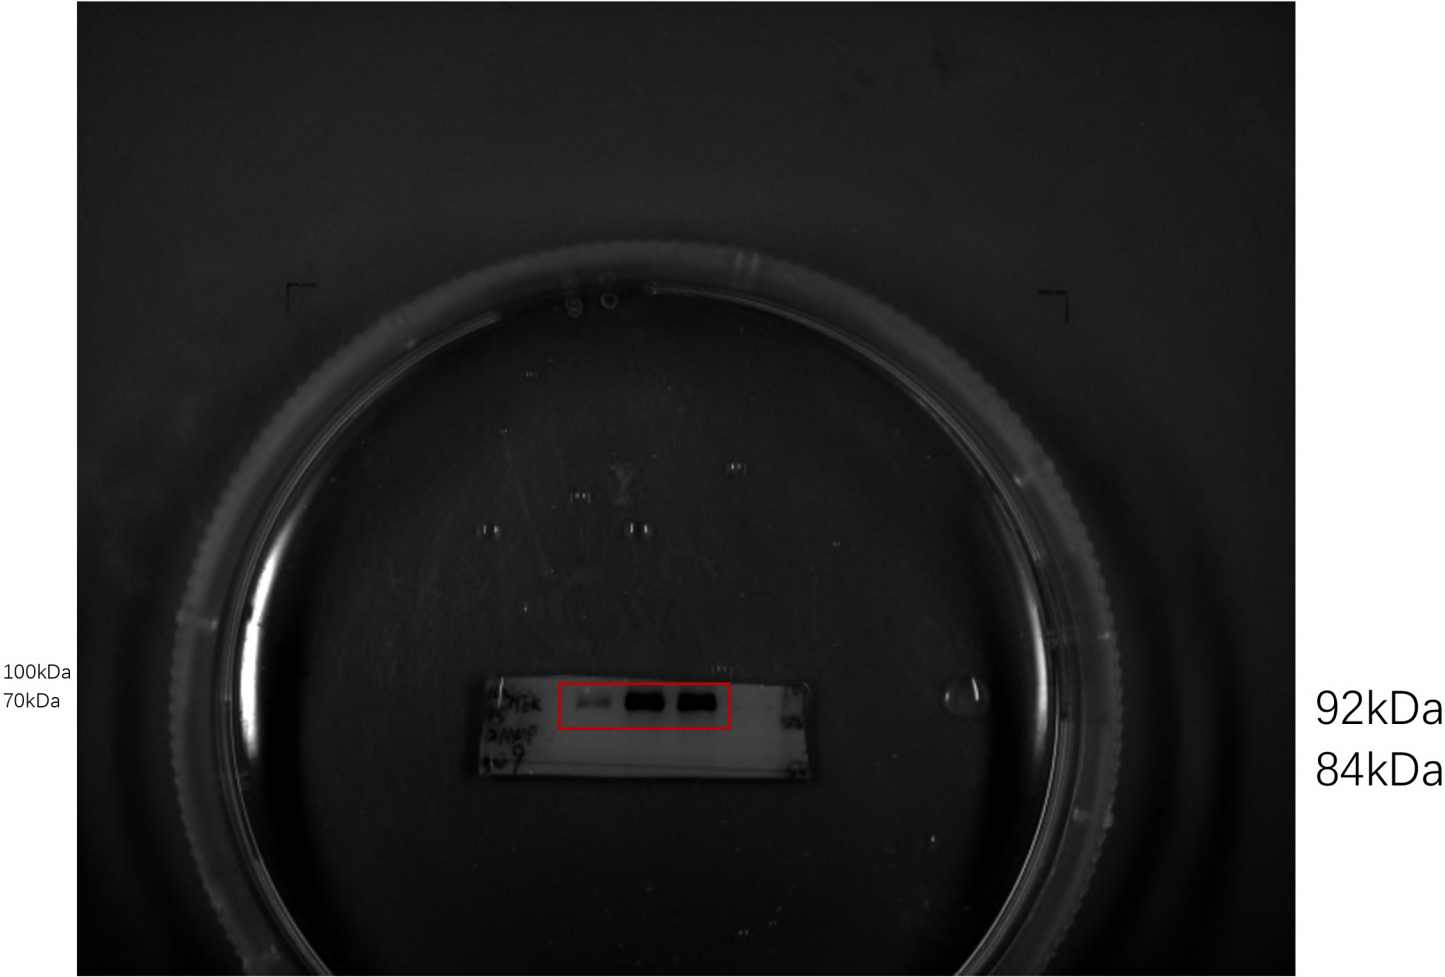

Source Fig.5H B-Actin

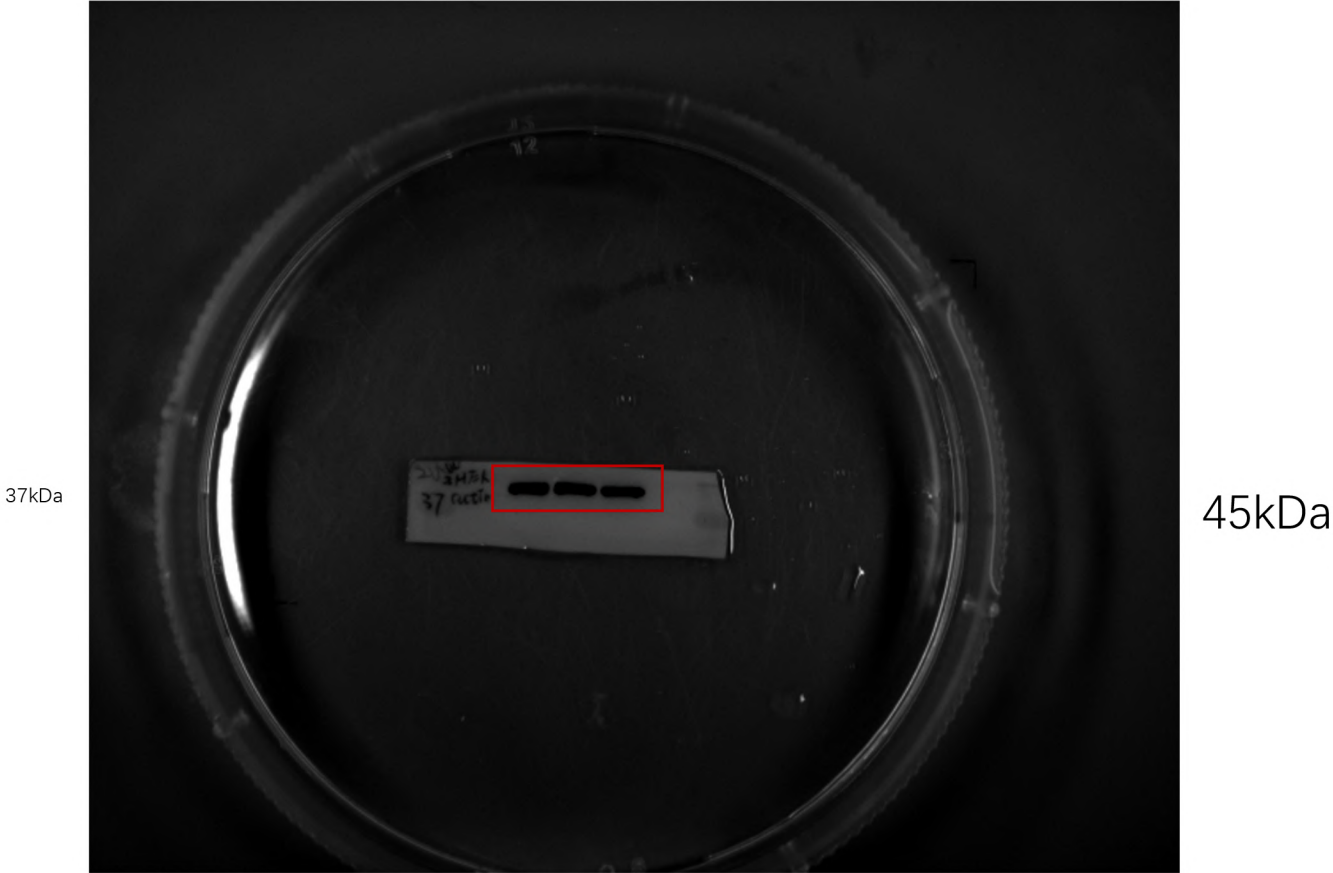

Source Fig.5H TRAF2

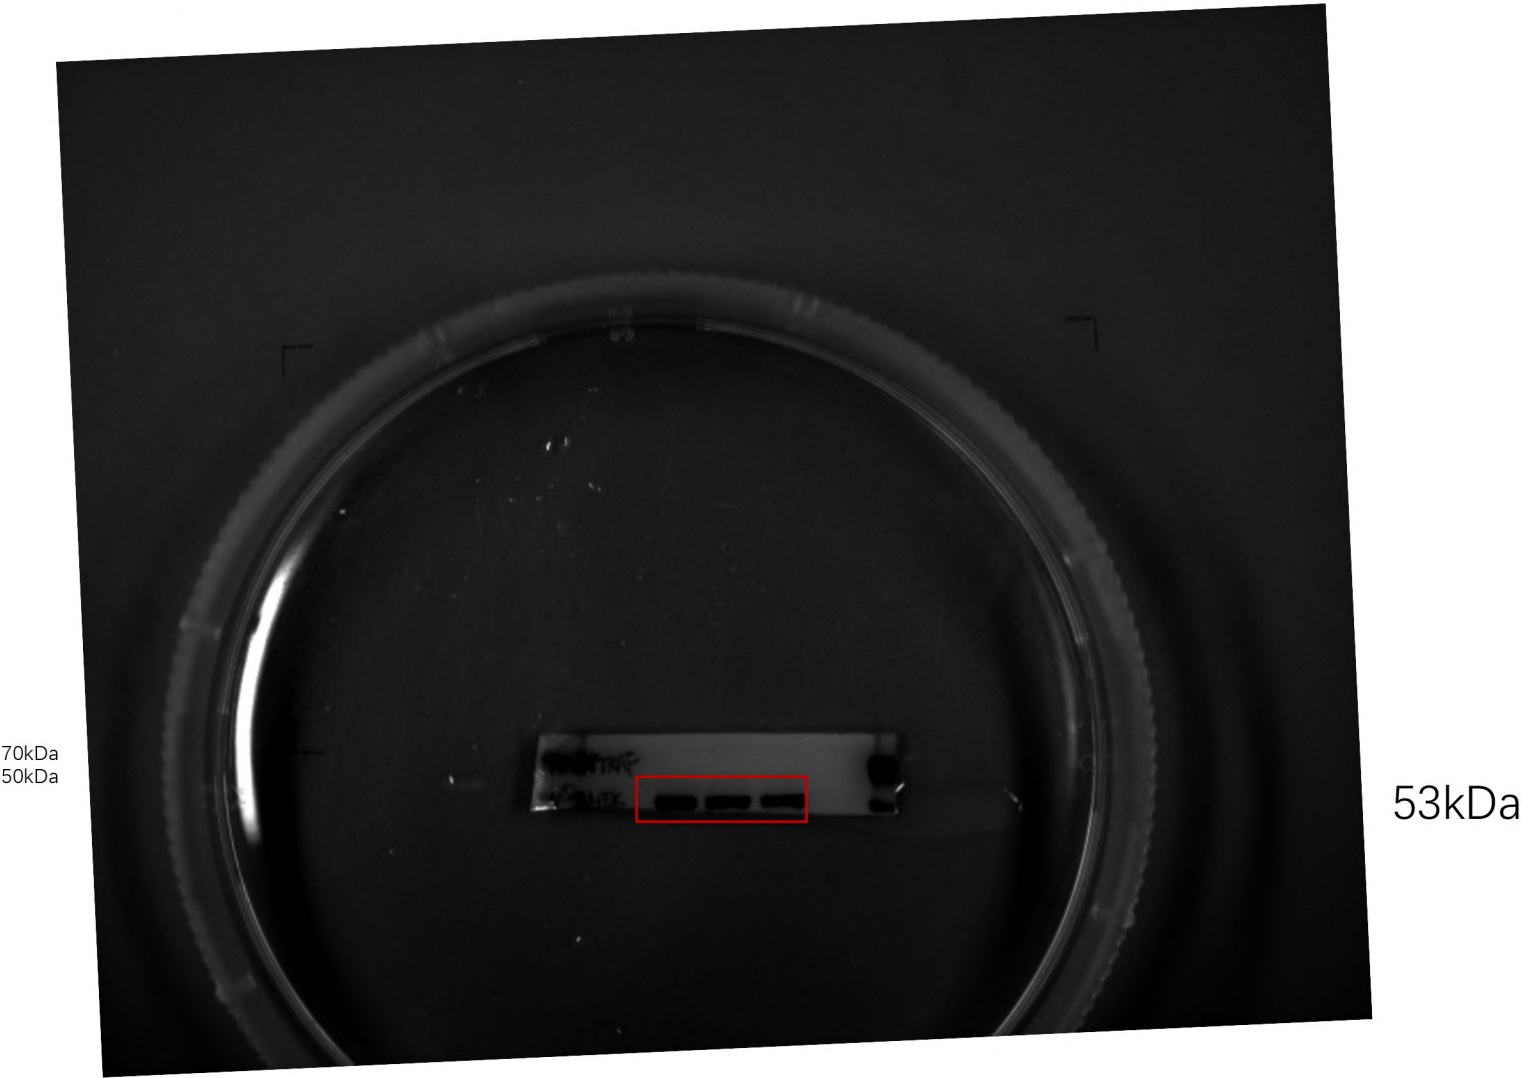

Source Fig.5H B-Actin

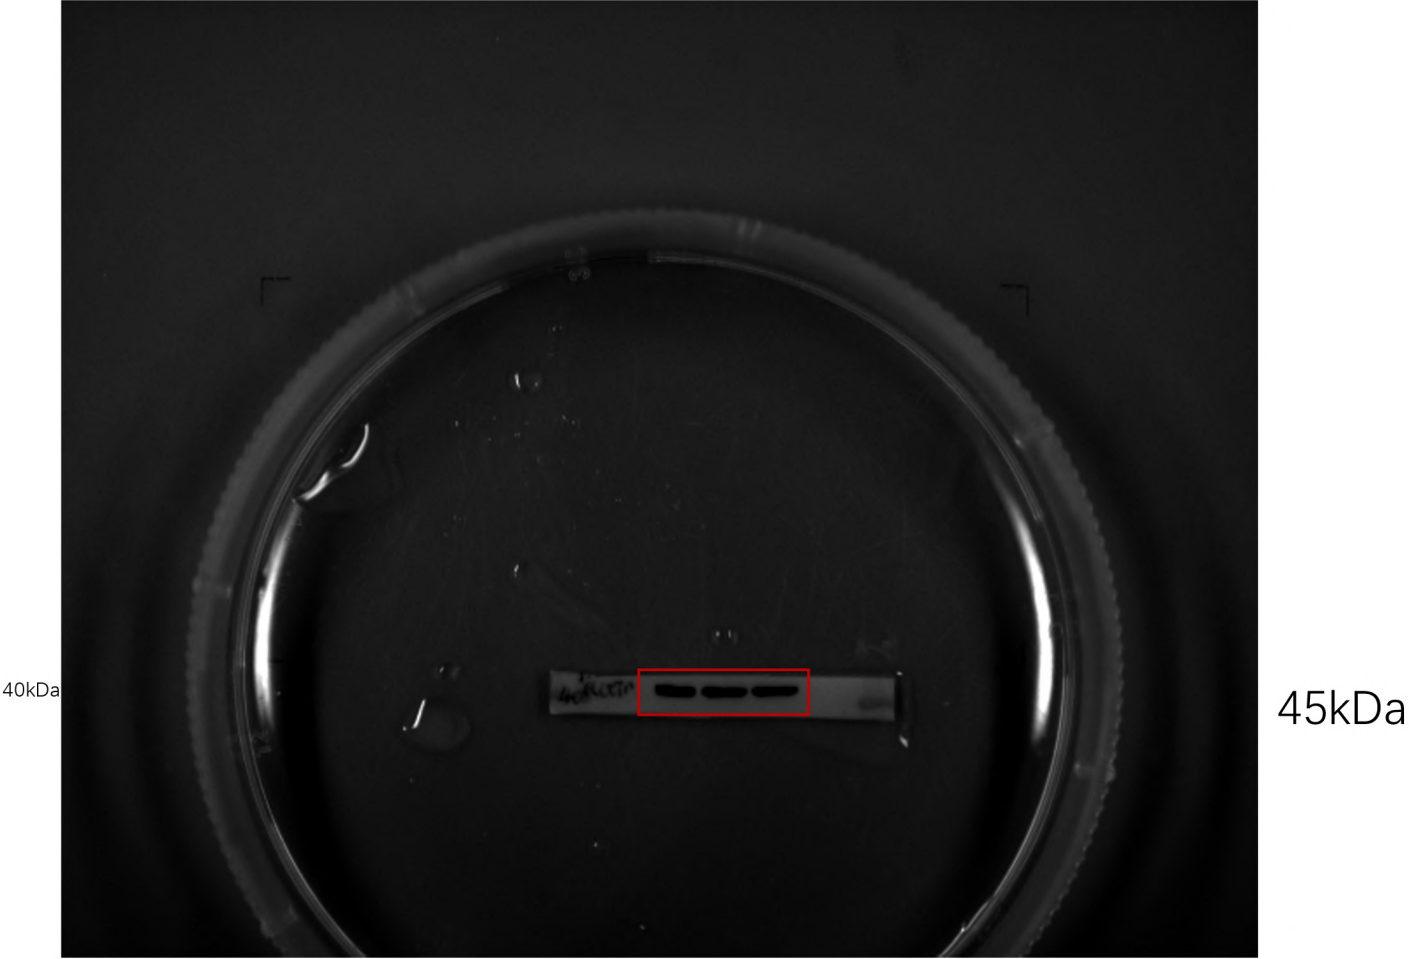

Source Fig.6C p-ERK1/2

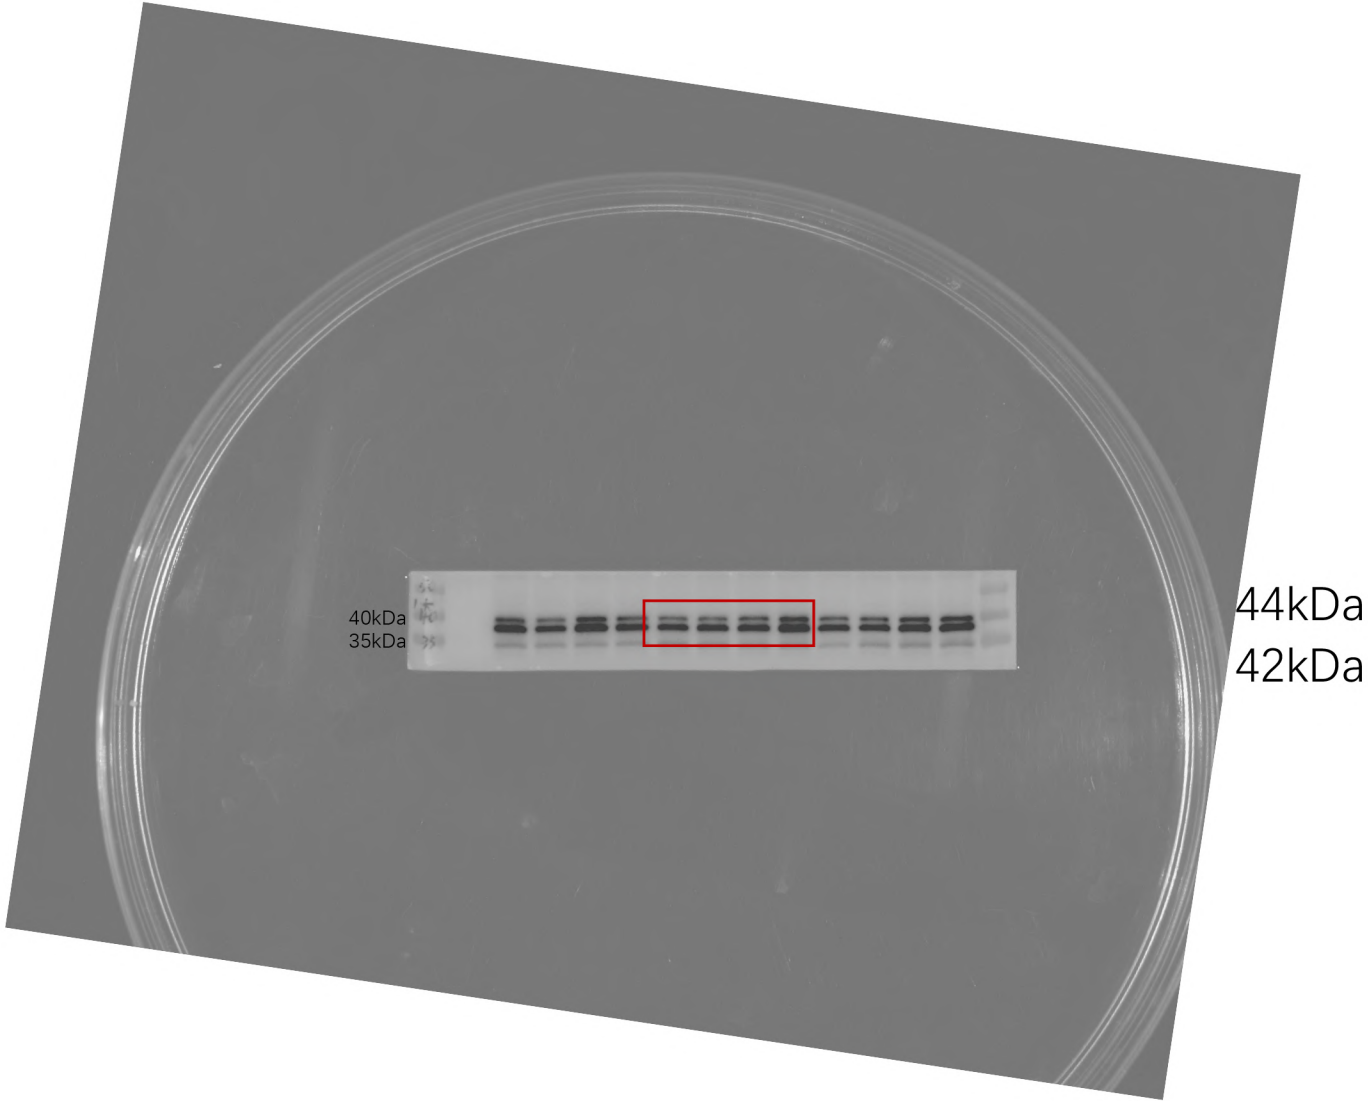

Source Fig.6C GAPDH

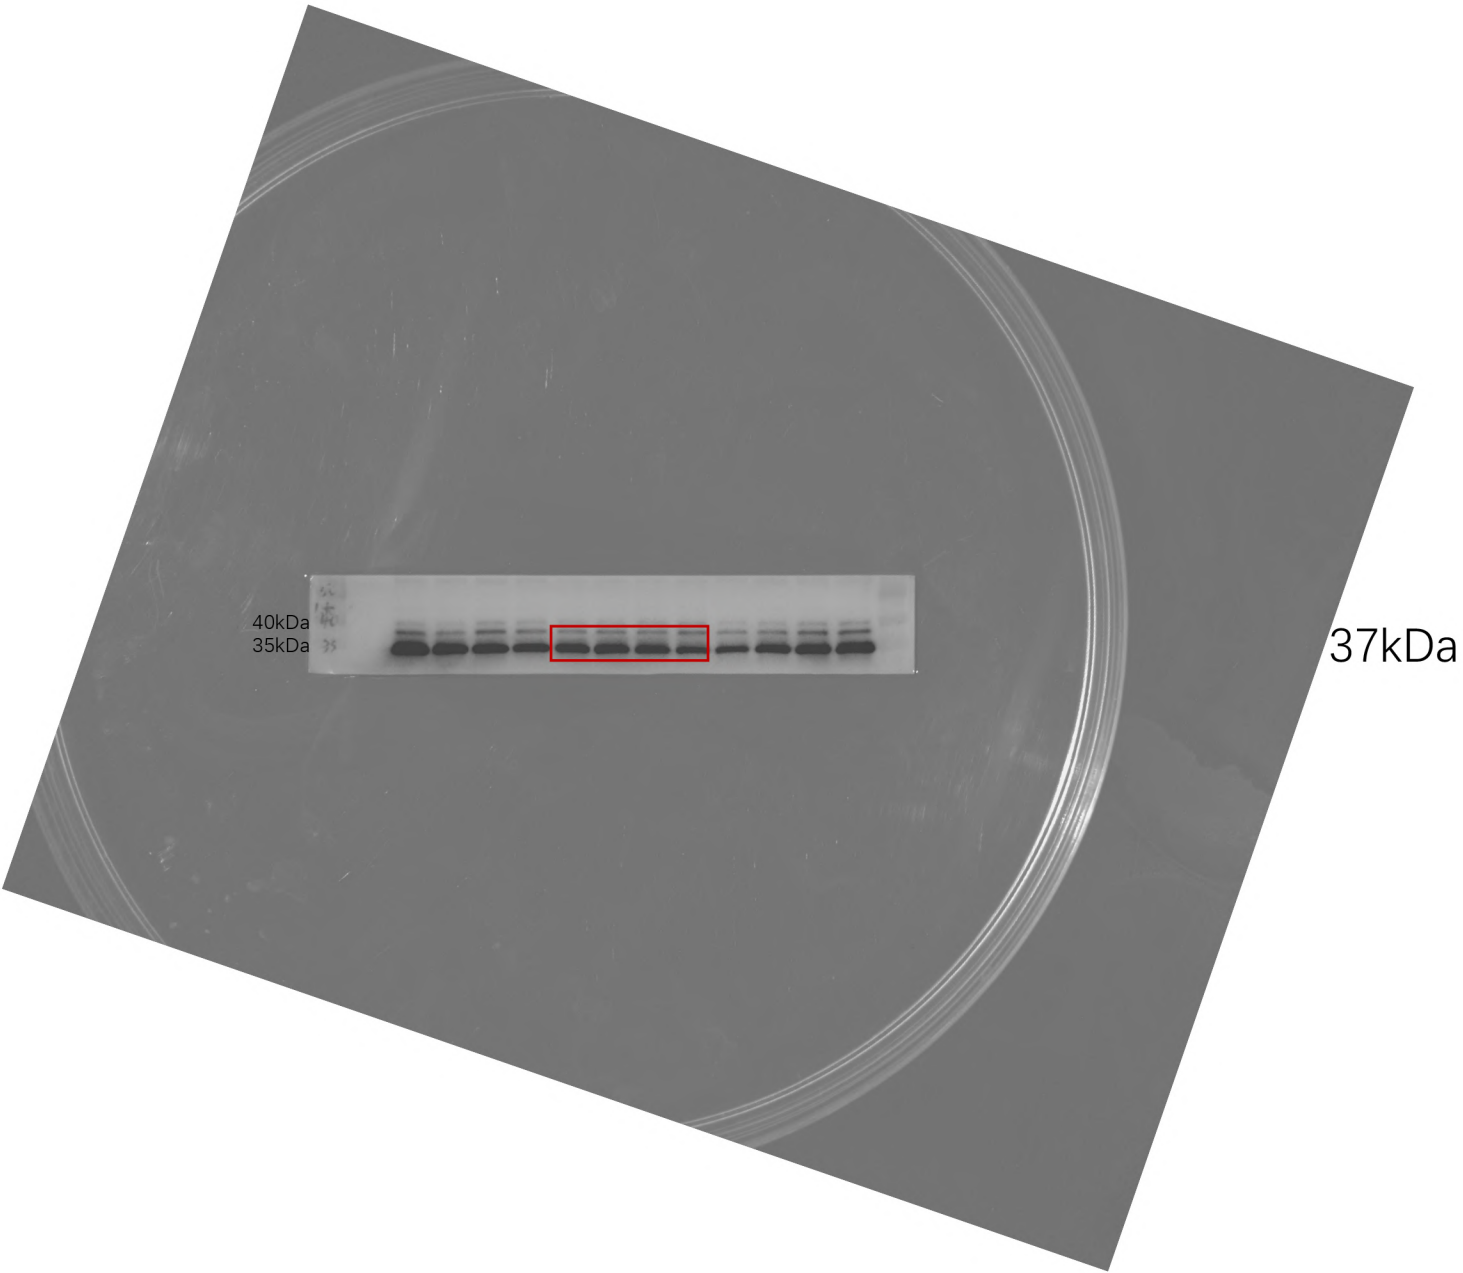

Source Fig.6C ERK1/2

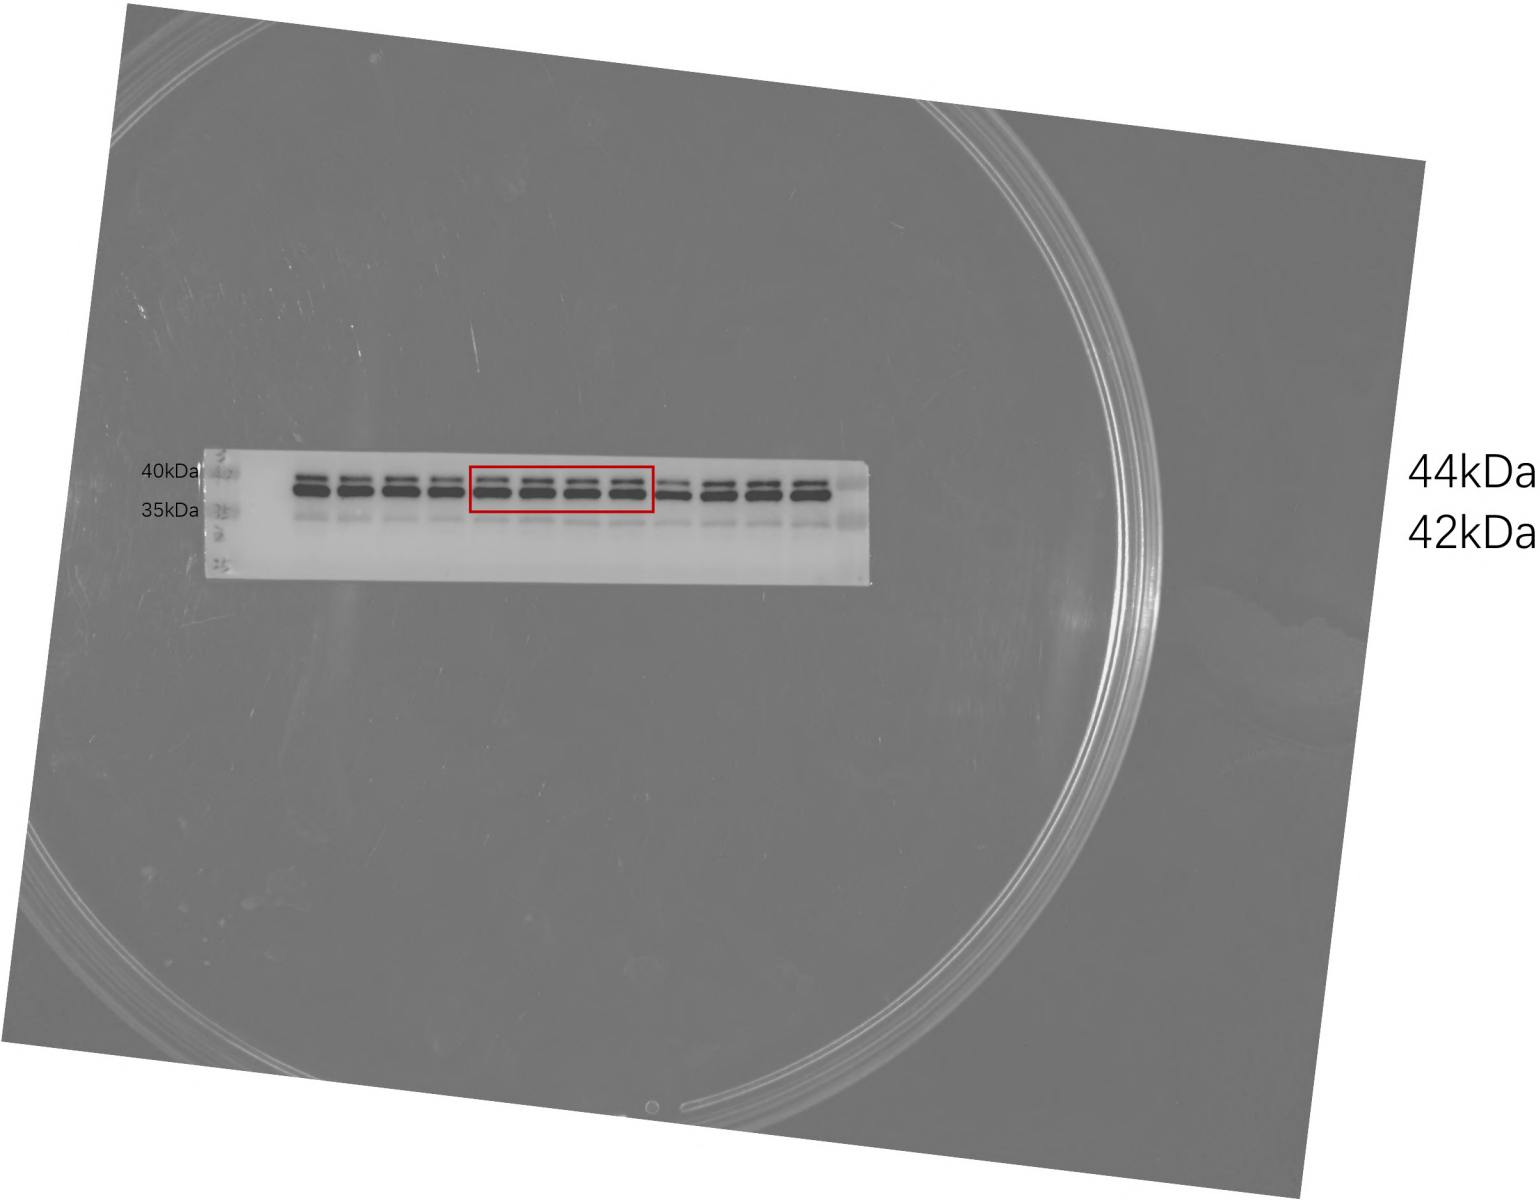

Source Fig.6C GAPDH

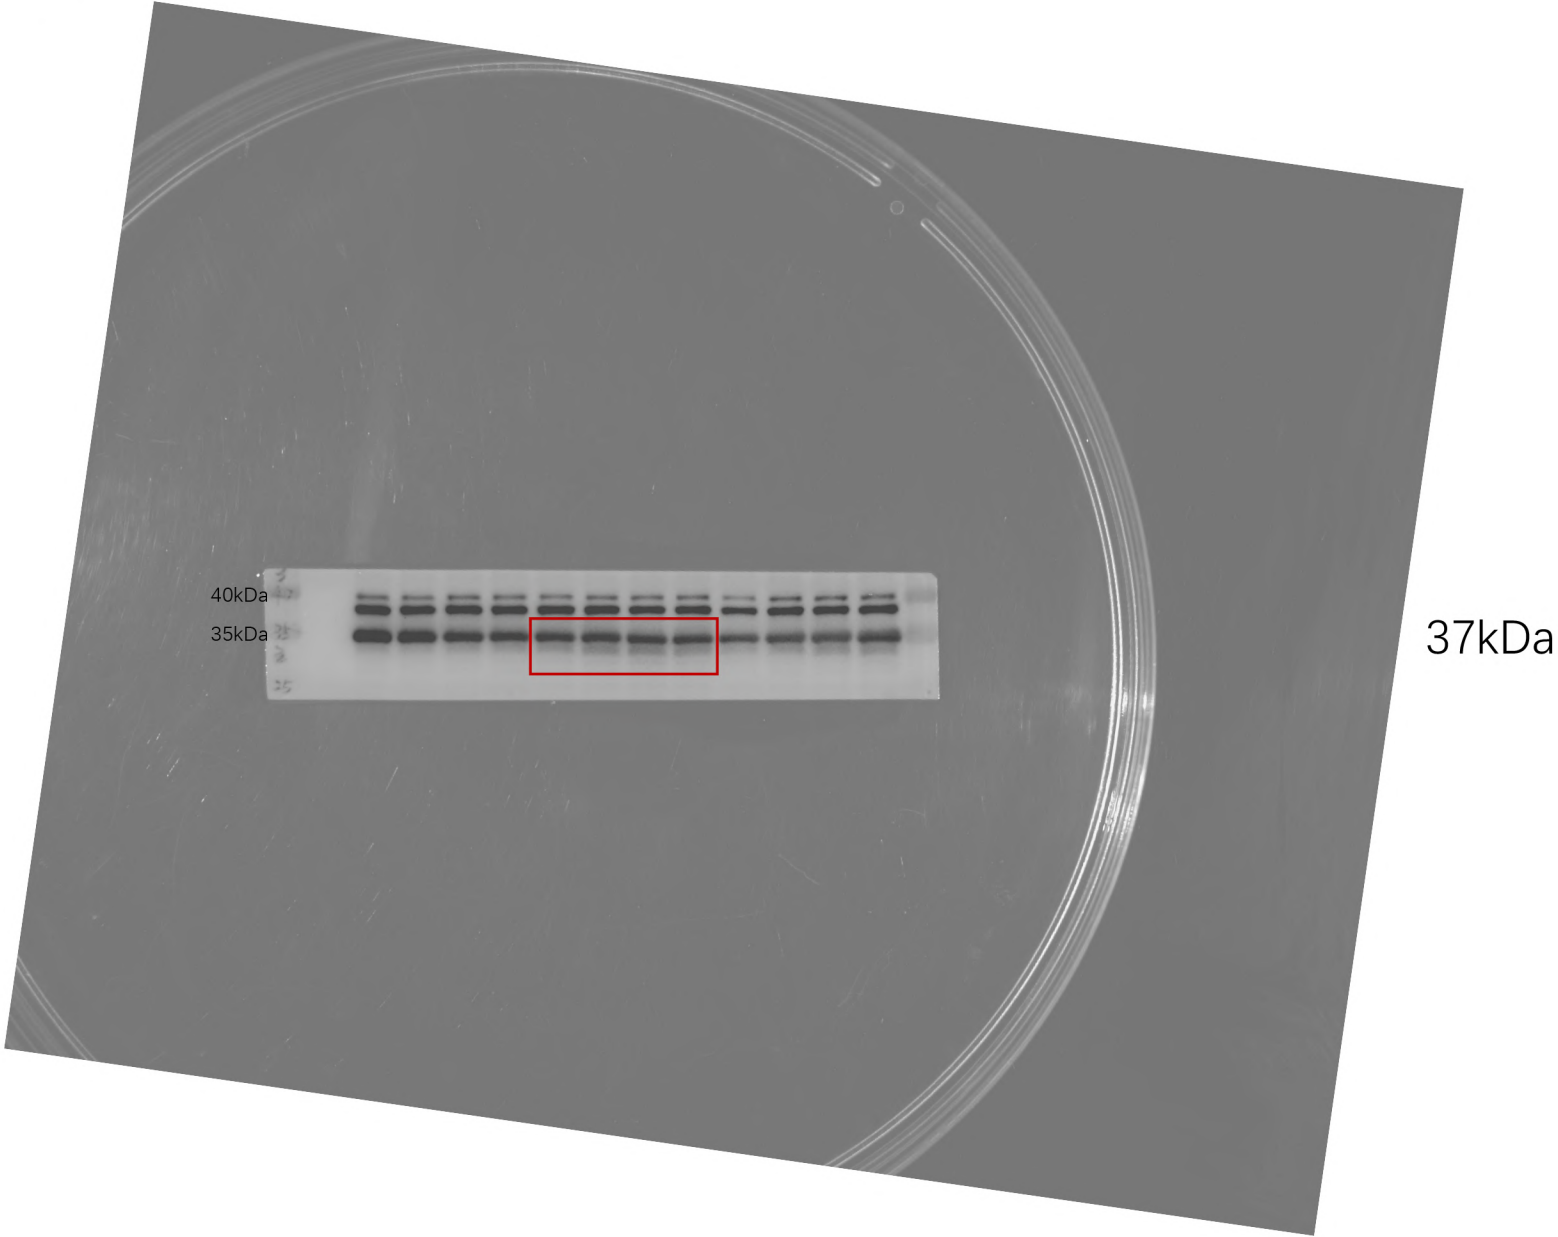

Source Fig.6C p-JNK

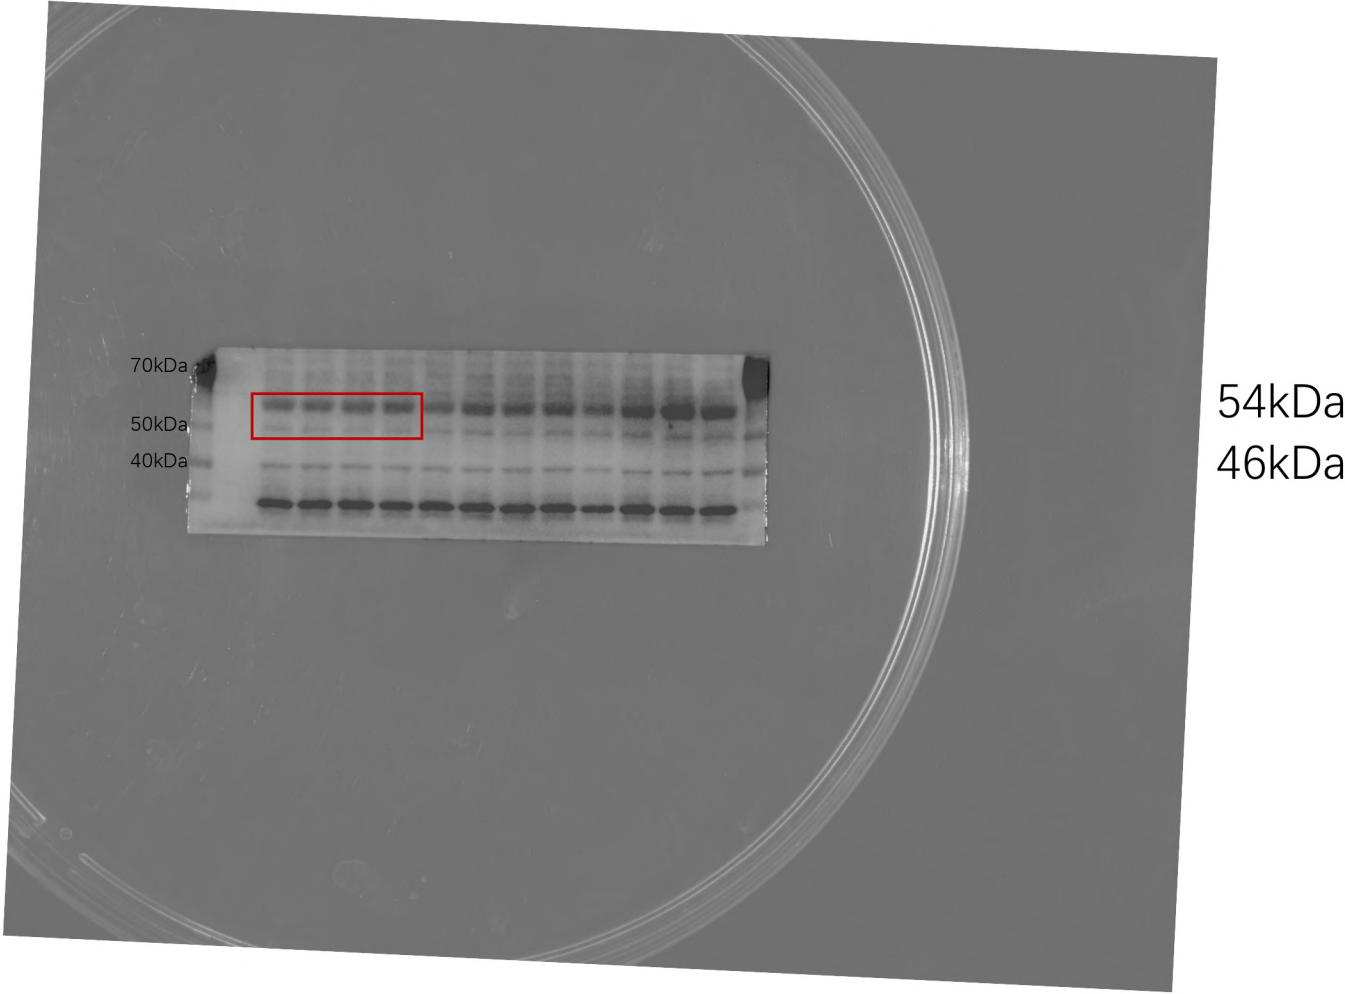

Source Fig.6C GAPDH

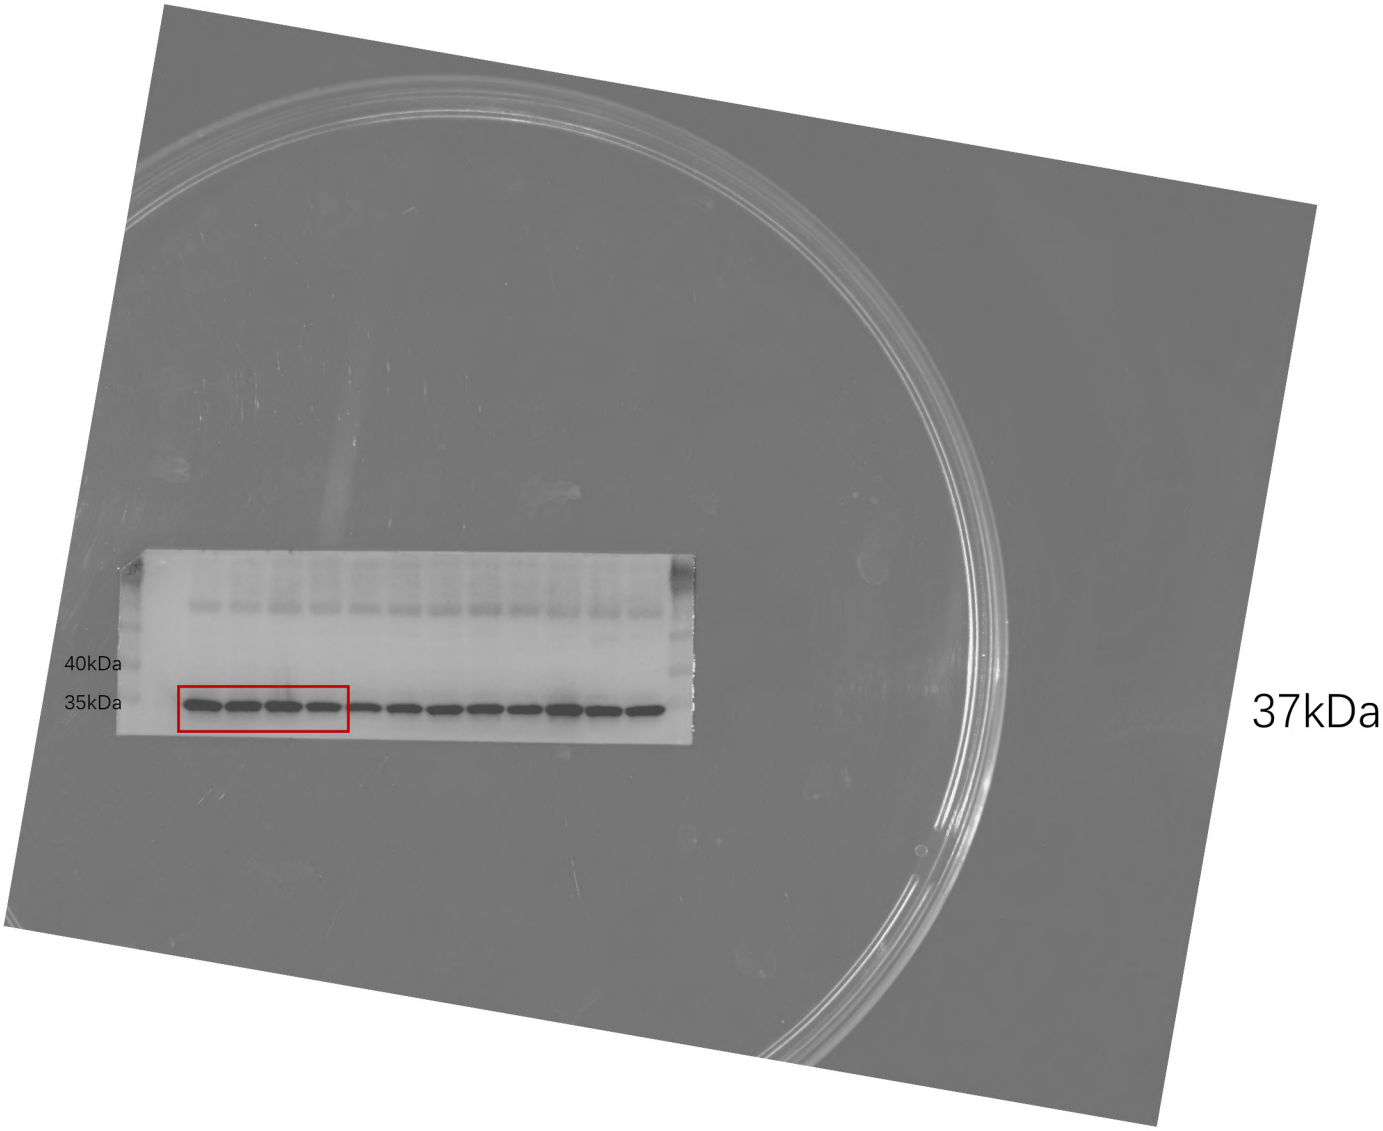

Source Fig.6C JNK

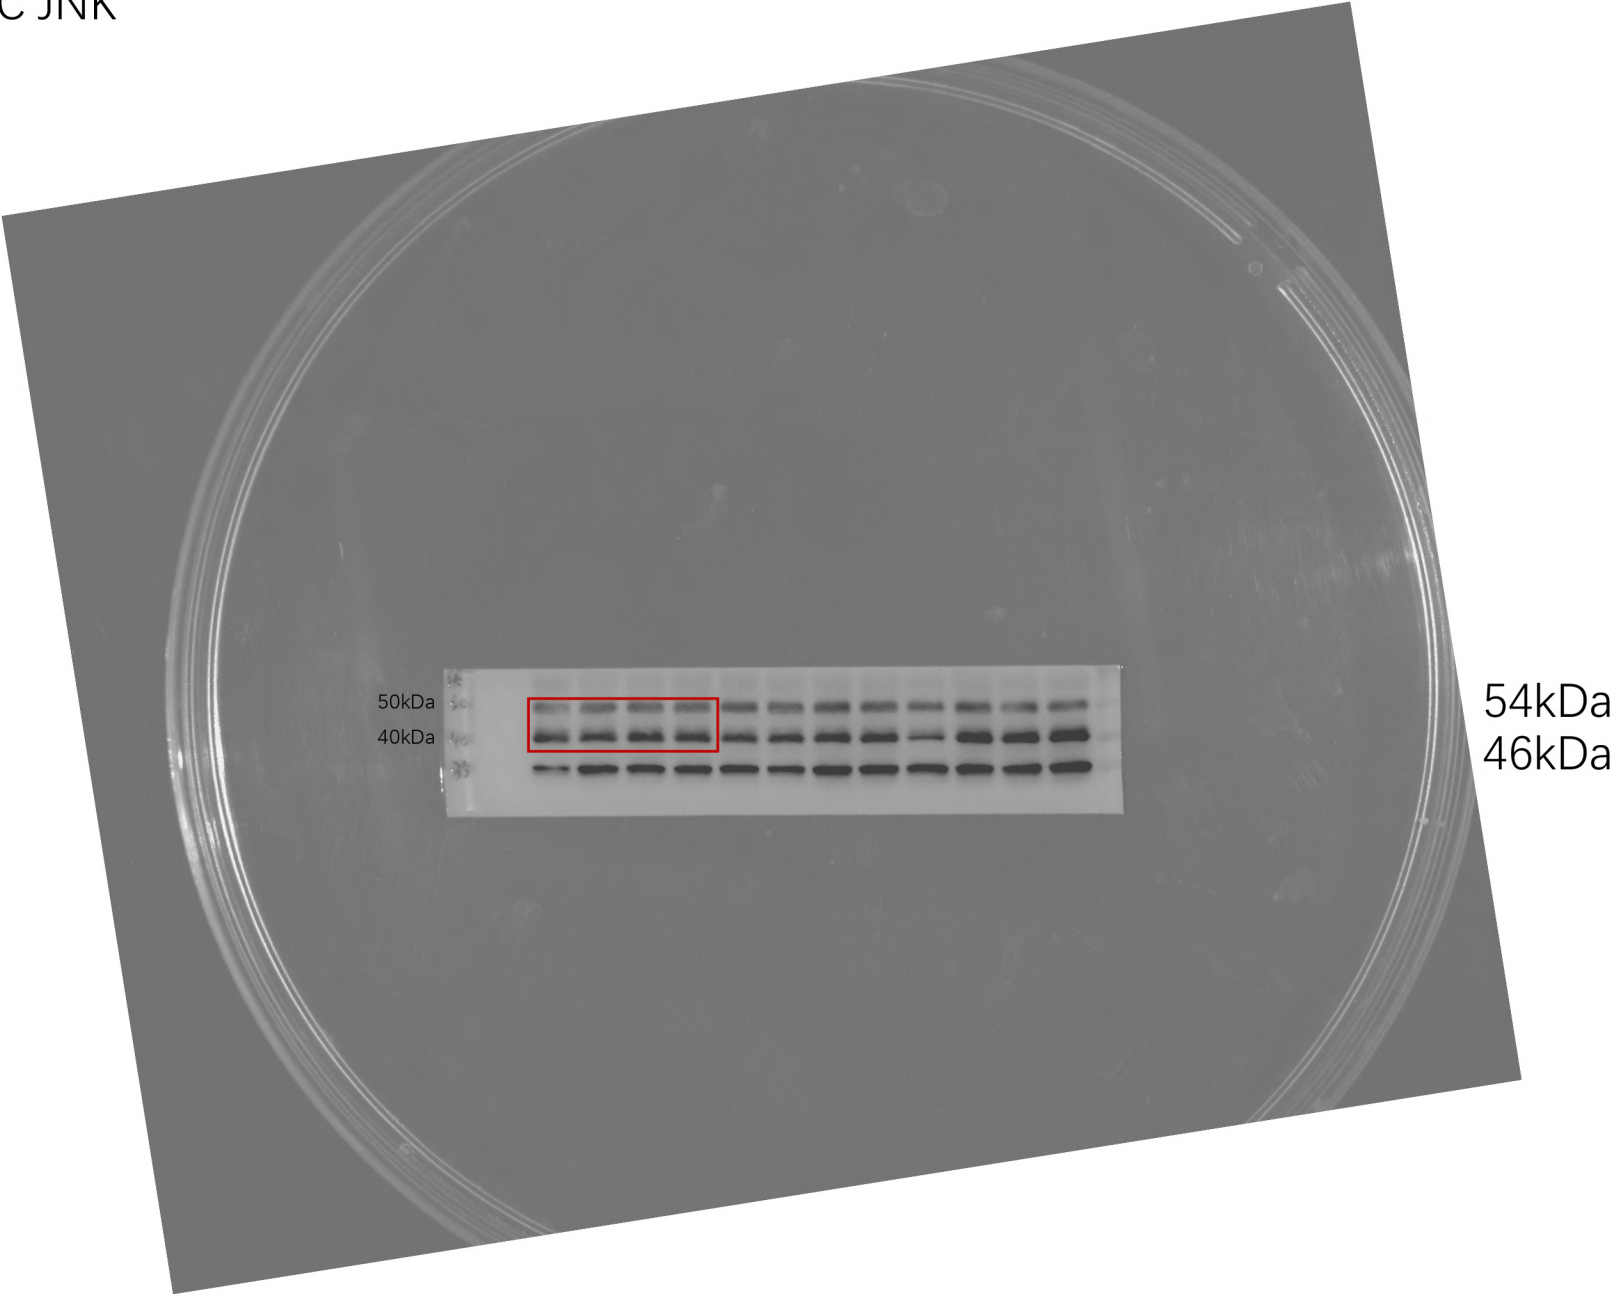

Source Fig.6C GAPDH

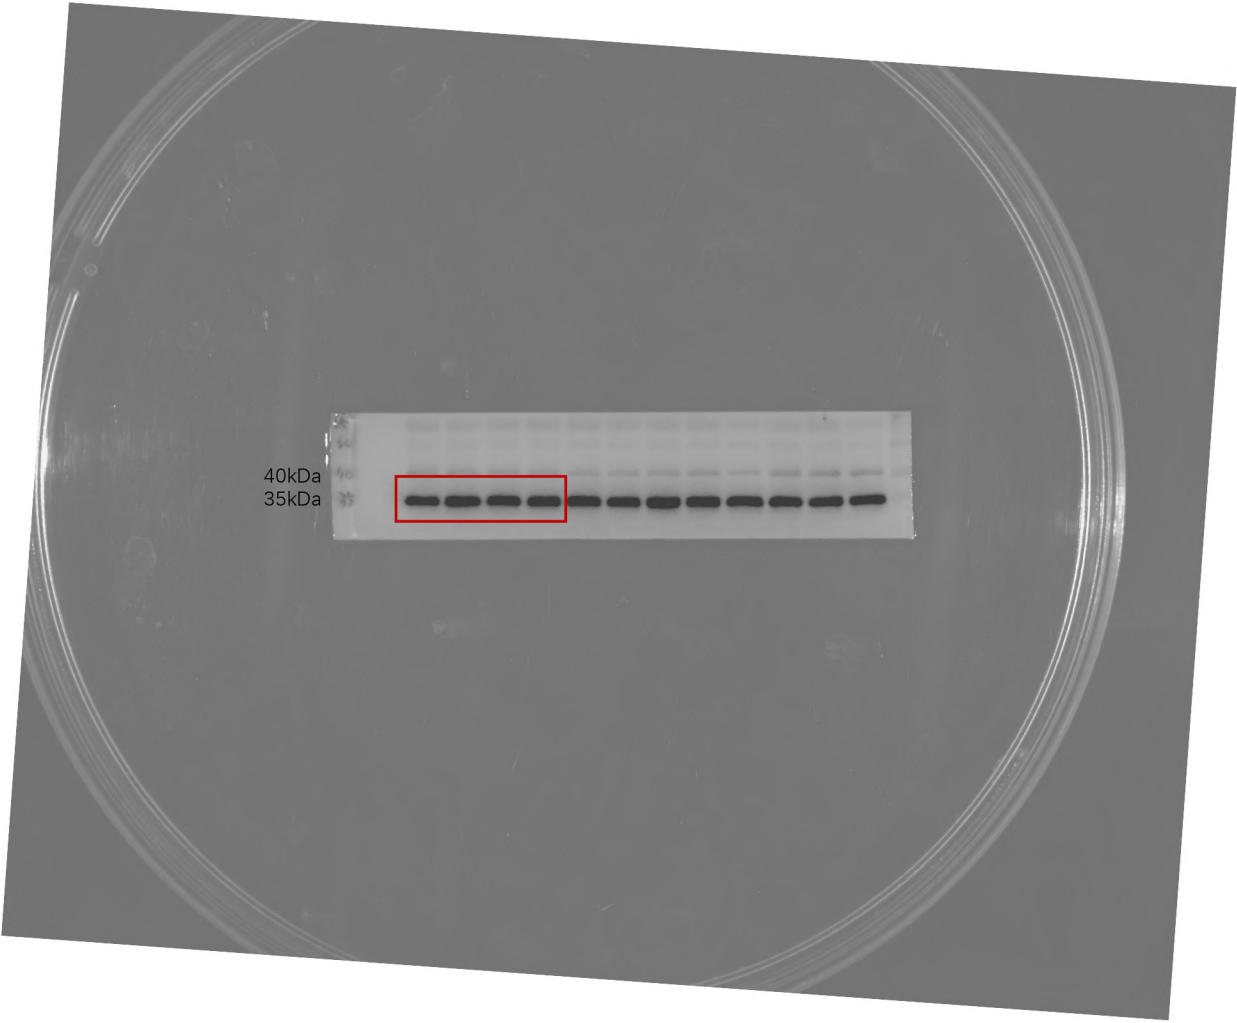

Source Fig.6C p-p38

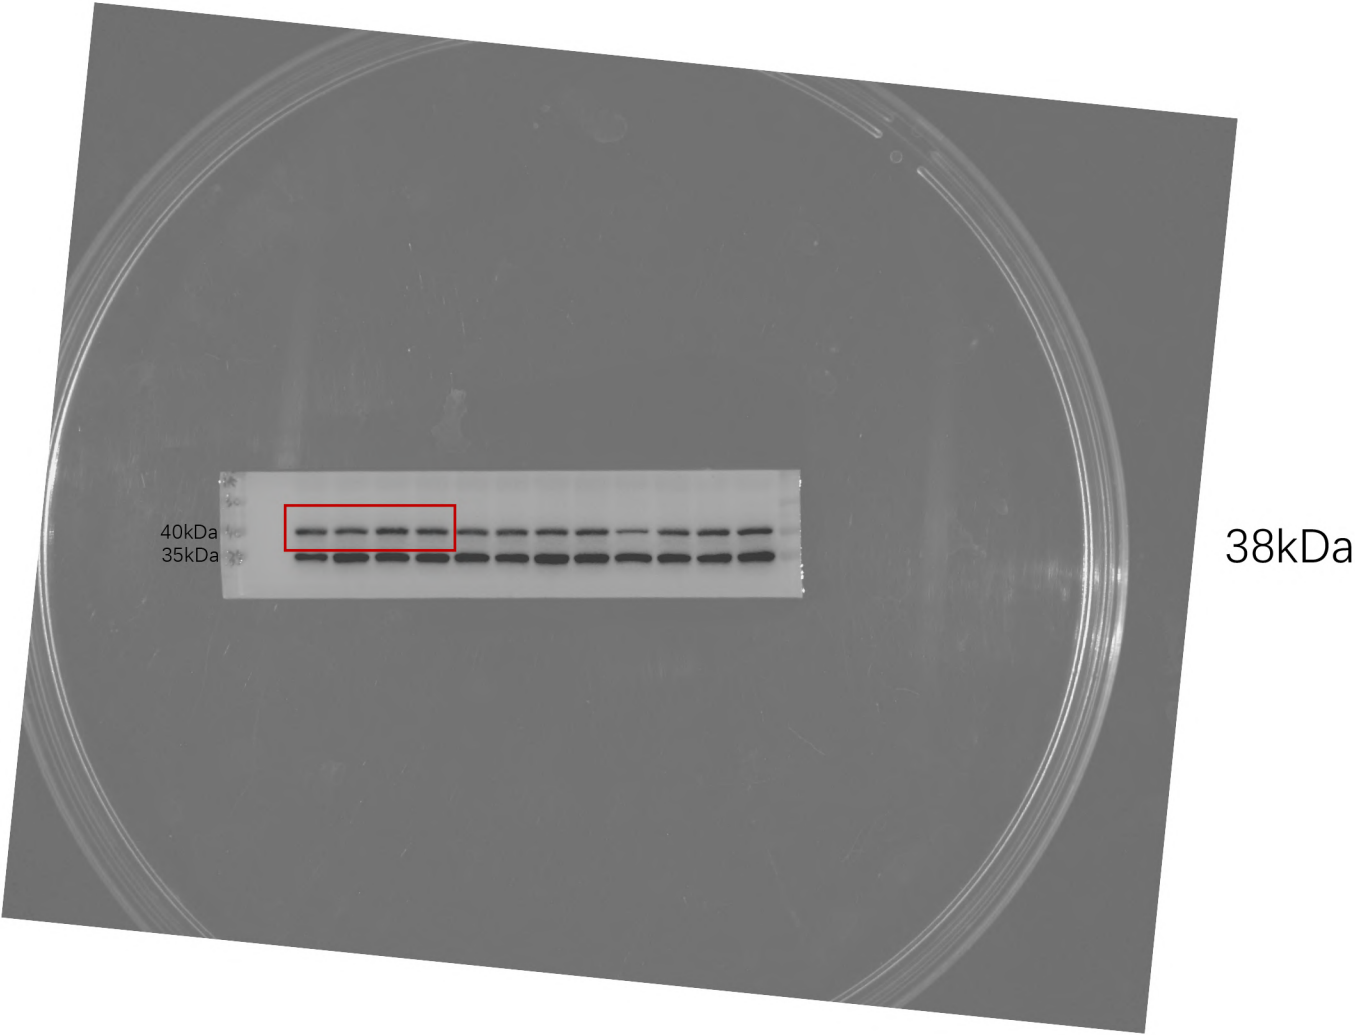

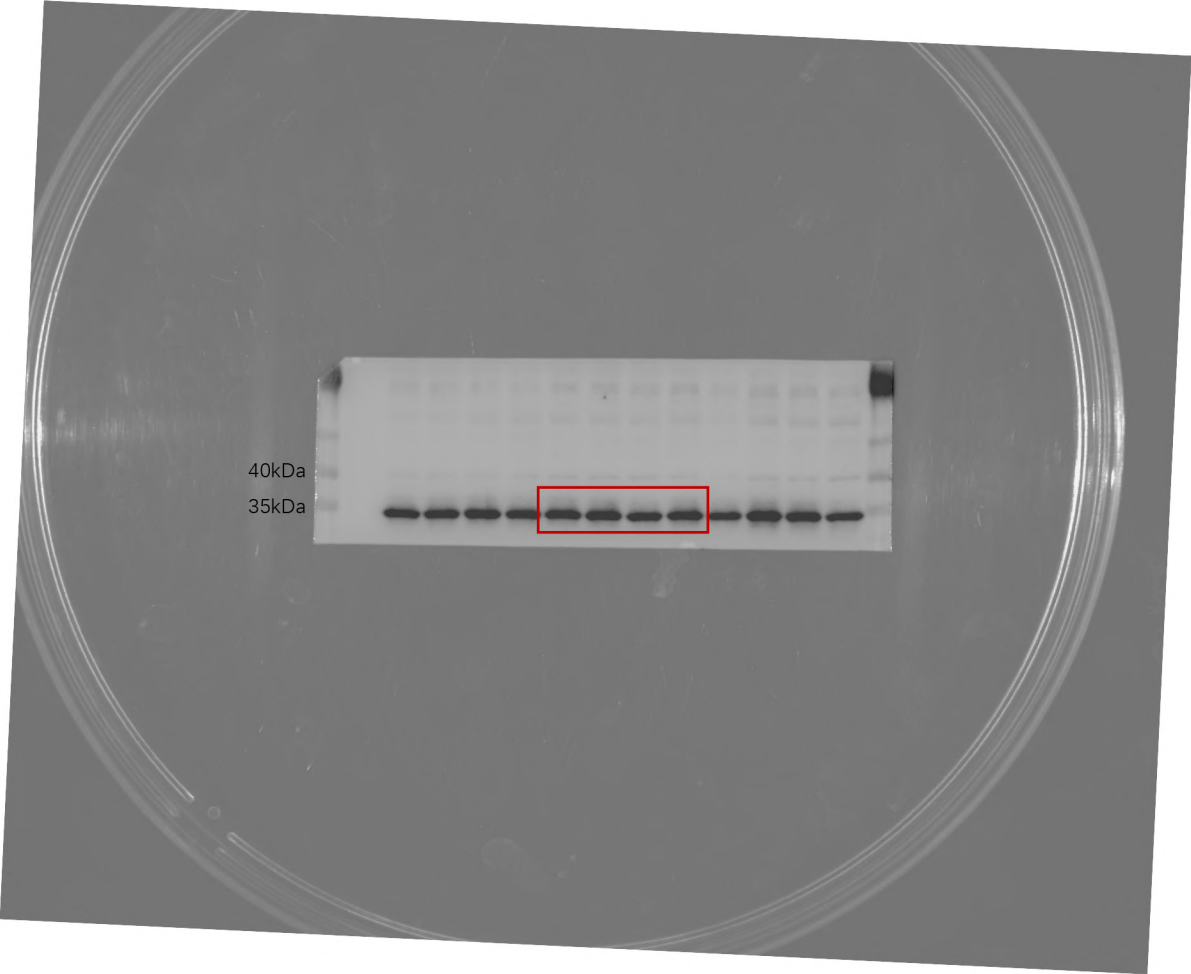

38kDa

Source Fig.6C p-TRAF2

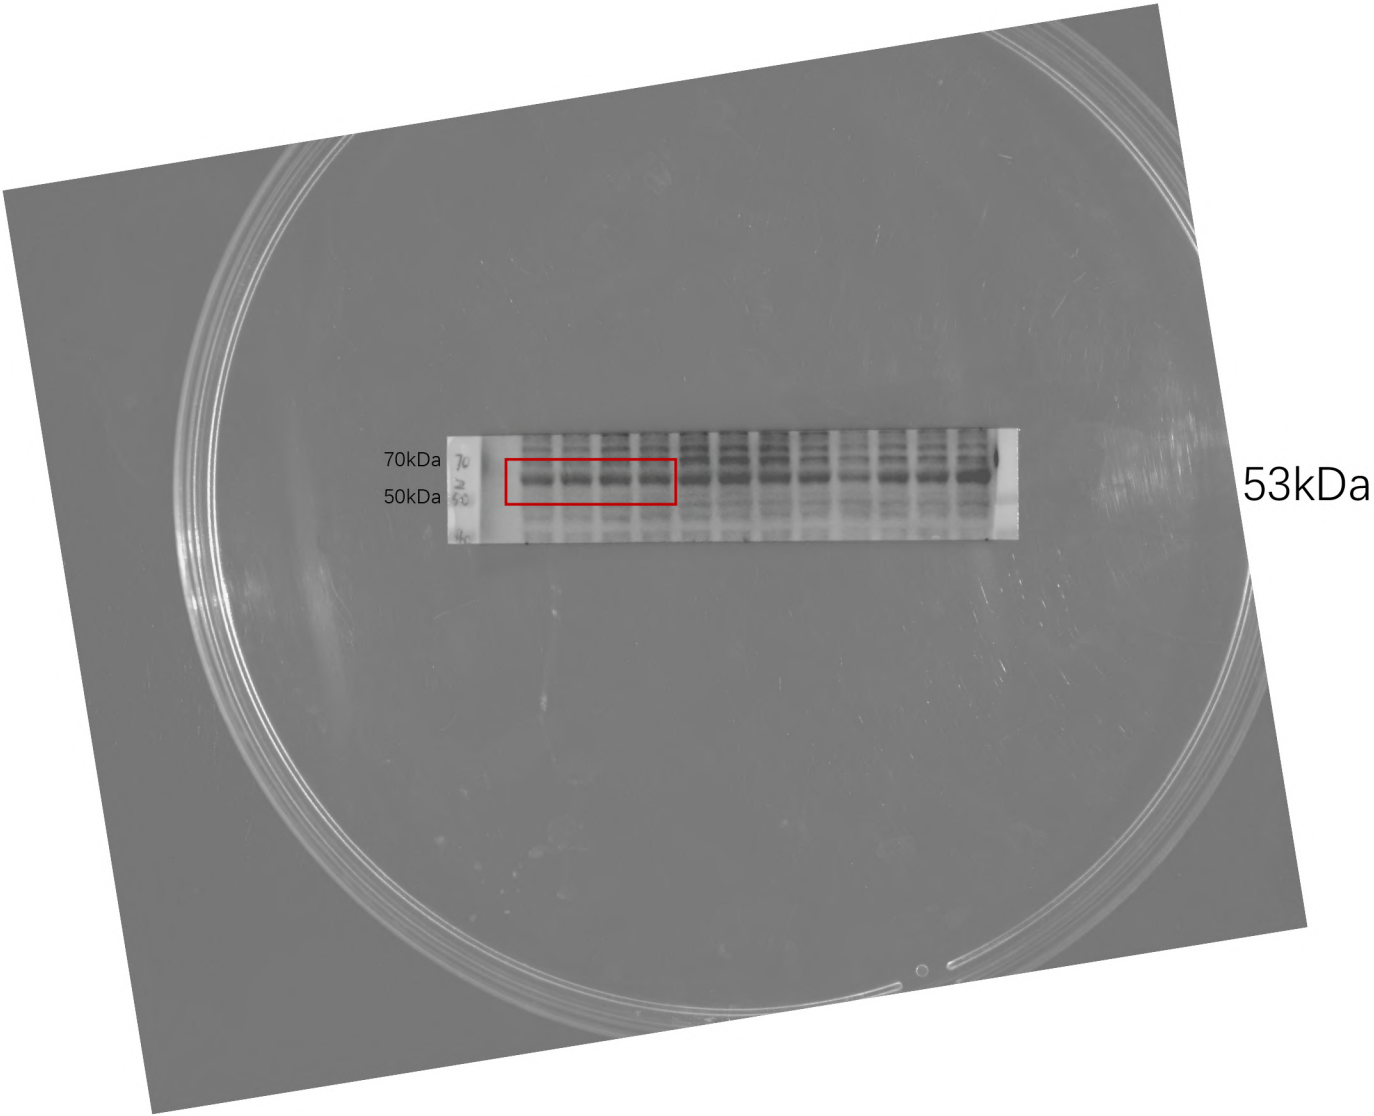

Source Fig.6C GAPDH

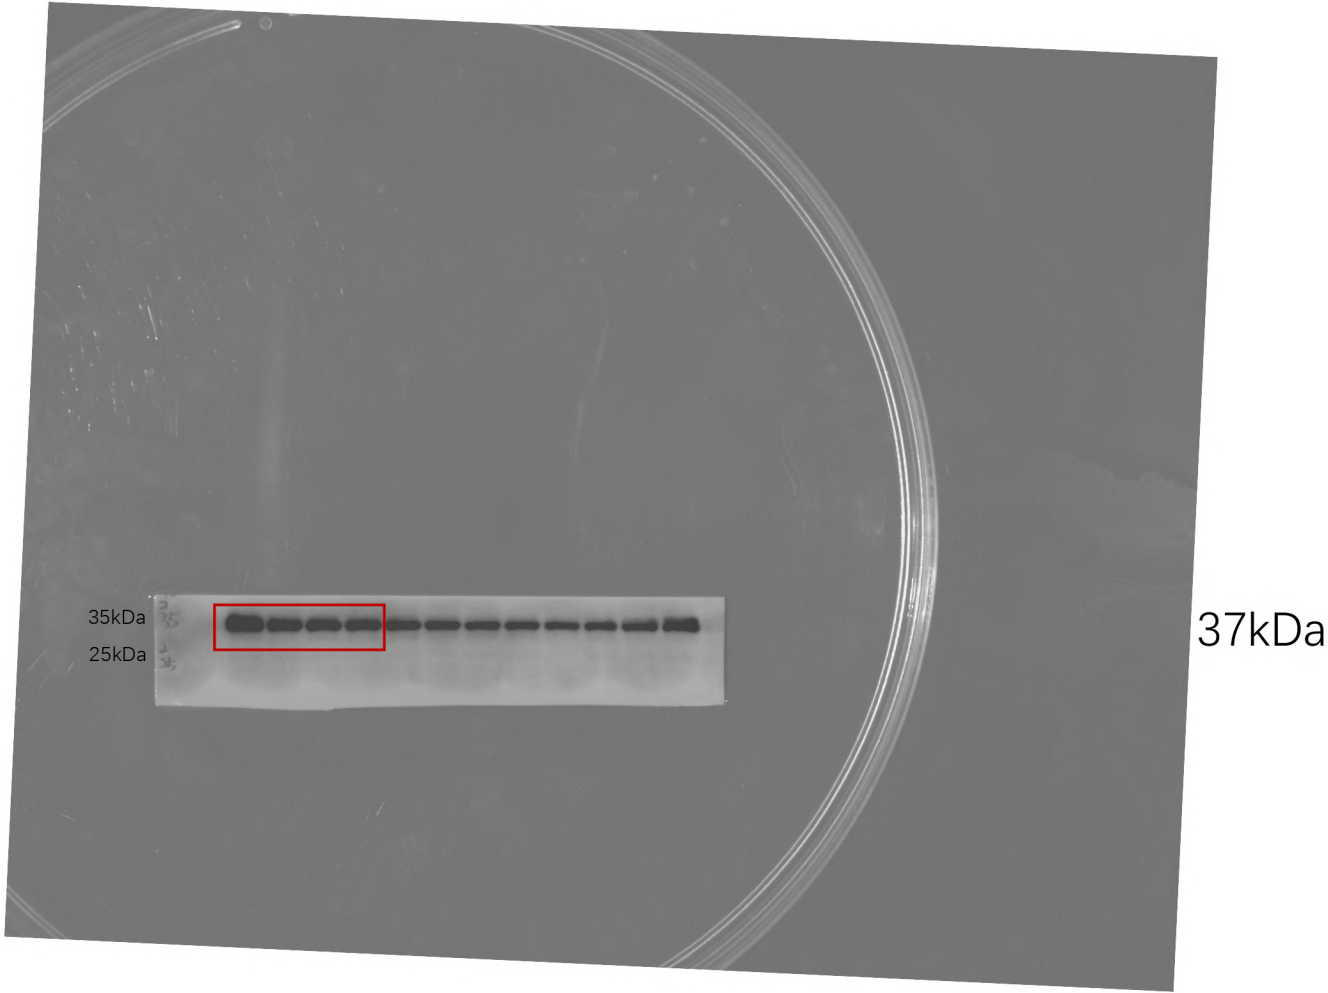

Source Fig.6C TRAF2

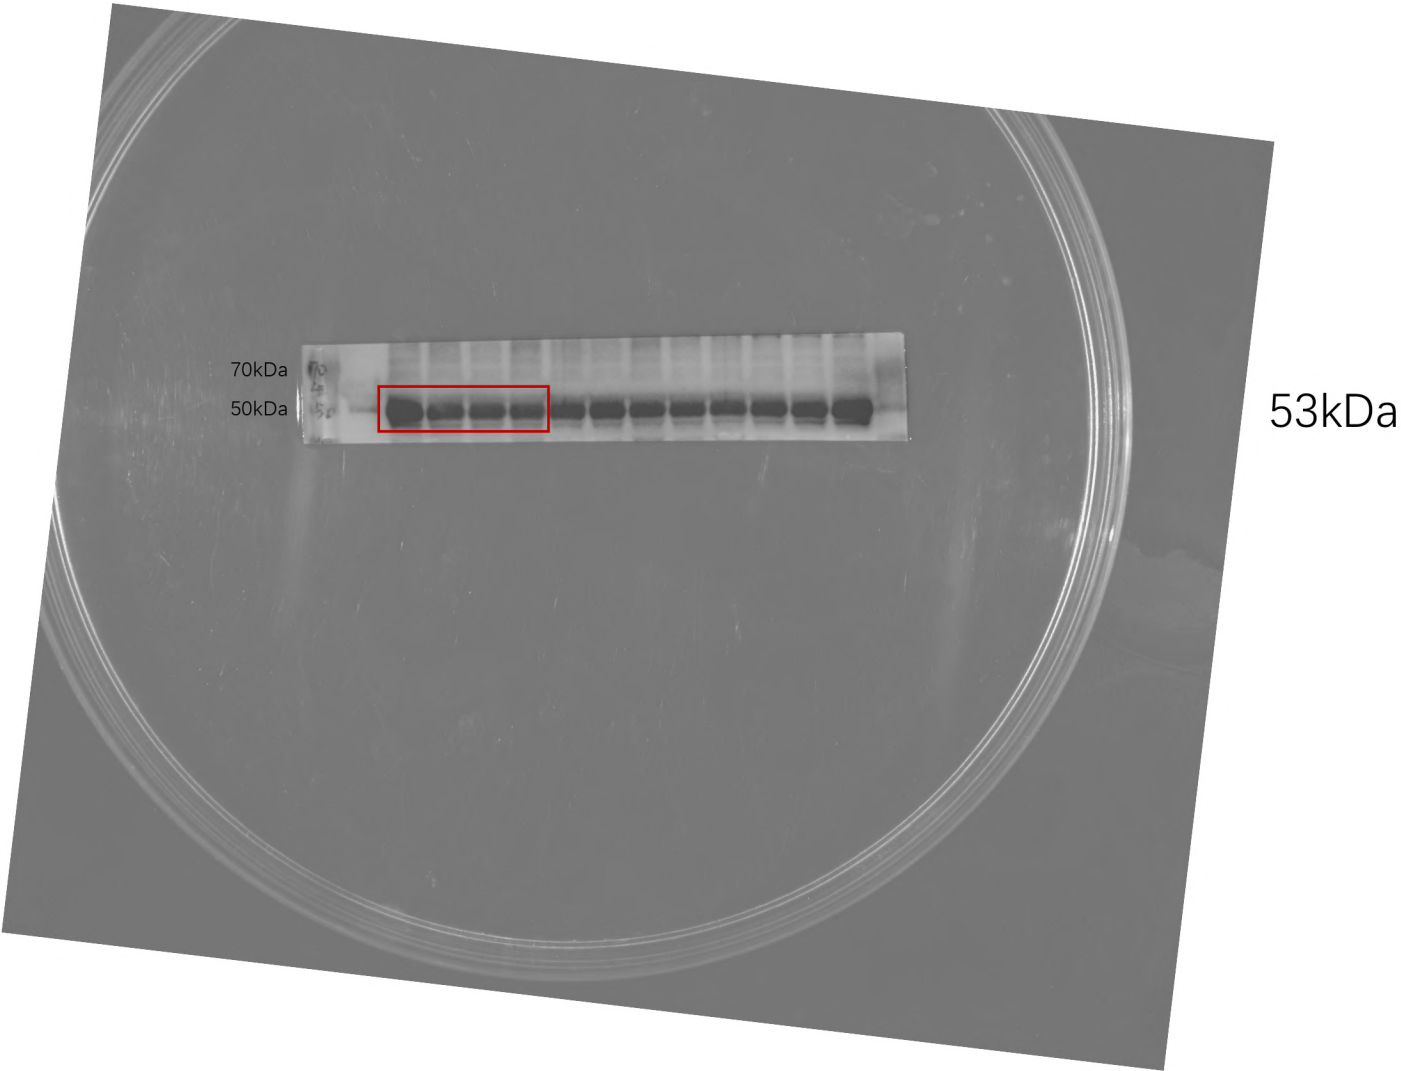

Source Fig.6C GAPDH

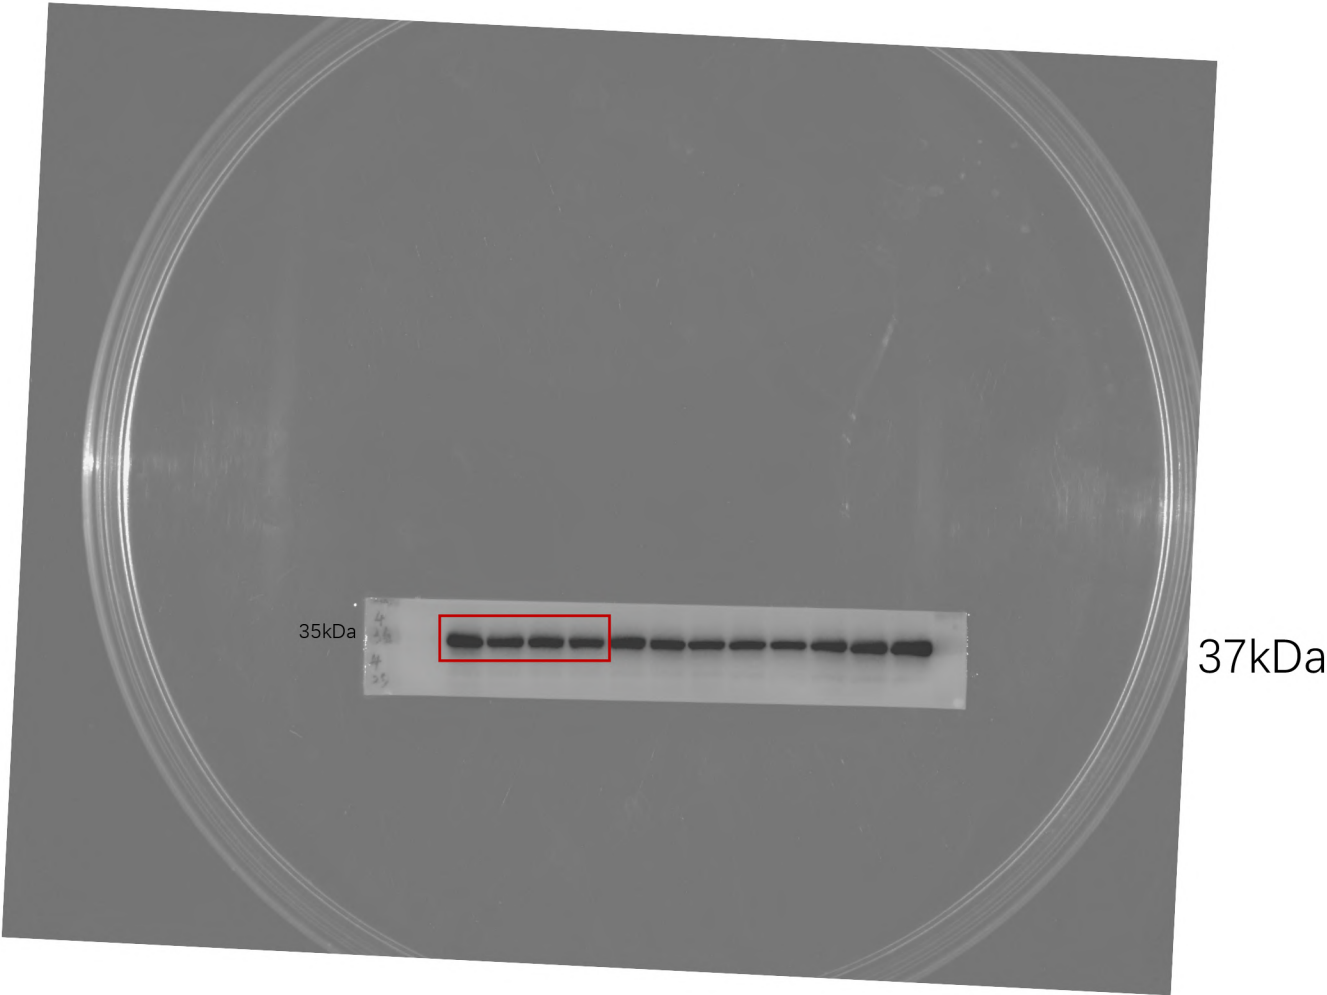

Source Fig.6C Fn14

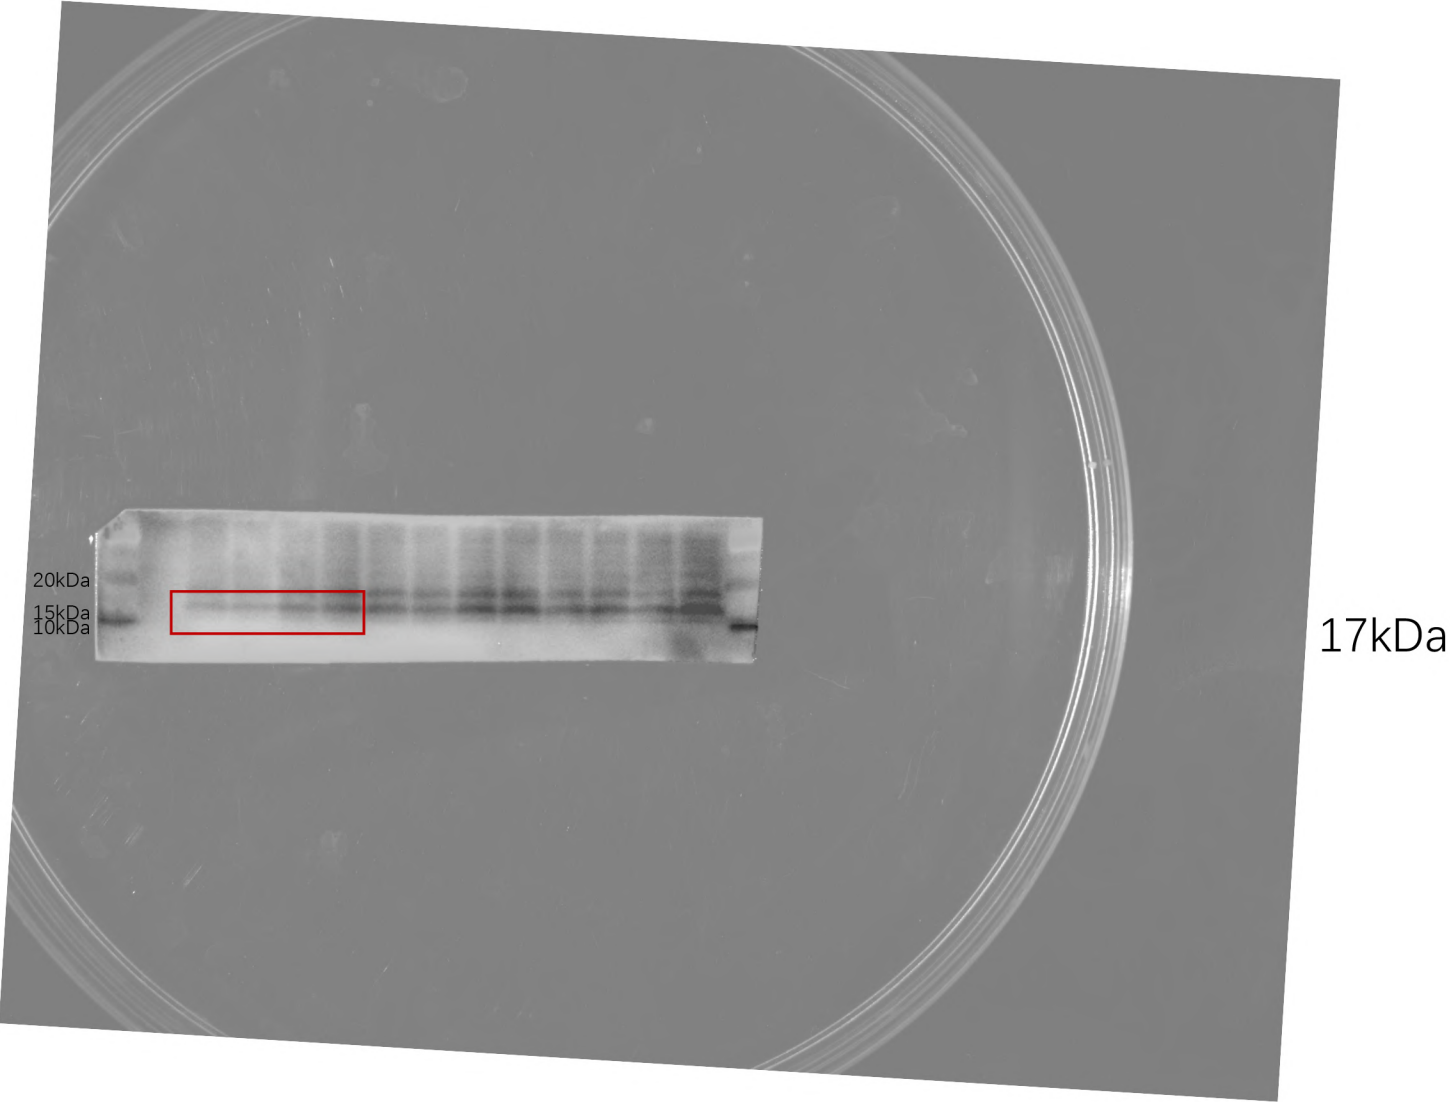

Source Fig.6C GAPDH

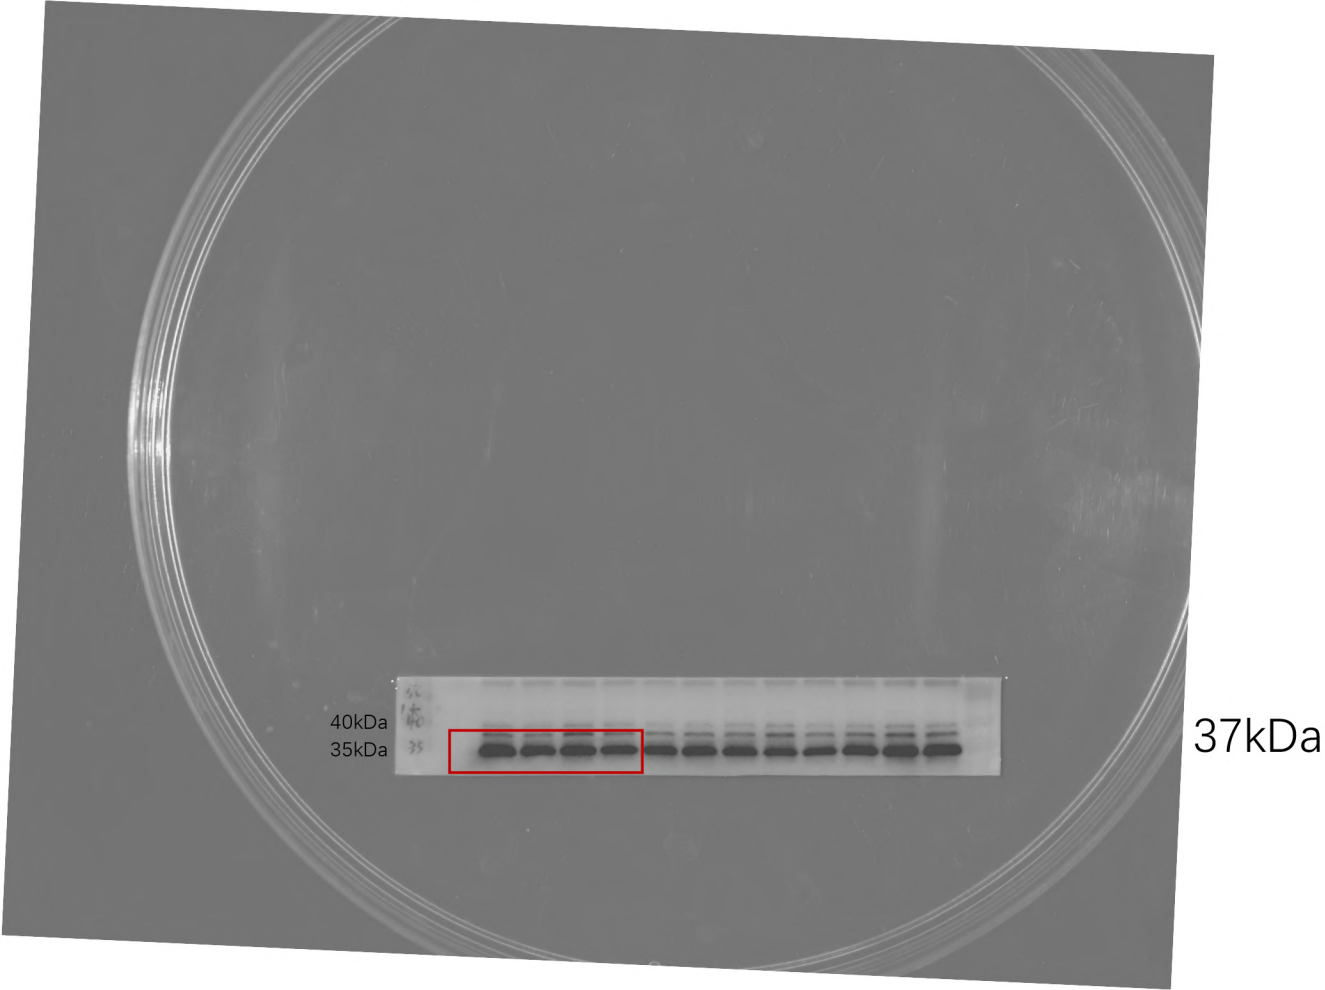

Source Fig.6D Fn14

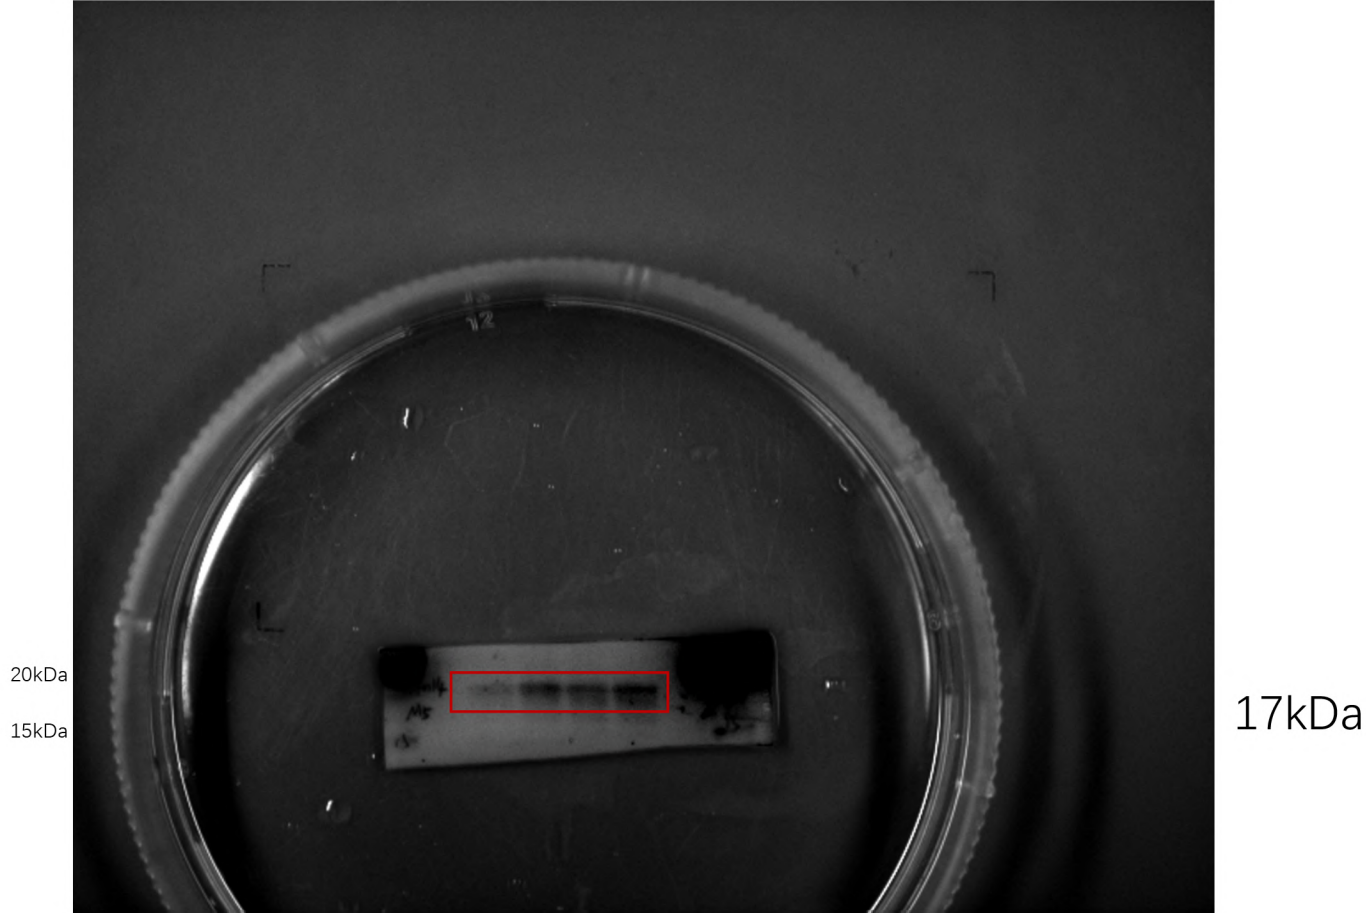

Source Fig.6D b-actin

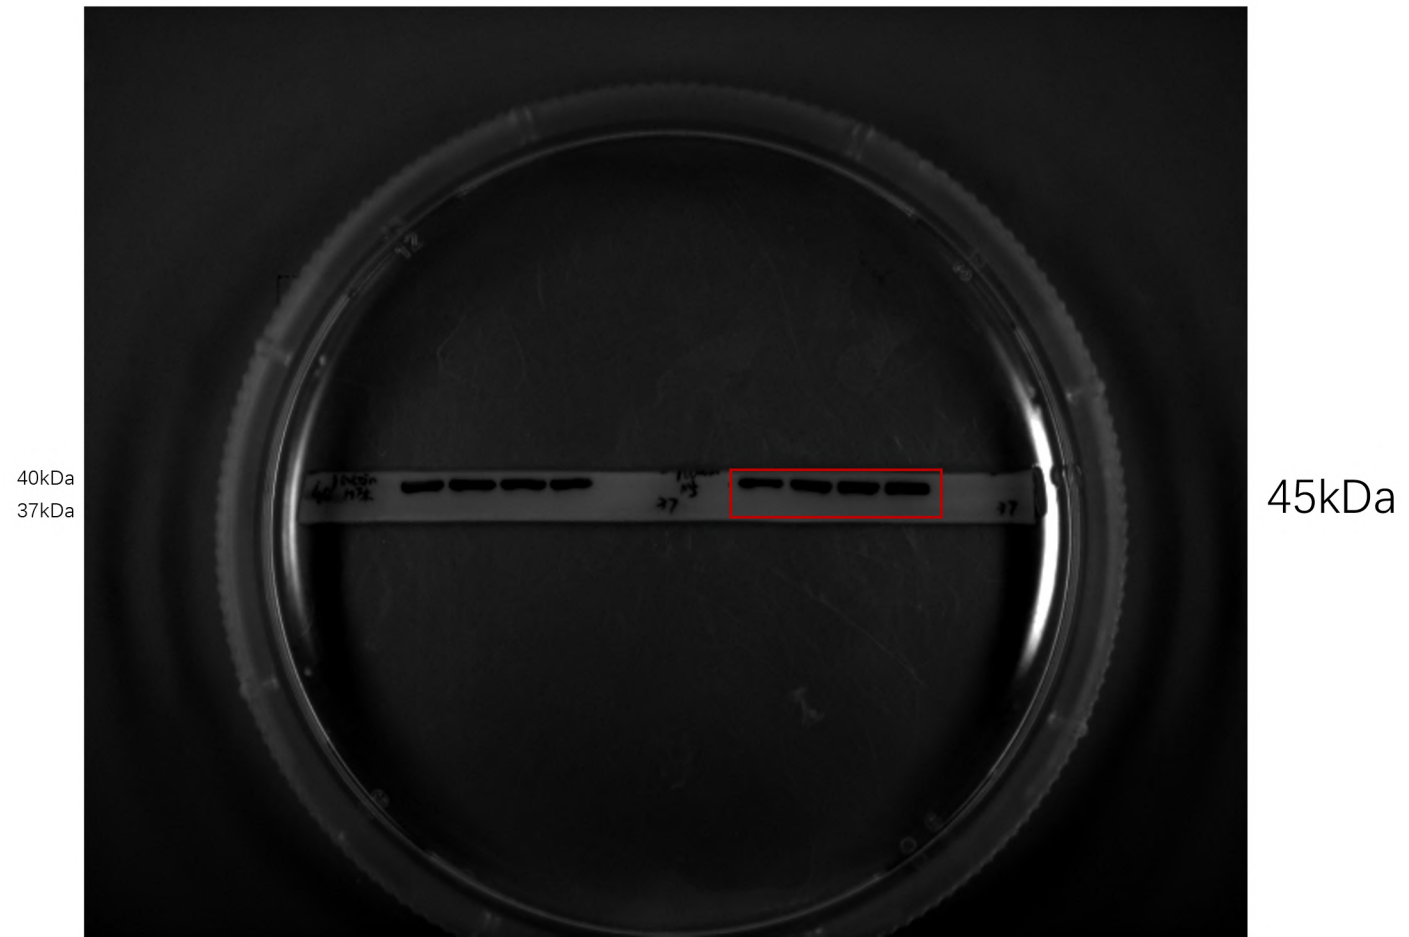

Source Fig.6D p-ERK1/2

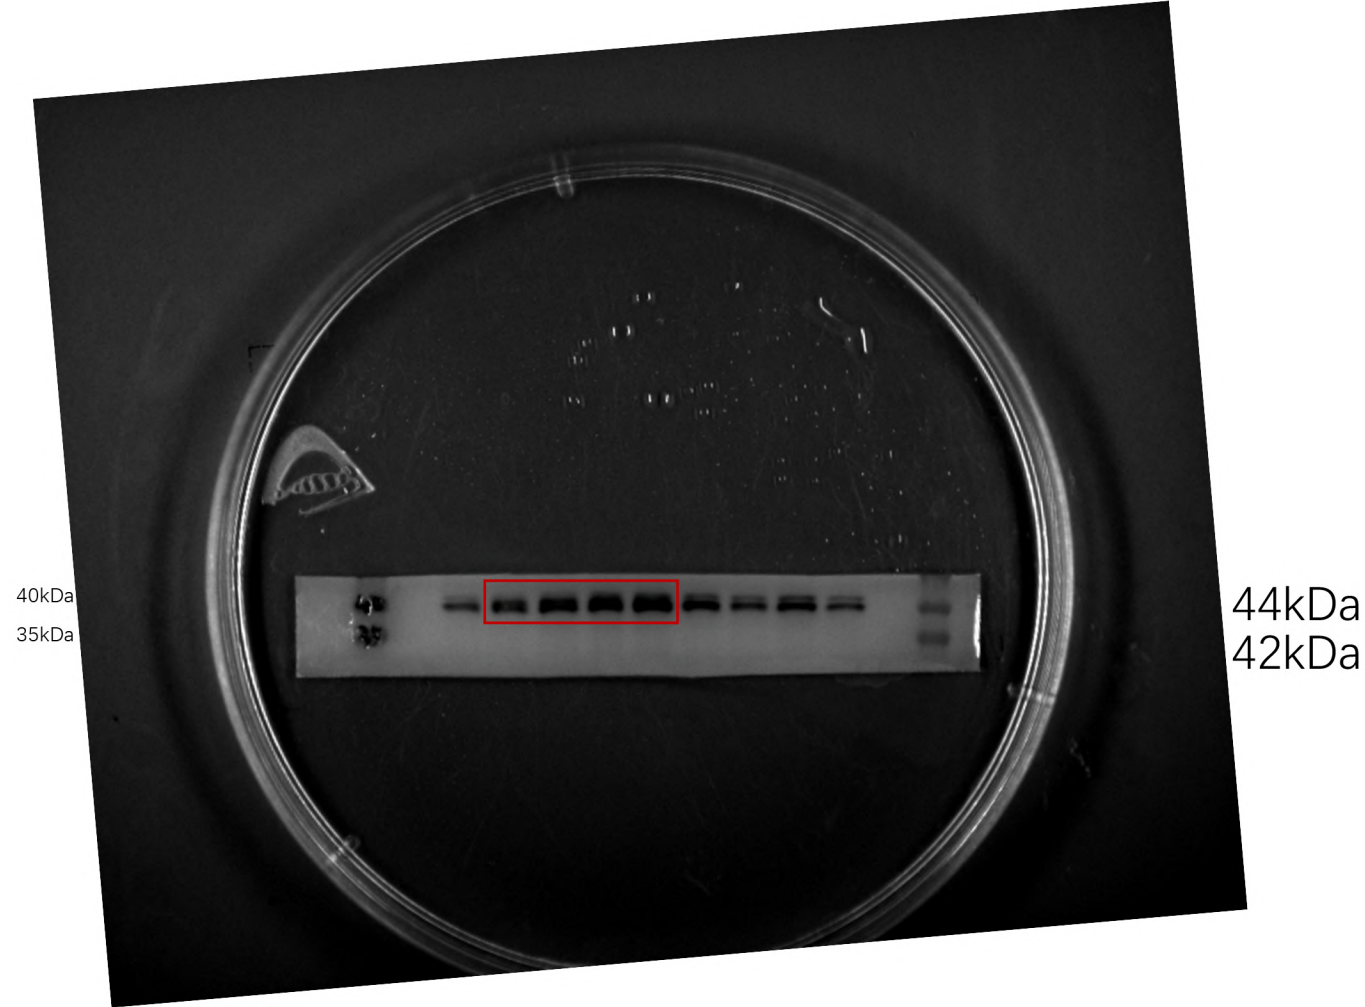

Source Fig.6D ERK1/2

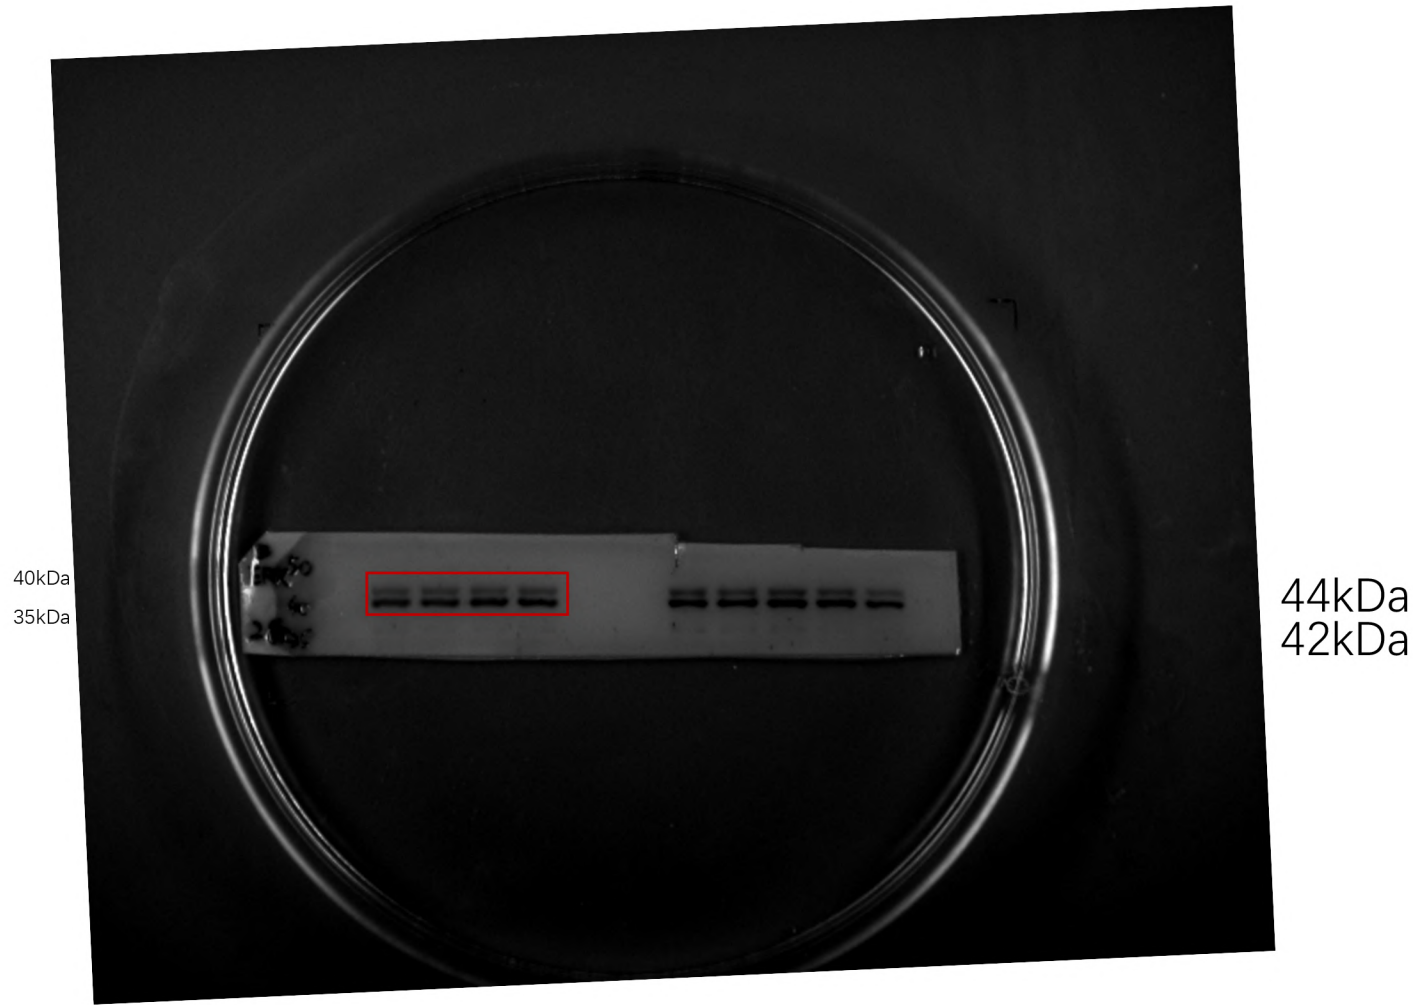

Source Fig.6D p-JNK

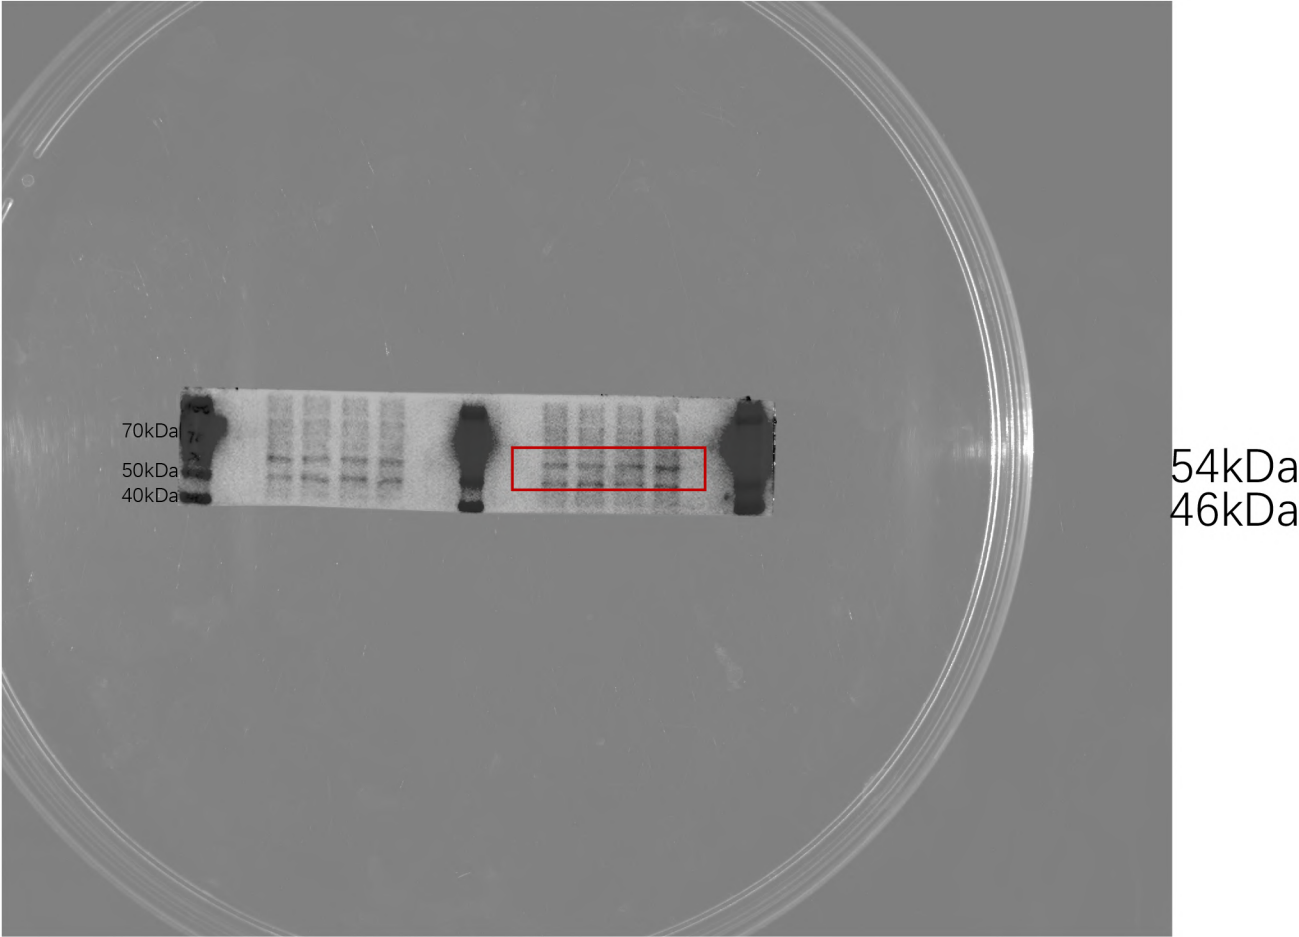

Source Fig.6D JNK

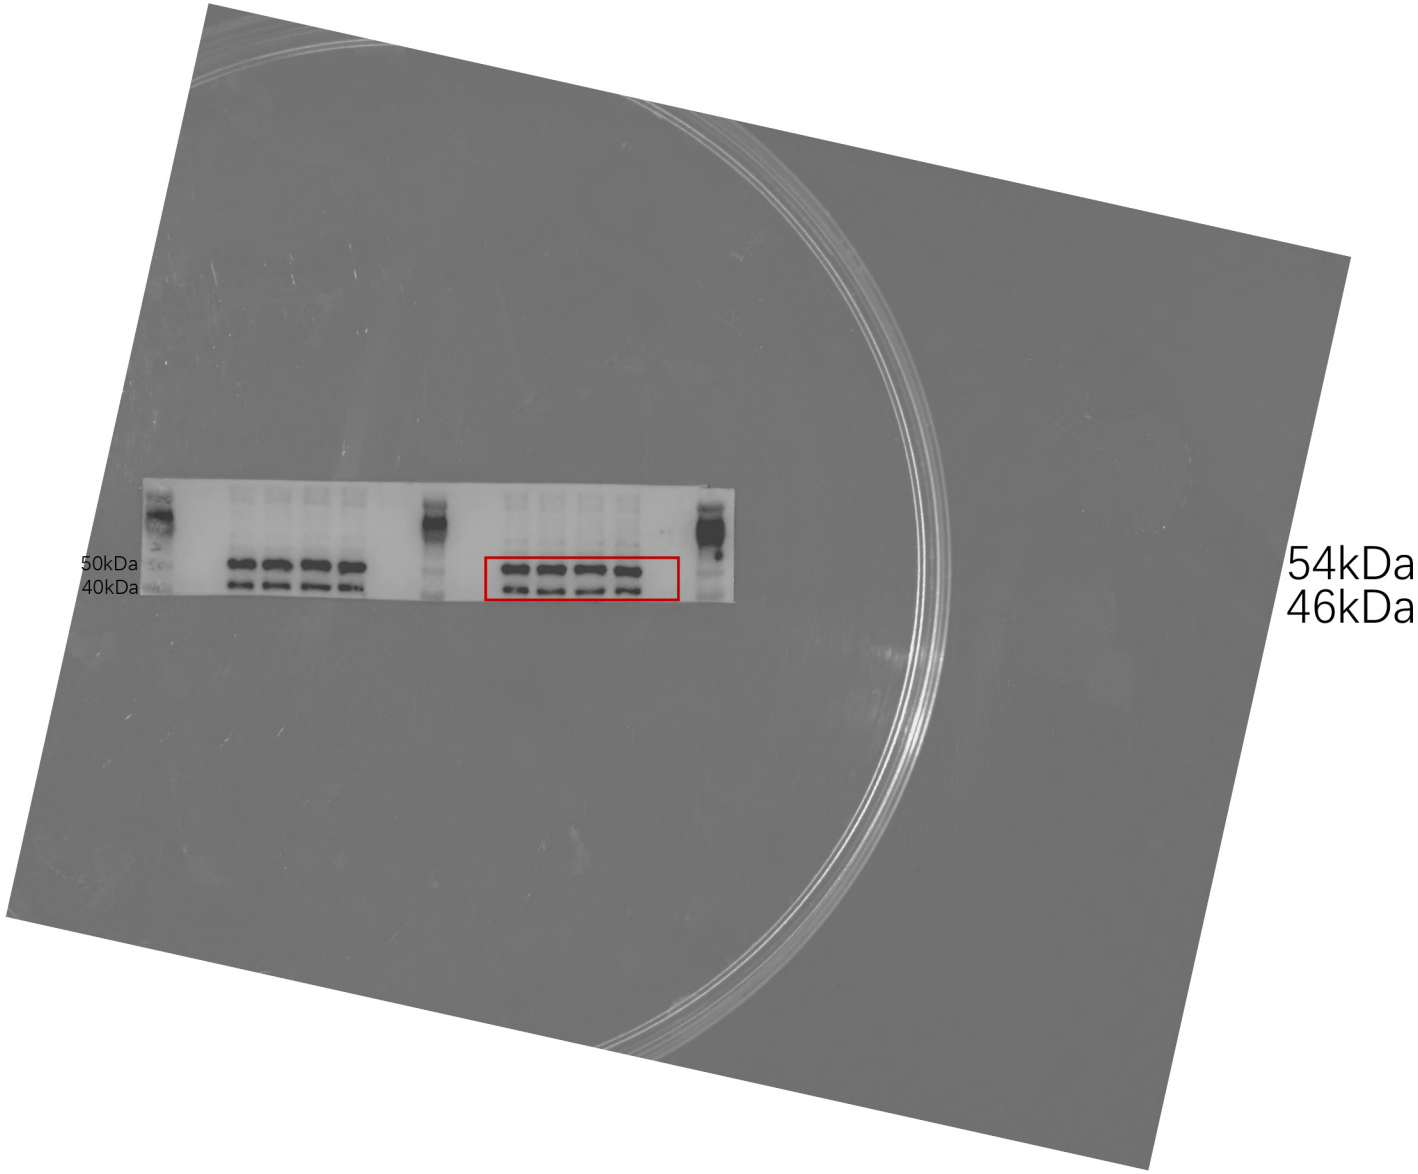

Source Fig.6D p-p38

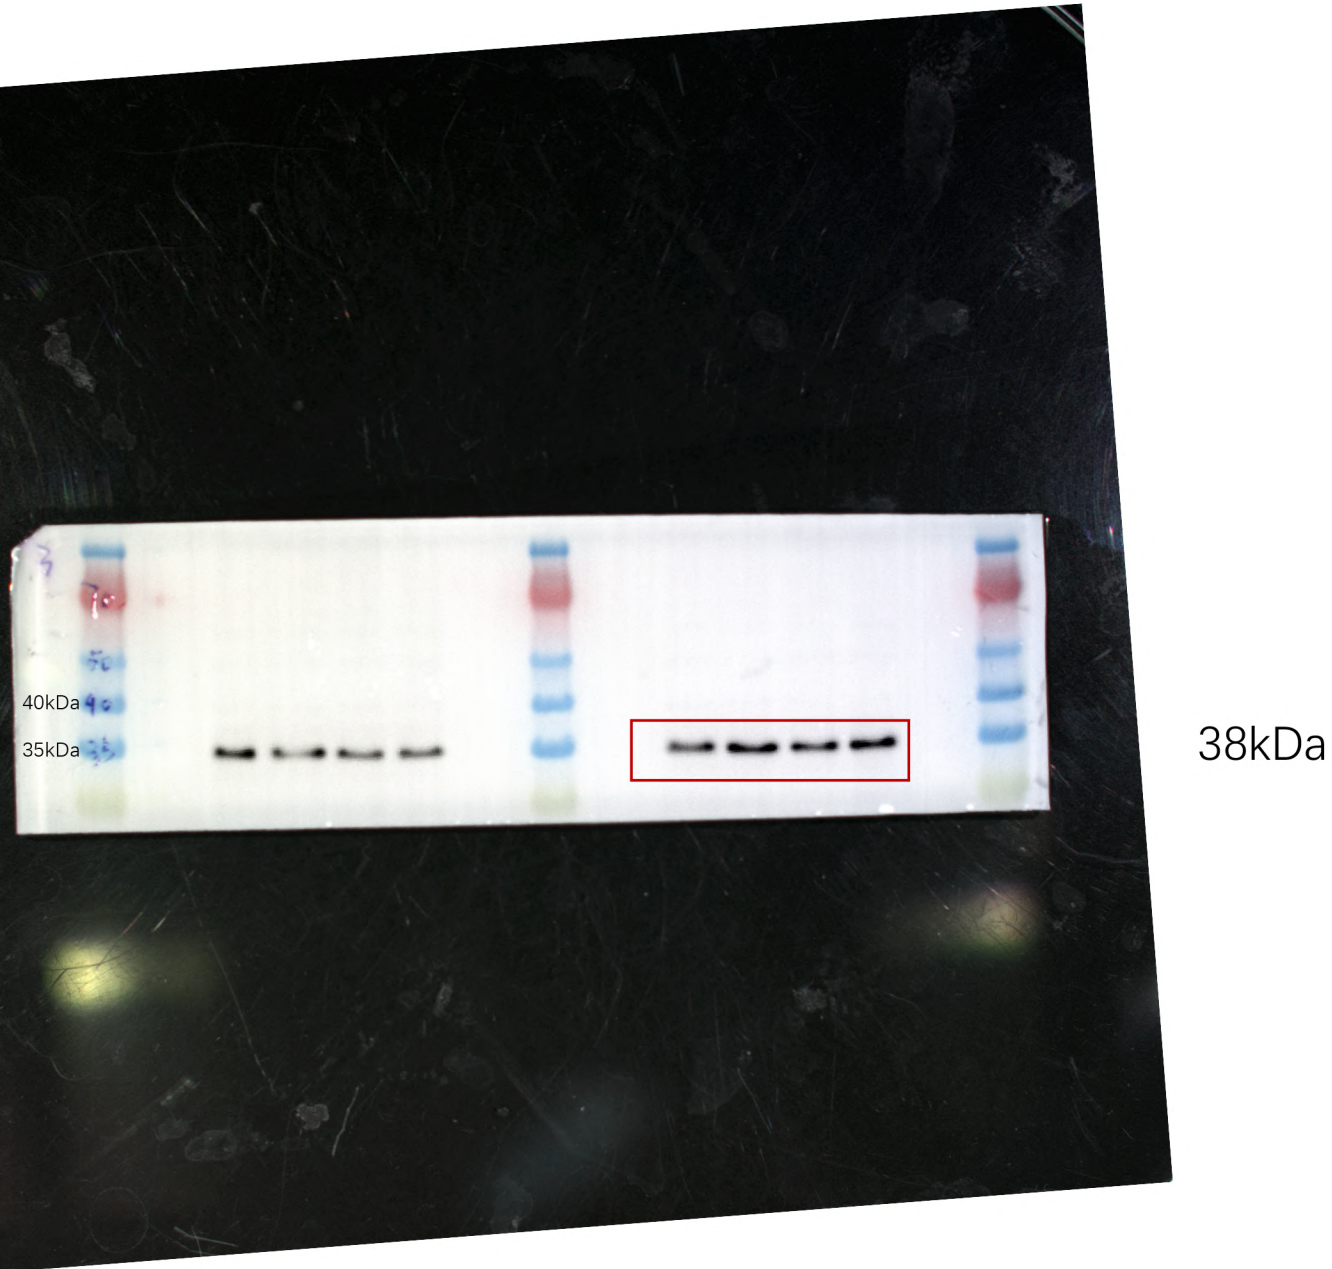

Source Fig.6D GAPDH

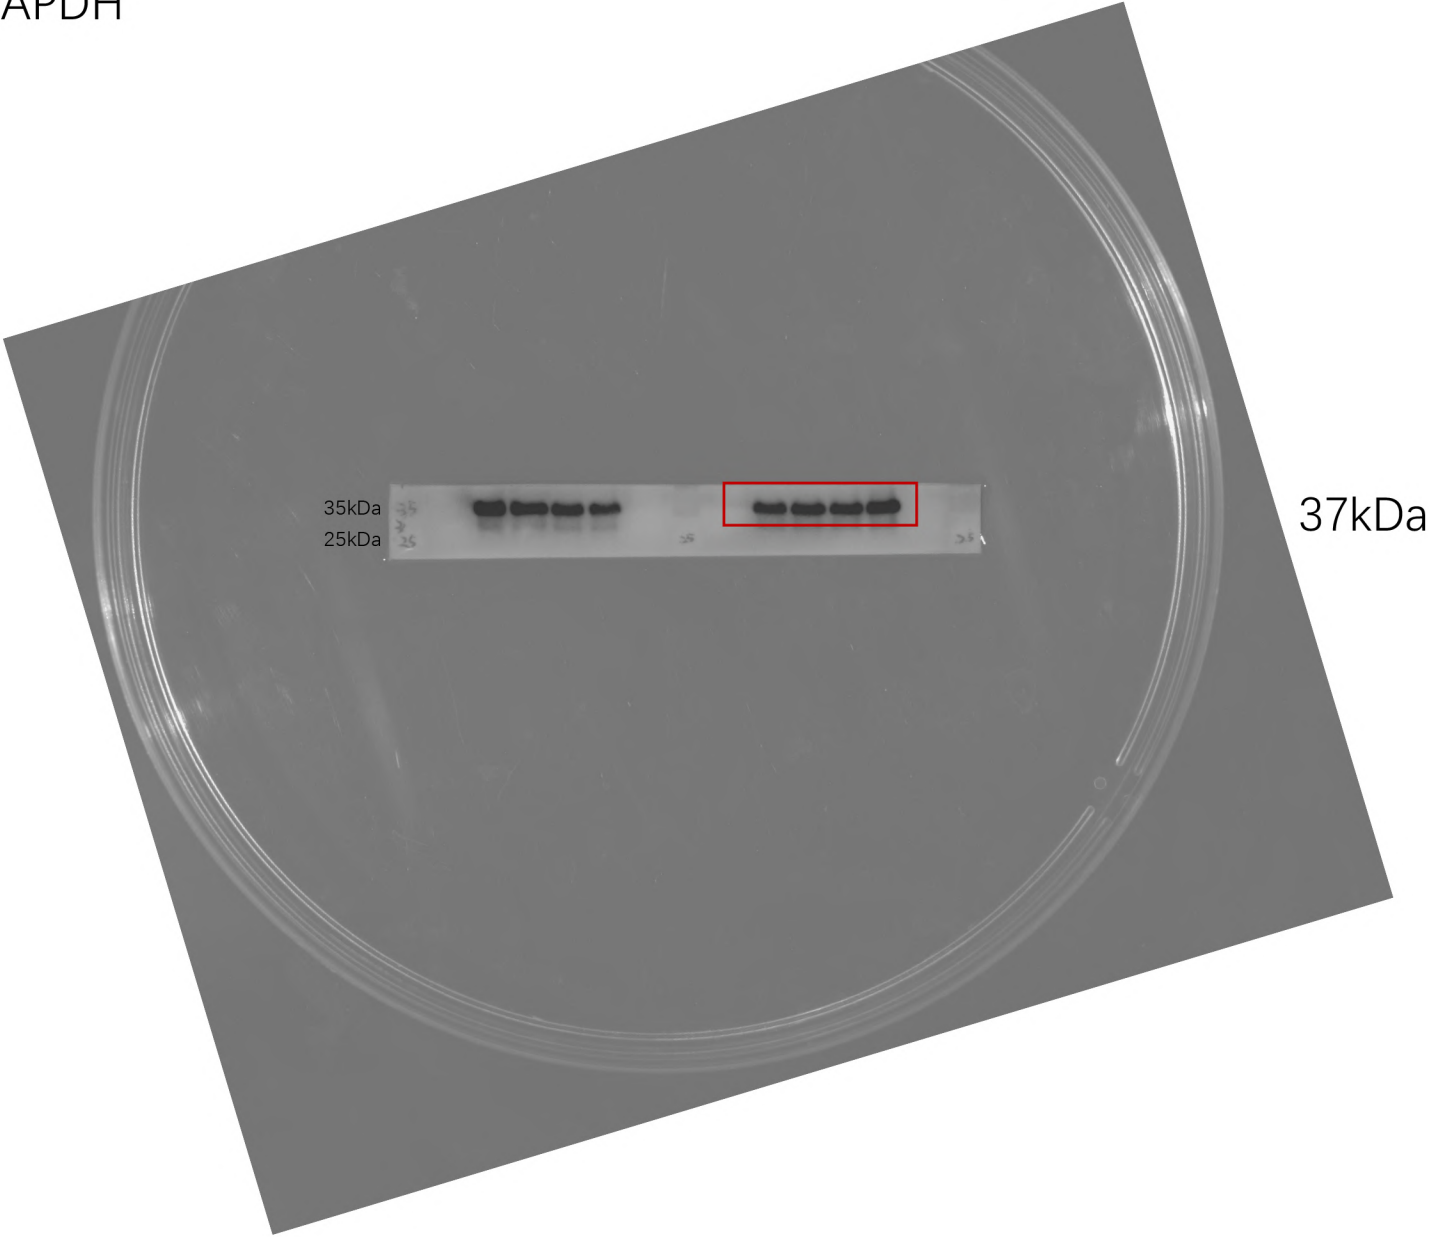

Source Fig.6D p38

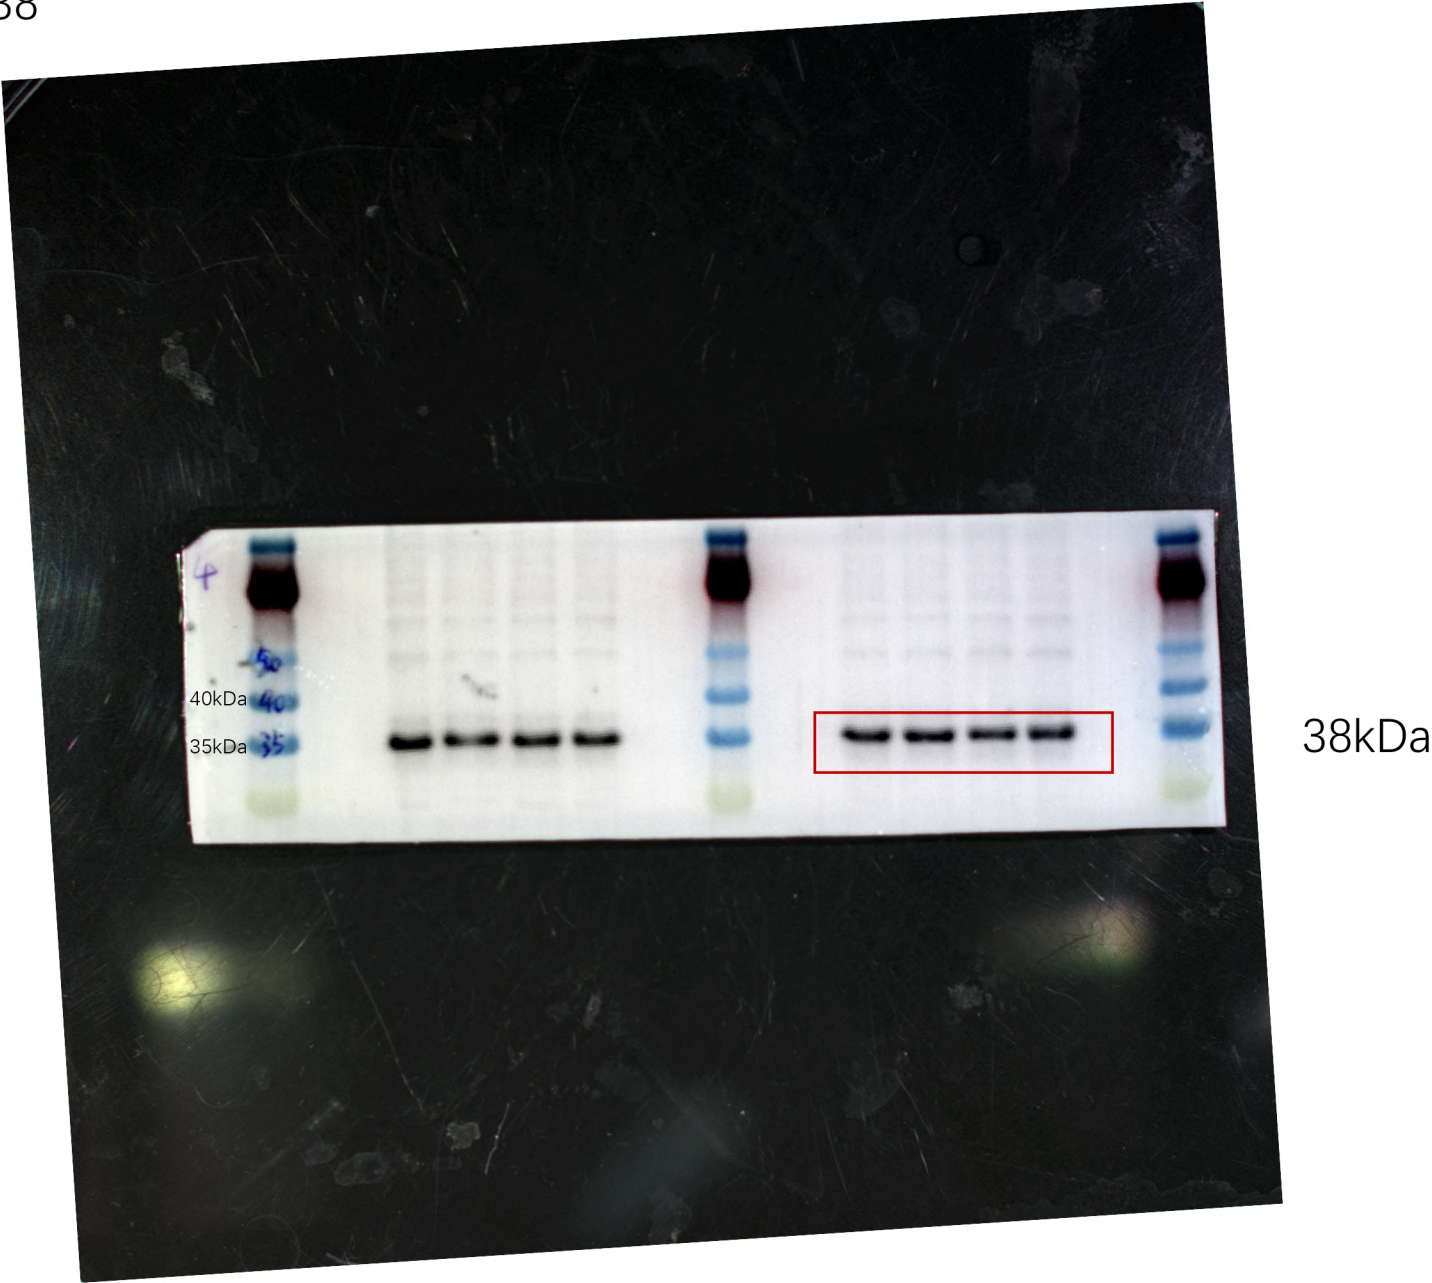

Source Fig.6D GAPDH

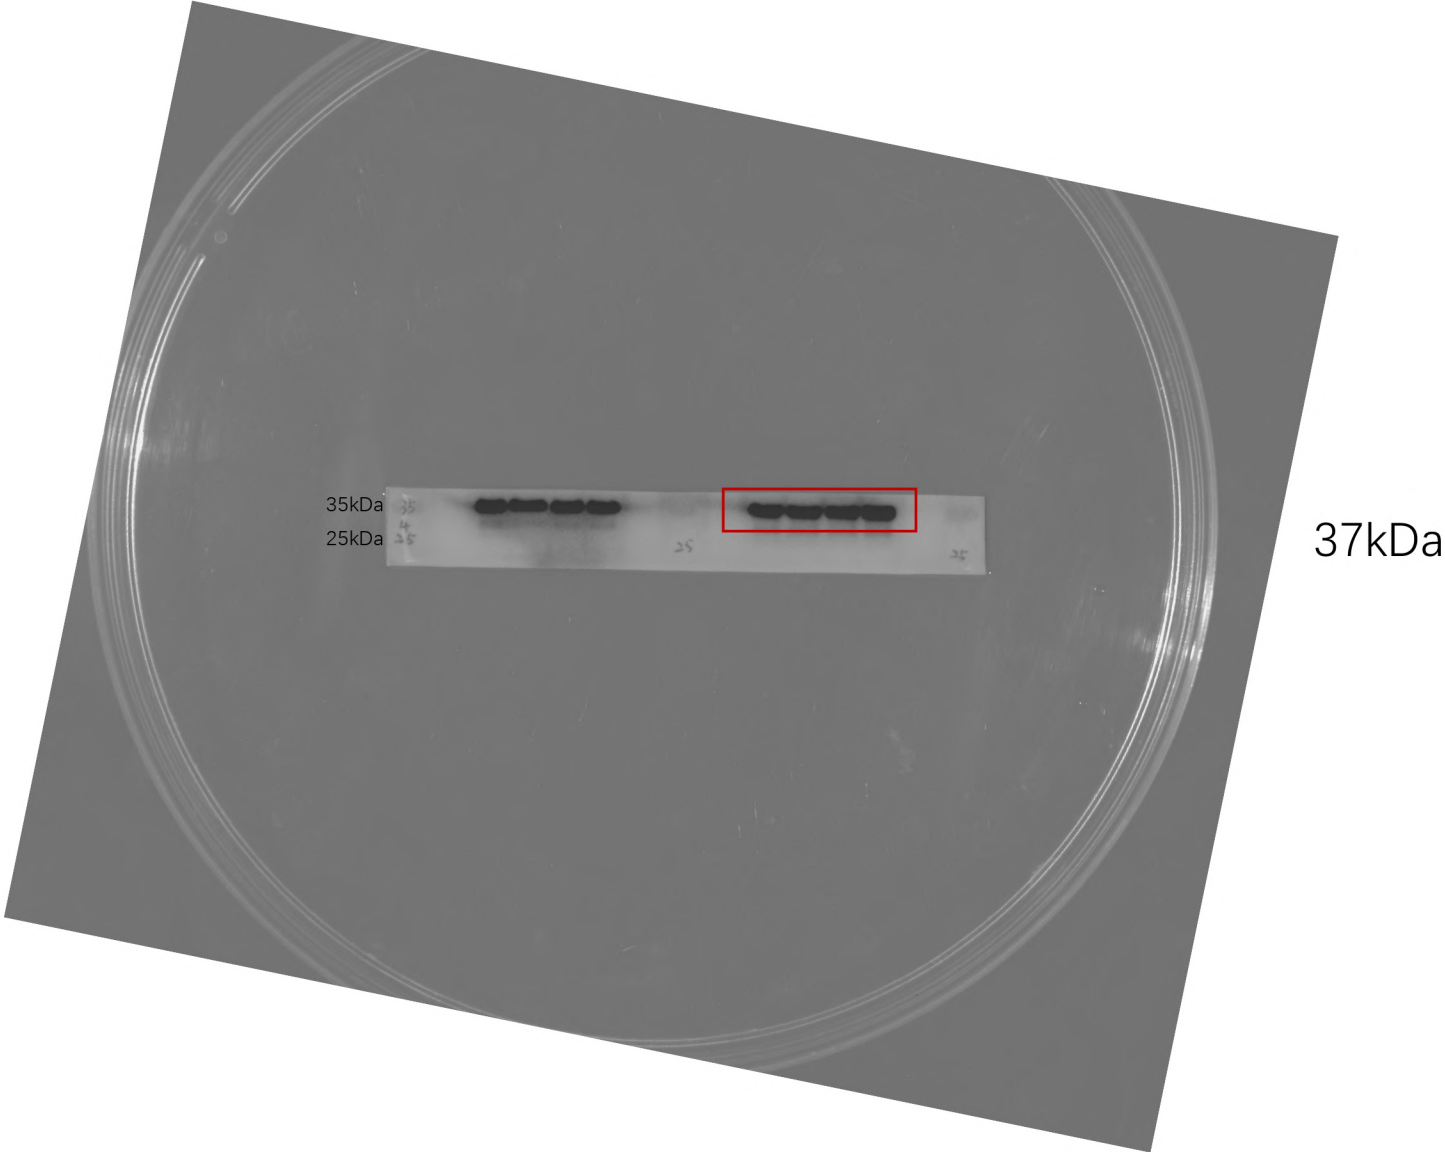

Source Fig.6D p-TRAF2

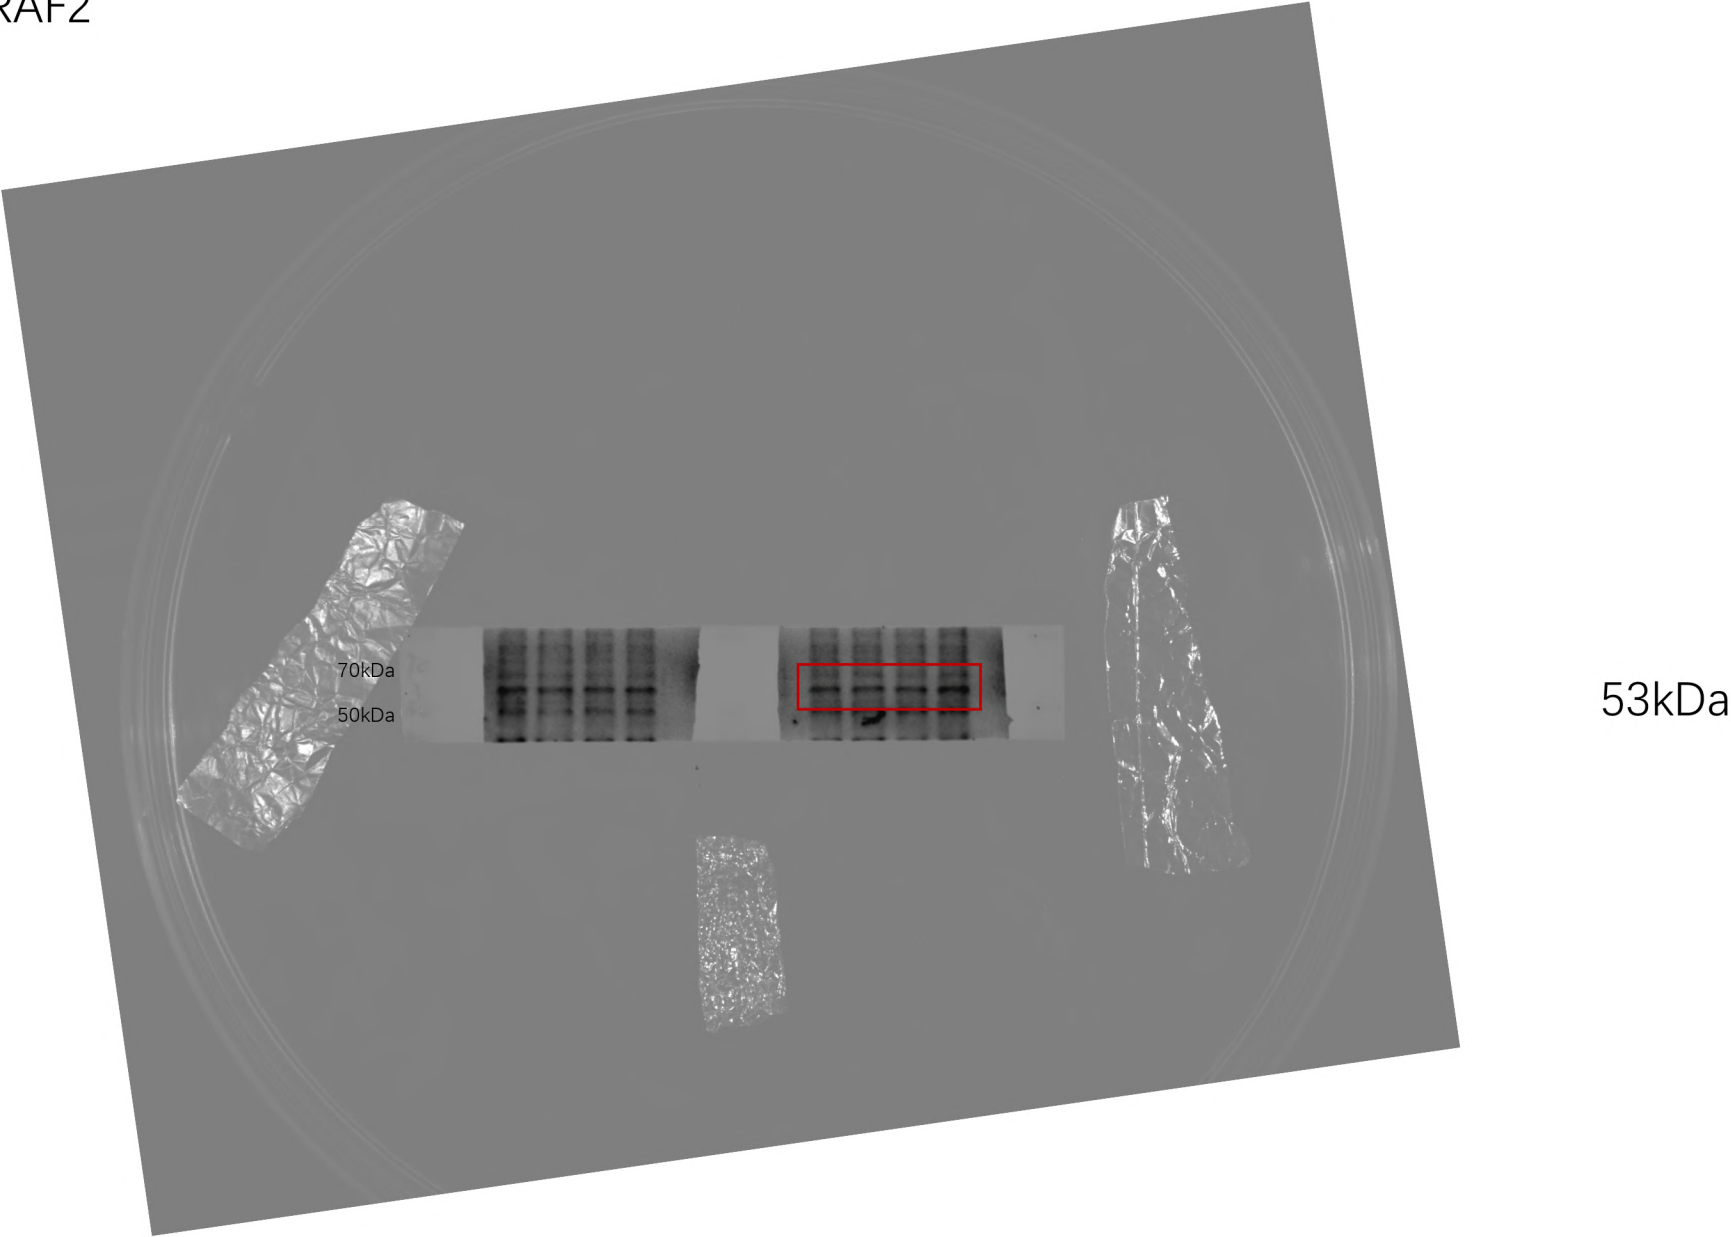

Source Fig.6D TRAF2

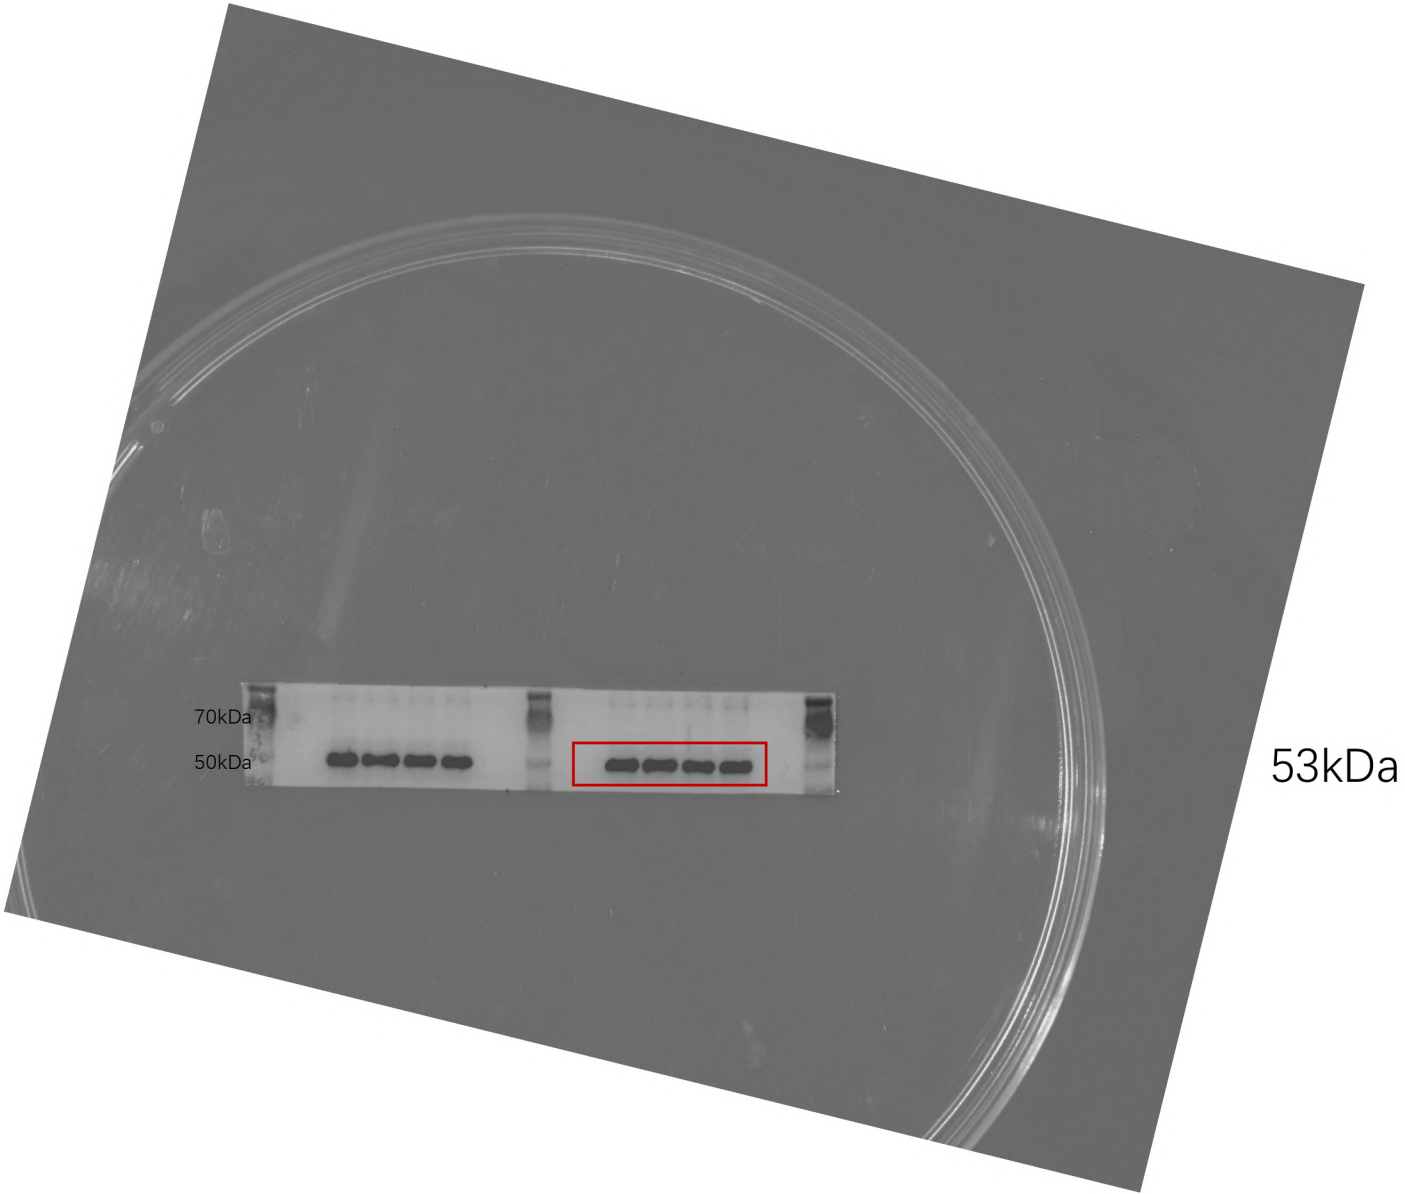

Source Fig.6D 24P3R

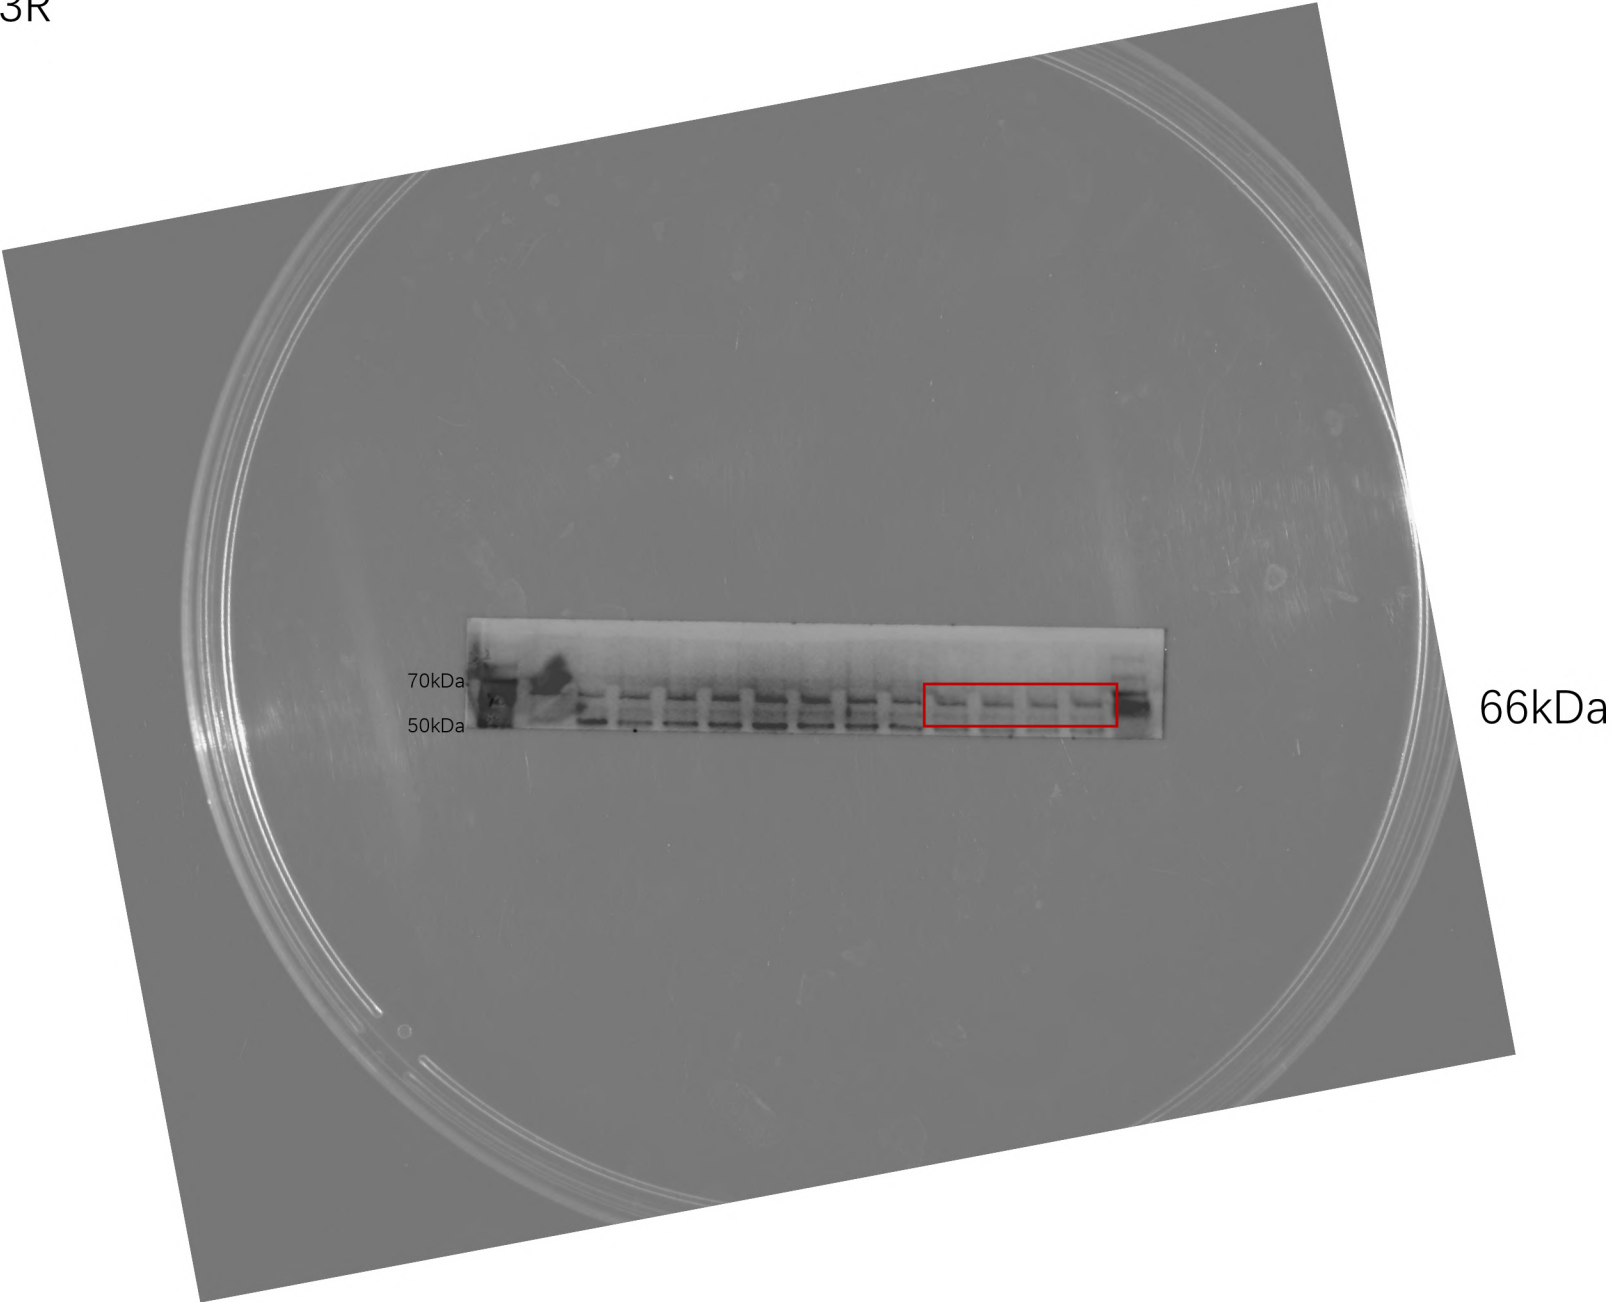

Source Fig.6D GAPDH

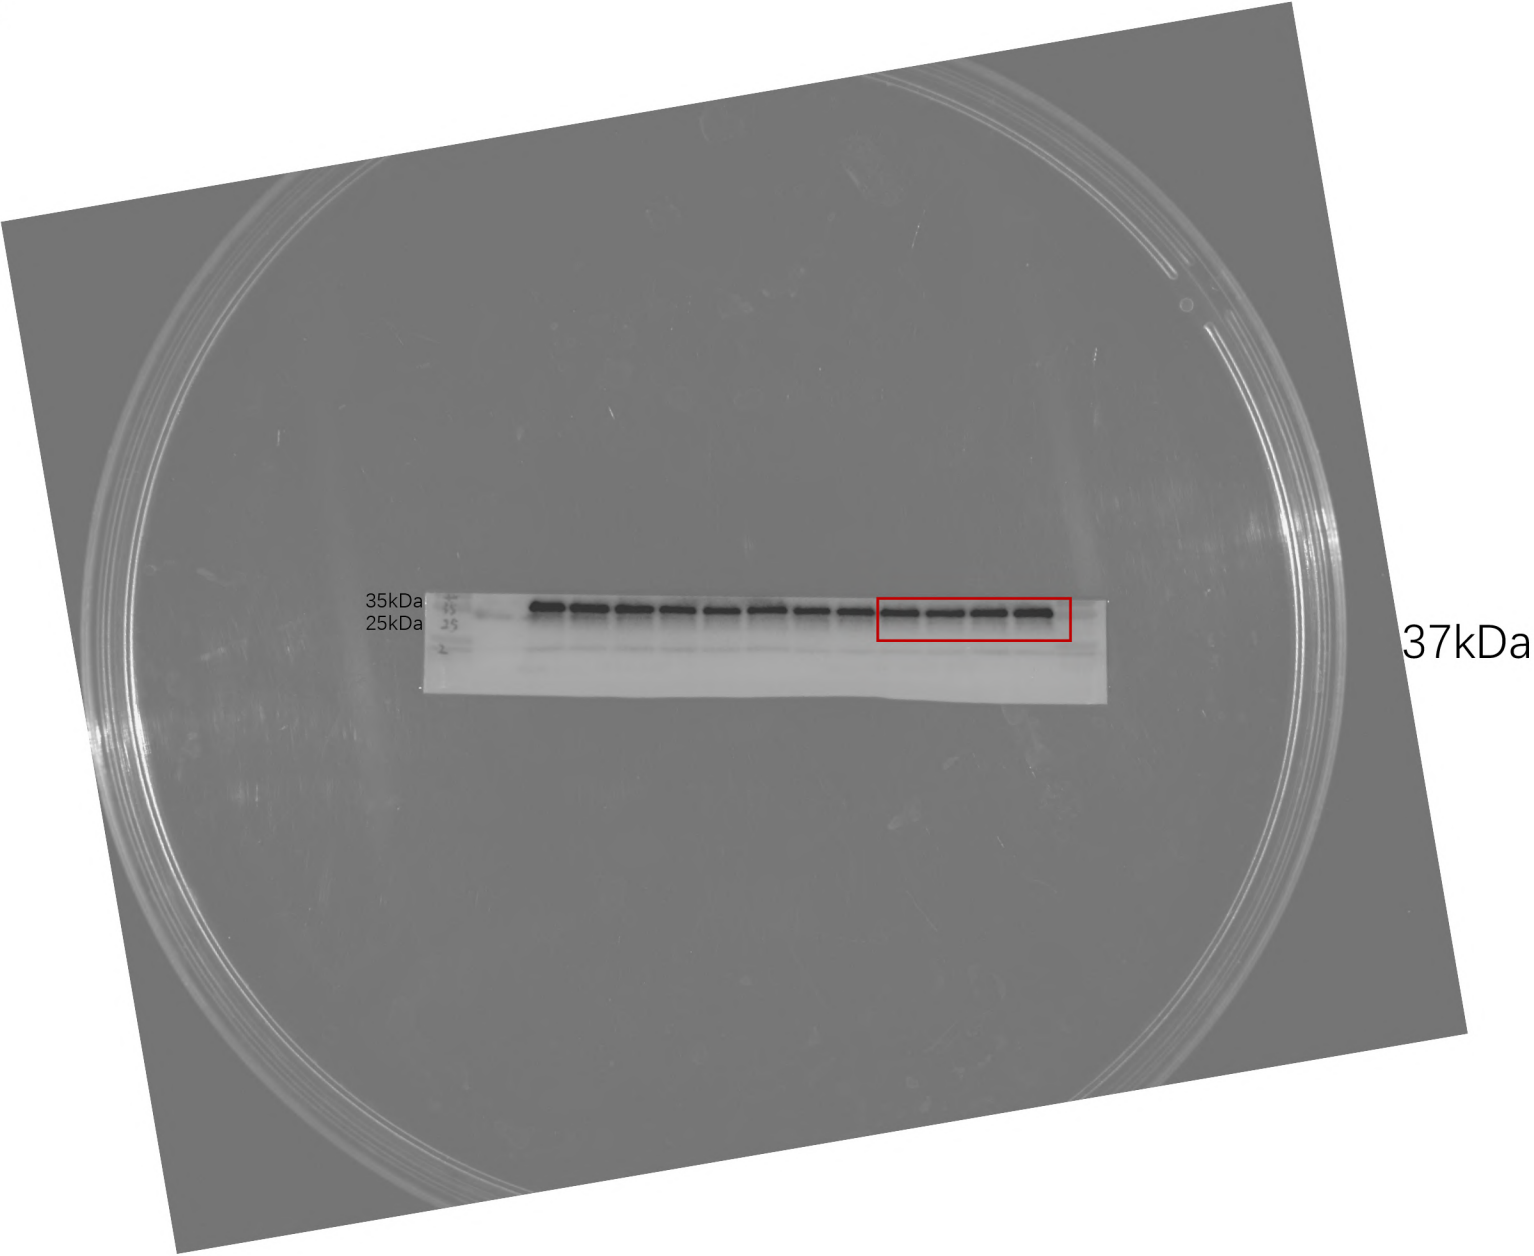

Source Fig.7A Fn14

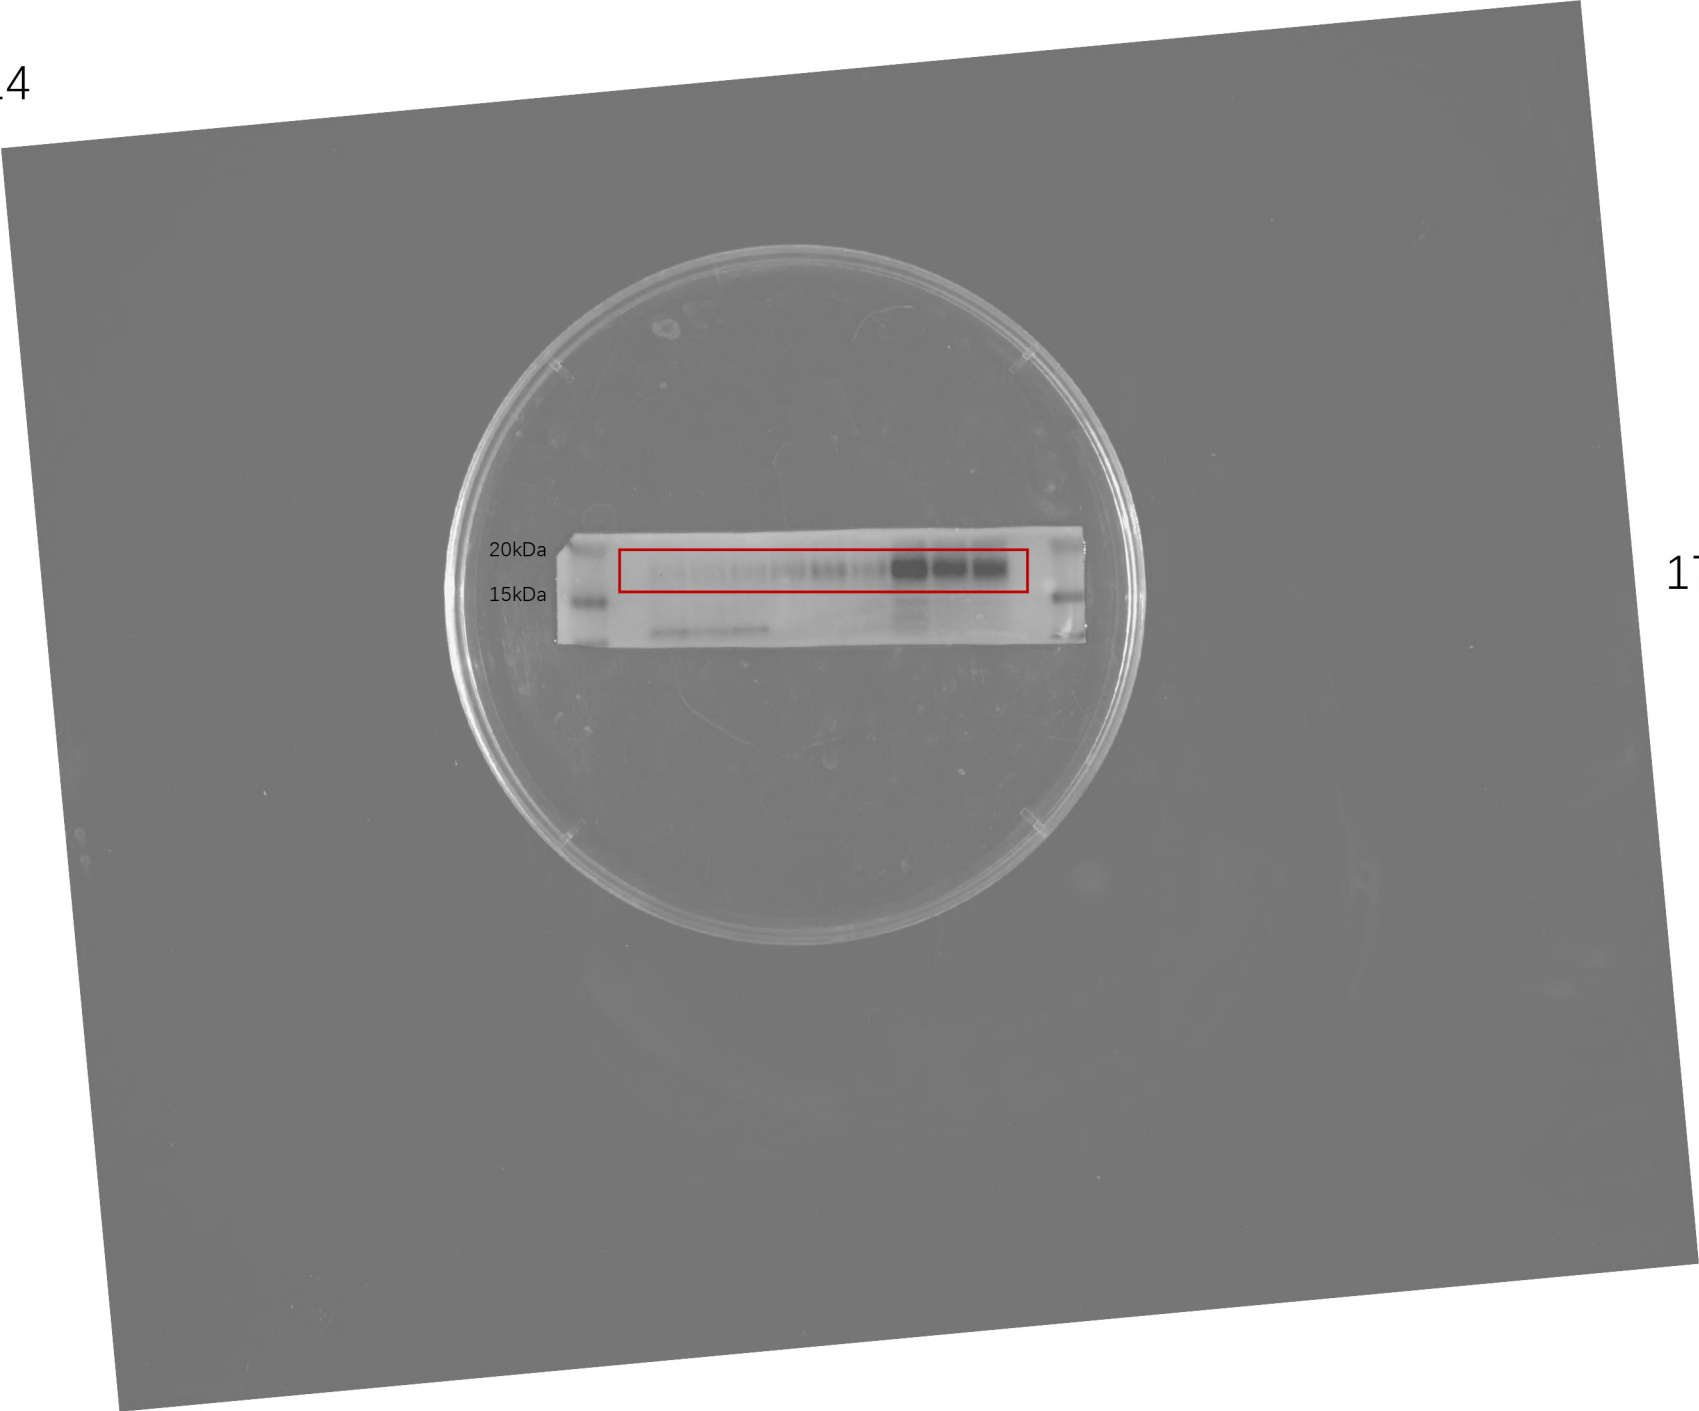

Source Fig.7A GAPDH

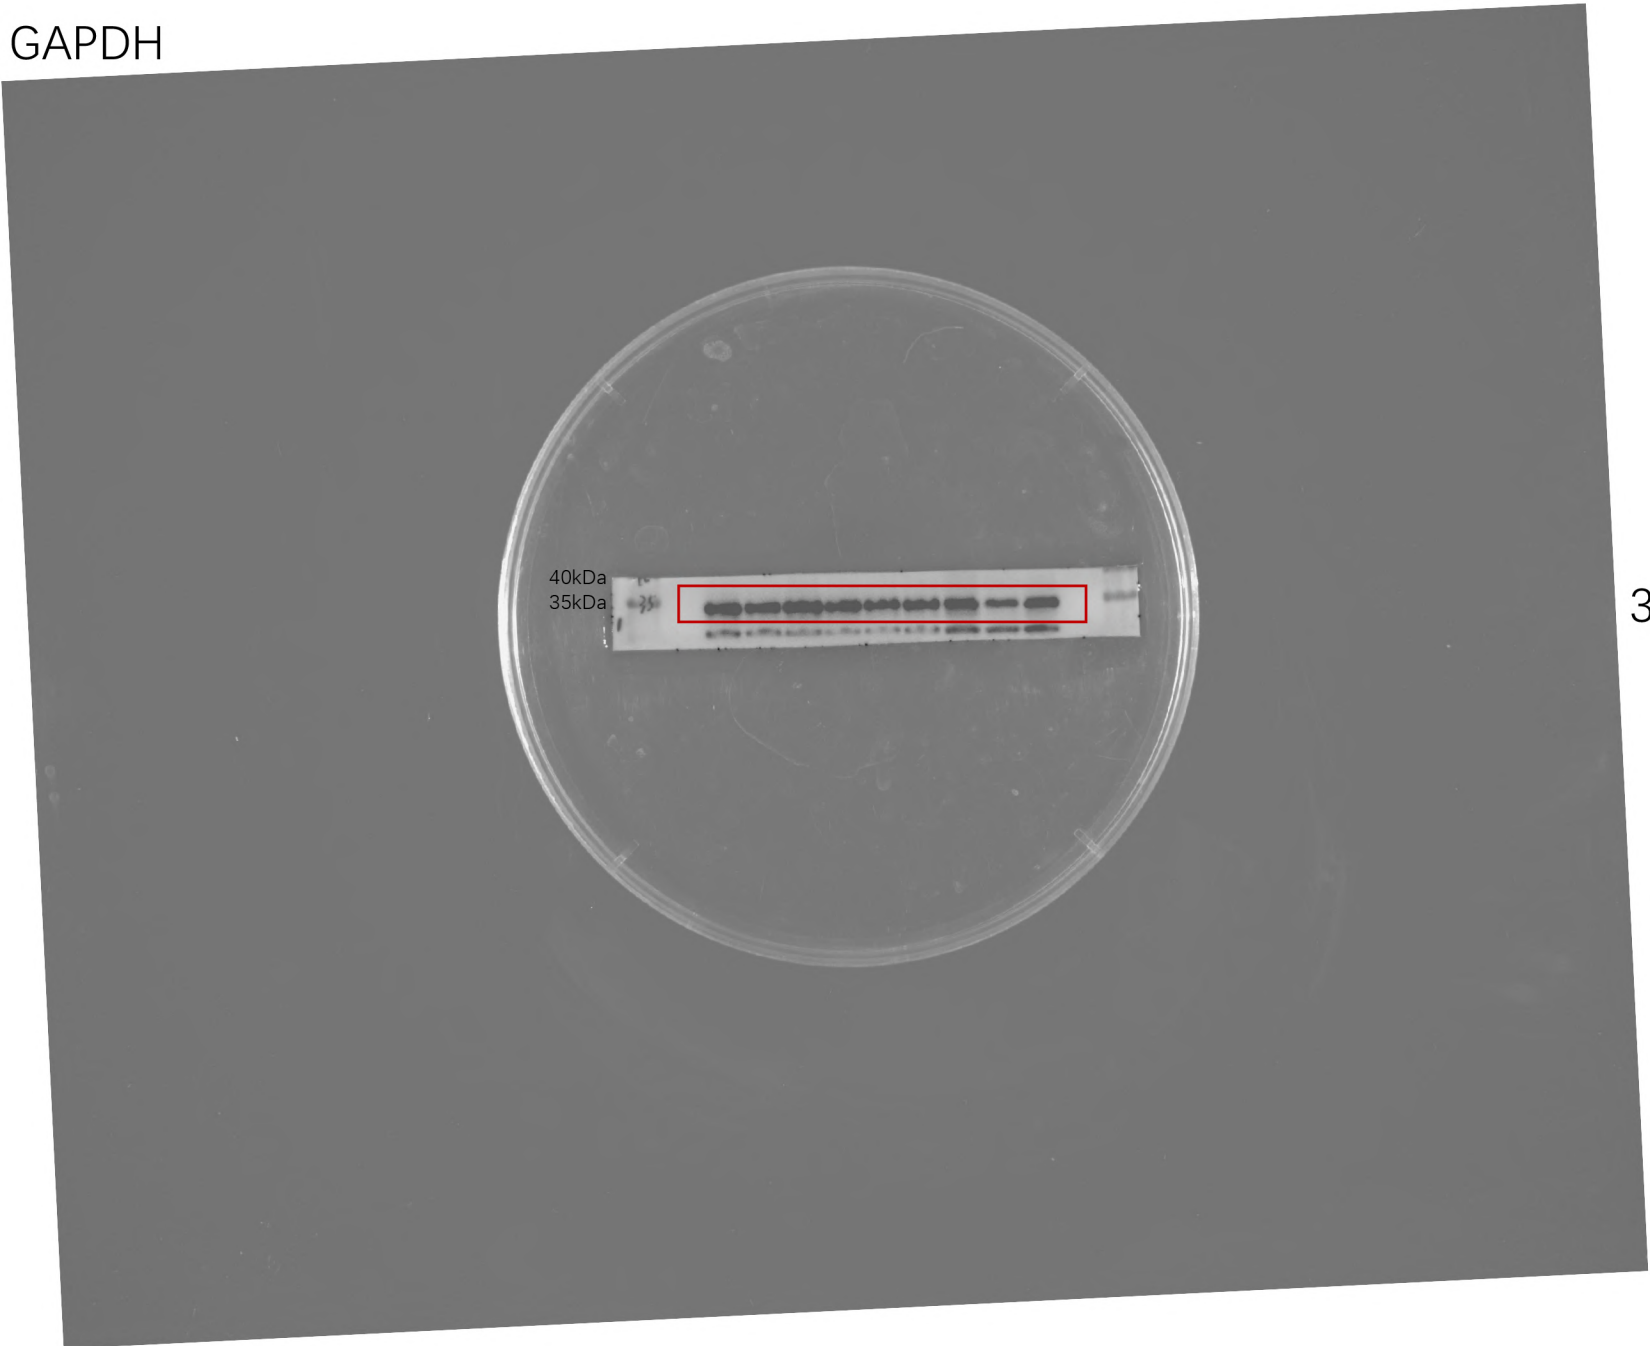

40kDa  
35kDa

37kDa

Source Fig.7A p-ERK1/2

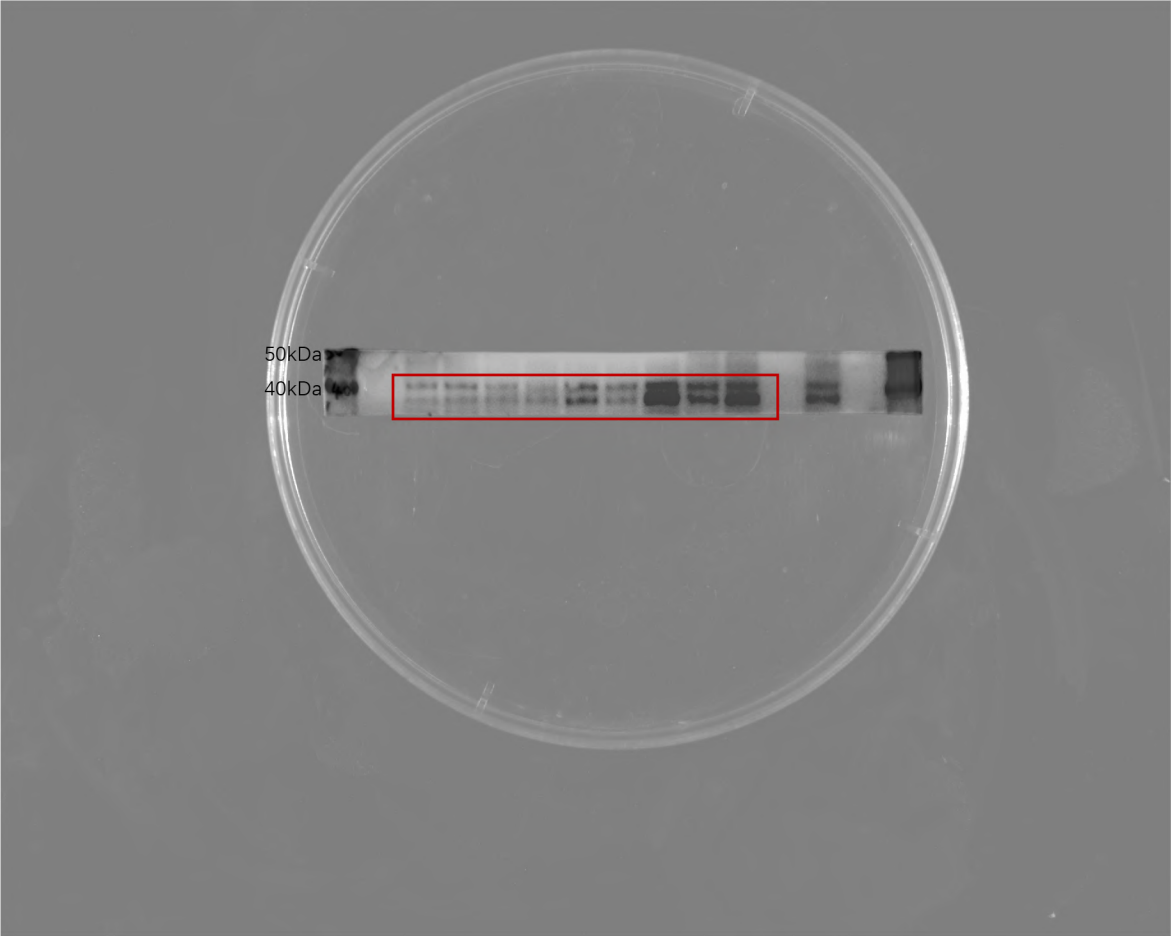

Source Fig.7A ERK1/2

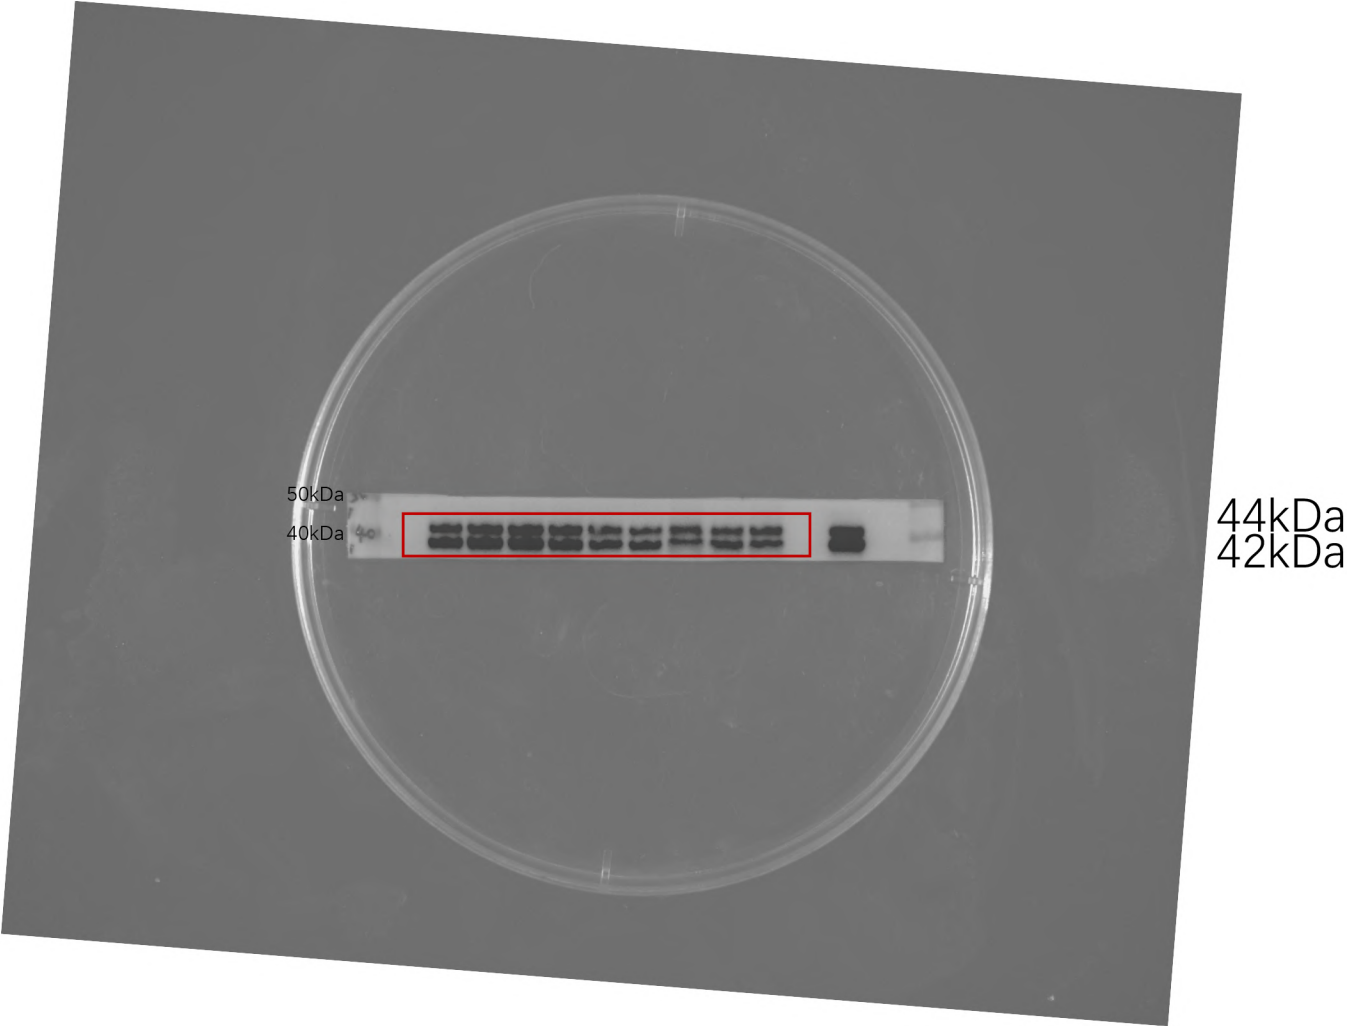

Source Fig.7A GAPDH

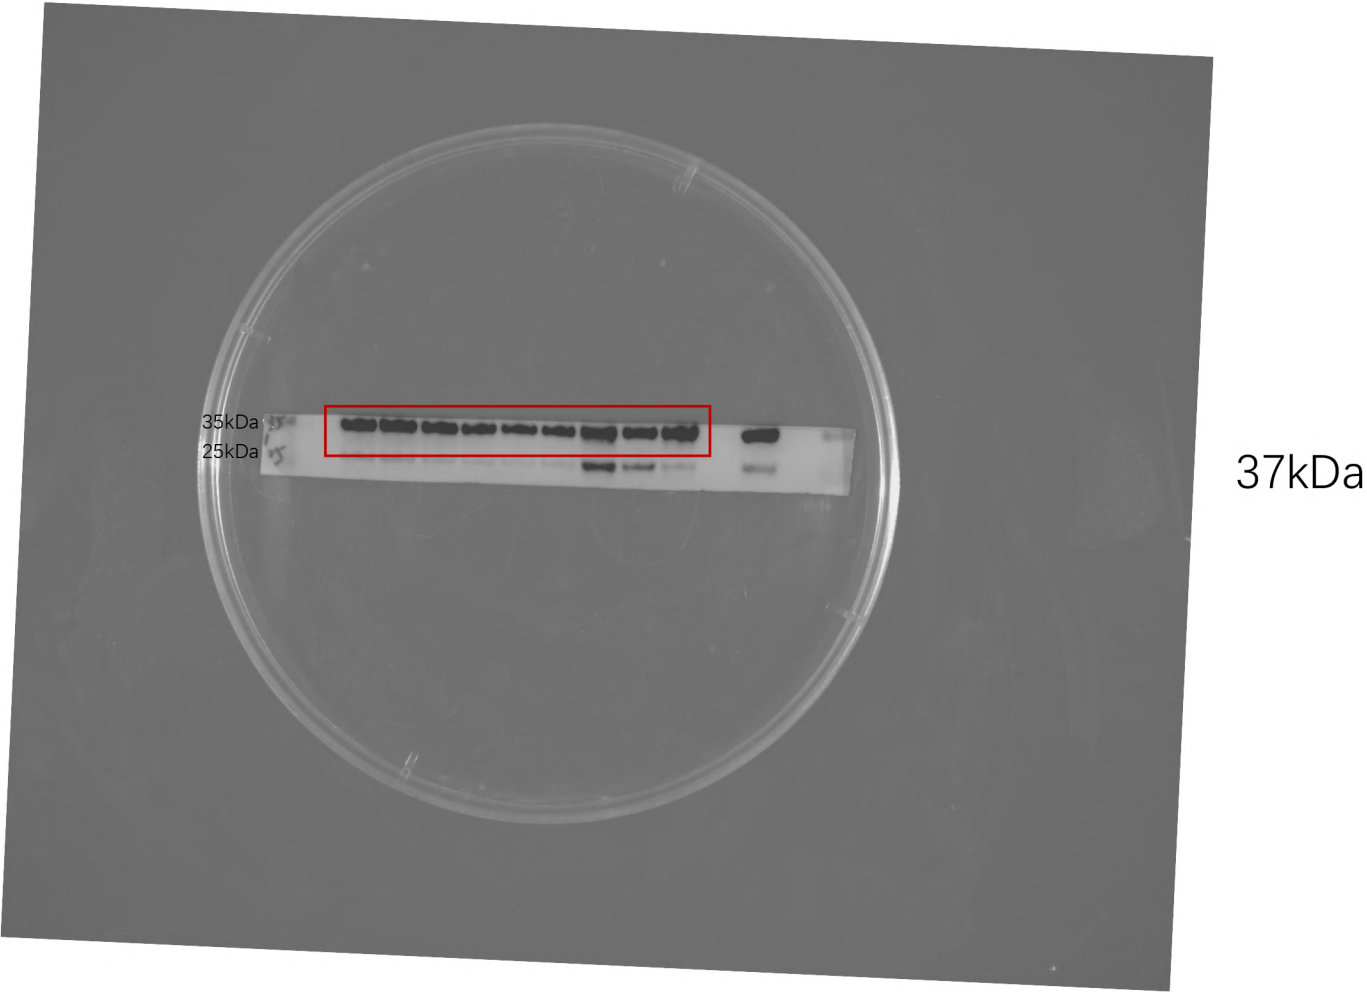

Source Fig.7F LCN2

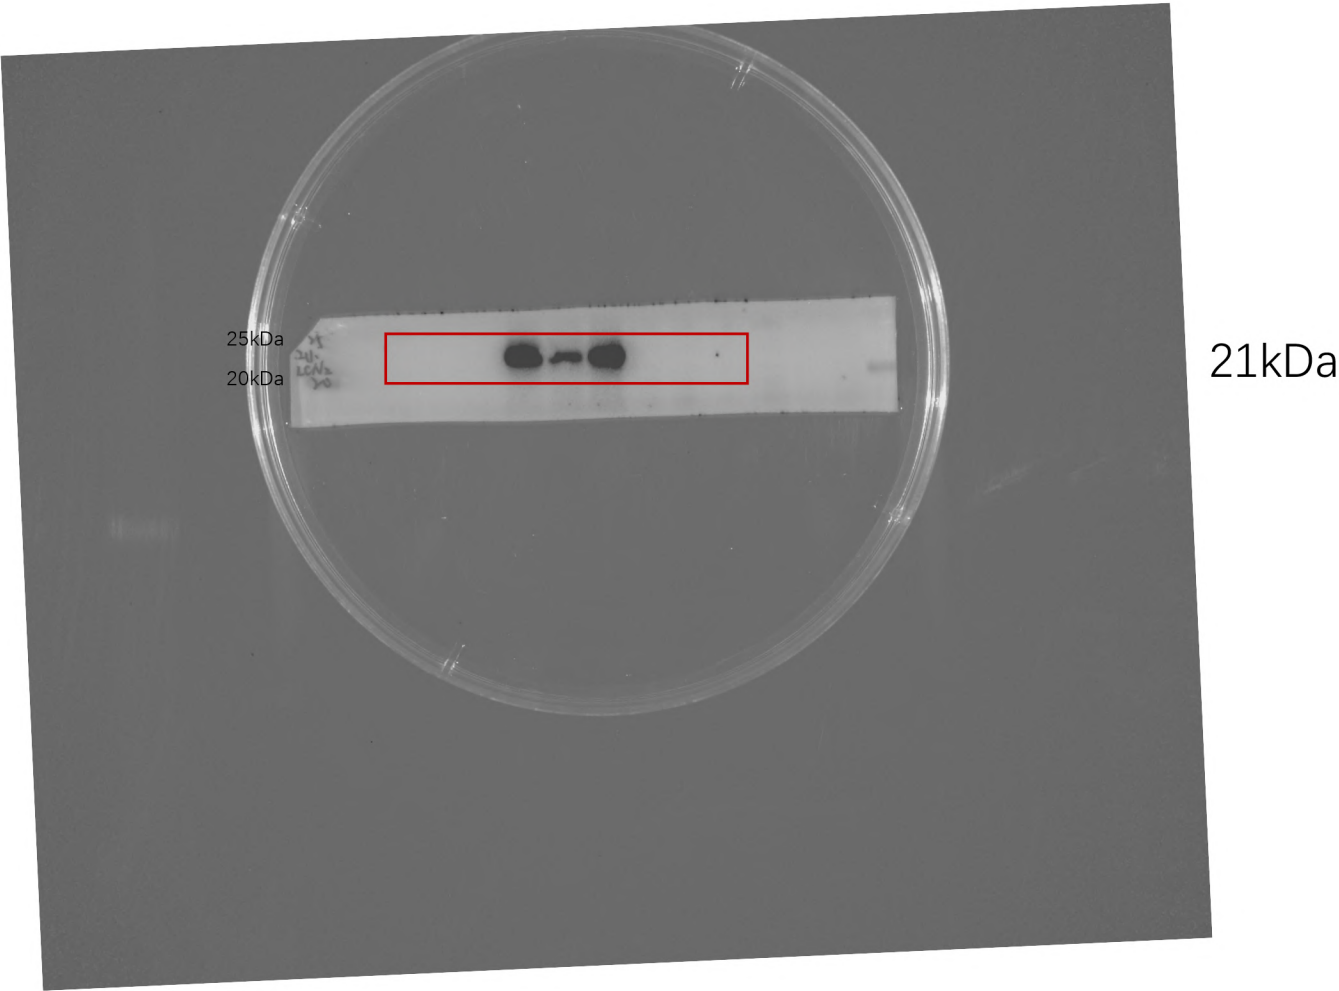

Source Fig.7F KRT1

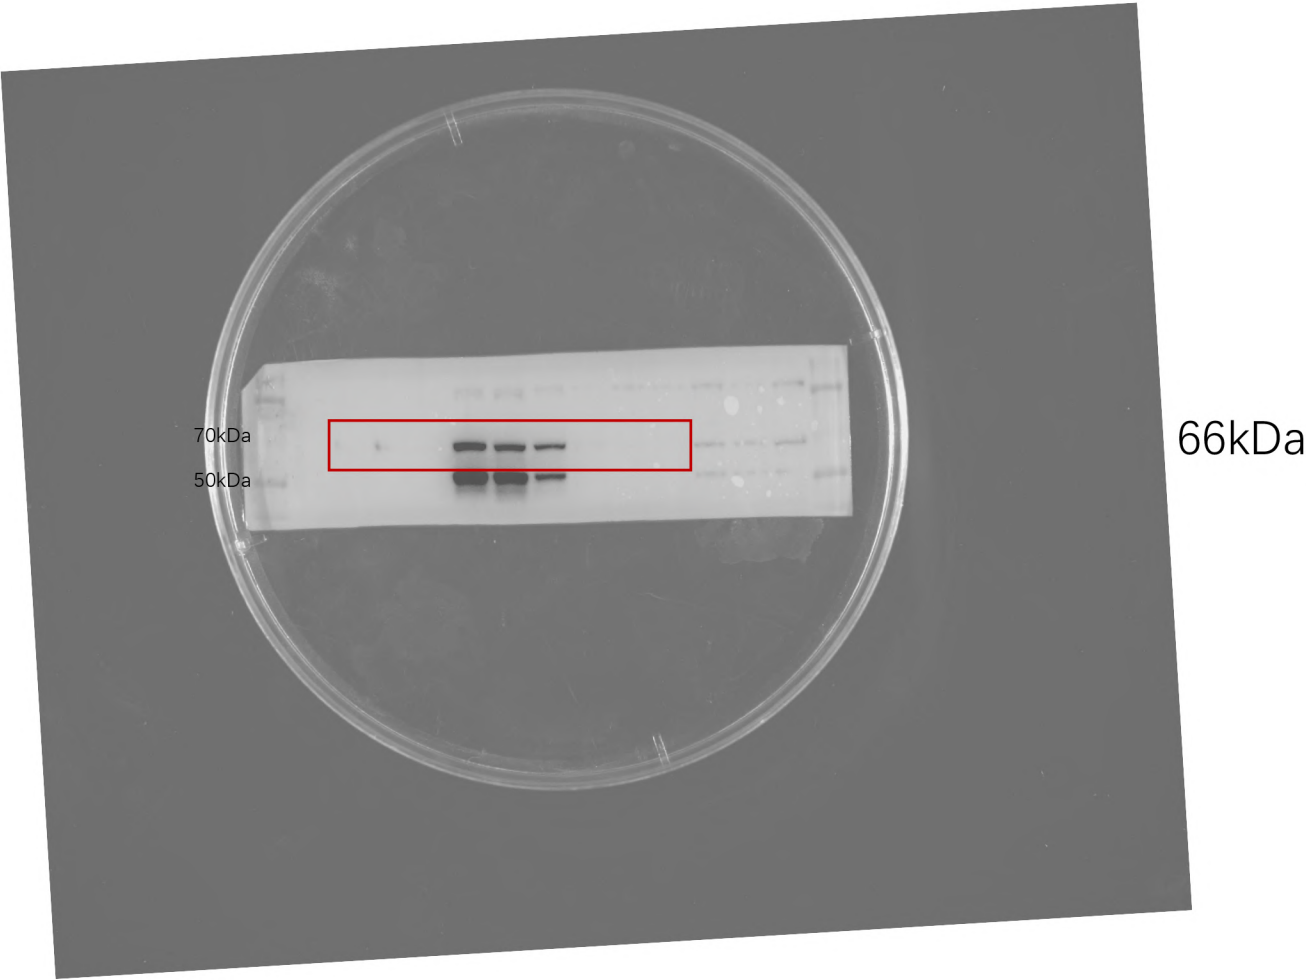

Source Fig.7F KRT5

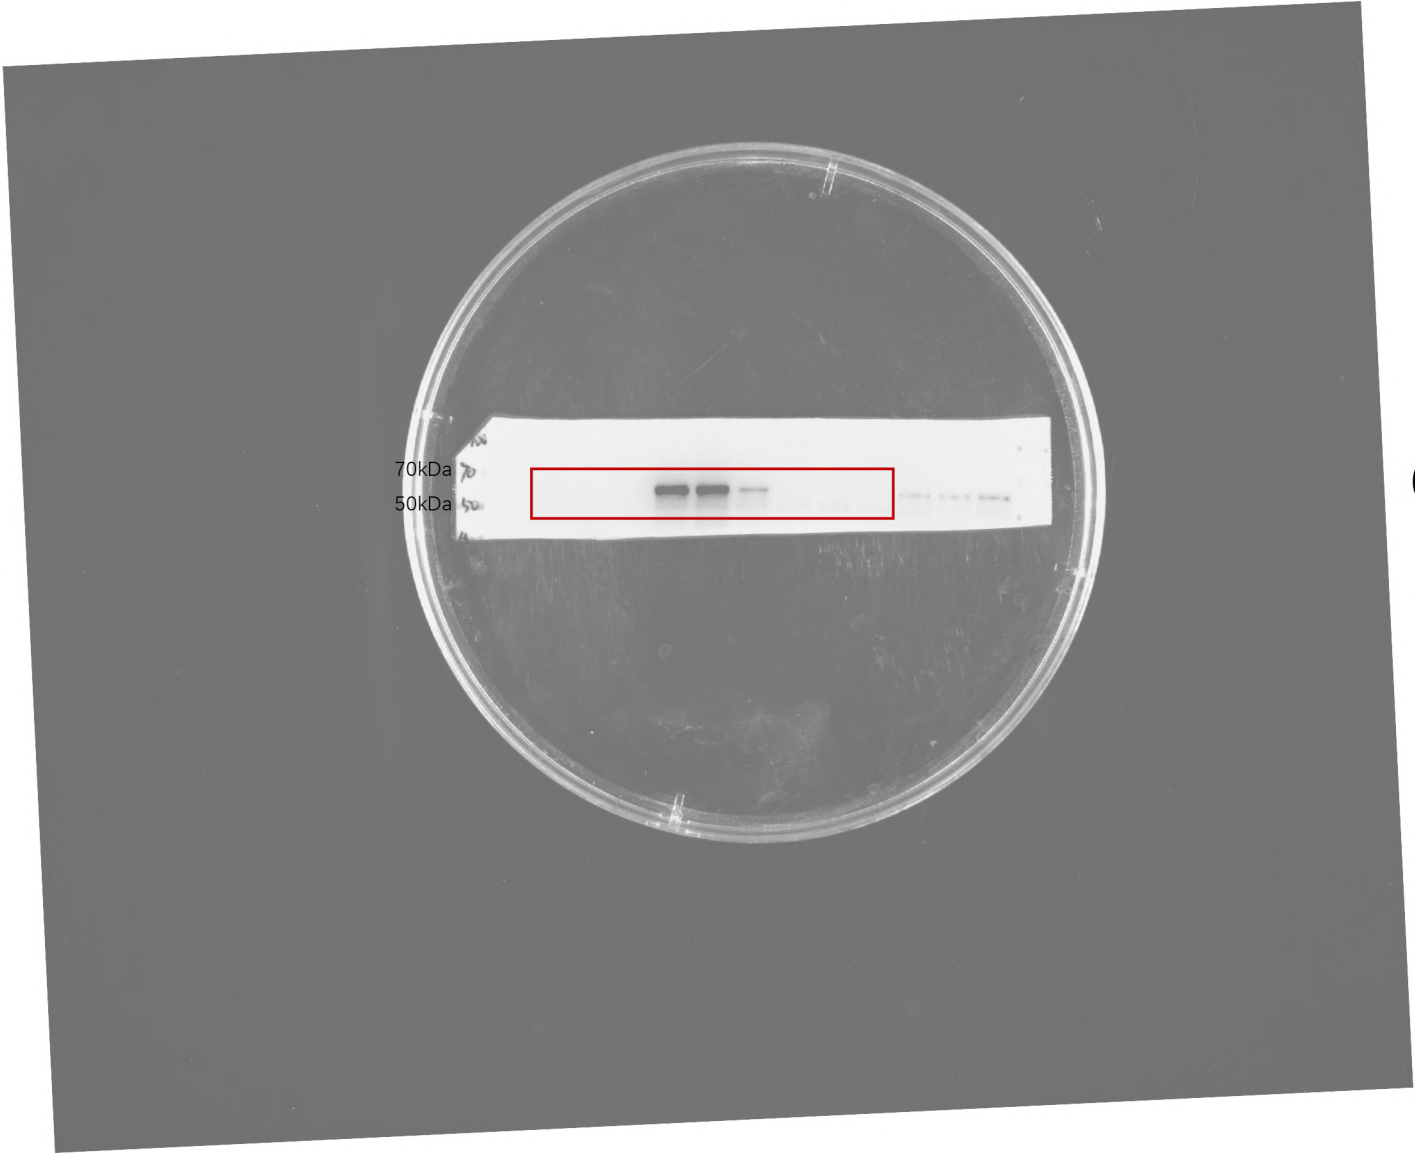

Source Fig.7F KRT10

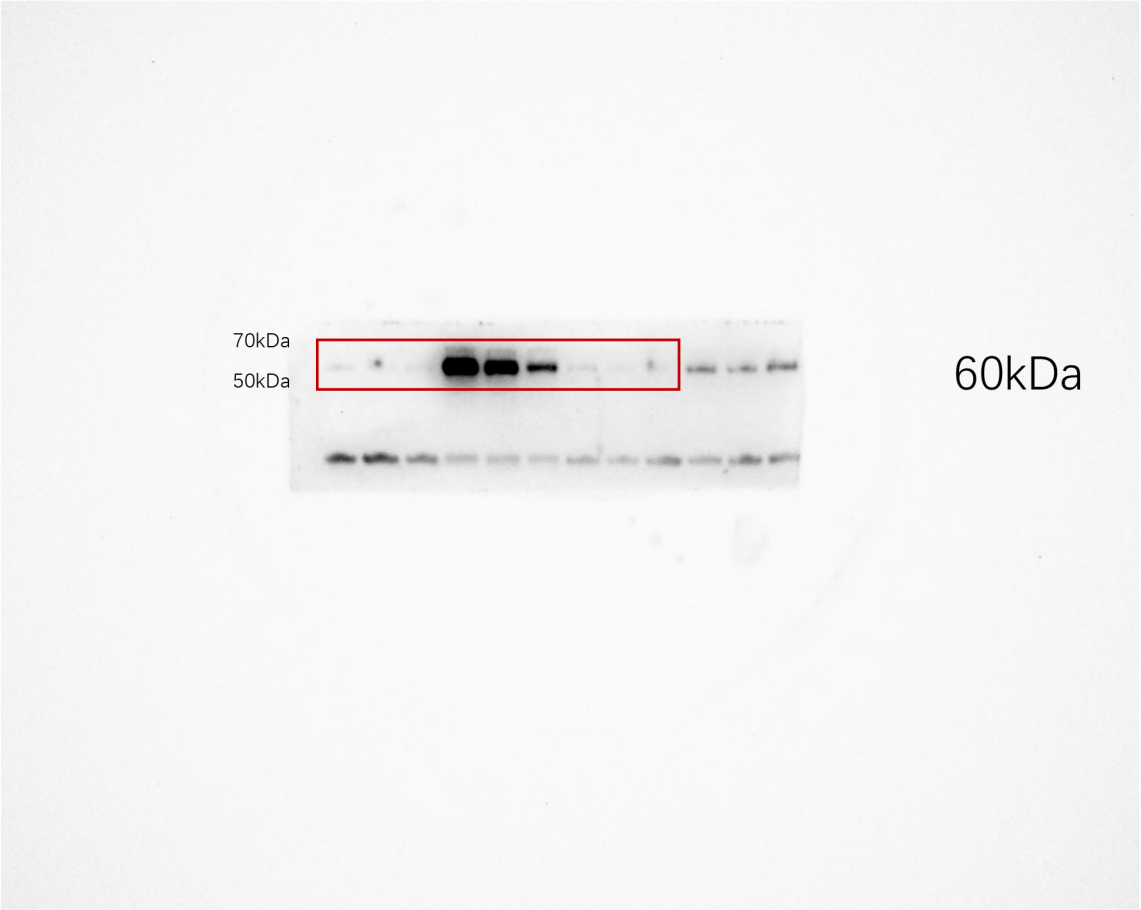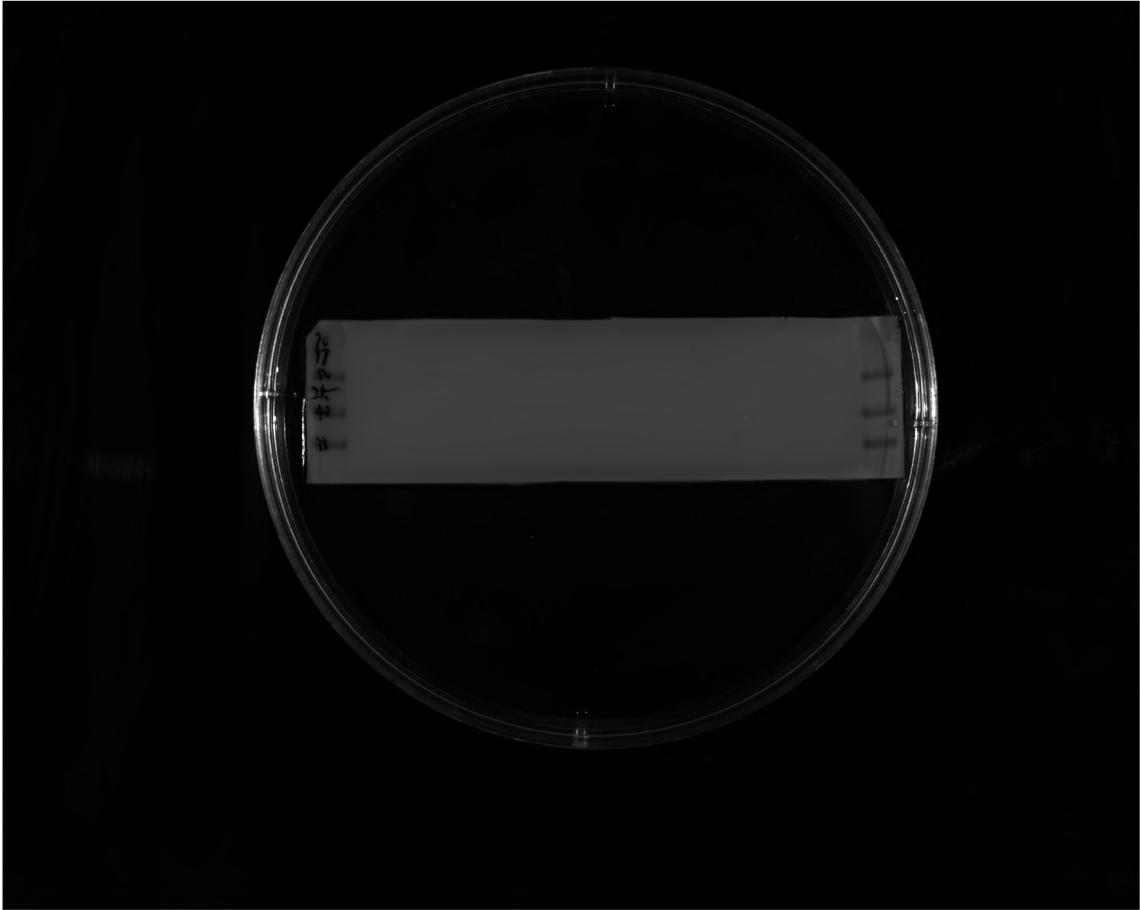

Source Fig.7F KRT14

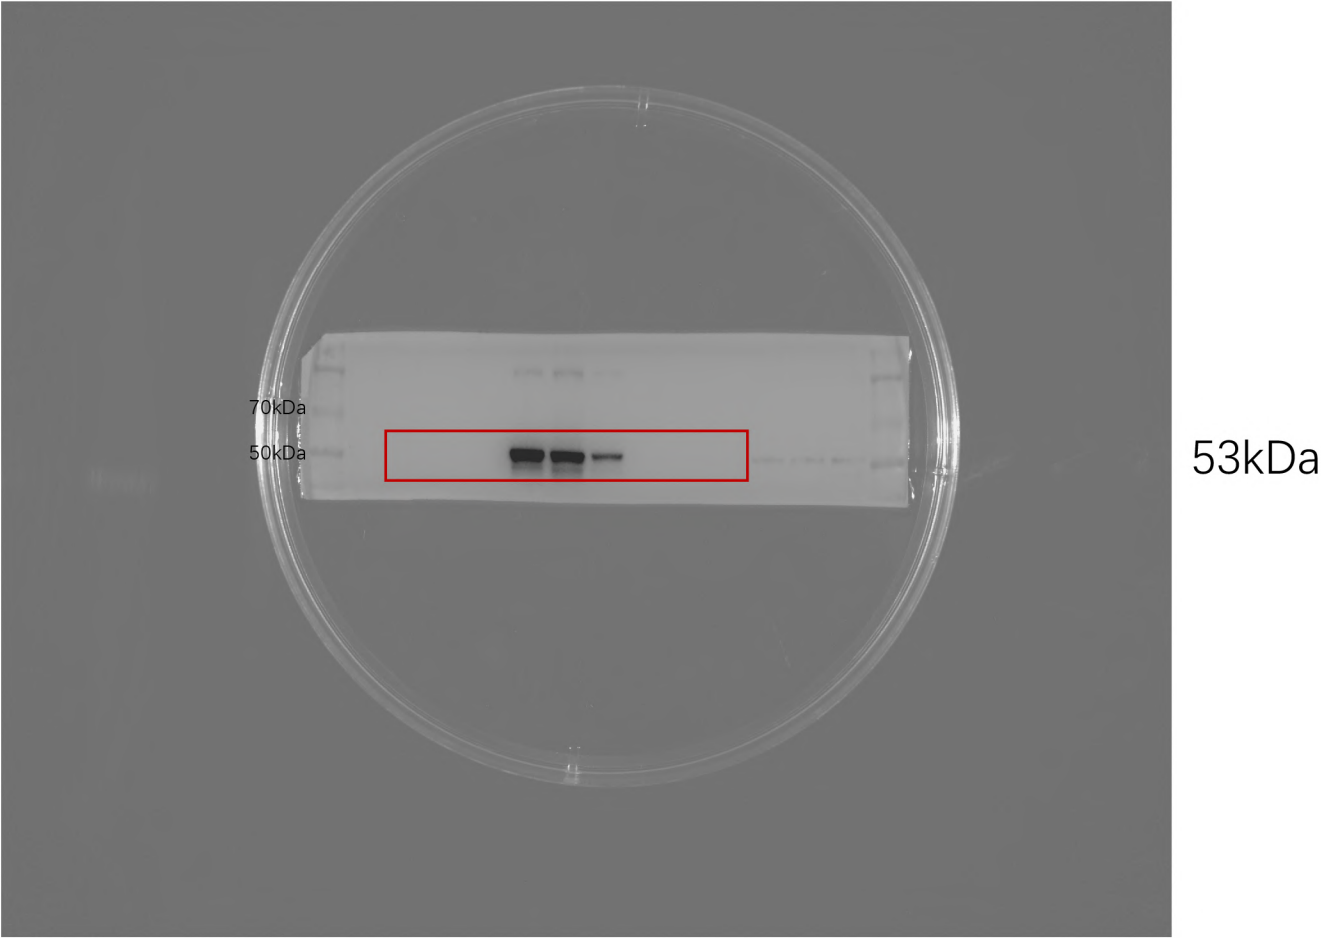

Source Fig.7F KRT17

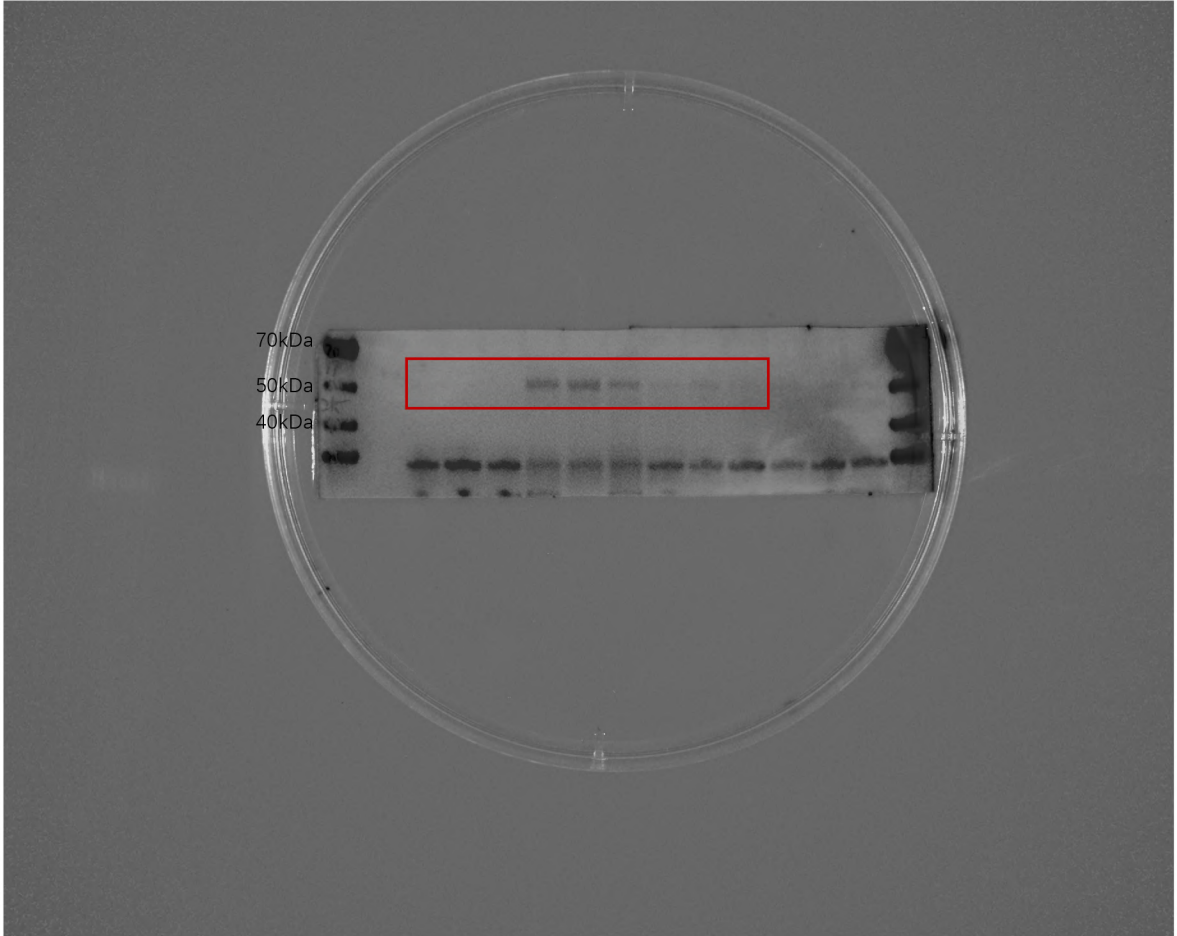

48kDa

Source Fig.7F Loricrin

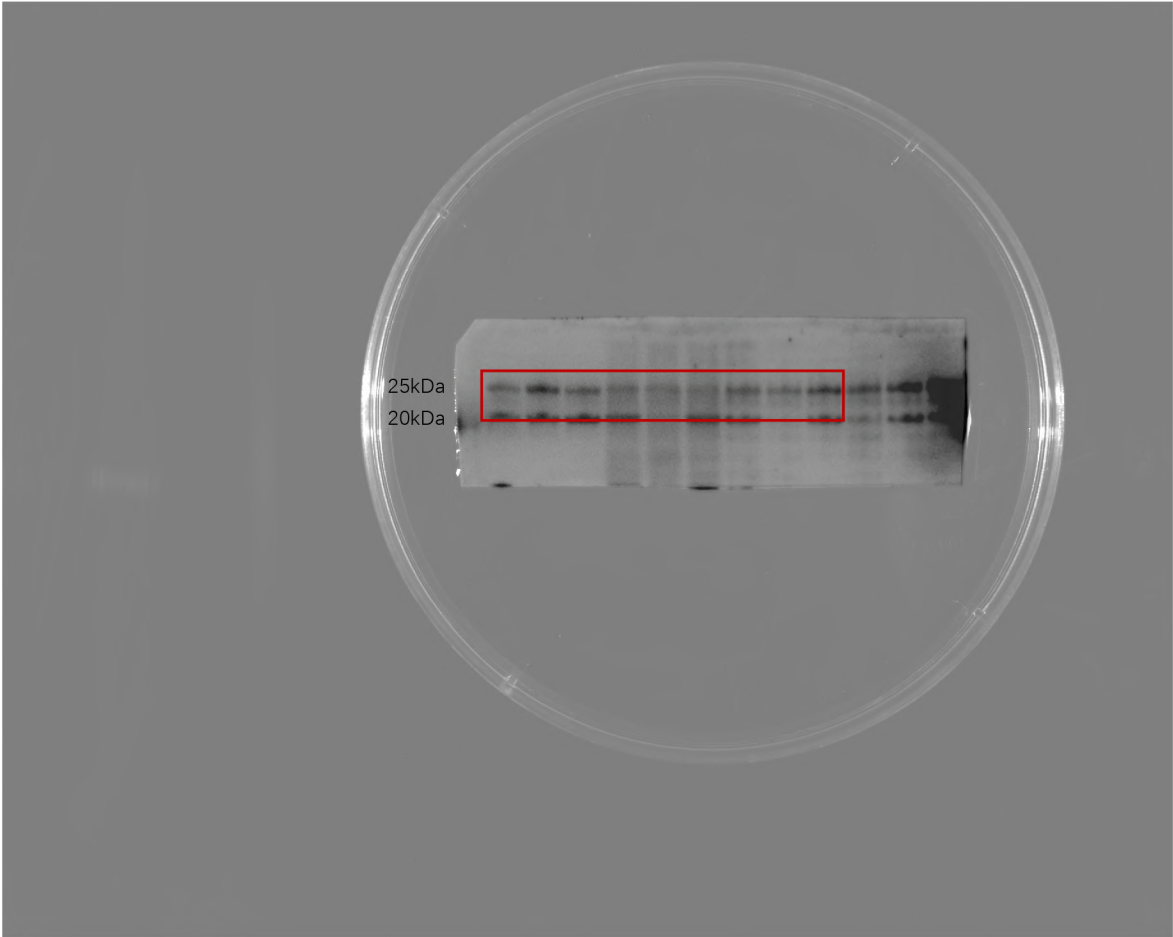

26kDa

Source Fig.7F Fn14

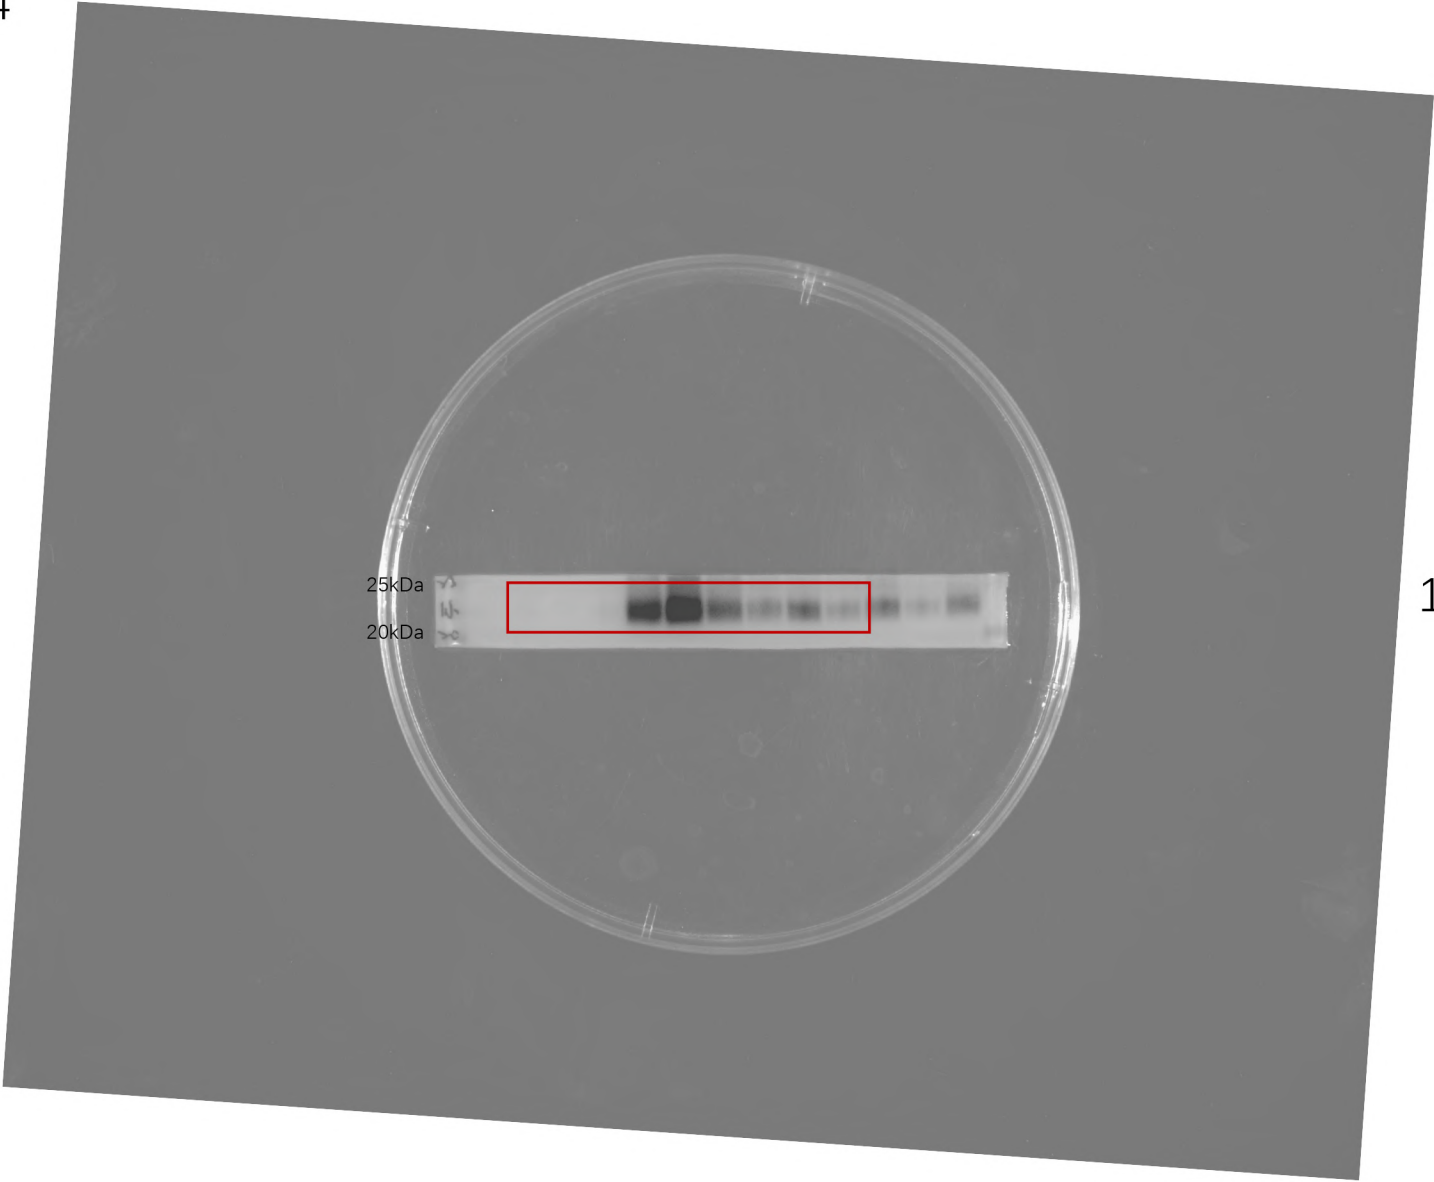

25kDa  
20kDa

17kDa

Source Fig.7F GAPDH

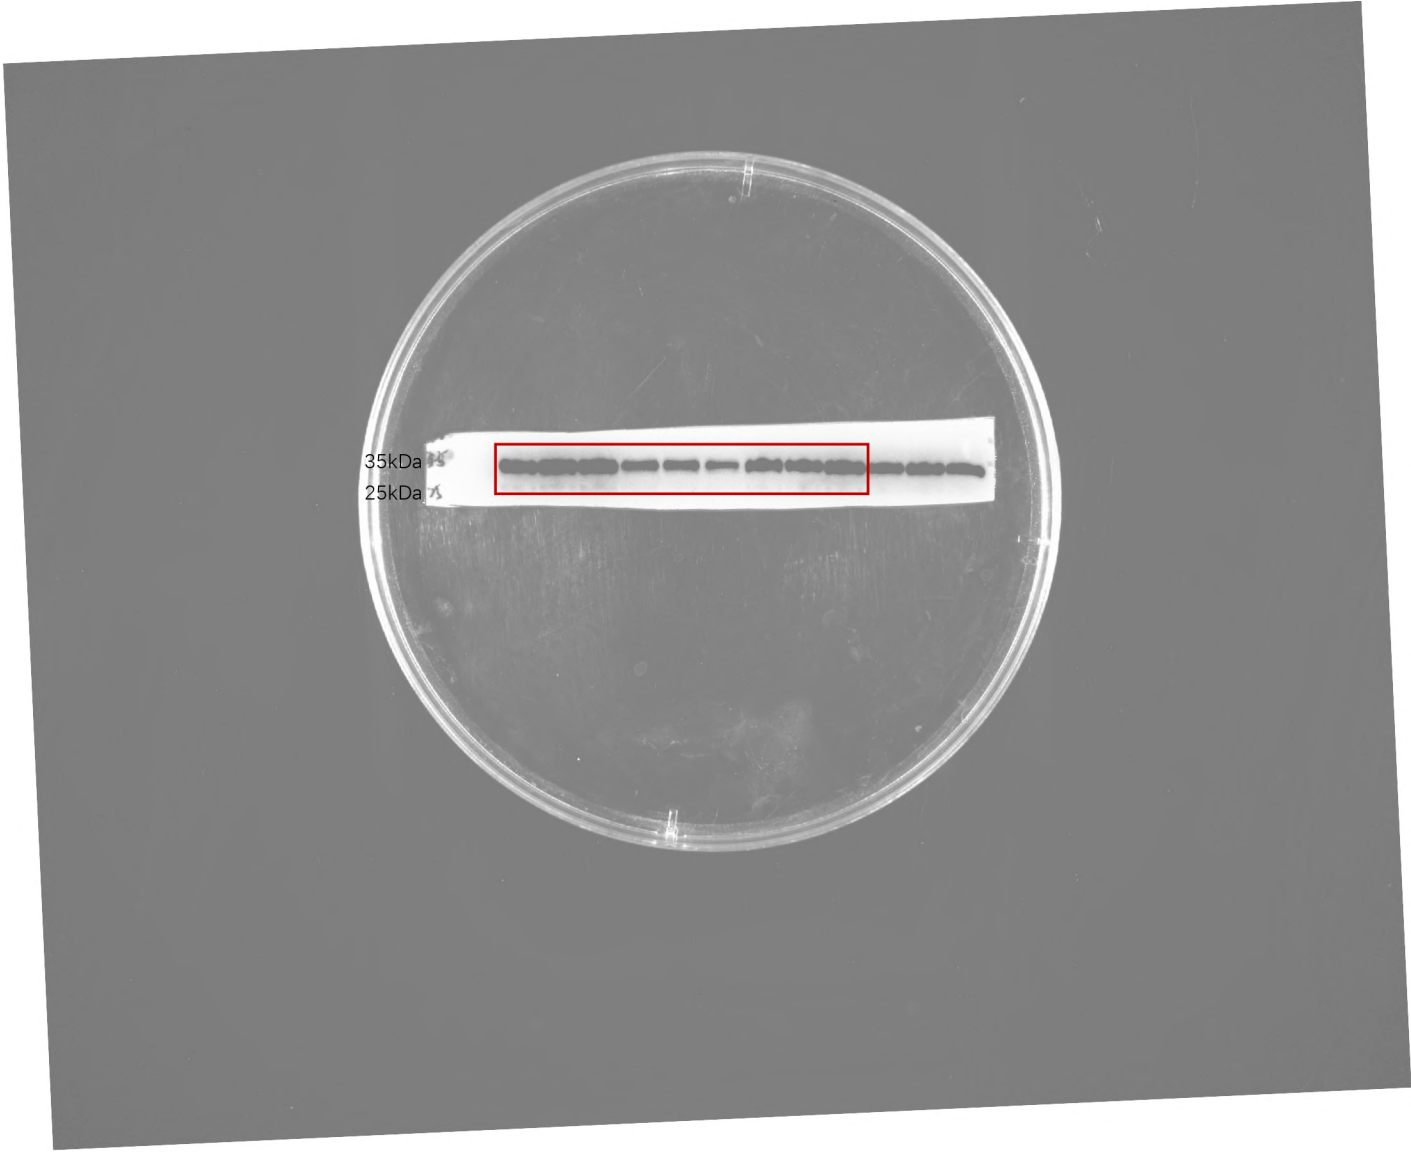

Source Fig.7F KRT6

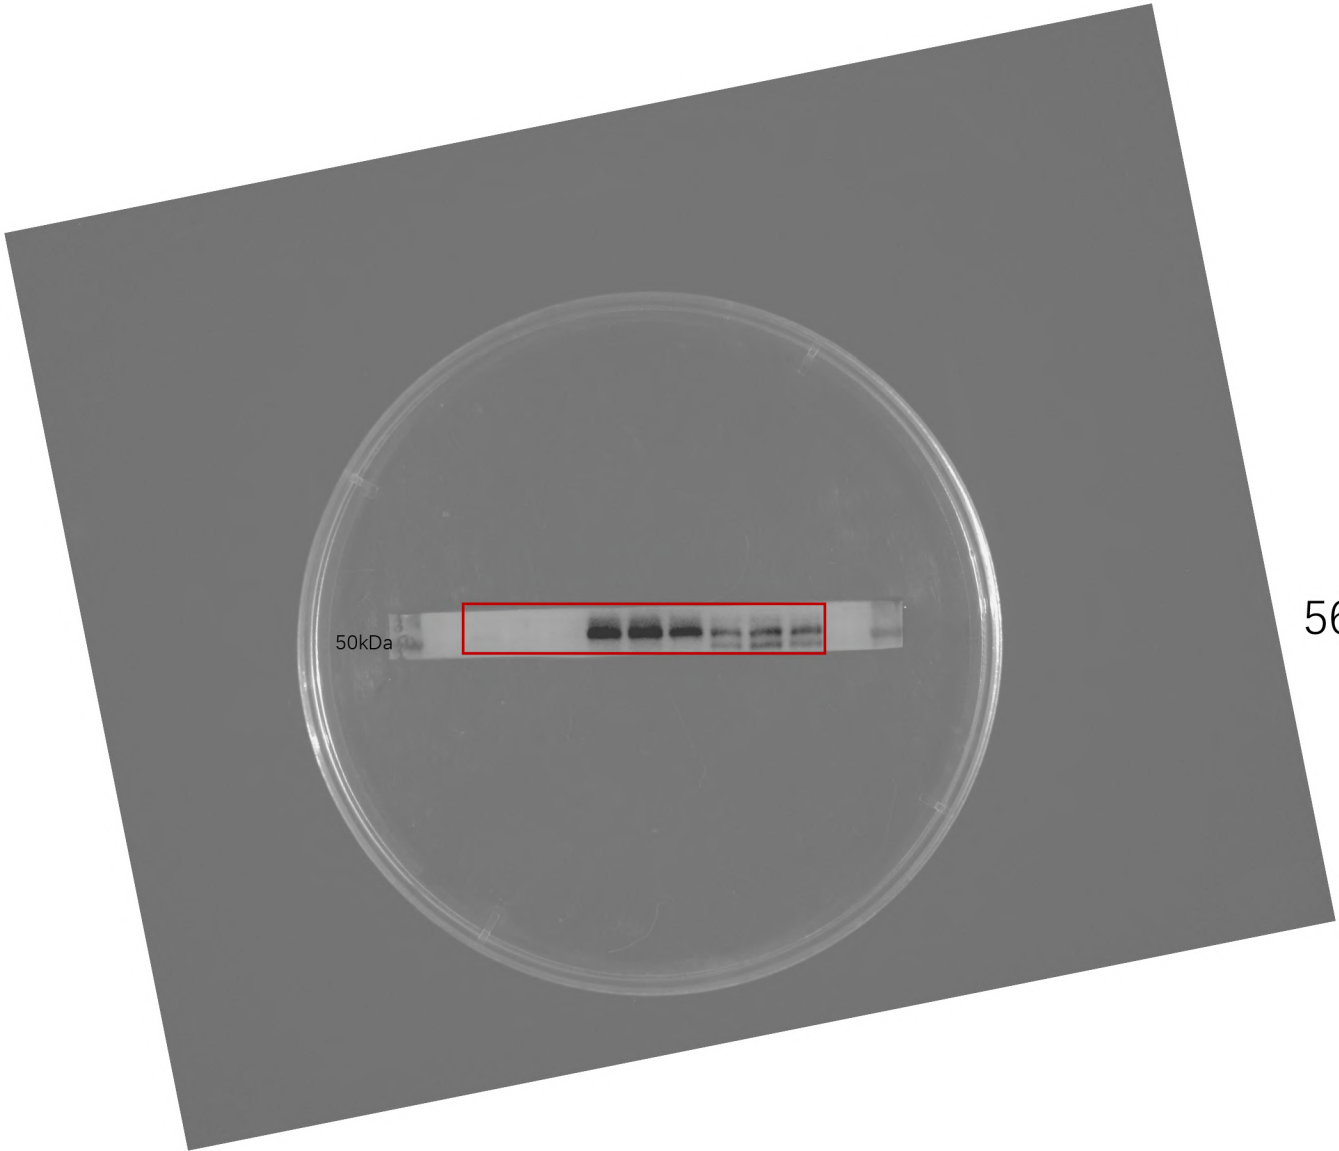

Source Fig.7F KRT16

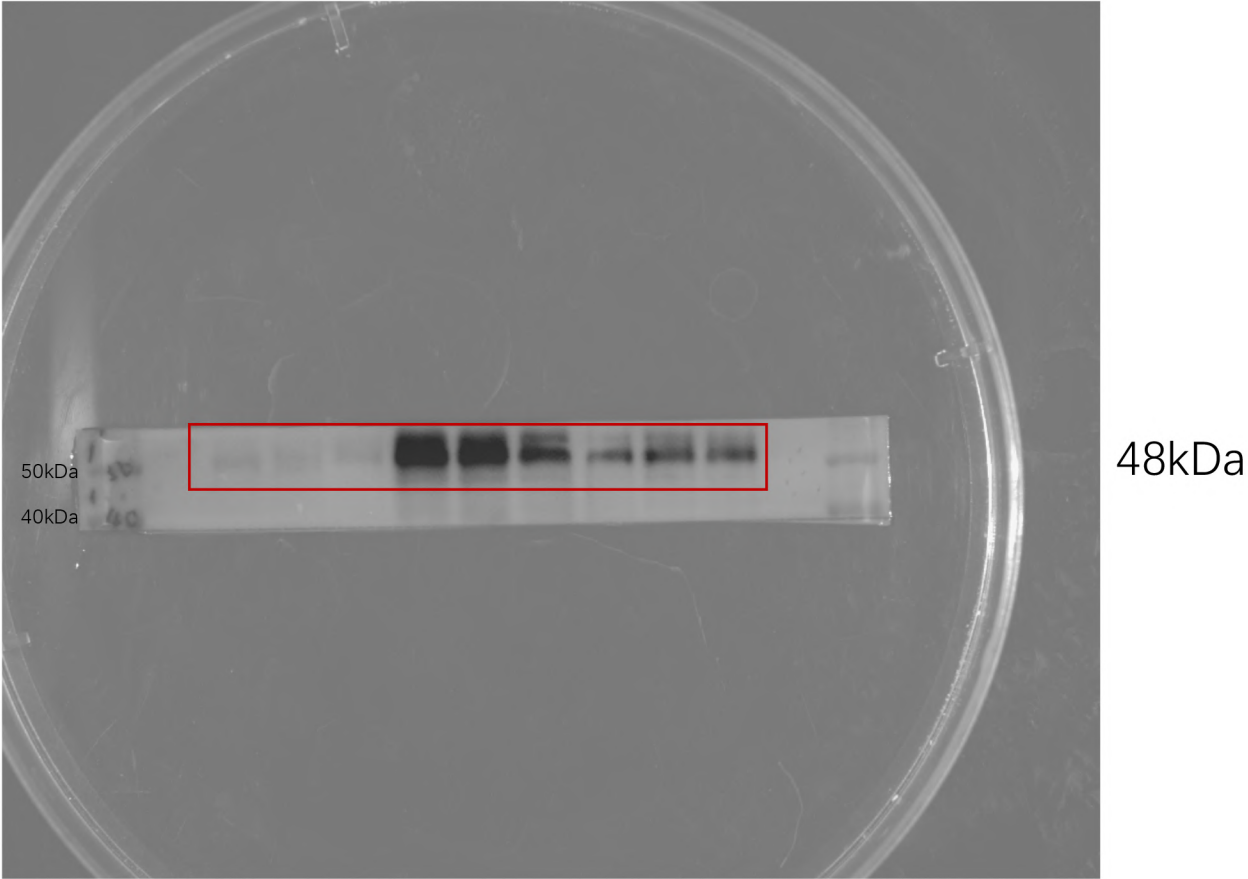

Source Fig.7F CXCL10

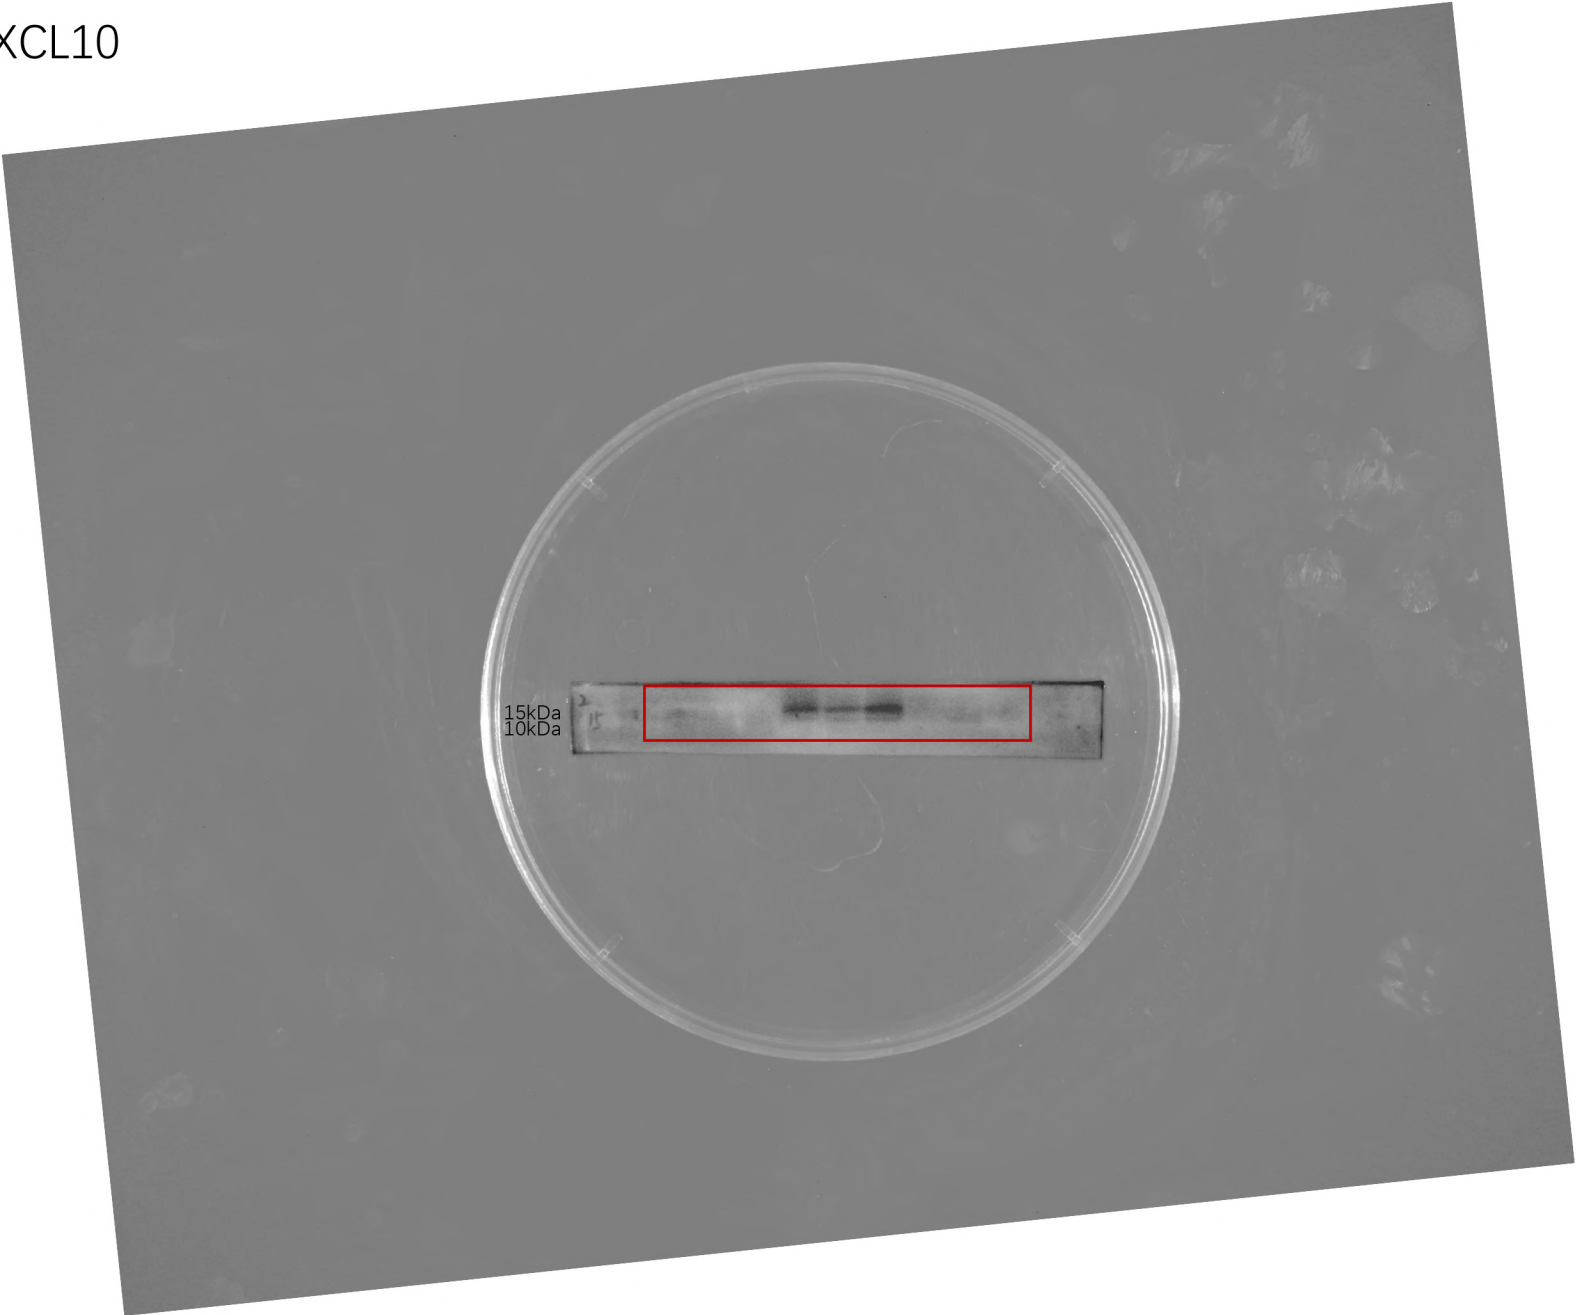

Source Fig.7F p-ERK1/2

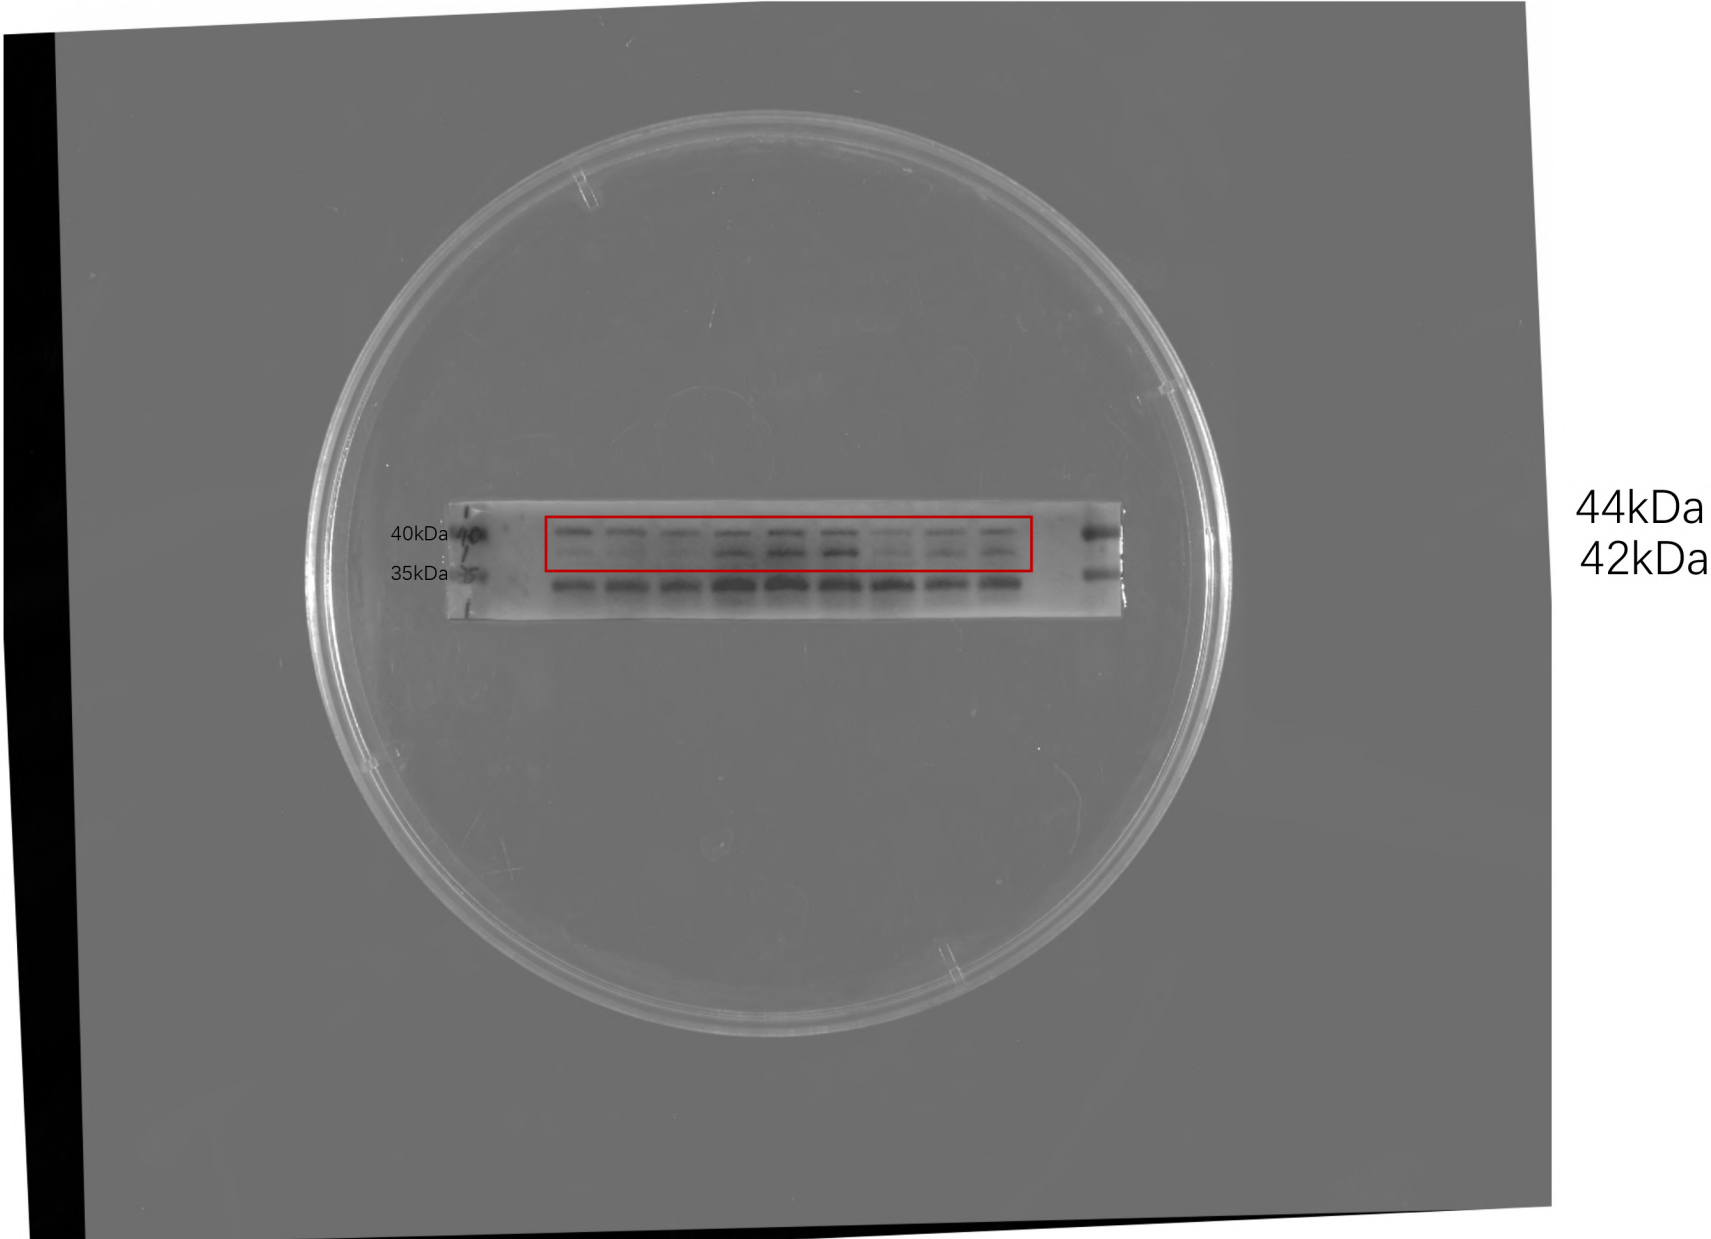

Source Fig.7F ERK1/2

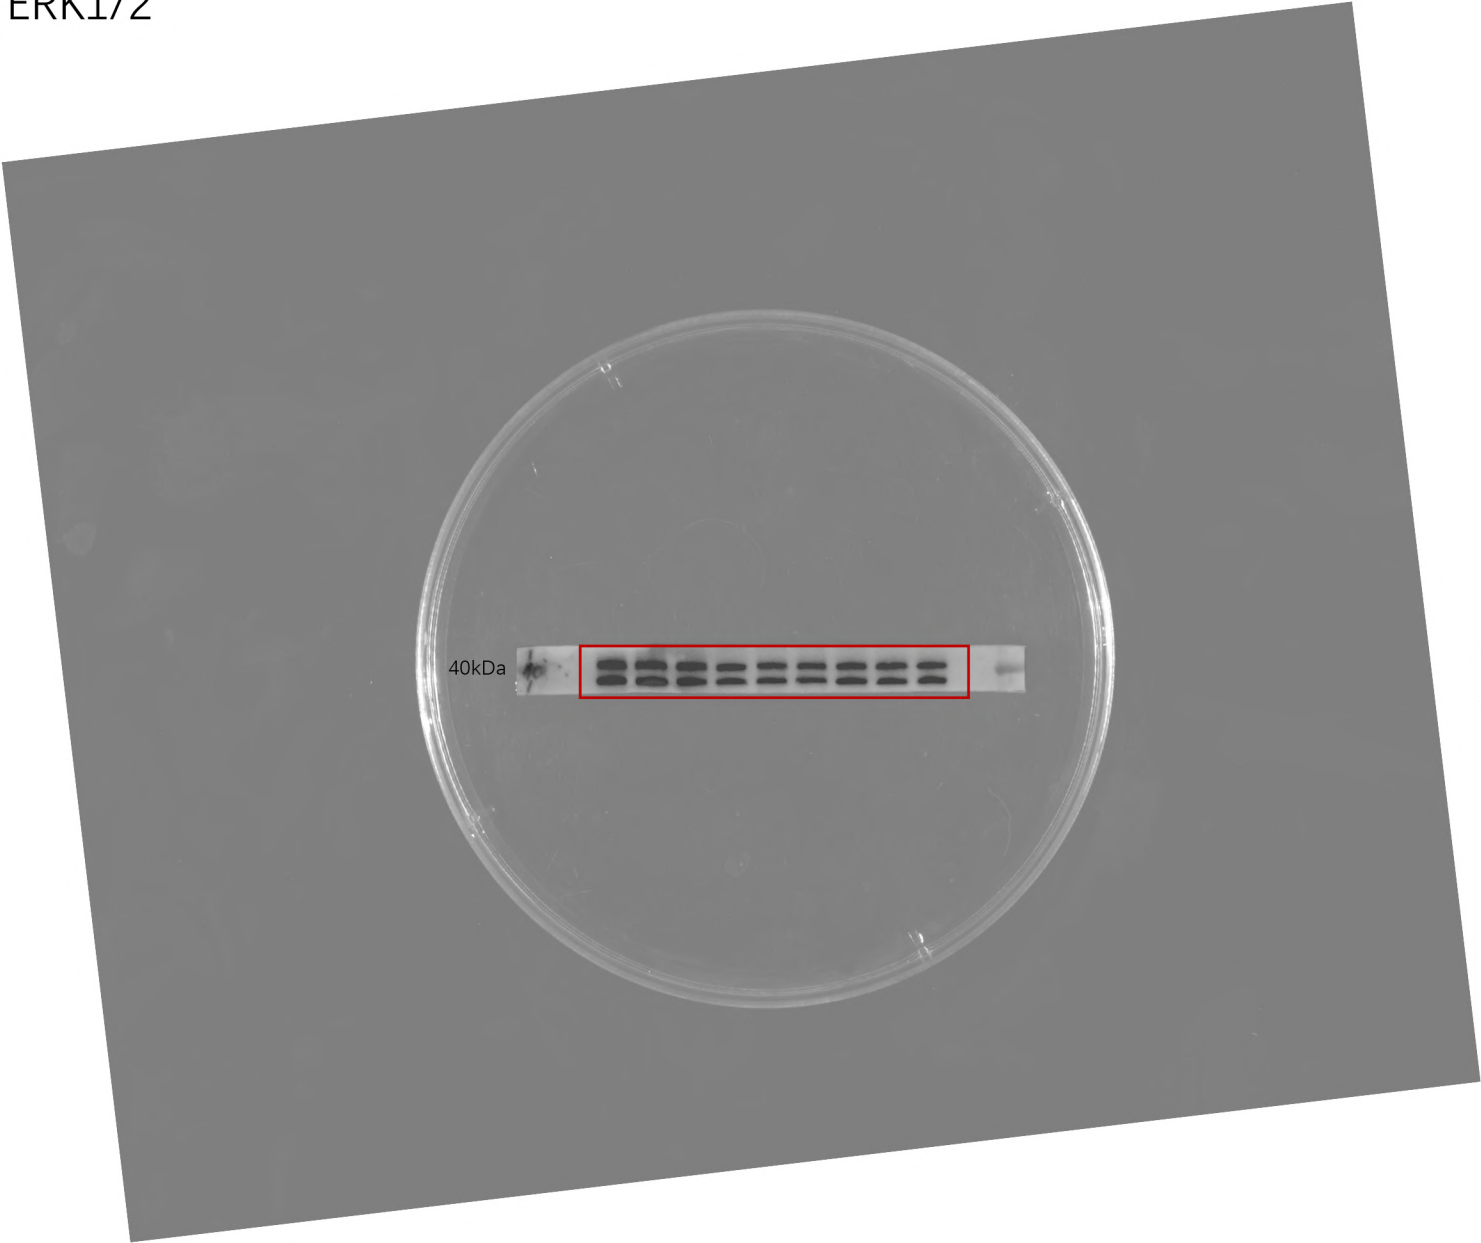

44kDa  
42kDa

Source Fig.7F GAPDH

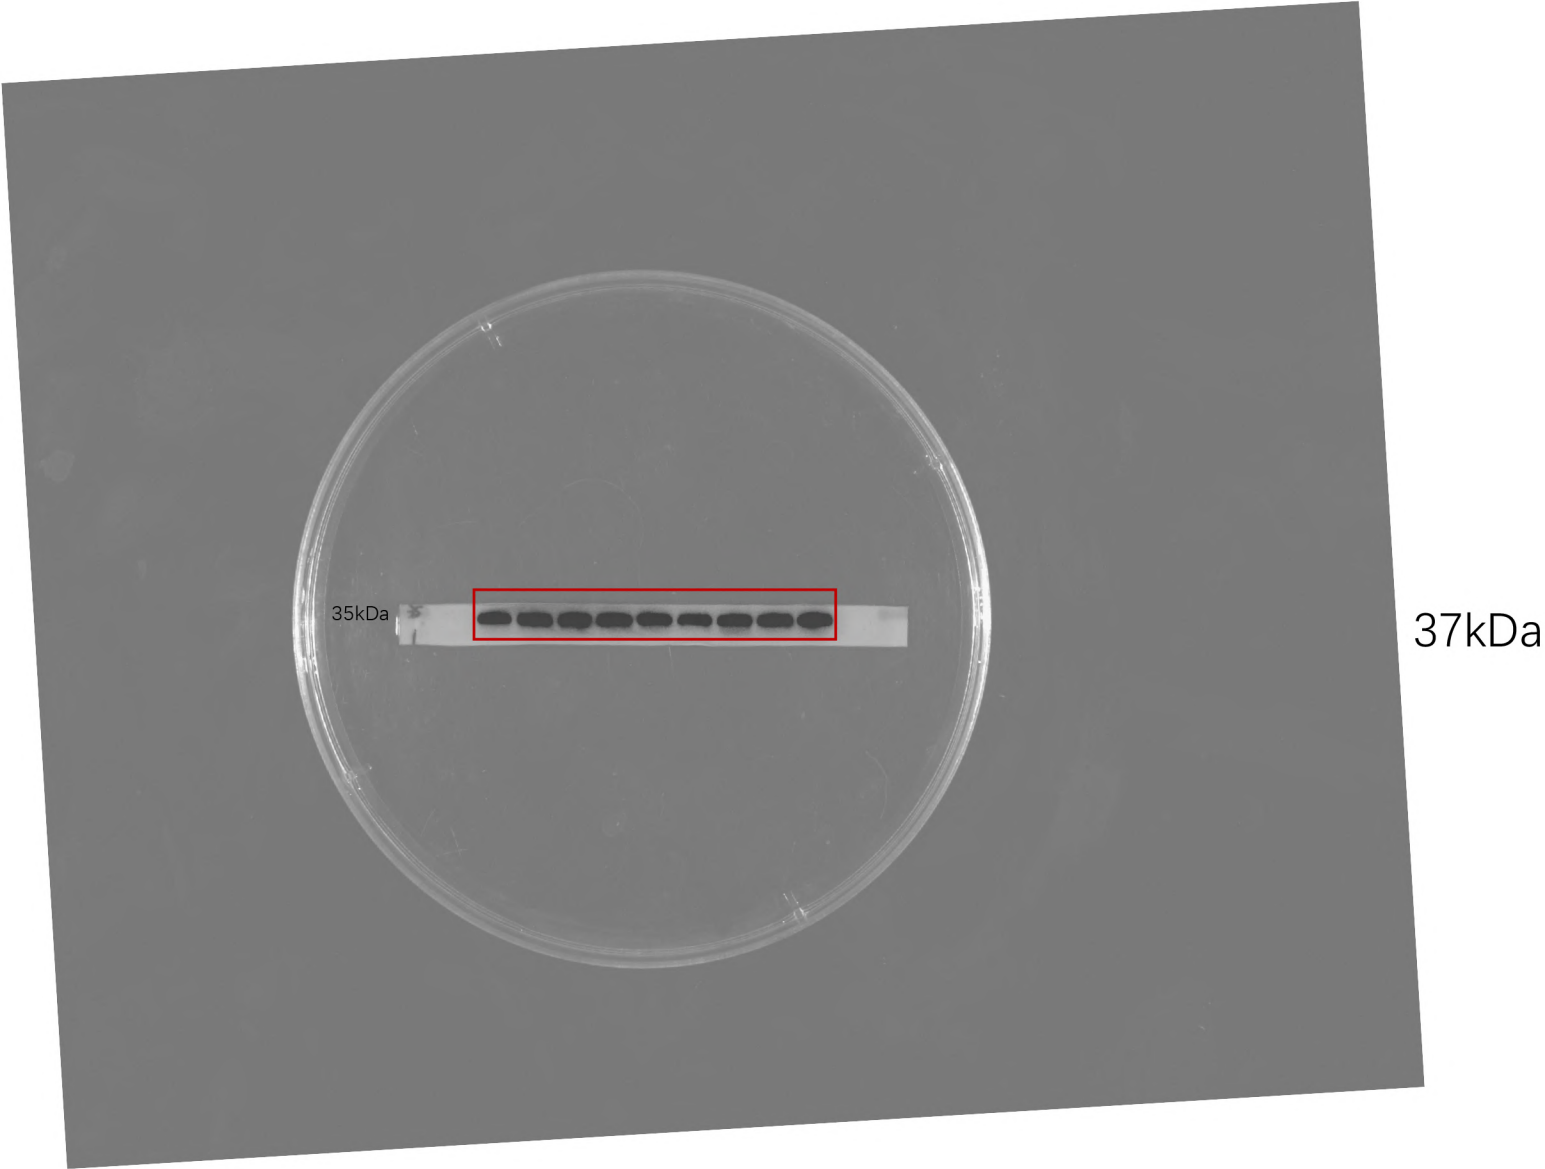

Source Fig.7F p-p38

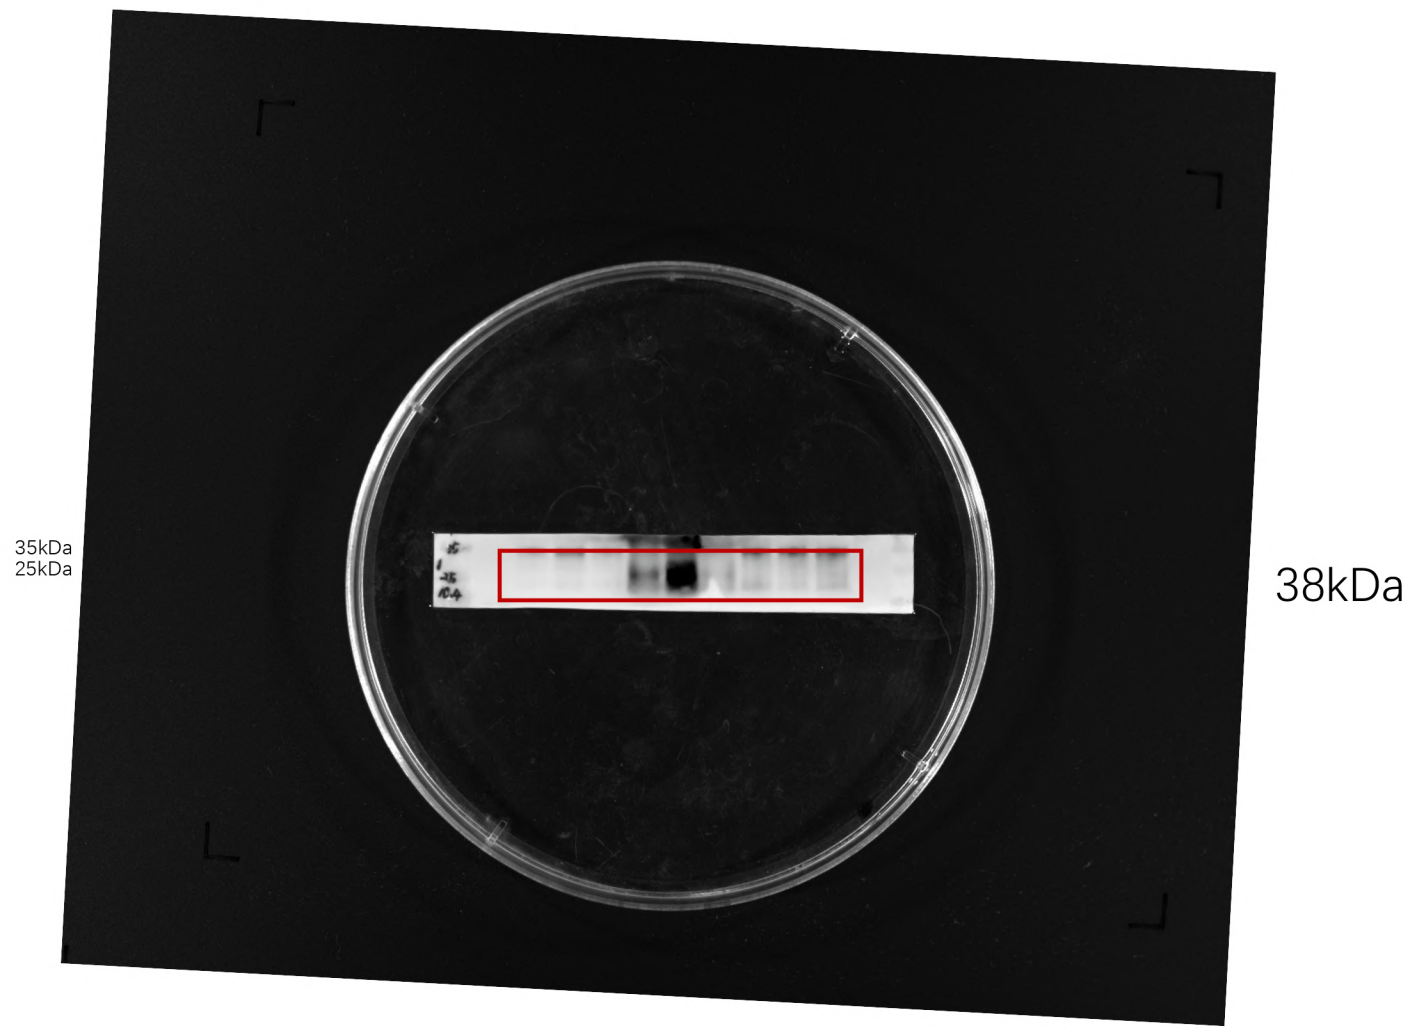

Source Fig.7F p38

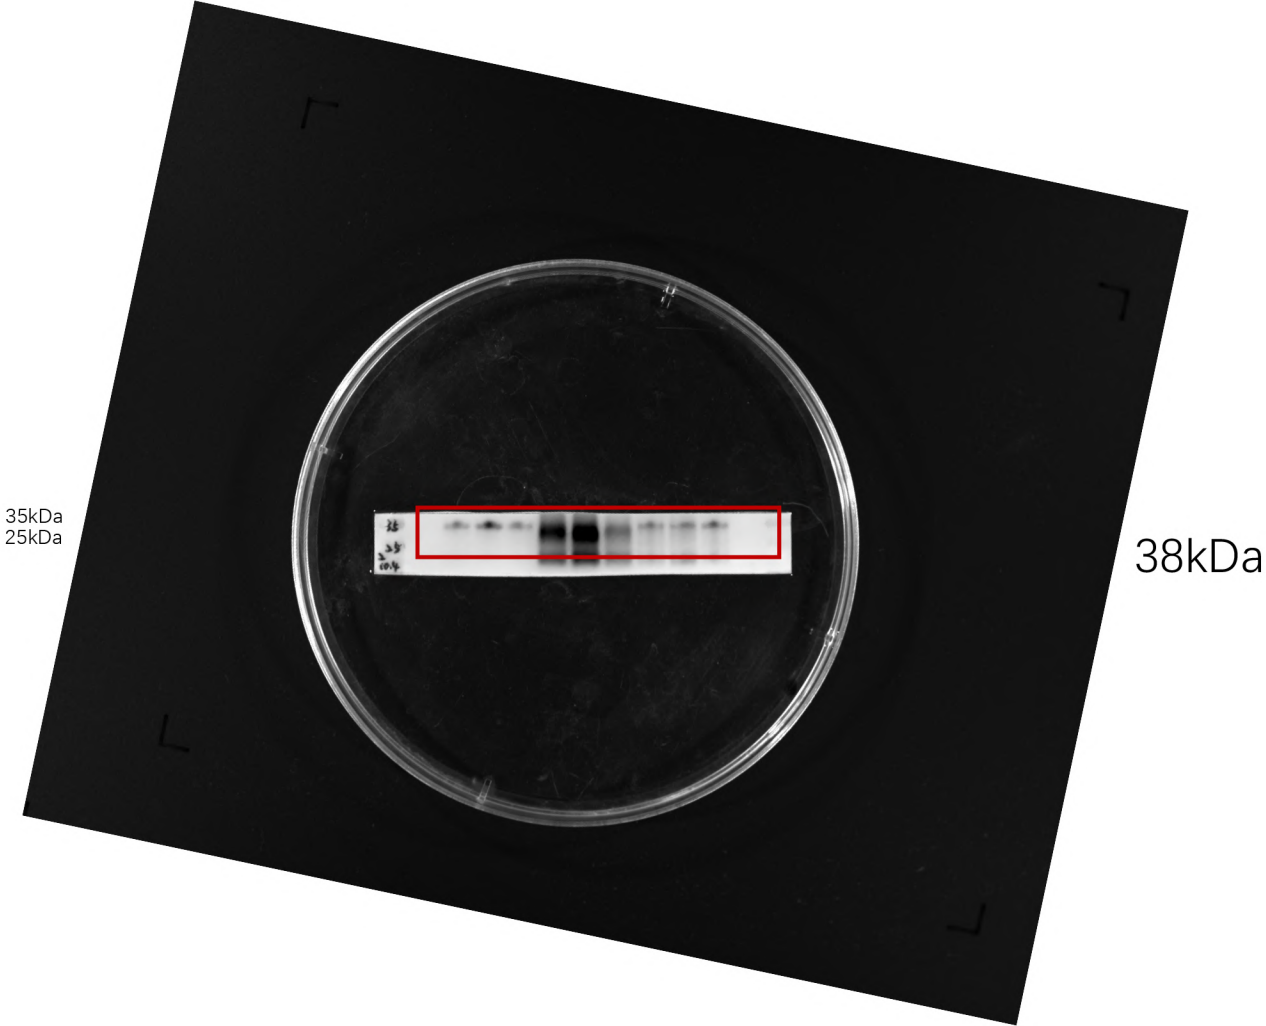

Source Fig.7F p-JNK

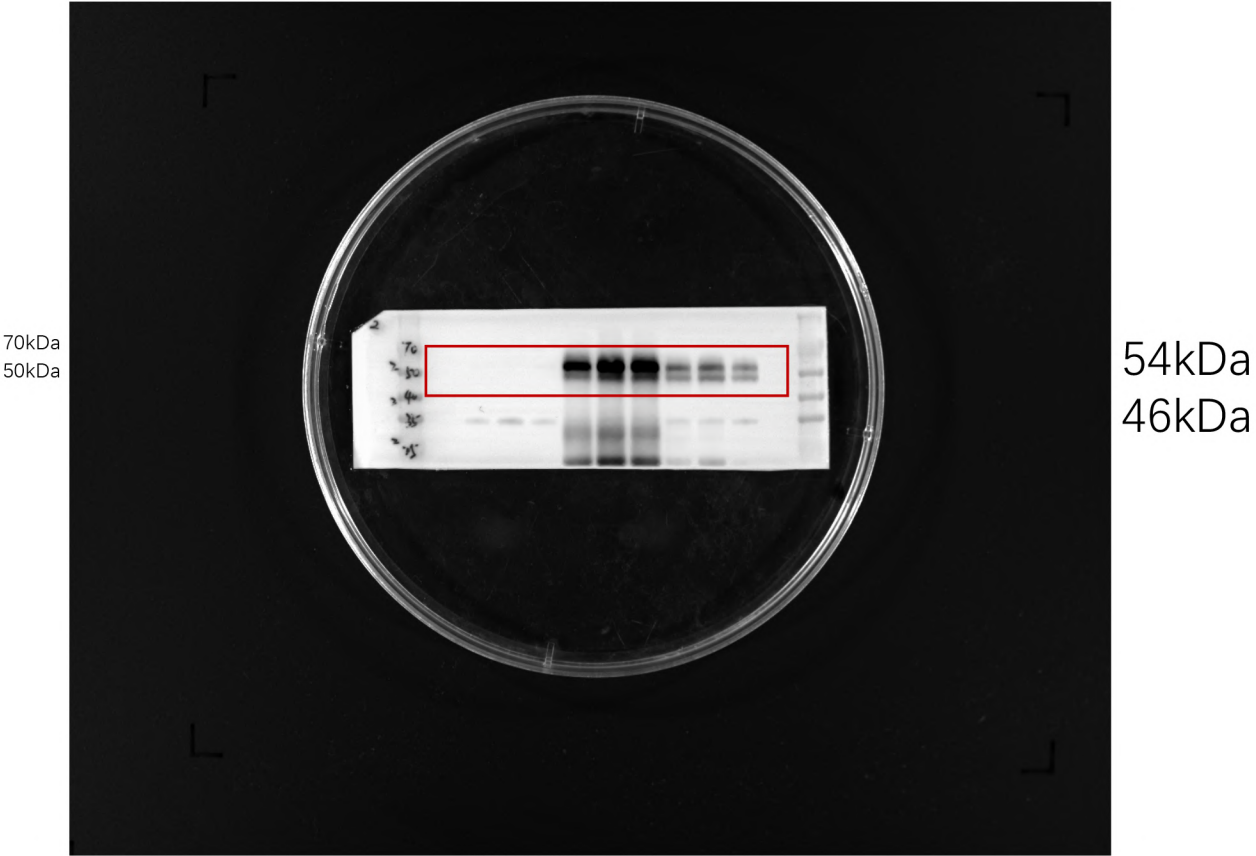

Source Fig.7F JNK

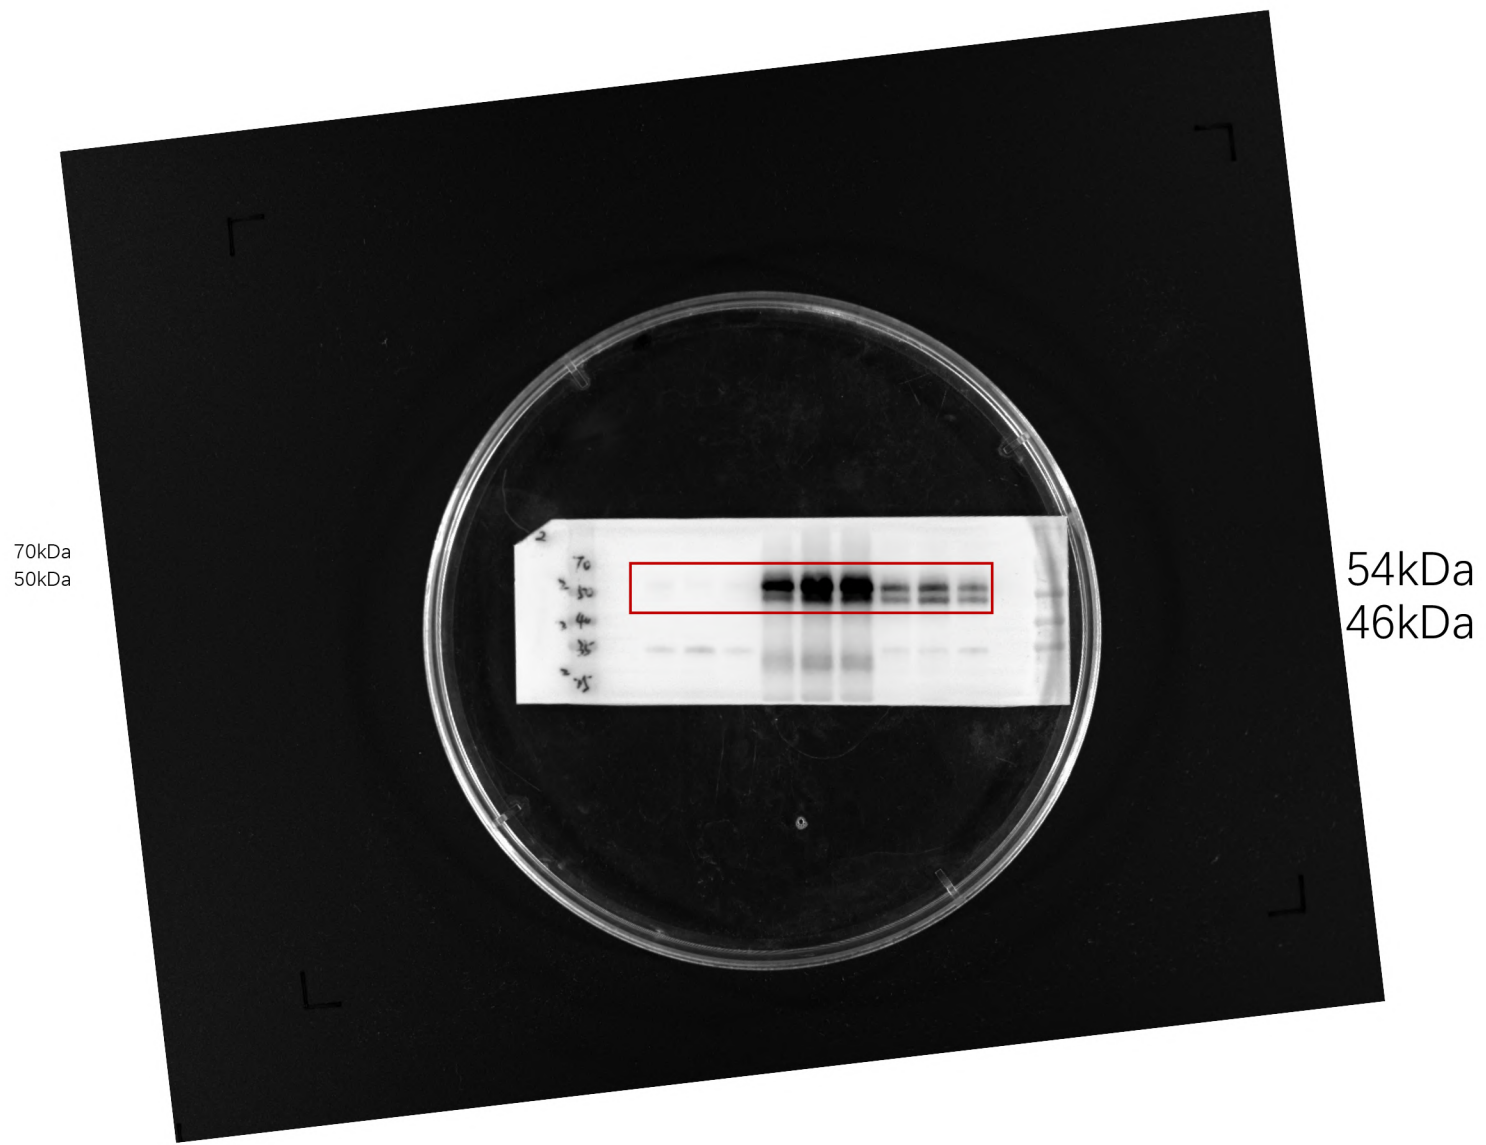

Source Fig.8A KRT6

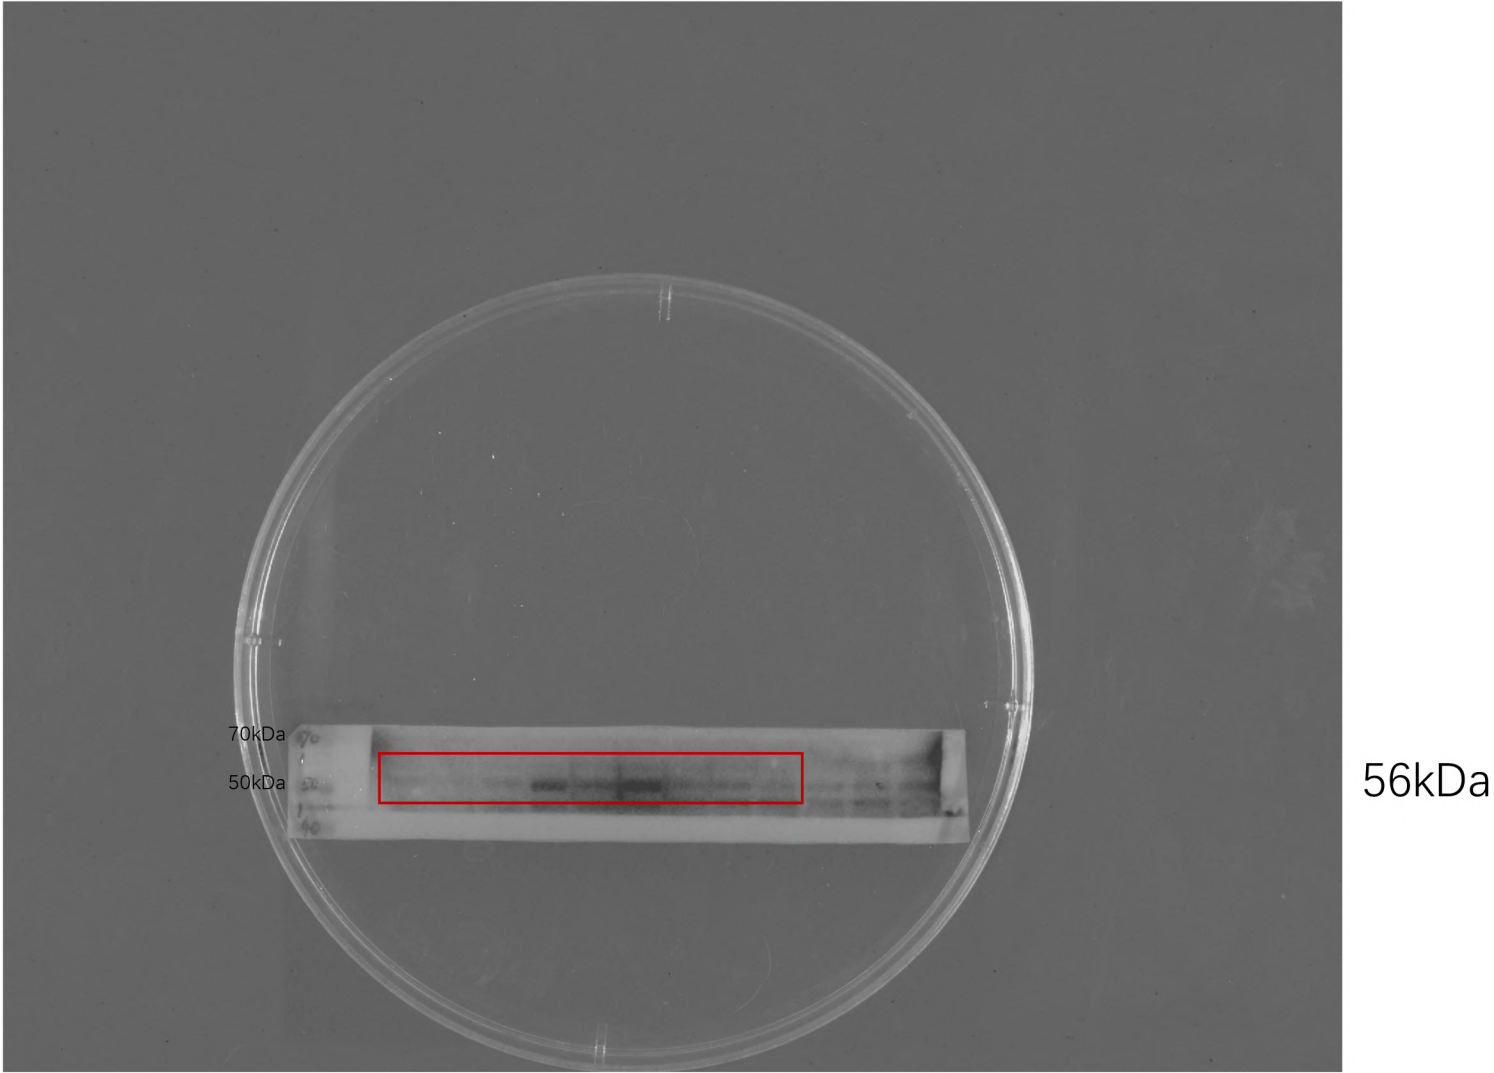

Source Fig.8A GAPDH

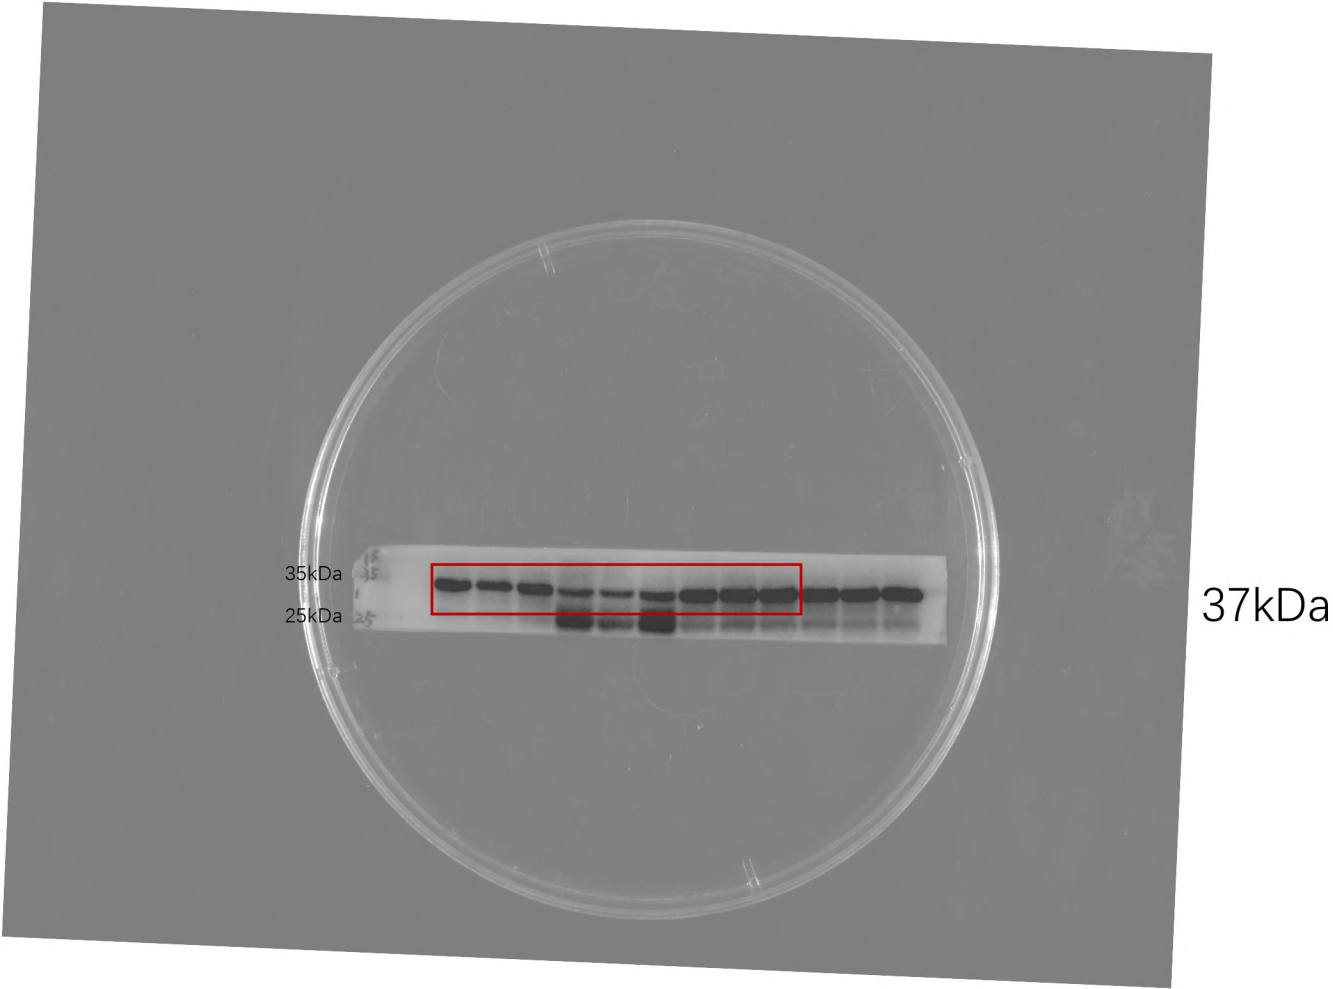

Source Fig.8 KRT16

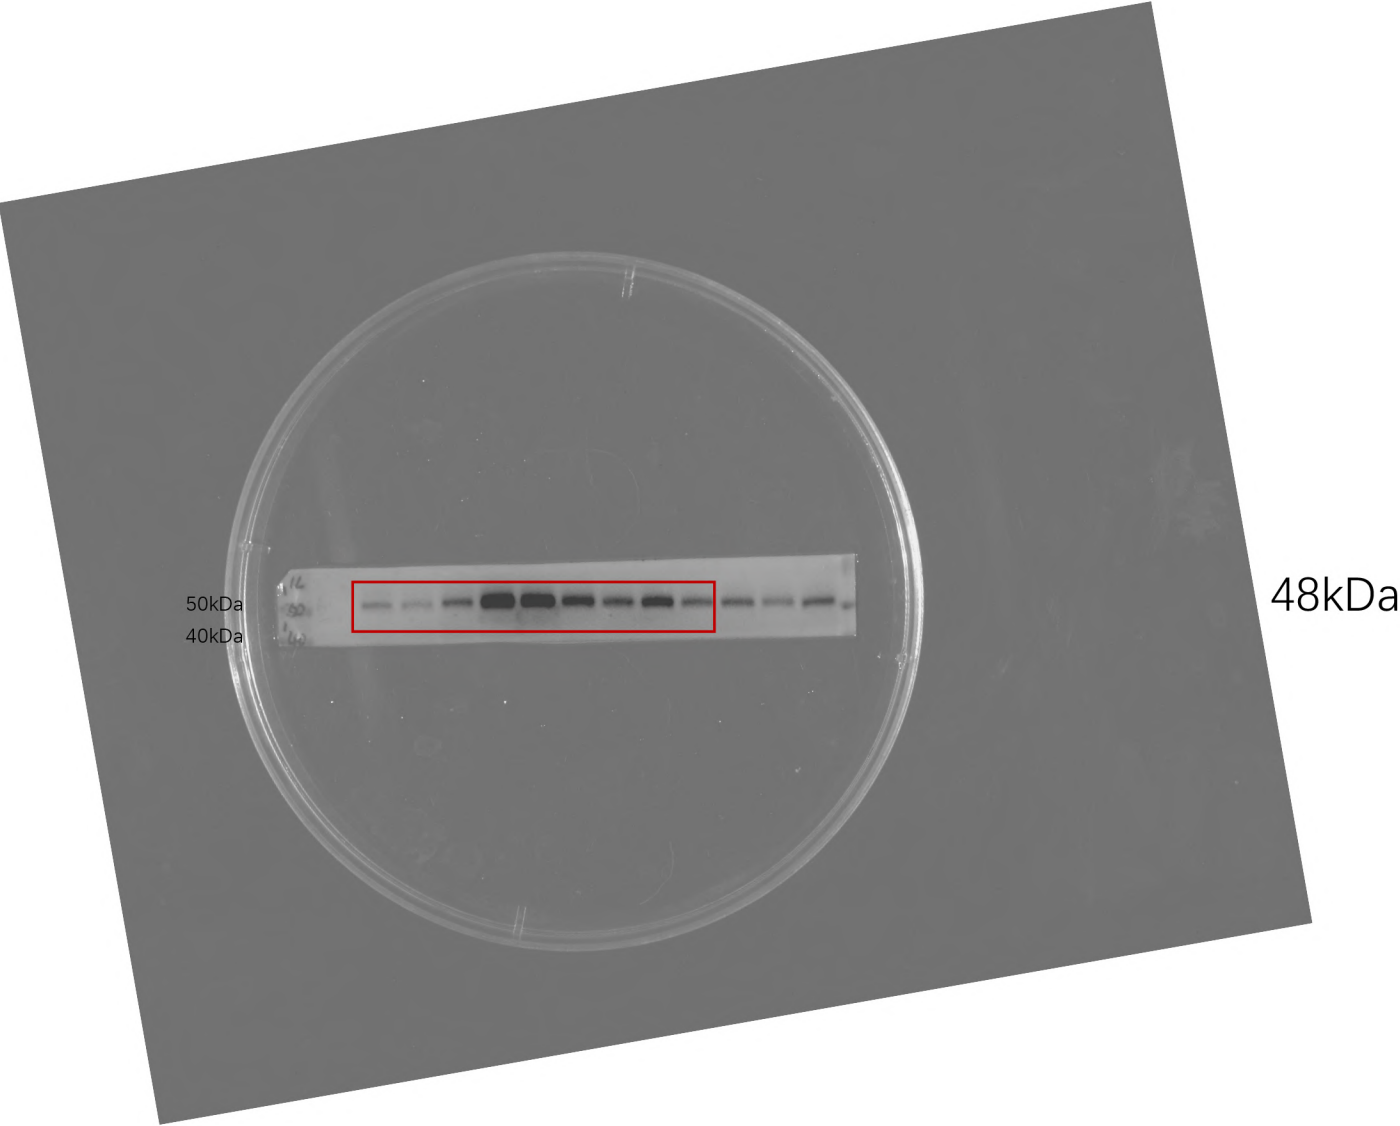

Source Fig.8A LCN2

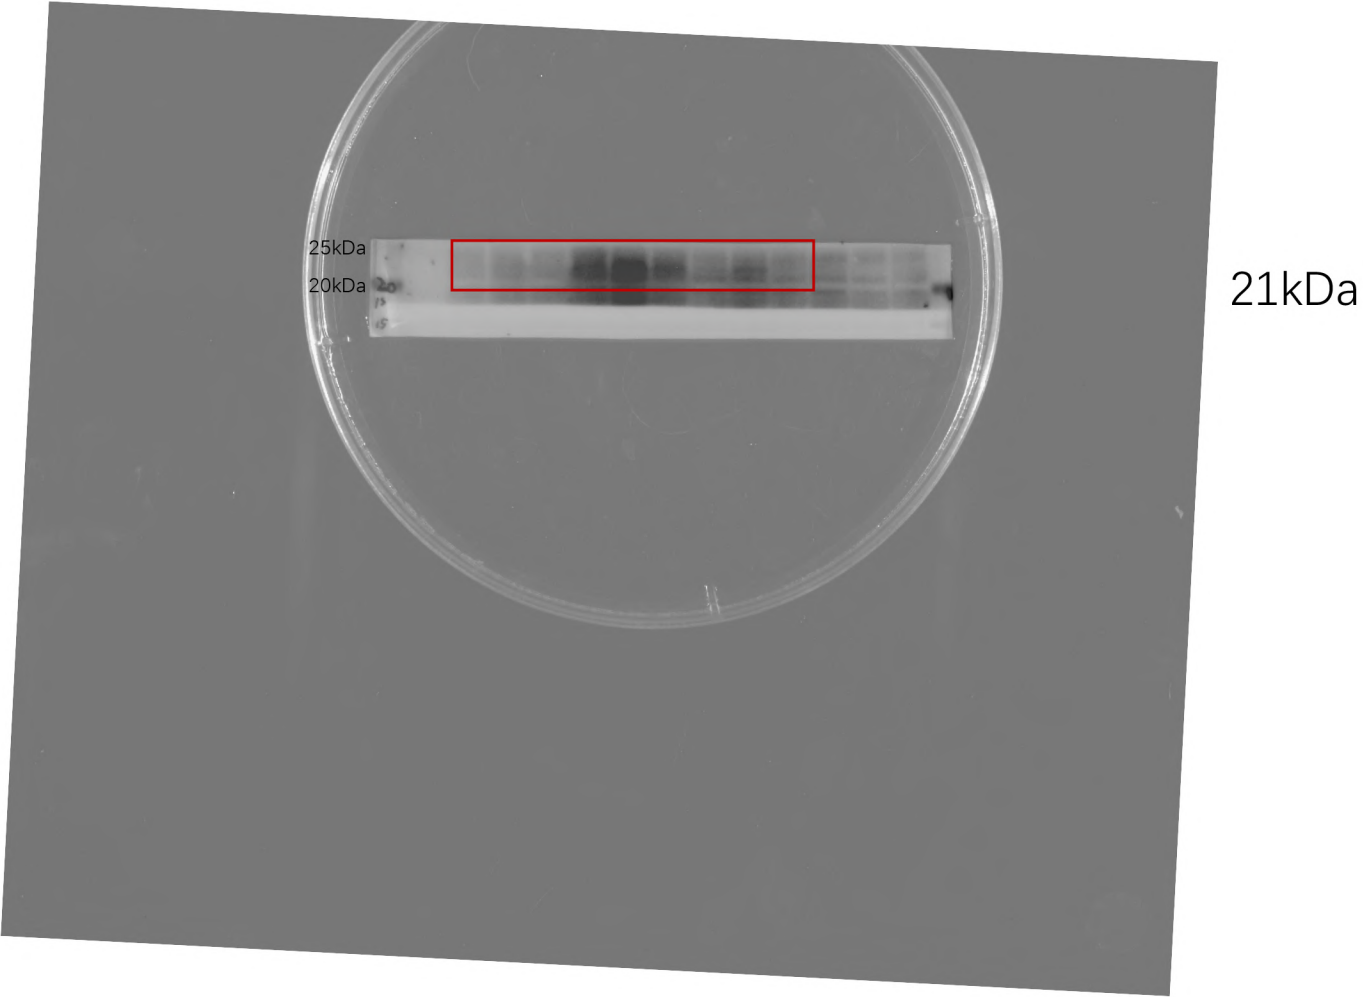

Source Fig.8A GAPDH

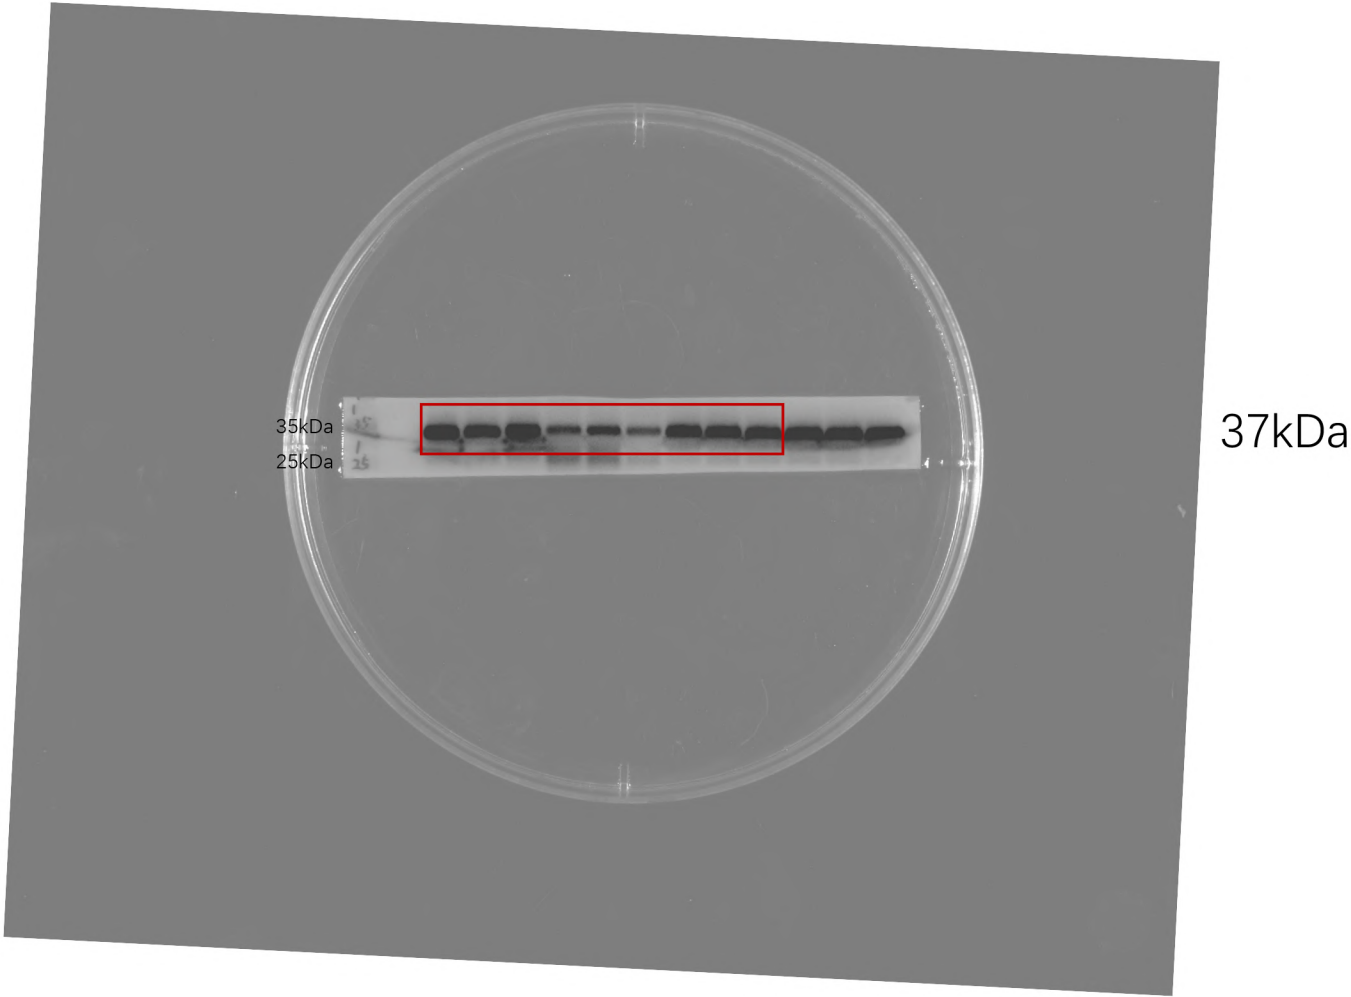

Source Fig.8C p-ERK1/2

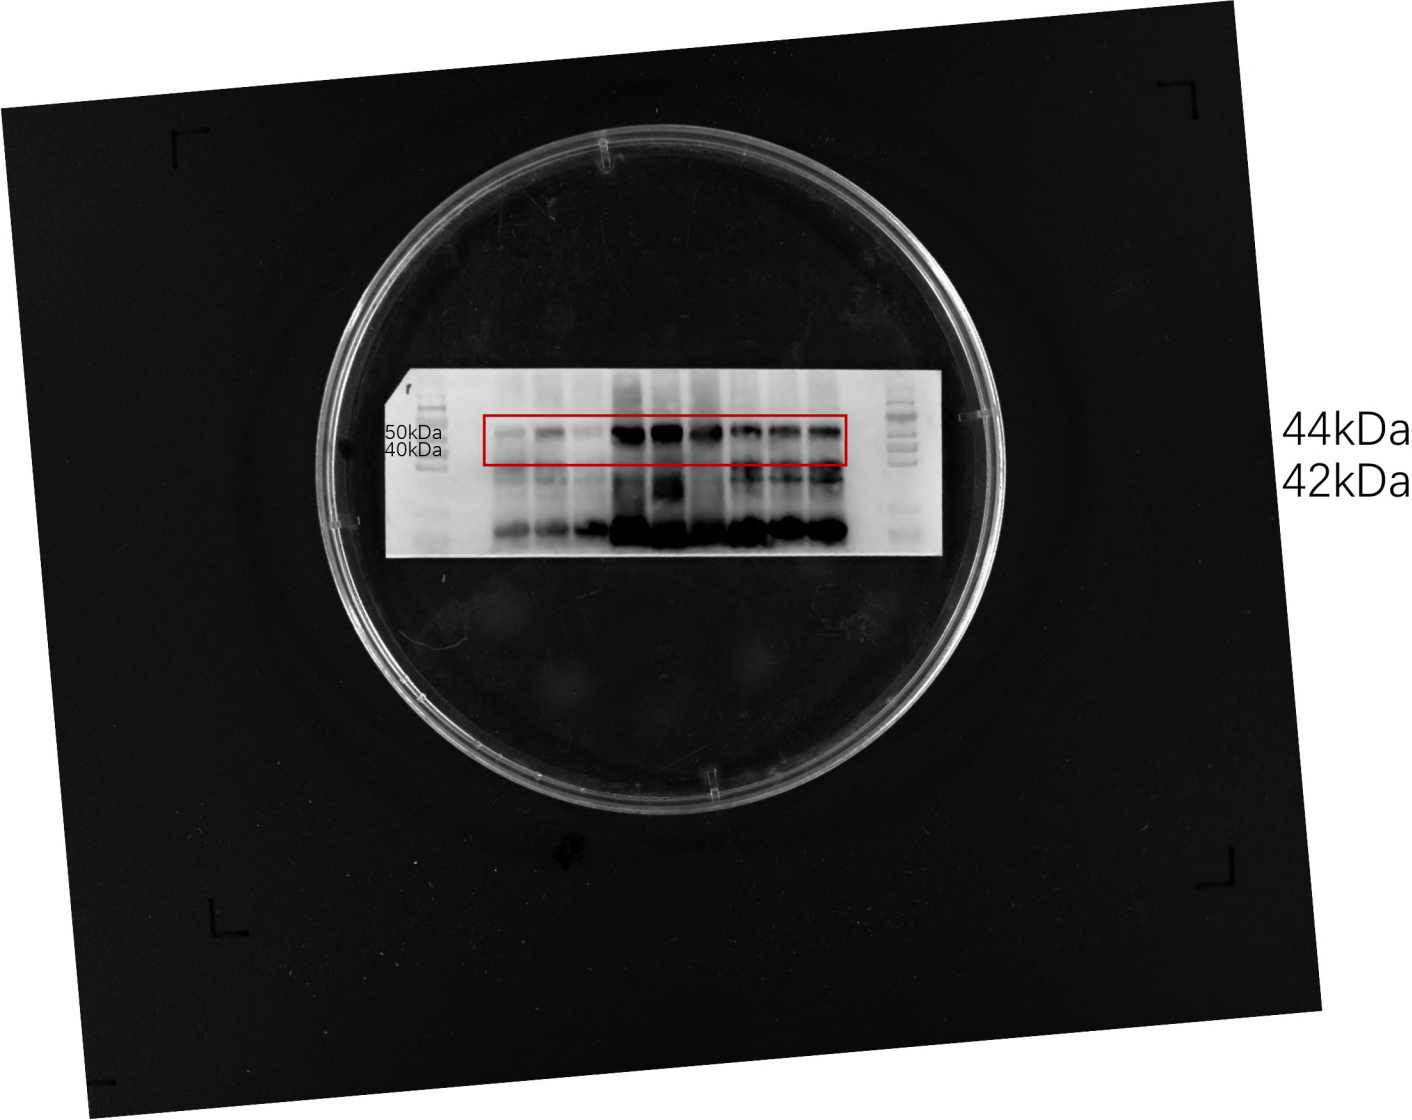

Source Fig.8C ERK1/2

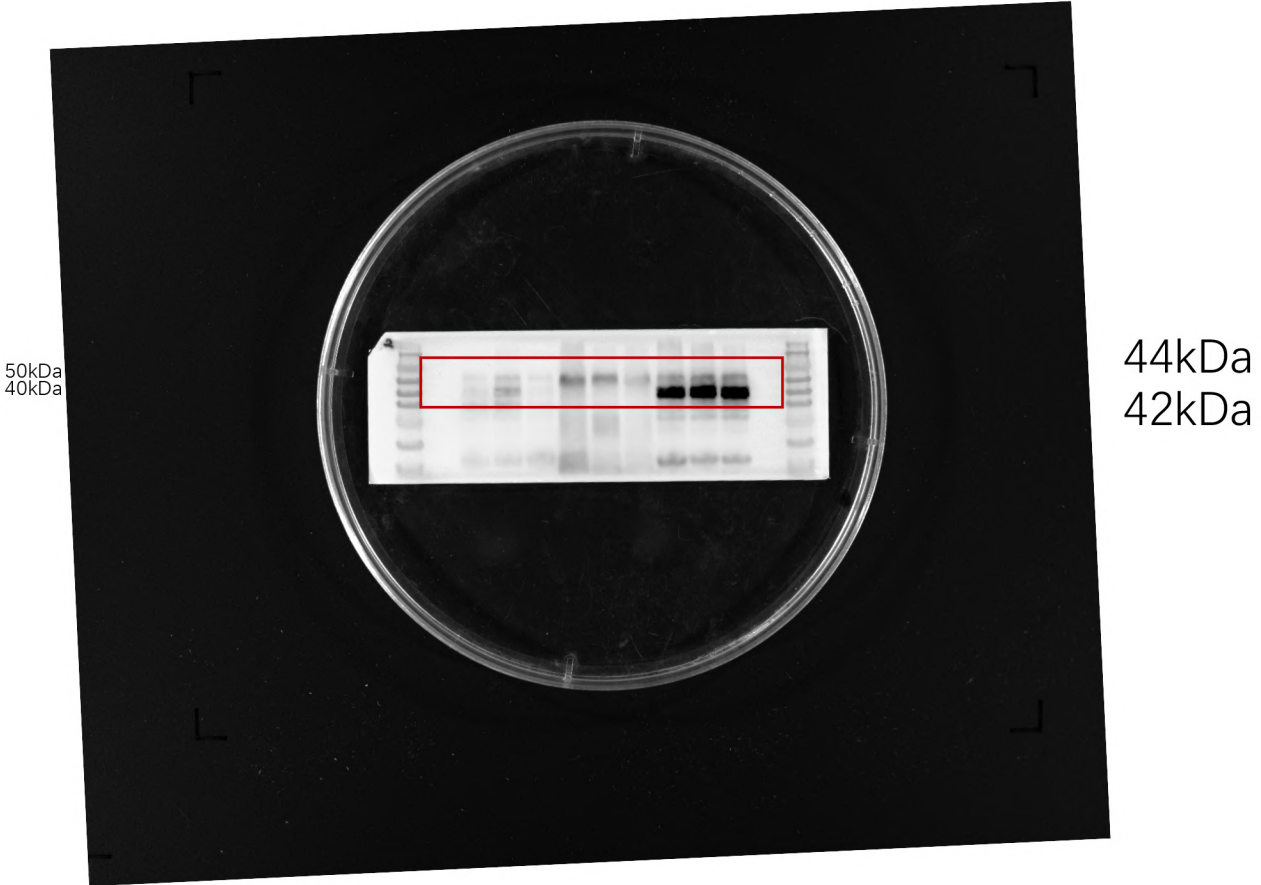

Source Fig.8C p-JNK

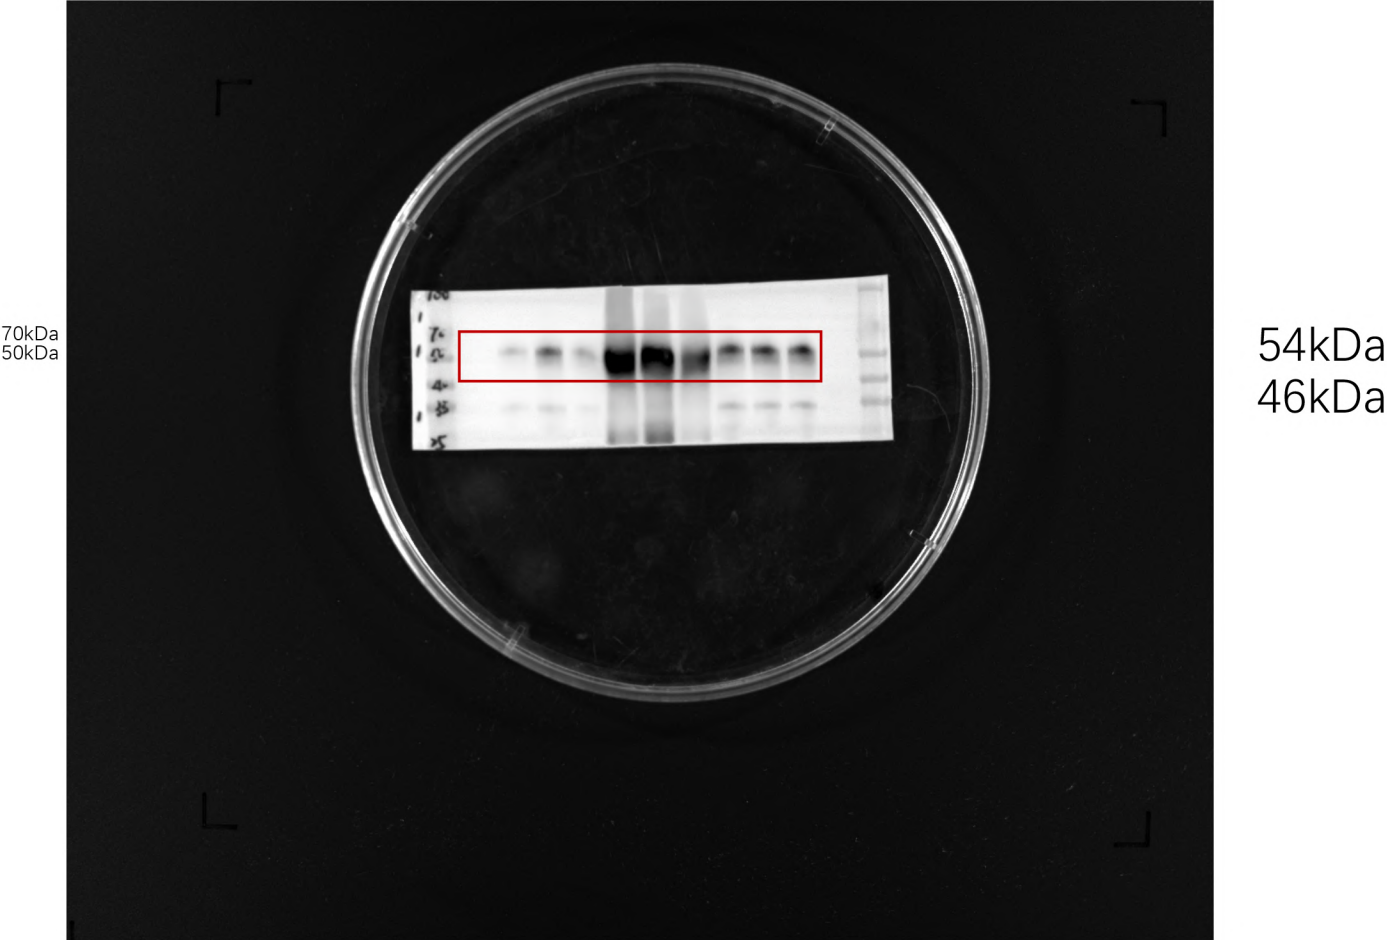

Source Fig.8C JNK

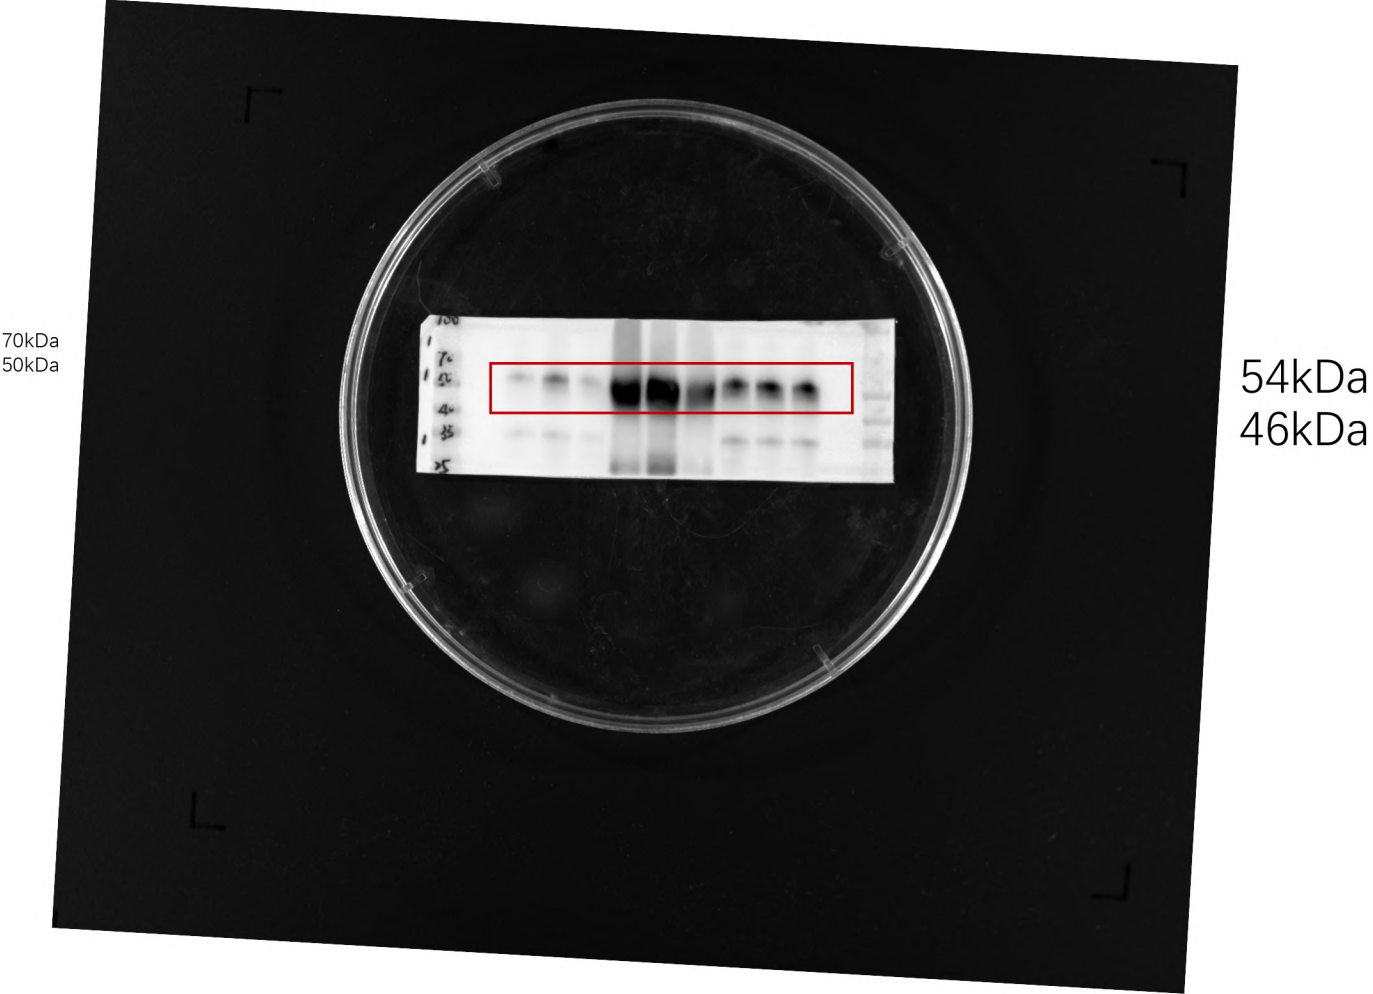

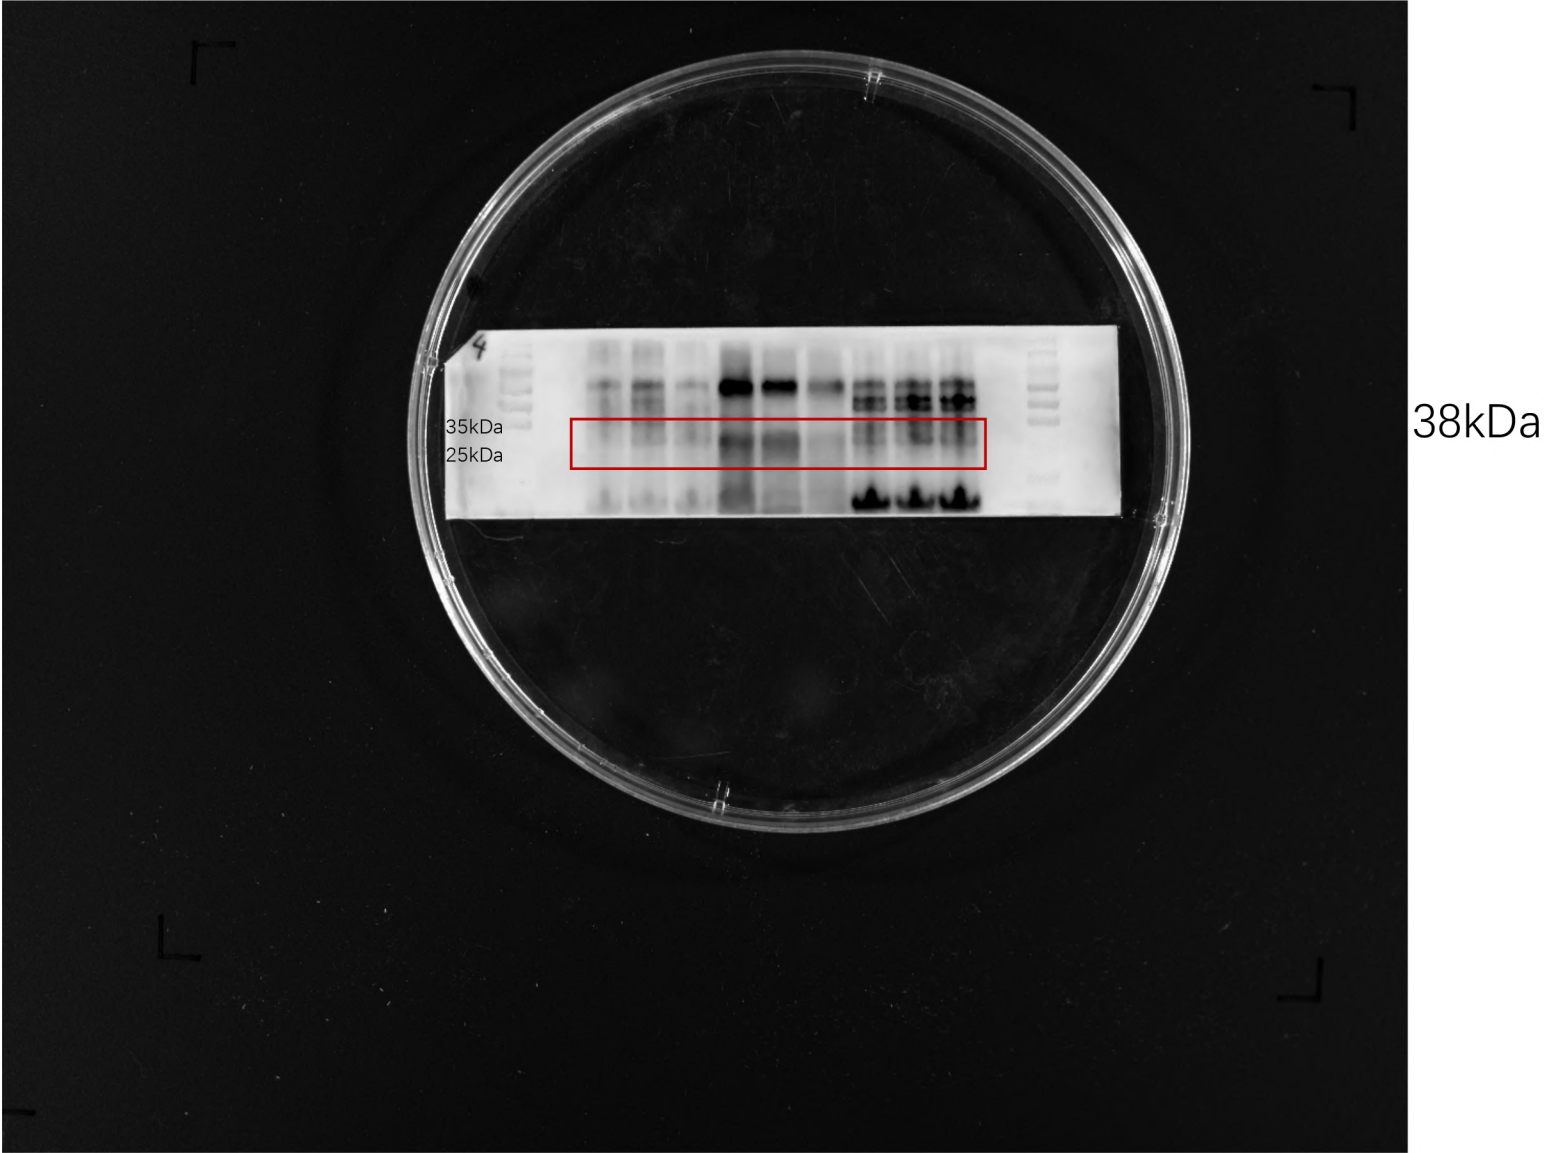

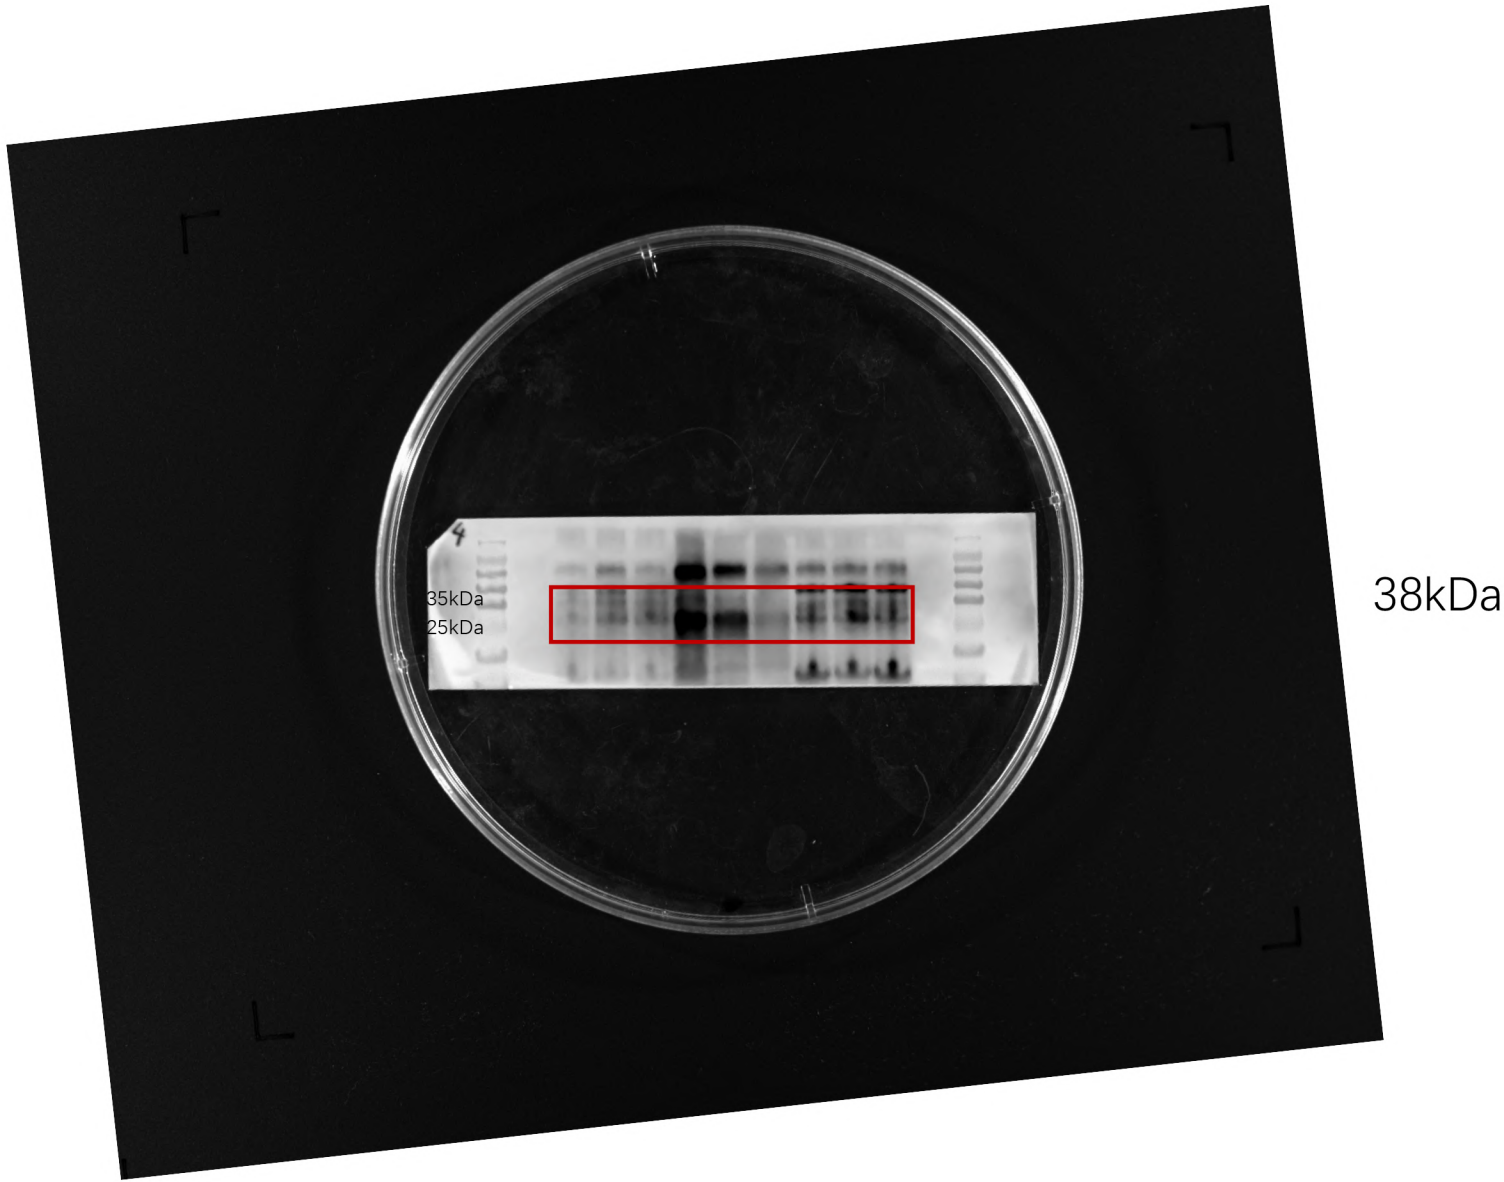

Source Fig.8G KRT5

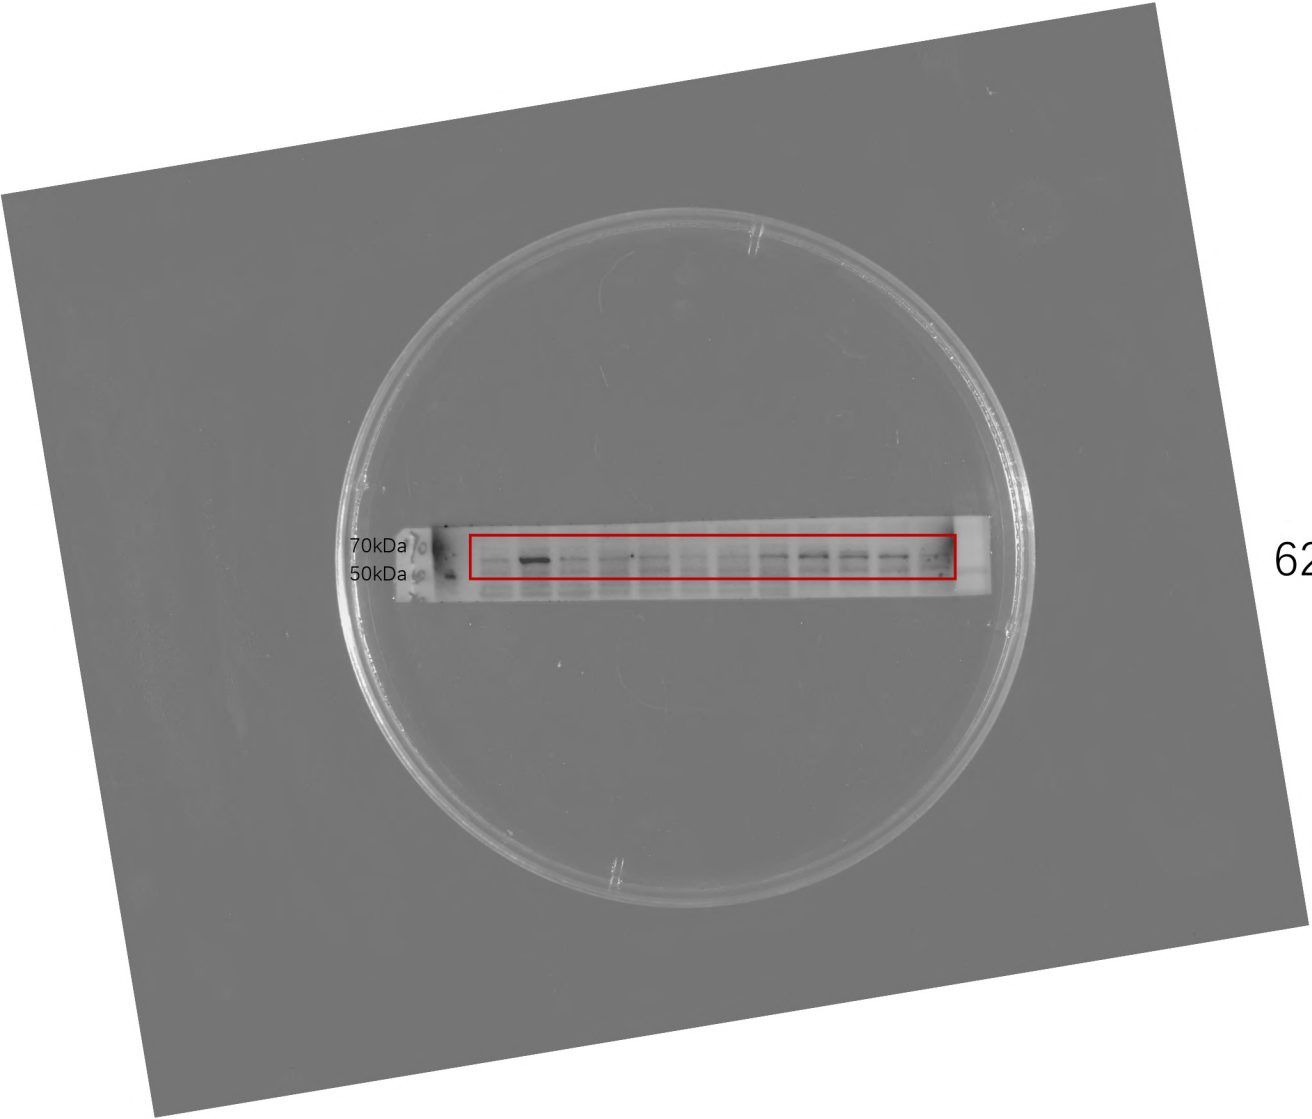

Source Fig.8G GAPDH

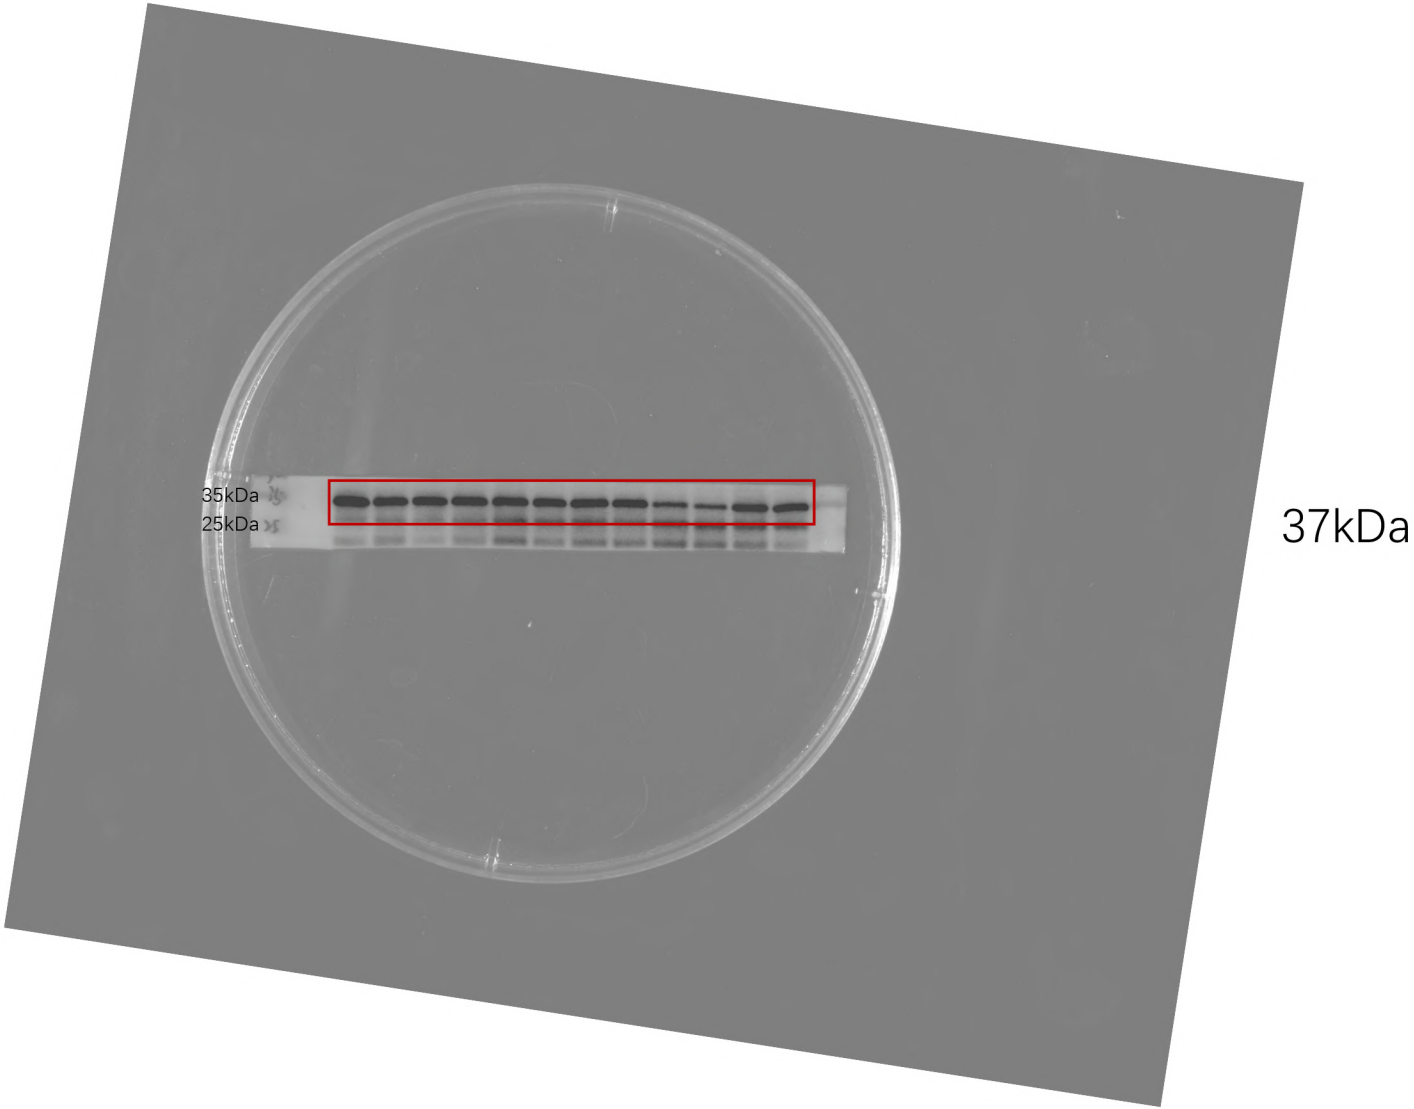

Source Fig.8G KRT6

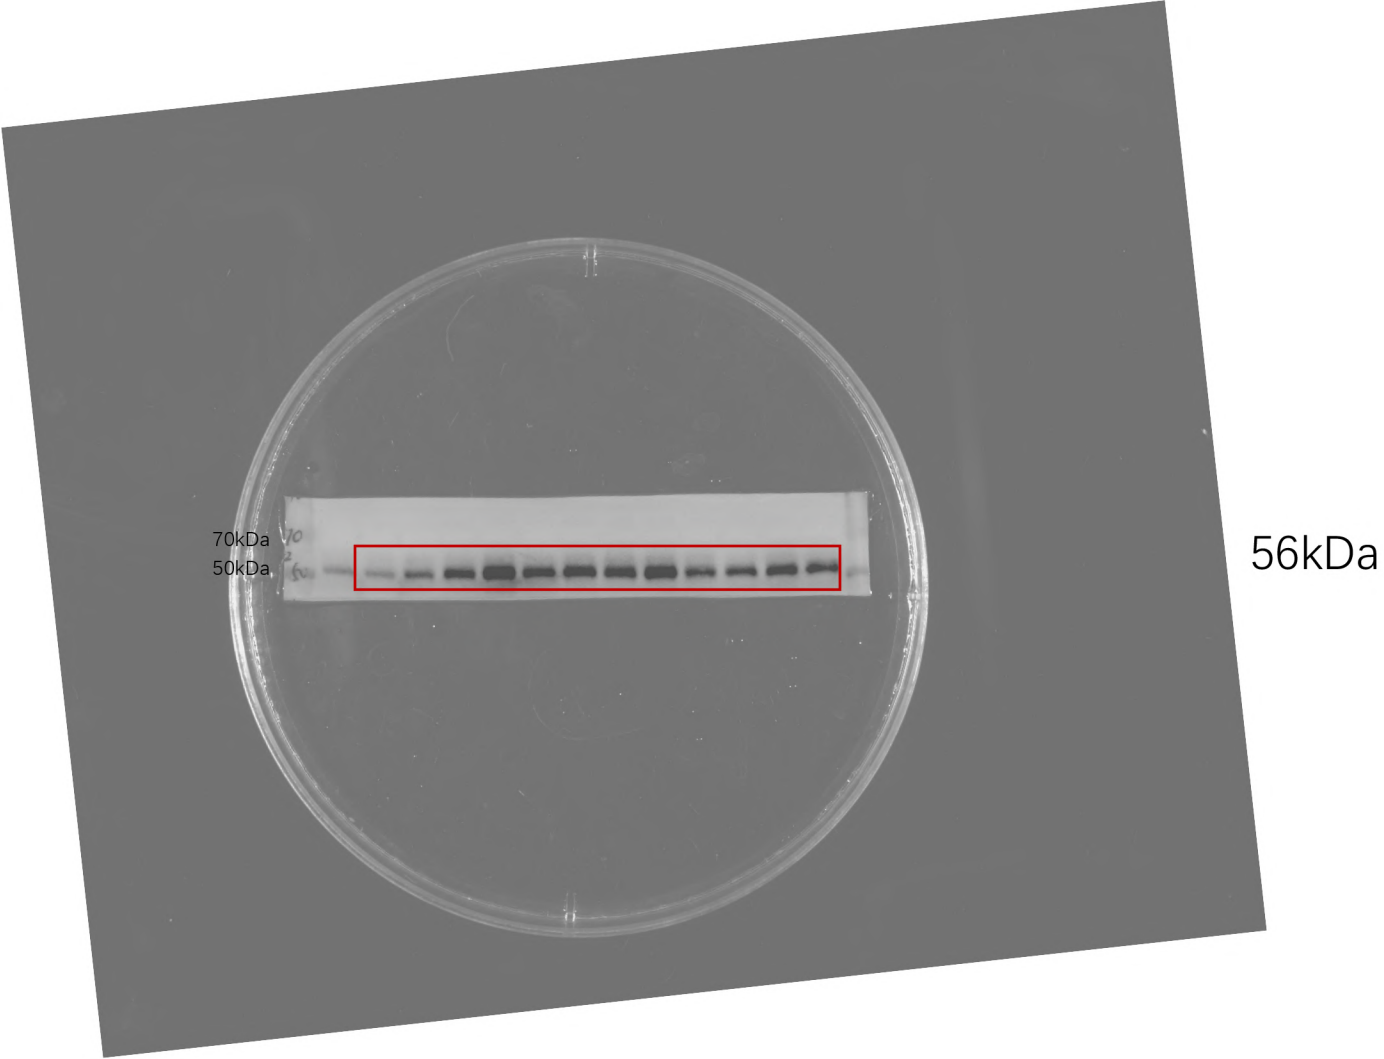

Source Fig.8G GAPDH

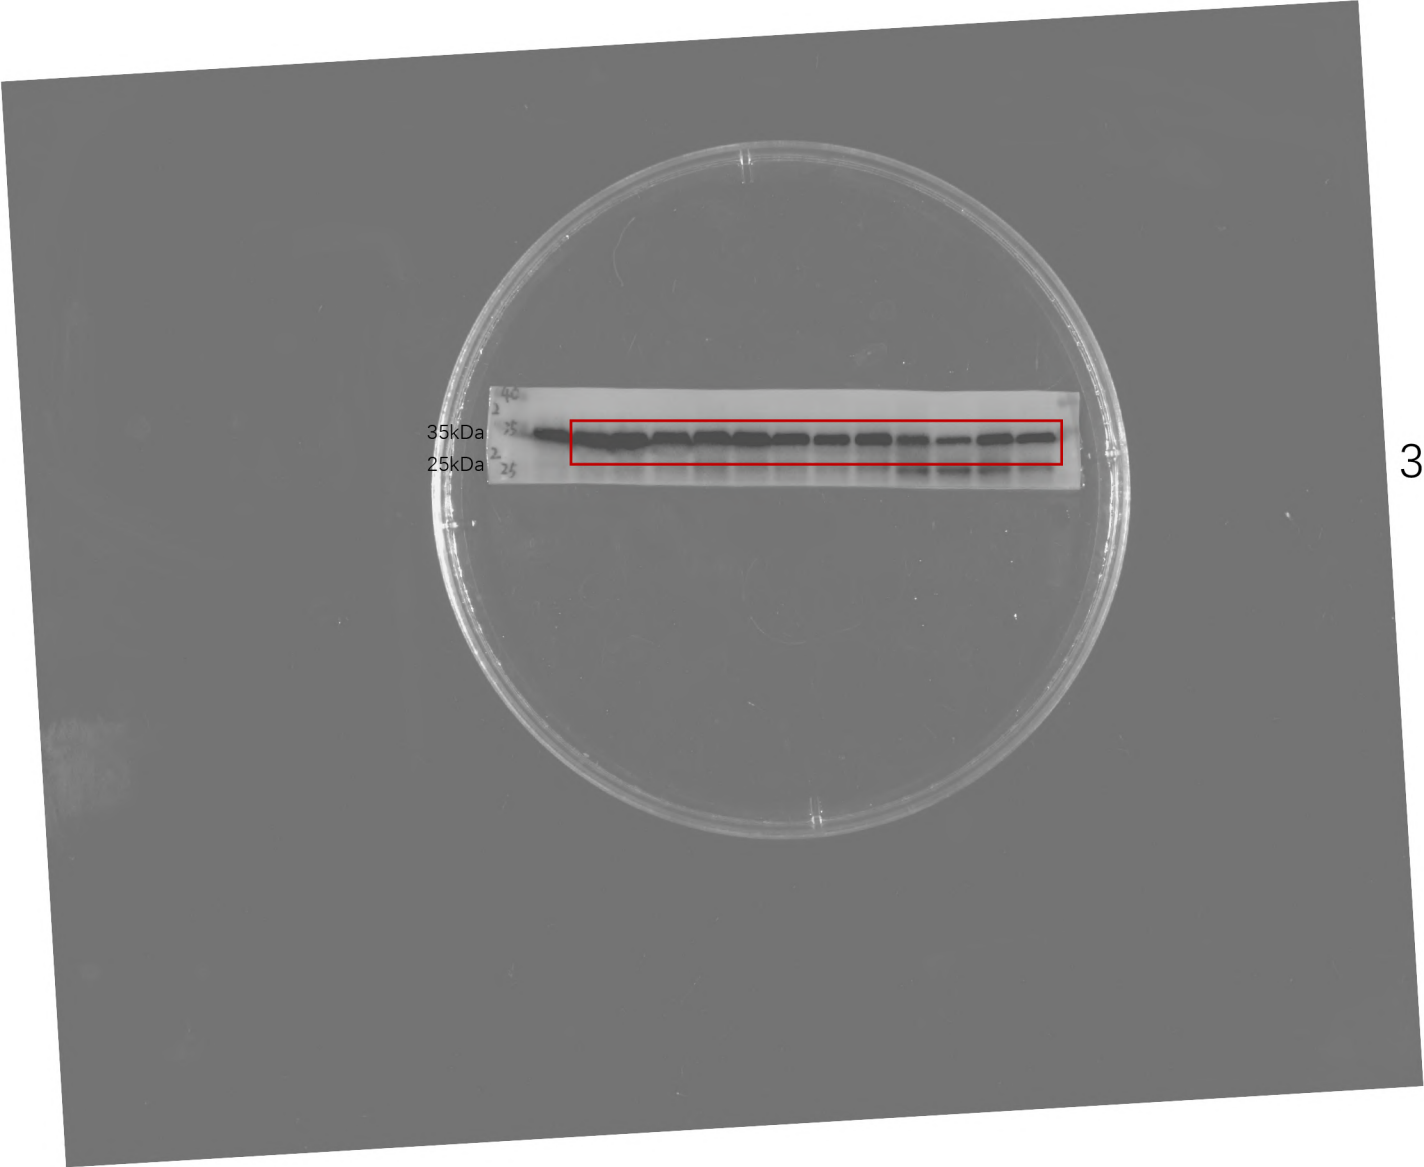

Source Fig.8G KRT14

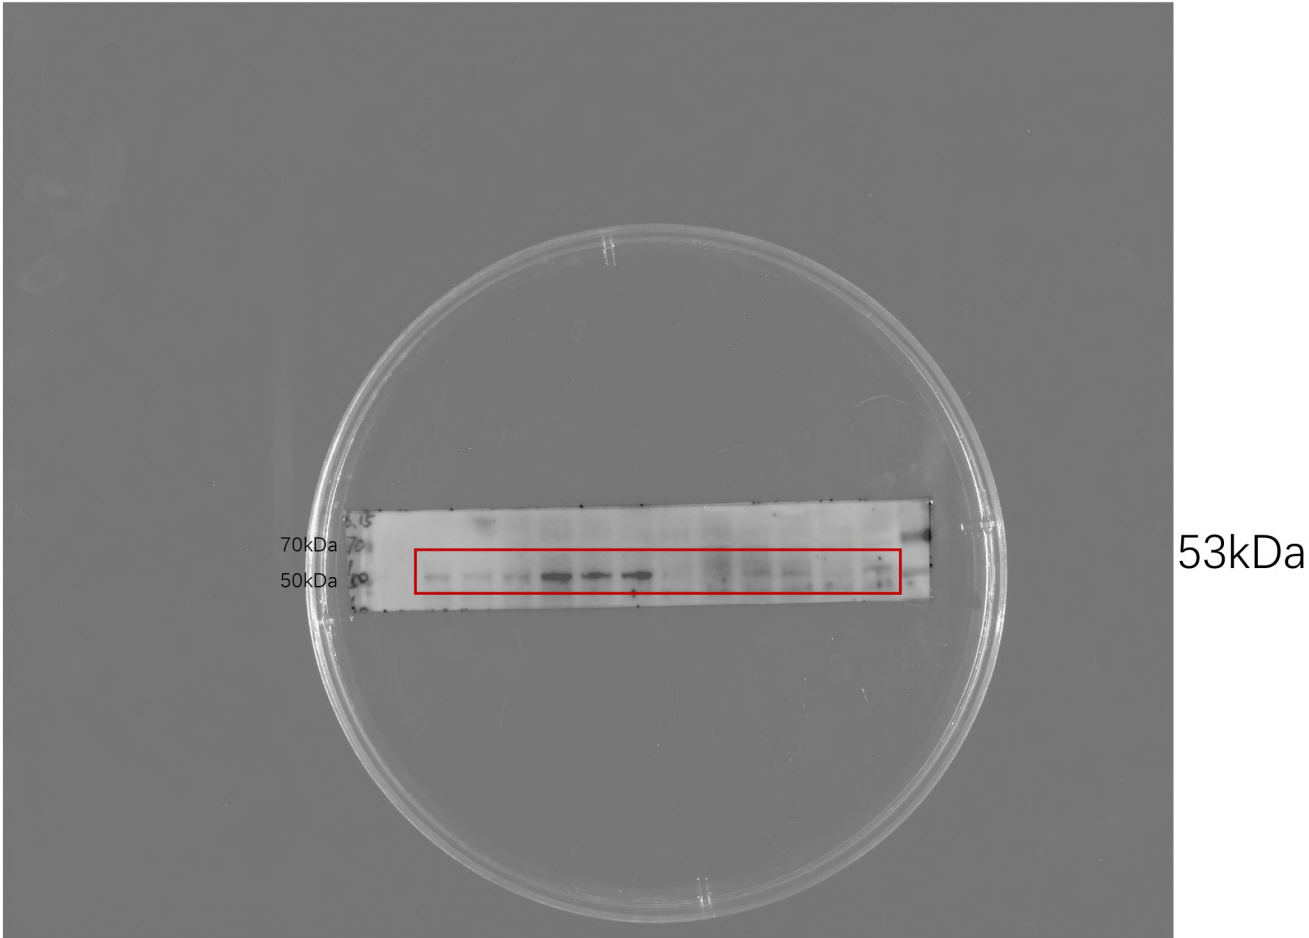

Source Fig.8G GAPDH

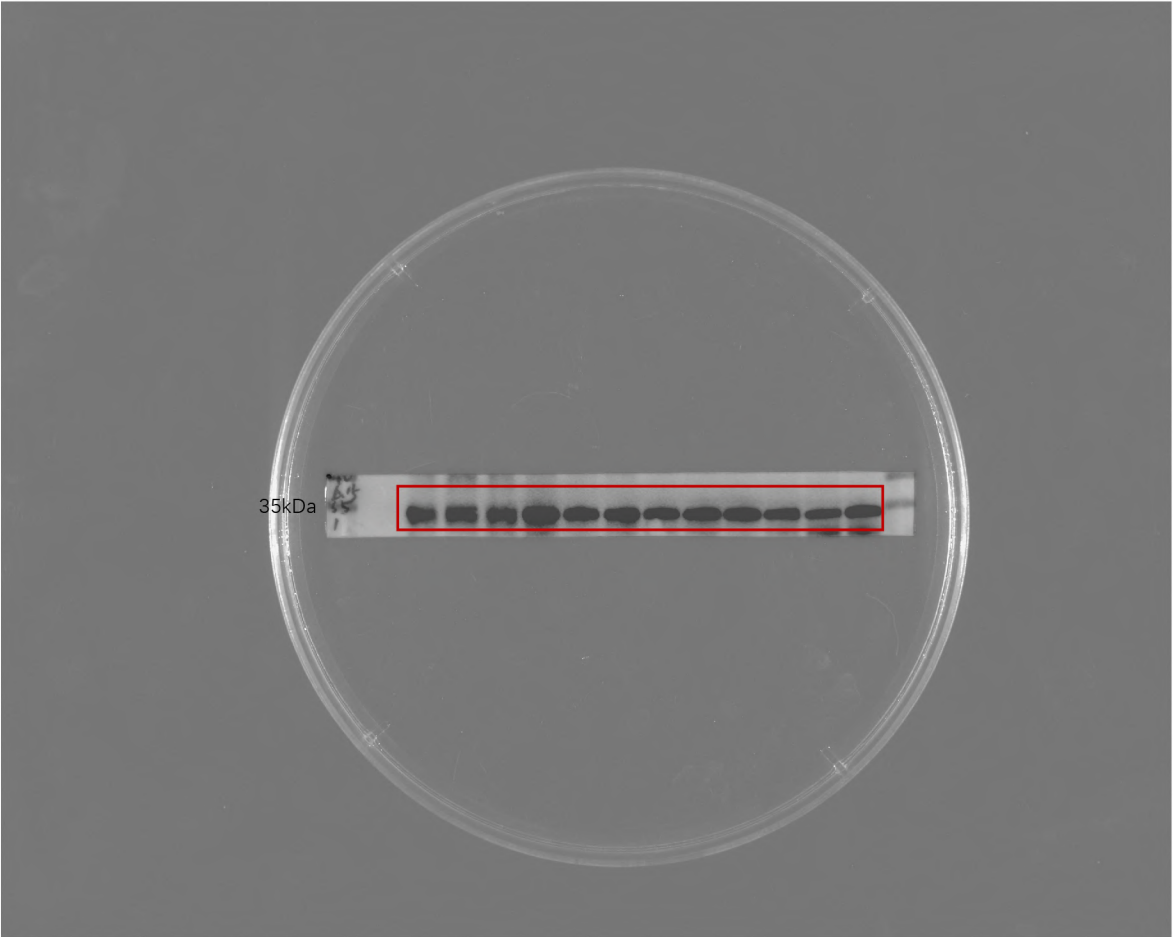

Source Fig.8G KRT16

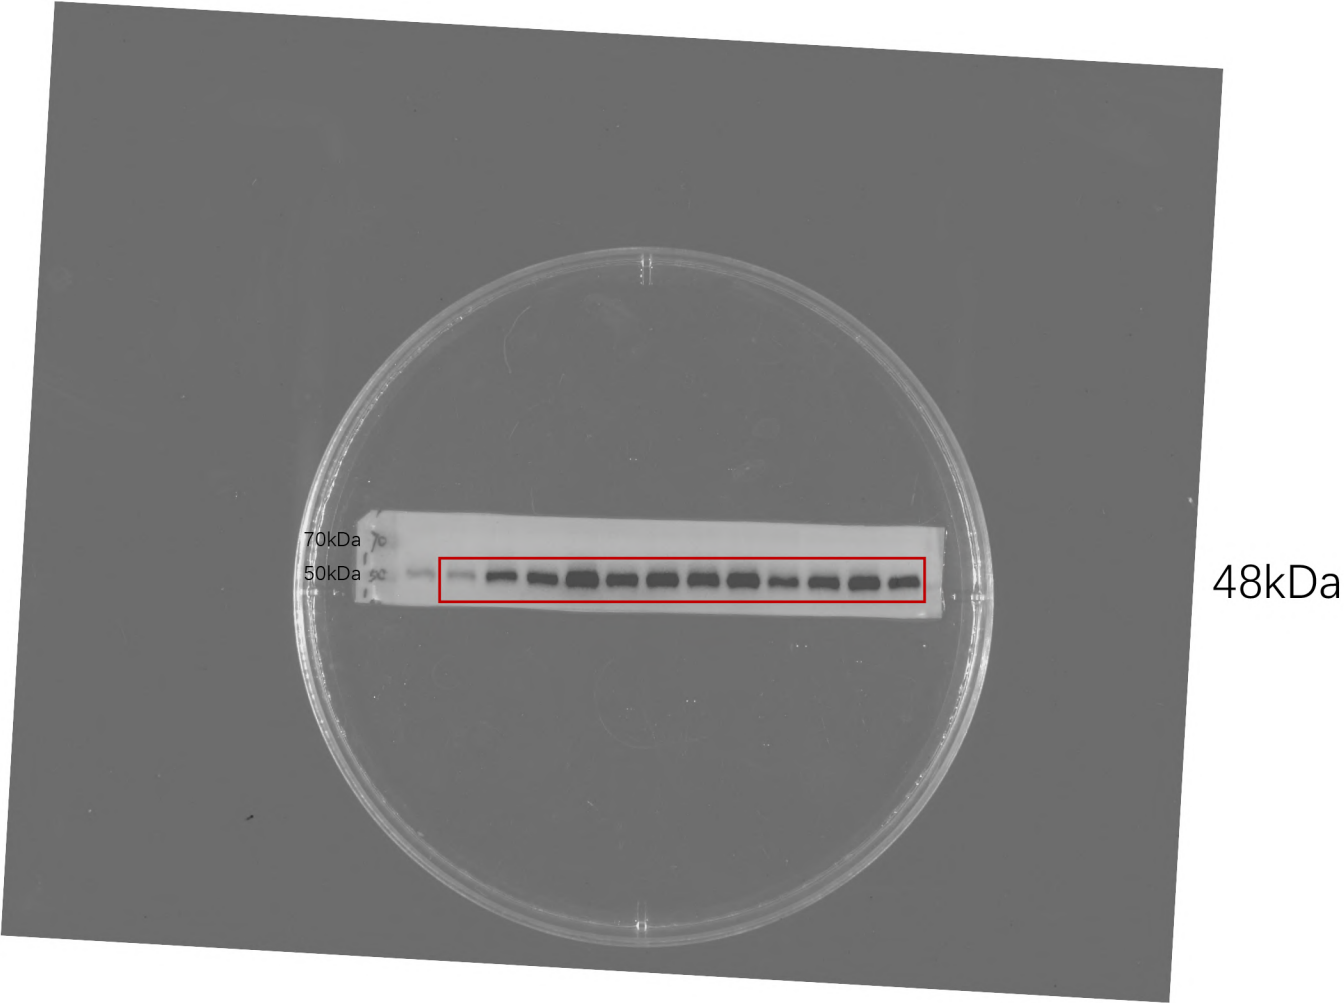

Source Fig.8G GAPDH

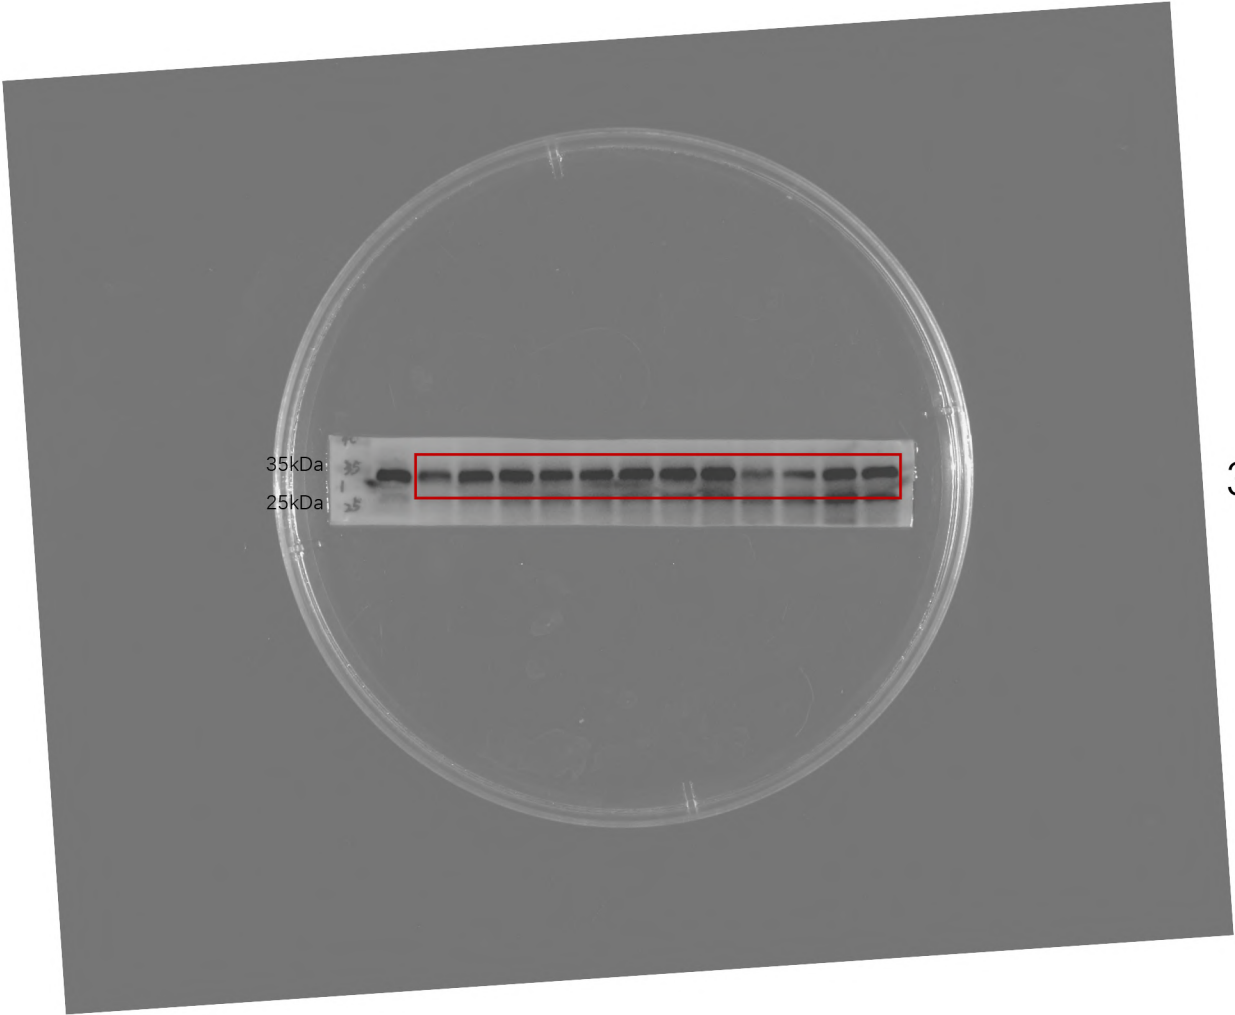

Source Fig.S8A KRT5

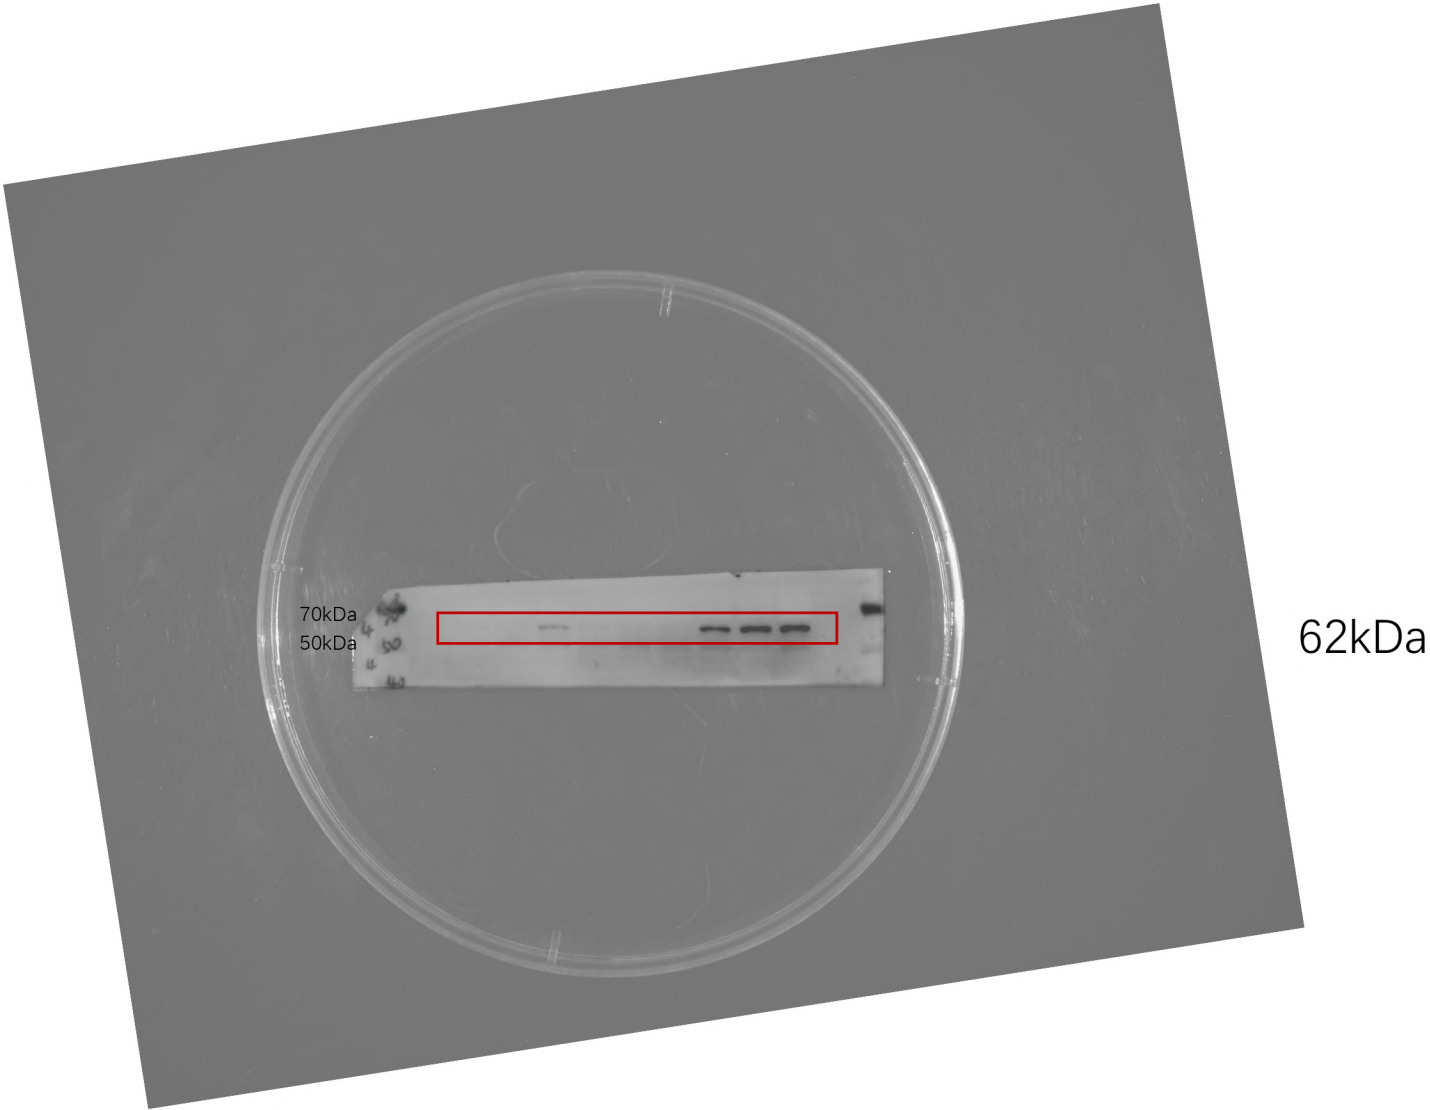

Source Fig.S8A KRT6

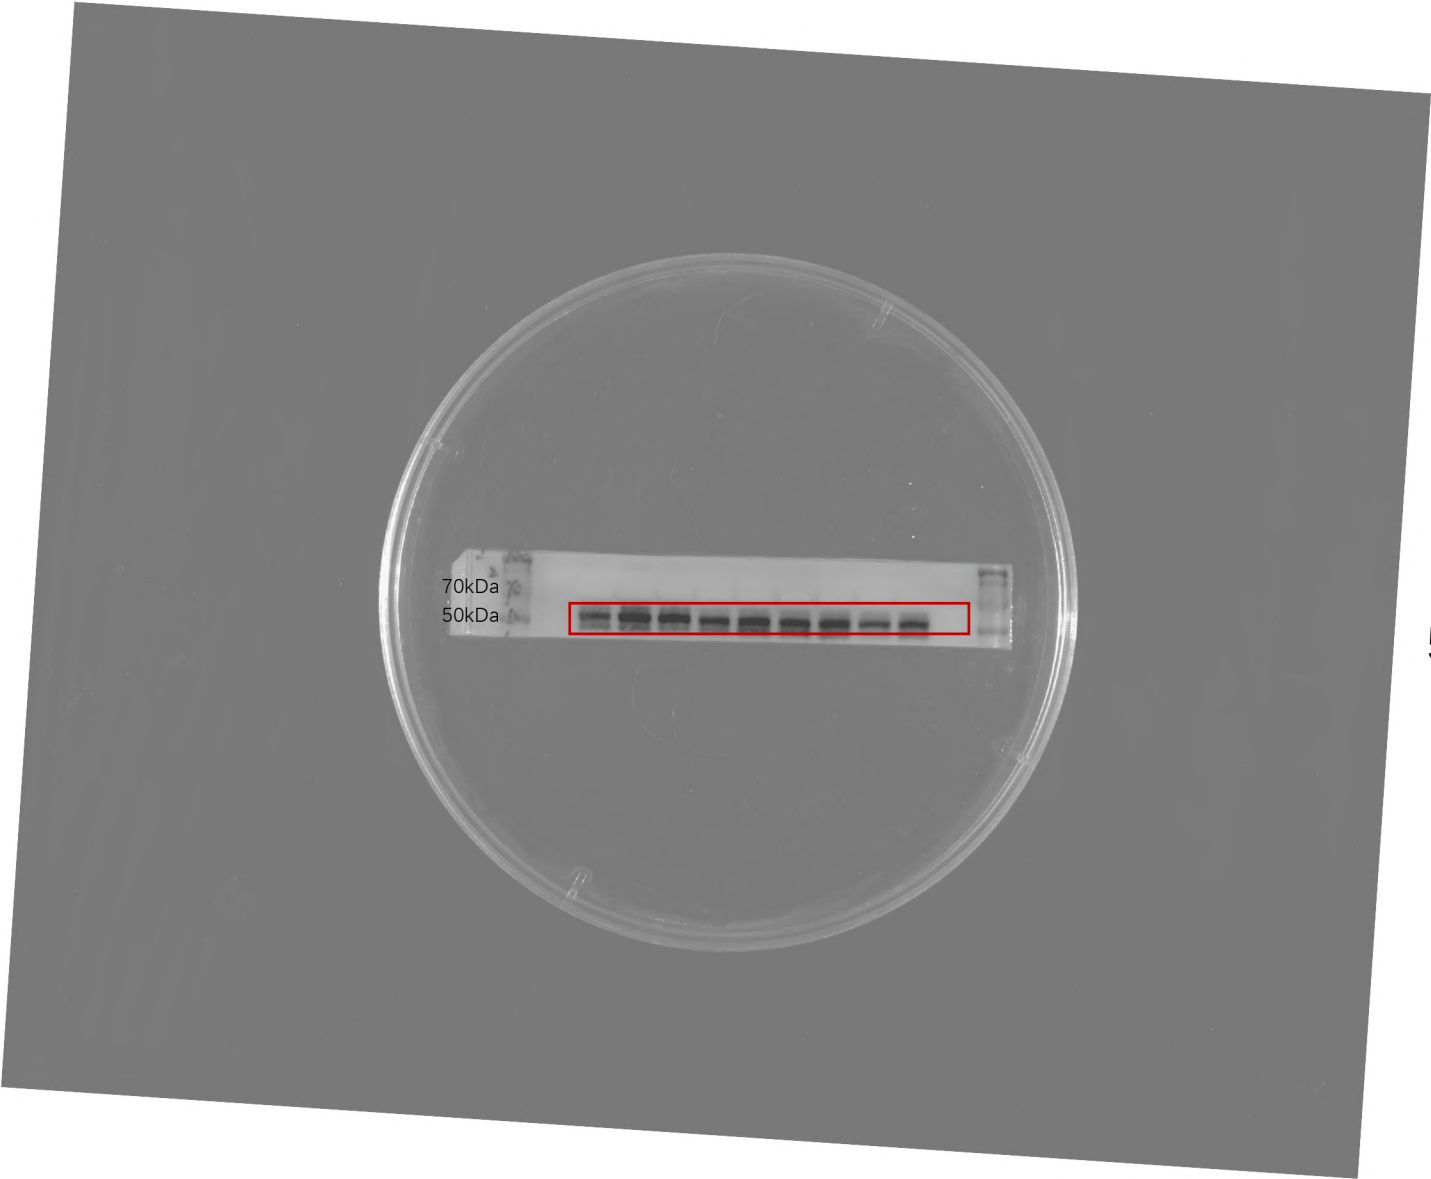

Source Fig.S8A KRT14

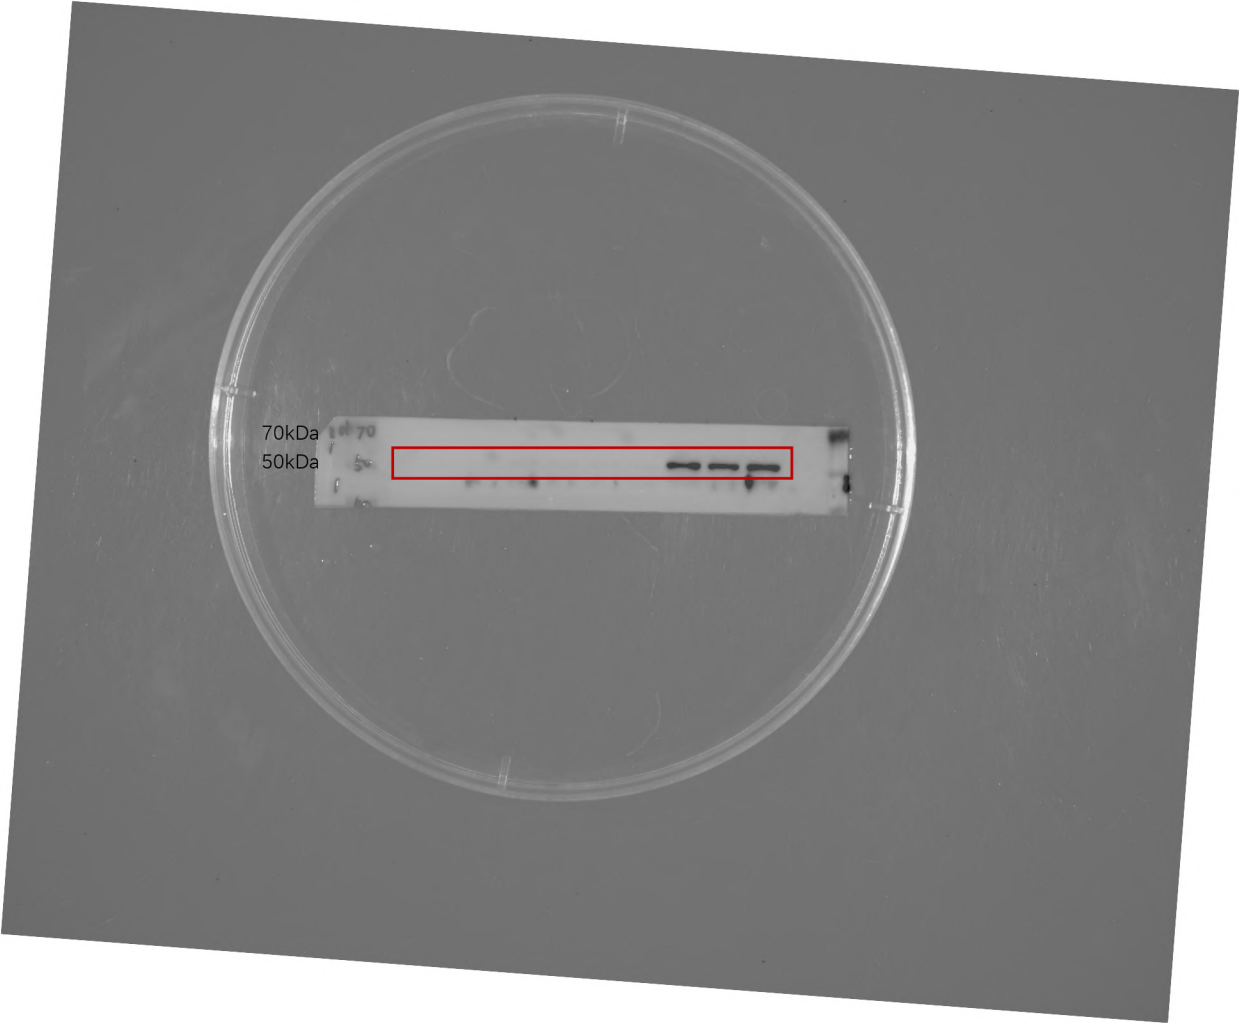

Source Fig.S8A KRT16

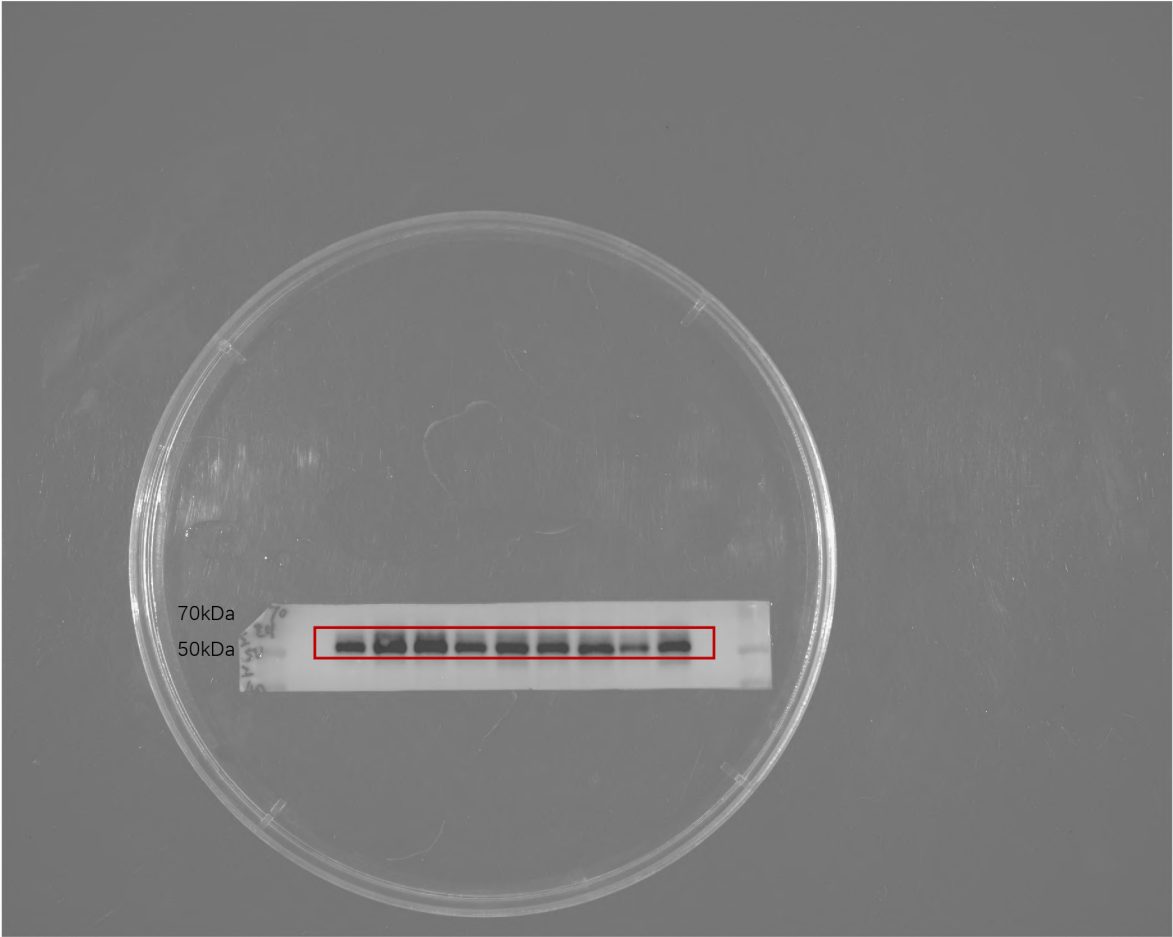

48kDa

Source Fig.S8A KRT17

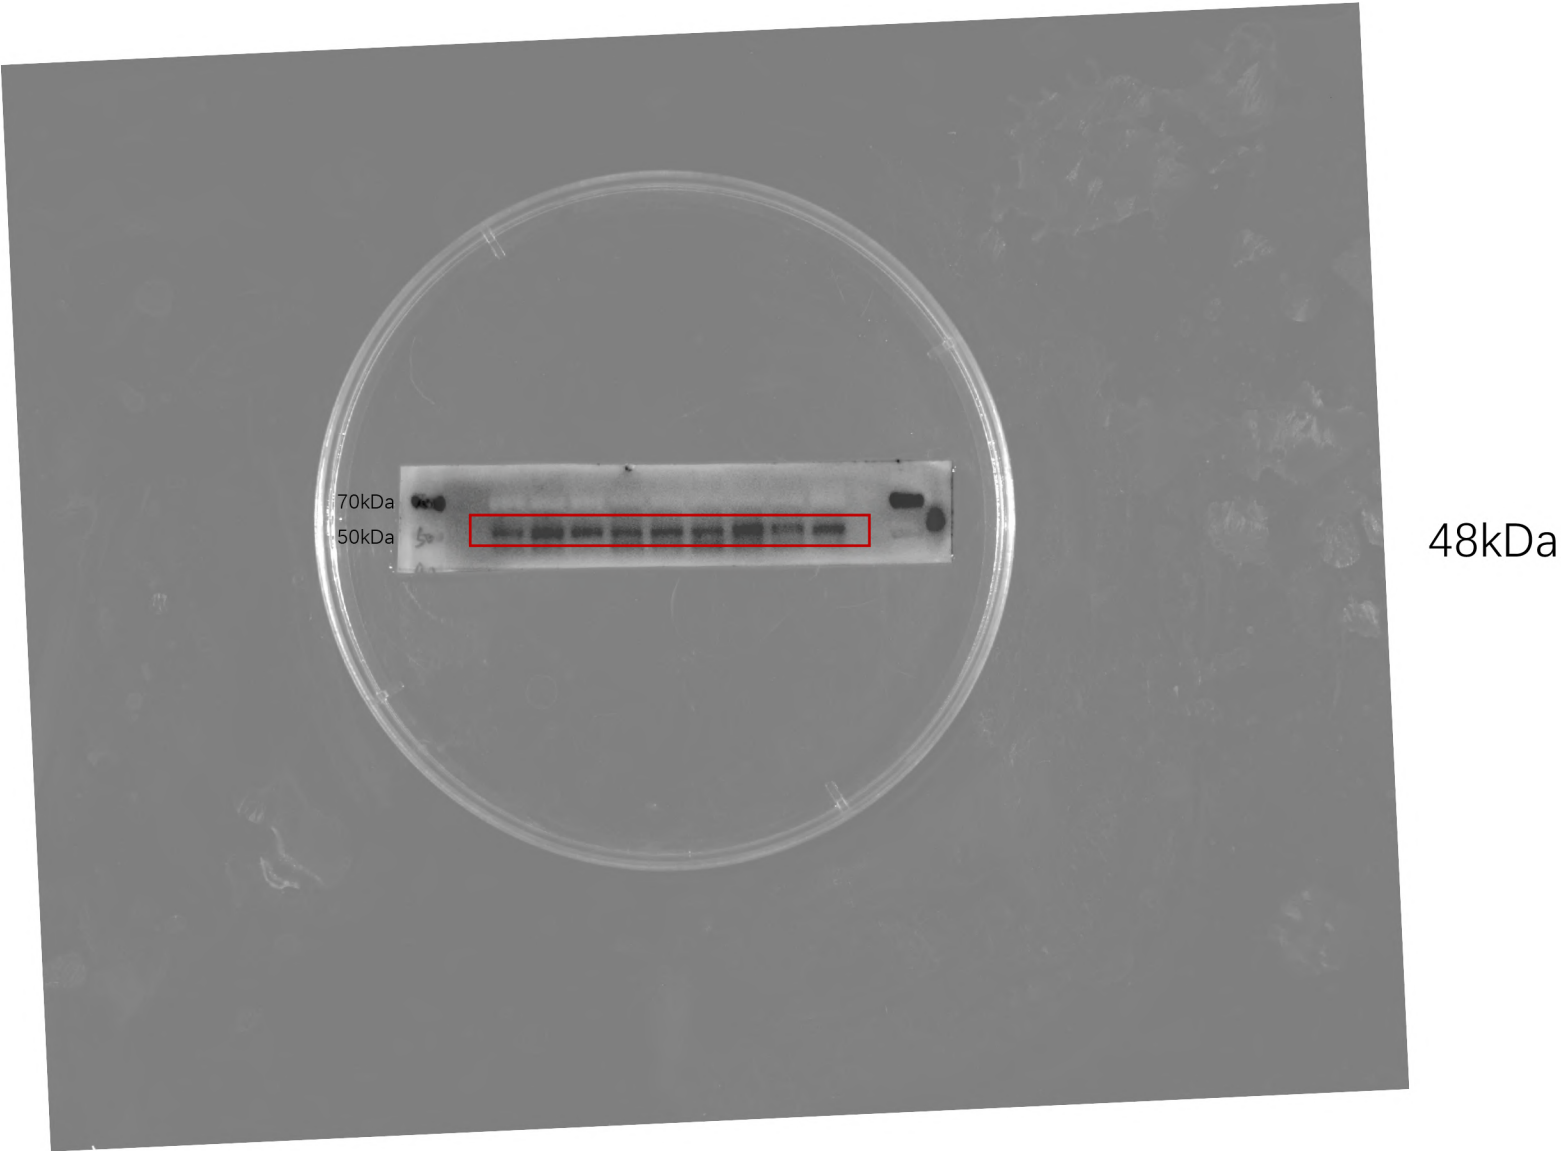

Source Fig.S8A Fn14

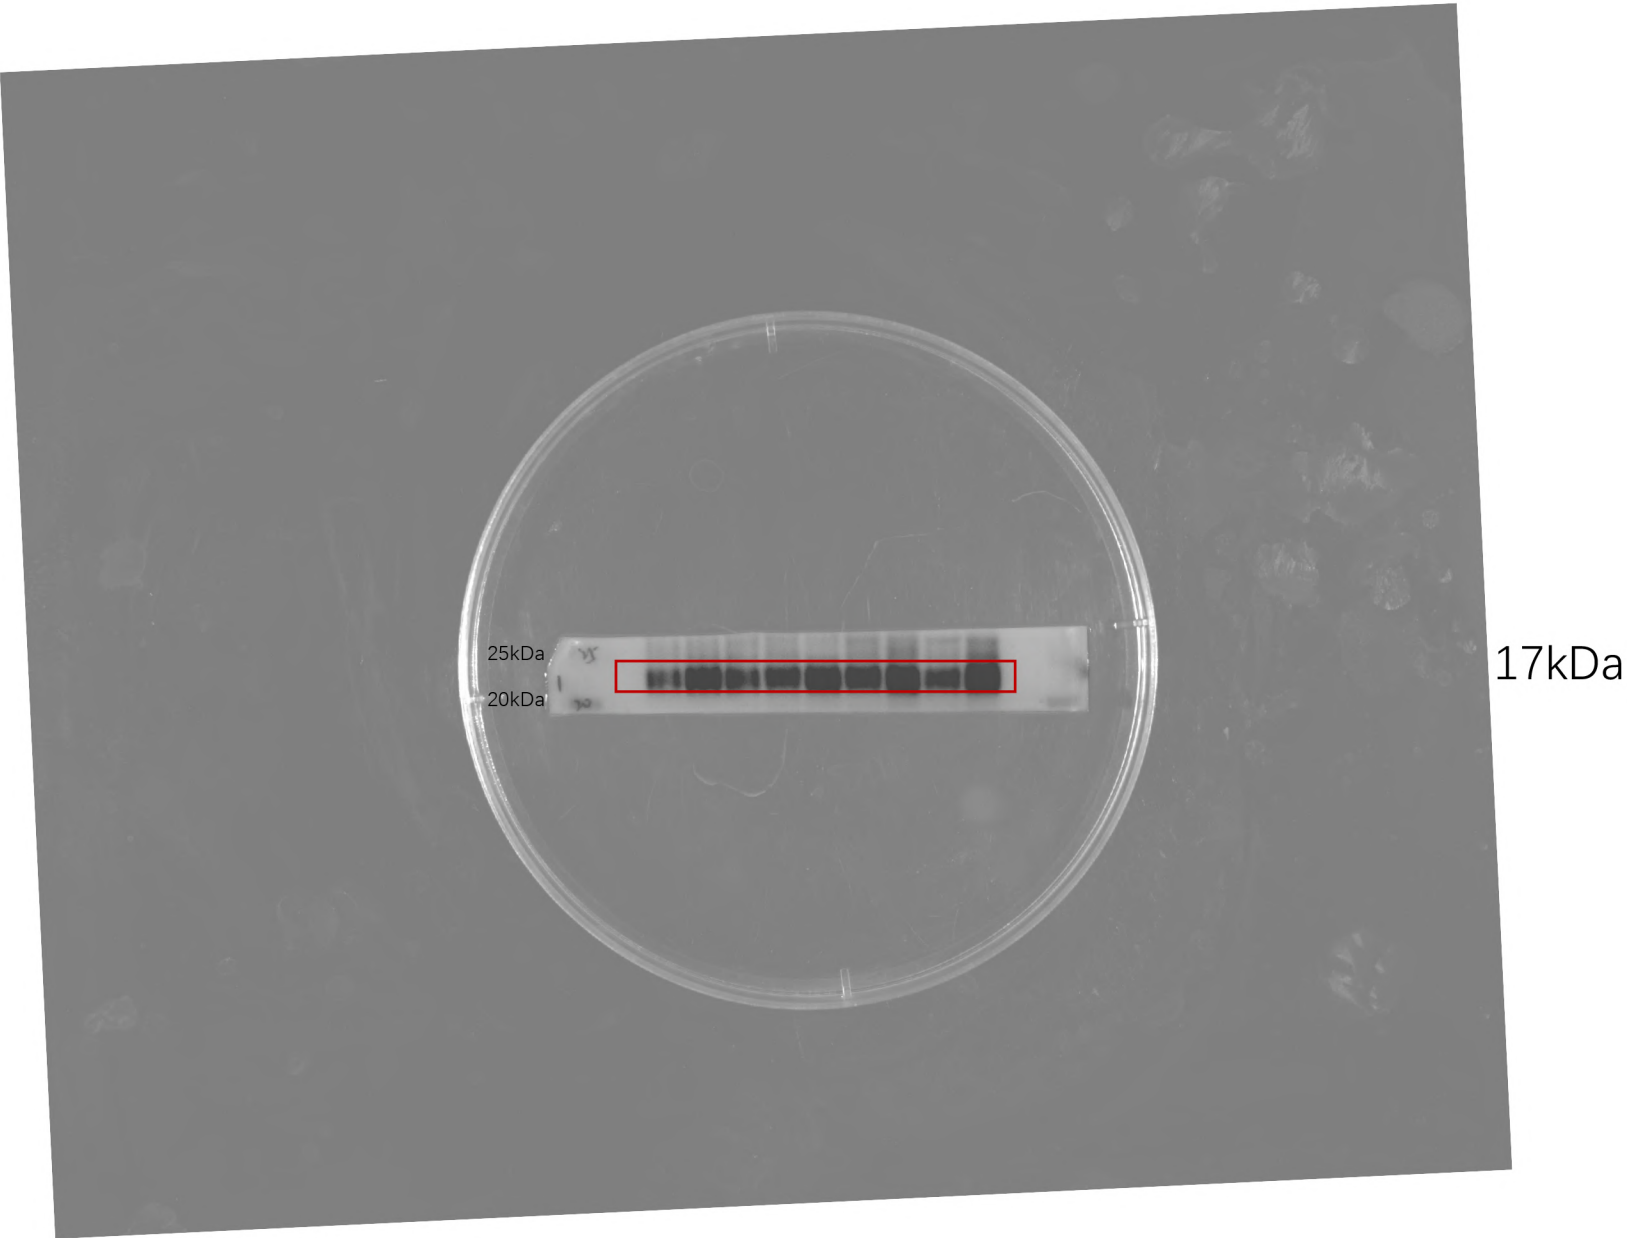

Source Fig.S8A CXCL10

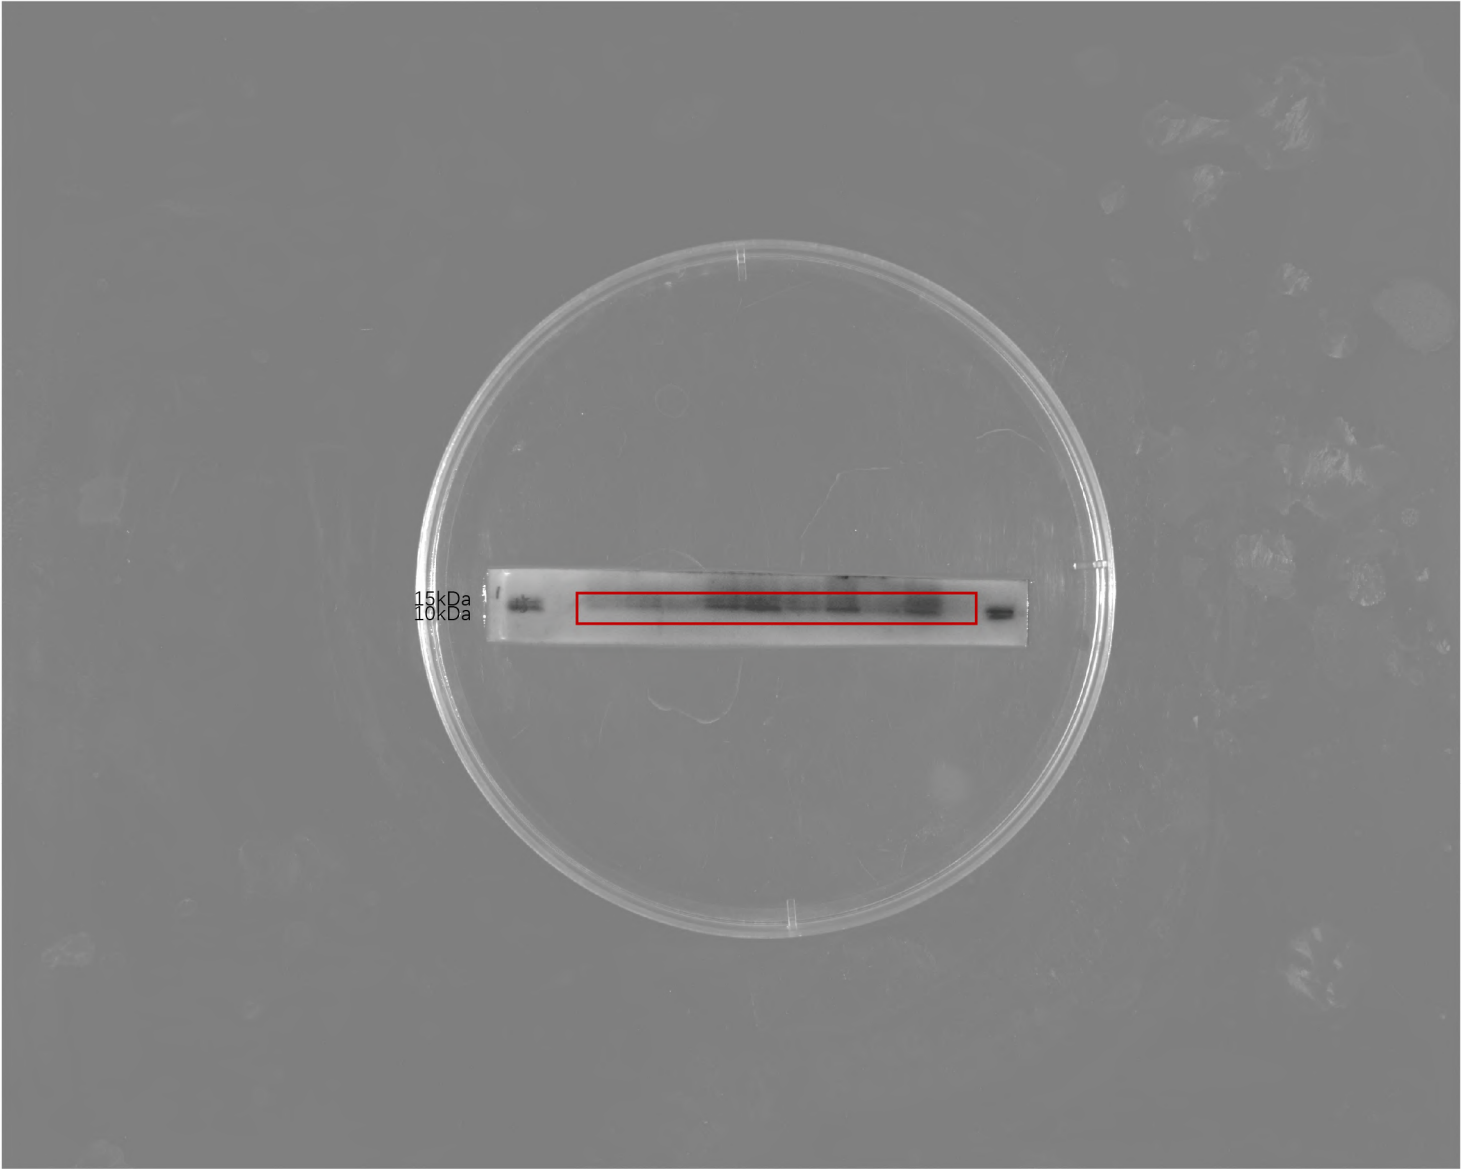

Source Fig.S8A GAPDH

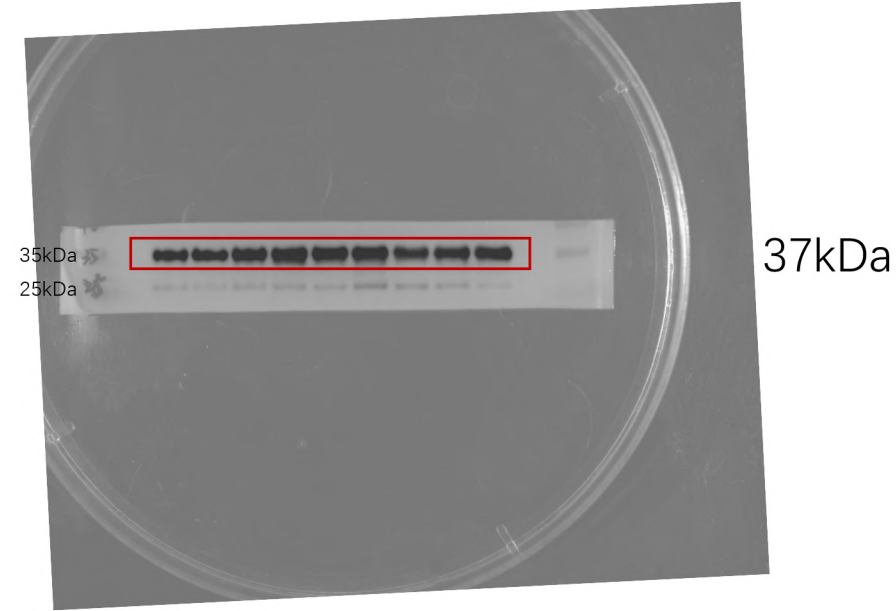

Source Fig.S11 LCN2

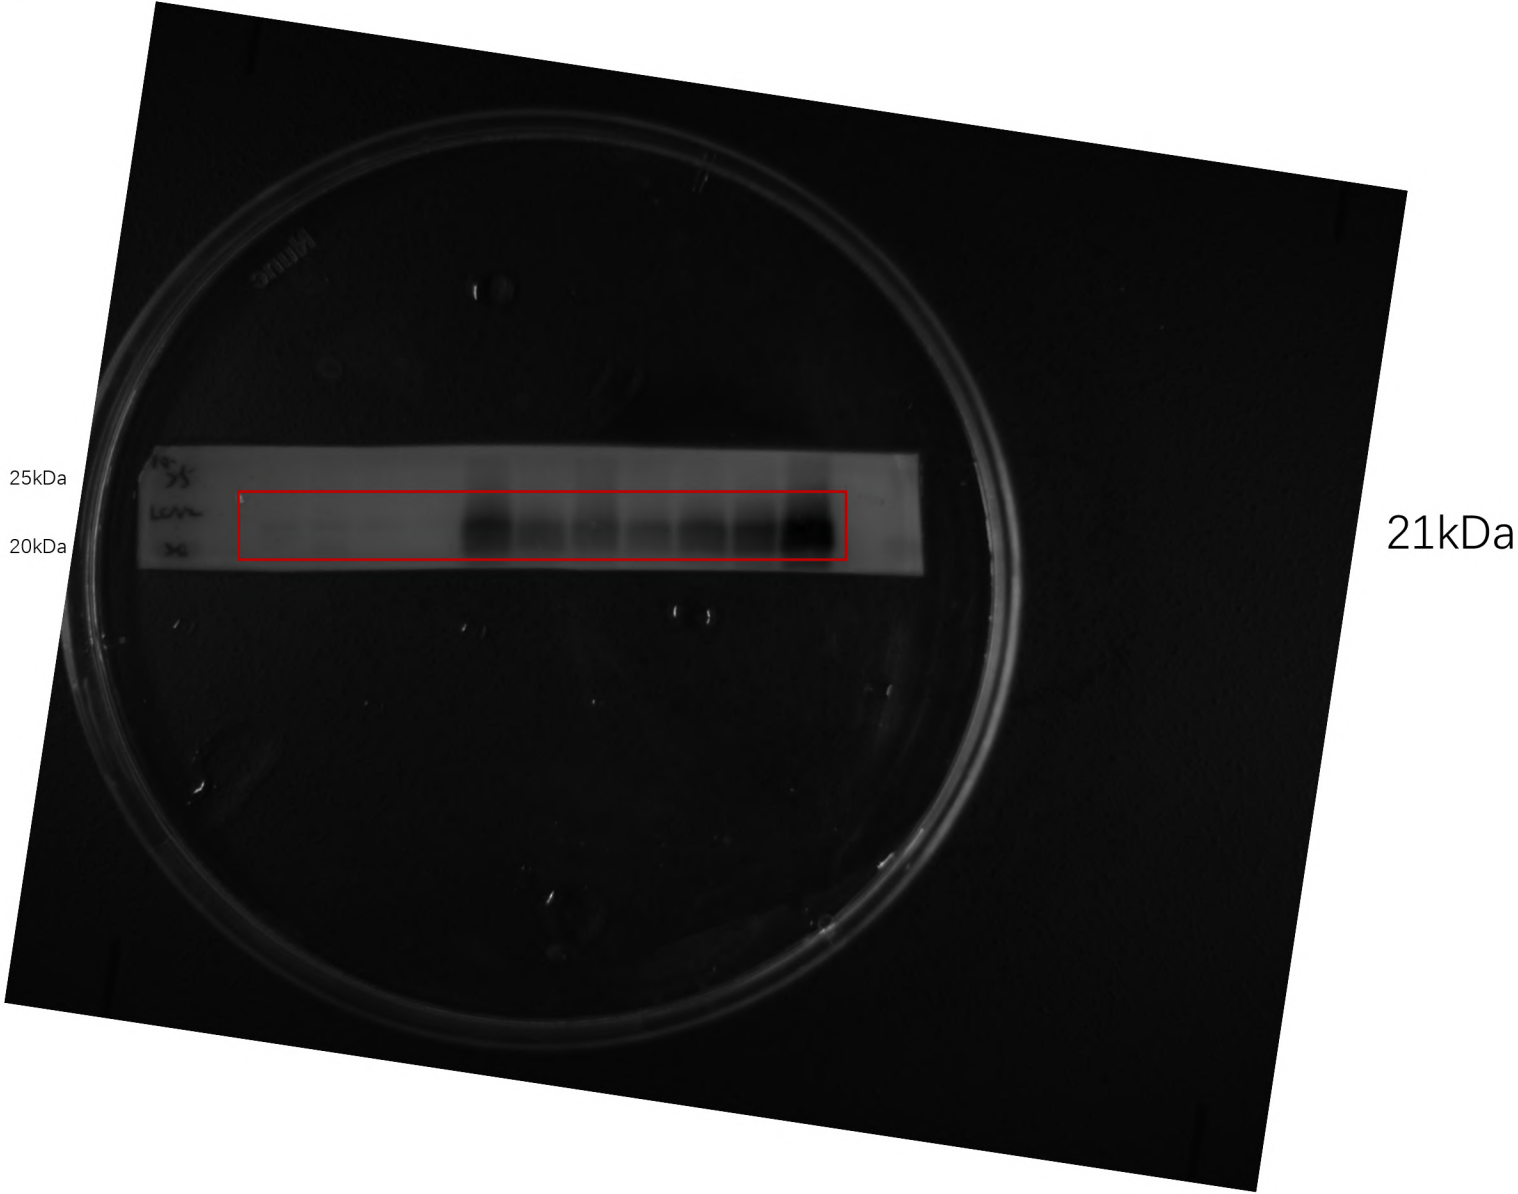

Source Fig.S11 GAPDH

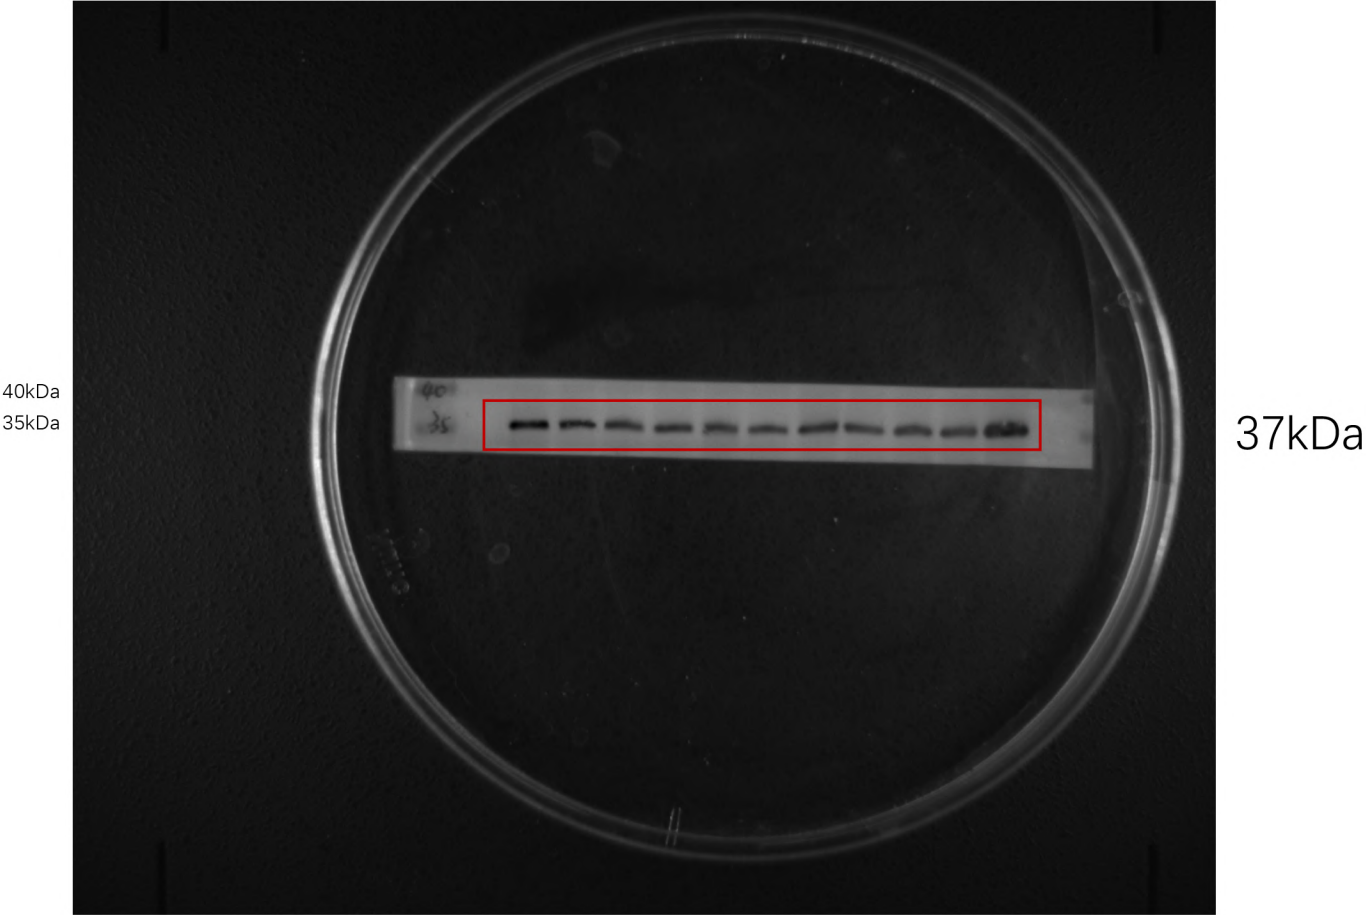

**Supplement:** Supplementary file 4 — Unprocessed images

How the deposited data were processed for this re-analysis (not part of the article)

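Bulk RNA-seq of back skin was analysed from 12 female mice aged 8 to 10 weeks, in 4 groups of 3: WT control, WT IMQ, control labelled *Lcn2*-/- and IMQ labelled *Lcn2*-/-. The IMQ groups received 5% IMQ cream and the control groups vehicle cream for 6 days. The sample labels in the repository describe the genotype as a knockdown and the treatment of the control mice as none, and the paper's description was followed for both. *Xist* was counted in every library, and at most 1 read was counted on each of the Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*.

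The authors deposited 1 table of raw counts, the number of reads on each of 56923 Ensembl genes in each library, with paired reads of 150 bp behind them. The paper's methods describe quality control of the reads, CPM values with a Z-score as input, and DESeq2 for differential expression, with a significance level of 0.05. The paper's text does not name the aligner, the genome build or the annotation behind the counts. The deposited values are whole numbers that sum to different totals per library, and the count tests were run on them as deposited. Names and positions came from the GENCODE M21 annotation of GRCm38, which holds 52073 of the identifiers (91.5%). Identifiers without a match hold 0.567% of the counts. Where an identifier pair shared a symbol, the one with more counts kept it.

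Library totals lay between 16448226 and 28592110 counts, and the 10 most abundant genes took between 5.49% and 7.62% of them. The floor of 3 counts corresponds to between 0.105 and 0.182 CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Tests across pairs of libraries of a group found no duplicated library.

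Counts were normalized by TMM and tested with edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3), with a quasi-likelihood fit of 4 group means over all 12 mice and robust estimates of the spread. The common biological coefficient of variation was 0.253. The 18529 genes that passed filterByExpr (minimum count 10, minimum total 15) were tested. Contrasts were WT IMQ against WT control, IMQ labelled *Lcn2*-/- against WT IMQ, IMQ against control among mice labelled *Lcn2*-/-, control labelled *Lcn2*-/- against WT control, and the difference between the IMQ responses of the genotypes (the interaction). A gene was called with a fold change above 2 and a p under 0.05, which is read as the paper's criterion from its text and volcano plots, and again with the Benjamini-Hochberg adjusted p under 0.05. Genes are named in the text if the paper names them for this RNA-seq, if the paper measured them in IMQ-treated mice by another assay, or if they are among the 5 largest rises or 5 largest falls of a contrast with an adjusted p under 0.05, groups that do not overlap and a mean of at least 1 CPM.

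Families of genes were tested with a one-sided Fisher's exact test among the tested genes, adjusted over 19 families within each contrast and direction, and with limma's camera test (correlation 0.01) as an alternative. Both take the genes of a family as independent or nearly so, and their p values do not measure the spread between mice. KEGG and GO tables were not used here. Genes within 10 Mb of *Lcn2* were compared with all other tested genes by the same exact test. Replicate numbers come from the sample labels, which number the mice 1, 2 and 3 in each group. Same-numbered mice are different animals, so the block was used as an alternative and not in the fit reported first.

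The scripts were tested on simulated counts for the 18529 genes, drawn from the means and spread of the real libraries, with 200 genes changed 4-fold. The edgeR fit recovered 172 of them (86%), and 7 of its 179 calls (3.91%) were false. DESeq2 1.42.0 recovered 185 (92.5%), and 32 of its 217 calls (14.7%) were false. The edgeR fit with the replicate block recovered 167 (83.5%), and 5 of its 172 calls (2.91%) were false. A simulated GC trend with a Spearman correlation of 0.587 was 0.00574 after correction. A raised chemokine family was called, but 3 of 36 other family tests on the simulated data also had an adjusted p under 0.05, hair keratins among them, which limits the family test.

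The alternatives were RLE size factors, DESeq2 on all 12 mice or on the compared mice only, no filter on low counts, at least 10 counts in every library, edgeR on the compared mice only, the replicate block, each mouse left out in turn, no fold threshold, the camera test, families among genes with an adjusted p under 0.05, and windows of 5 Mb and 20 Mb around *Lcn2*. A correction for GC content, that correction with the block, and counts thinned to the smallest library were added after seeing the data. GC content was known for 18187 of the tested genes (98.2%). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's staining, qPCR, ELISA, single-cell and keratinocyte data were not analysed here.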

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

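The families, marker lists, thresholds and the rule for naming genes were set before the data were examined. In this part, the tests for a mislabelled sample, for a single library, for reads from the IMQ libraries in the control libraries and for interferon-stimulated genes raised by IMQ were chosen only after the result was seen.

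*Lcn2* stands out in the comparison of control mice labelled *Lcn2*-/- with WT control mice, which the paper does not analyse. All 3 control libraries labelled *Lcn2*-/- had more *Lcn2* in CPM than all 3 WT control libraries, with a log2 fold change of 0.87 (SE 0.41, adjusted p = 0.794 from edgeR's quasi-likelihood test), which does not hold up after adjustment. Reads shared with other genes are excluded, since 0% of the 2674 words of 31 bases in the *Lcn2* transcripts occur in another gene. Reads carried over from the WT IMQ libraries are excluded as the only source, since *Lcn2* in these control libraries stood at 11.1% of its WT IMQ level, while 0 of the 20 genes with the largest rise in WT IMQ mice reached that share (median 0.428%, largest 5.06%). In 6 of 6 libraries labelled *Lcn2*-/-, *Lcn2* had more than 3 counts. A mislabelled sample, or a swap of some of the 6, leaves reads in the rest unaccounted for. A relabelling of all 6 cannot be told apart from a knockout allele that may still give reads on the gene, since the count of 6 restates the observation, and counts per gene do not show which exons are read.

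Other signals in the same comparison lie outside what the paper analyses. With adjustment, 1 gene was higher and 1 was lower, against 250 higher and 172 lower without it. *Cxcl10* had a log2 fold change of 4.52 (SE 0.50, adjusted p = 0.0132 from edgeR's quasi-likelihood test) and *Ky* had -2.48 (SE 0.27, adjusted p = 0.0132), each in the same direction in 3 of 3 mice. Among genes called higher were 44.4% of interferon-stimulated genes, 20.6% of chemokines, 20% of interleukins, 13.7% of cornified envelope genes and 75% of hair keratins and keratin-associated proteins, and among genes called lower were 33.3% of macrophage markers. GC content and library size leave *Cxcl10* in place, with log2 fold changes of 4.50 (adjusted p = 0.0152) after GC correction and 4.50 (adjusted p = 0.0132) in libraries thinned to the smallest. Its adjusted p over all alternatives with every mouse included ran from 8.1e-22 (DESeq2 on the compared mice) to 0.759 (edgeR on the compared mice). That of *Ky* ran from 1.5e-14 (DESeq2 on all 12 mice) to 0.759 (edgeR on the compared mice). Over the 6 fits without 1 mouse, *Cxcl10* lost significance in 3 (adjusted p up to 0.263), with log2 fold changes between 3.99 and 4.87. *Ky* lost it in 1 (adjusted p up to 0.0545), with log2 fold changes between -2.65 and -2.18. A single library is excluded as the only source of the higher *Cxcl10*, which was above all WT control libraries in 3 of 3 libraries. Its adjusted p did depend on single mice. The mean of interferon-stimulated genes was above all WT control libraries in 2 of 3. Reads from the IMQ libraries would give the same share of the IMQ level for every gene, but among 12 abundant genes raised by IMQ the shares ranged from 0.0417% to 1.04%, a ratio of 25. The 20 genes with the largest rise in WT IMQ mice had a median log2 fold change of 2.70 in this comparison, but they were chosen for their rise over the same WT control mice, where many of them had no counts, so this value does not test whether IMQ reached the control mice. A rise of interferon-stimulated genes after 6 days of IMQ is excluded for WT mice, since 0 of 27 were higher and 27 were lower. A shorter or weaker exposure of the control mice to IMQ was not tested. *Cxcl10* itself was at 2.56 ± 0.98 CPM in WT IMQ mice and 3.48 ± 1.57 CPM in IMQ mice labelled *Lcn2*-/- against 4.63 ± 0.97 CPM in WT control mice (SD, n = 3), so 6 days of IMQ did not raise it.

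Other splits of the 6 control mice bear on these signals. Of the 4 splits that part the same-numbered mice as the real one does, 1 split, the real one, gave as many genes with adjustment, and 4 splits cannot give a share under 0.05. Without adjustment, 3 of these 4 gave as many genes as the 422 of the real split. Of the other 6, which part fewer same-numbered mice, 1 gave 7 genes with adjustment. The number of genes therefore cannot be told apart from differences between single mice. The splits count genes and test neither *Cxcl10*, *Ky* nor the families. *Cxcl10* was at 46.9, 99.7 and 171 CPM in the control libraries labelled *Lcn2*-/- and at 3.65, 4.64 and 5.58 CPM in the WT control libraries. The families were called from unadjusted p, but the camera test, which uses no calls, also gave interferon-stimulated genes (adjusted p = 5.4e-37), interleukins (9.3e-06), chemokines (0.000866), cornified envelope genes (9.1e-10) and hair keratins and keratin-associated proteins (1.4e-14) as higher and macrophage markers (2.6e-06) as lower. Camera was run with a fixed correlation of 0.01 between genes, so genes that move together counted as nearly independent. Its p values therefore say little of the spread between mice. Over the 6 fits without 1 mouse, the adjusted p of Fisher's exact test stayed under 0.05 for interferon-stimulated genes (at most 3.3e-13), interleukins (at most 0.0196) and hair keratins (at most 4.2e-17), and reached 0.0507 for chemokines and 1 for cornified envelope genes and macrophage markers. Hair keratin genes held 0.0245%, 1.45% and 0.448% of the counts in the control libraries labelled *Lcn2*-/- and 0.316%, 0.00334% and 0.188% in the WT control libraries, a spread within groups as wide as that between them, although they passed both of these tests. GC content (log2 fold change -2.44 after correction) and library size (-2.51 when thinned) leave *Ky* in place, and no further explanation was tested for it.

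The response to IMQ differed between the genotypes by the interaction term, with 199 genes higher and 106 lower with adjustment, and 7 families over-represented among the genes higher and 5 among the genes lower. *Cxcl10* had an interaction of -4.06 (SE 0.69, adjusted p = 0.0247 from edgeR's quasi-likelihood test), with its highest level in the control mice labelled *Lcn2*-/-, and *Tgfb1* had 1.56 (SE 0.34, adjusted p = 0.0432). The adjusted p of *Cxcl10* was under 0.05 in 5 of 8 alternatives with every mouse included. It was above 0.05 in 7 of the 12 fits that left out a mouse (at most 0.0861). The largest positive log2 interactions were those of *Gm7367* (4.73), *Retnla* (4.47), *4930413G21Rik* (3.69), ENSMUSG00000118642 (3.60) and *Mrps34* (3.42), and the largest negative ones were those of *Gm8080* (-5.62), *Otop2* (-4.73), *Serpinb3a* (-4.61) and *Gm37131* (-4.59), beside that of *Cxcl10*. These genes lost significance in between 2 (ENSMUSG00000118642) and 9 (*Retnla*, *4930413G21Rik*, *Otop2* and *Gm37131*) of the 12 fits that left out a mouse. For *Gm8080*, *Serpinb3a* and *Gm37131* every WT control library was at or under the floor of 3 counts, so that the size of their interaction is not measured. Library size is excluded as the explanation, since 89.8% of the 305 genes were still called in libraries thinned to the smallest. GC content may explain part of them, since only 49.2% were still called after GC correction, and those genes are not fully explained by it. Swapping the genotype between same-numbered mice within each treatment gives 32 splits, of which 2, the real one included, gave as many genes. The other one gave 774, but it parted the IMQ mice by genotype as the labels do and regrouped only control mice. It thus keeps the genotype difference between the IMQ groups and does not show what differences between single mice give. The number of genes depended on how the control mice were grouped, and the splits do not settle what the genotype adds. The interaction of *Lcn2* was -2.36 (adjusted p = 0.0552), with -2.45 after GC correction (adjusted p = 0.06) and -2.41 in thinned libraries (adjusted p = 0.0533). Its adjusted p lay between 0.0014 and 0.144 over 5 other settings. Both corrections moved the value by less than its SE of 0.57, but its adjusted p was above 0.05 with and without them, so the difference in *Lcn2* fails the adjustment, and neither correction made it smaller.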

How the results depend on the processing

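The alternatives with GC correction, with GC correction and the replicate block, and with libraries thinned to the smallest were chosen only after the results were seen. All counts below are of genes higher and lower with a fold change above 2, unless no fold threshold is named, and the cause of a change was not tested.

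With RLE size factors, all counts stayed within 1.5 times those reported, all 83 named results and all 30 family results kept their direction and side of the threshold, and the median of all genes moved by at most 0.0167 on the log2 scale. The median of cell adhesion molecules in WT IMQ against WT control changed its sign, from -0.00 to 0.01. Among the 279 genes called between IMQ mice labelled *Lcn2*-/- and WT IMQ mice with adjustment, 273 were shared.

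Filters moved the counts. With at least 10 counts in every library, the unadjusted counts were 1002 and 1127 for WT IMQ against WT control (1557 and 1814 as reported), 351 and 277 for IMQ labelled *Lcn2*-/- against WT IMQ (574 and 621), 101 and 104 for control labelled *Lcn2*-/- against WT control (250 and 172), 802 lower genes for IMQ against control among mice labelled *Lcn2*-/- (1550) and 597 lower genes for the interaction (909). With adjustment, that filter gave 708 lower genes among mice labelled *Lcn2*-/- (1161). Without a filter, 1003 genes were lower in IMQ labelled *Lcn2*-/- against WT IMQ and 414 were higher in control labelled *Lcn2*-/- against WT control without adjustment, and 2 were higher and 3 lower in the latter with adjustment. With adjustment and no fold threshold there were 2633 and 2654 genes for WT IMQ against WT control, 405 and 481 for IMQ labelled *Lcn2*-/- against WT IMQ, and 2611 and 2080 for IMQ against control among mice labelled *Lcn2*-/-.

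Other models moved the adjusted counts of the contrasts between genotypes. DESeq2 on all 12 mice gave 382 and 356 genes for IMQ labelled *Lcn2*-/- against WT IMQ (142 and 137 as reported), 48 and 29 for control labelled *Lcn2*-/- against WT control (1 and 1), and 674 and 503 for the interaction (199 and 106). DESeq2 on the compared mice only gave 403 and 310, and 39 and 15, for the first and second of these. On simulated counts with 200 of 18529 genes changed, 14.7% of the calls of DESeq2 and 3.91% of those of edgeR were false. Such a share depends on how many genes change, so these percentages do not carry over to the contrasts here. edgeR on the compared mice only gave 294 higher genes for IMQ labelled *Lcn2*-/- against WT IMQ, which made 63.8% of its calls higher against 50.9% as reported, and 0 and 0 for control labelled *Lcn2*-/- against WT control, with 217 and 129 without adjustment.

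The replicate number was used as a block, although same-numbered mice are different animals. The correlation of same-numbered mice was 0.0549 for IMQ labelled *Lcn2*-/- against WT IMQ and -0.0357 for IMQ against control among mice labelled *Lcn2*-/-, so the numbers do not pair these mice, and it was -0.321 for the control groups. With the block, adjusted counts were 34 and 36 for IMQ labelled *Lcn2*-/- against WT IMQ, of which 69 were among the 279 genes reported, 0 and 0 for control labelled *Lcn2*-/- against WT control (193 and 131 without adjustment), and 7 and 3 for the interaction. With GC correction and the block they were 22 and 27, 0 and 0 (197 and 117 without adjustment), and 0 and 0 (912 and 830 without adjustment). GC correction alone gave 89 higher genes for the interaction, with 54.6% of its calls higher against 65.3% as reported.

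Each fit without 1 mouse was made with every other choice kept. For IMQ labelled *Lcn2*-/- against WT IMQ, the 6 fits gave from 422 to 1108 higher and from 414 to 1007 lower genes without adjustment, and from 0 to 576 higher and from 0 to 537 lower genes with it. The highest of these came without WT IMQ replicate 2, and the other 5 fits called at most 1 higher and 3 lower genes with adjustment. For WT IMQ against WT control, the adjusted counts lay between 1052 and 1528 higher and between 961 and 1666 lower genes. Among mice labelled *Lcn2*-/-, lower genes with adjustment lay between 655 and 1211. For control labelled *Lcn2*-/- against WT control, there were from 82 to 418 lower genes without adjustment, and from 0 to 30 higher and from 0 to 11 lower genes with it. For the interaction, 12 fits gave from 2 to 688 higher and from 0 to 545 lower genes with adjustment, and from 757 to 1644 and from 665 to 1267 without it.

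Of 83 named results, 12 became significant with DESeq2 on all 12 mice and 14 of 70 with DESeq2 on the compared mice. Without a filter 11 lost and 4 gained significance, and with at least 10 counts in every library 7 of 44 gained it. With edgeR on the compared mice 3 of 63 lost and 10 gained it, with GC correction 3 lost and 3 gained it, and with thinned libraries 2 lost and 1 gained it. With the block 22 results were no longer past the threshold, and with GC correction and the block 23. Of 576 results without 1 mouse, 413 kept their direction and side of the threshold, 147 lost and 13 gained significance, and 3 reversed. These 3 were *Il1b* in IMQ labelled *Lcn2*-/- against WT IMQ, whose 6 fits ran from -0.61 to 0.18, with log2 fold changes of 0.01 without WT IMQ replicate 2, 0.18 without WT IMQ replicate 3 and 0.14 without the IMQ replicate 2 labelled *Lcn2*-/-, against -0.18 as reported.

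Numbers of over-represented families depended on the test. Among genes with an adjusted p under 0.05 there were 7 families lower in WT IMQ against WT control (11 as reported), 2 higher in IMQ labelled *Lcn2*-/- against WT IMQ (6), 1 higher and 0 lower in control labelled *Lcn2*-/- against WT control (5 and 1), and 1 higher and 1 lower for the interaction (7 and 5). For families lower in IMQ labelled *Lcn2*-/- against WT IMQ (1 as reported), there were 2 with DESeq2 on all 12 mice, DESeq2 or edgeR on the compared mice only, the replicate block, GC correction and the replicate block, and thinned libraries, 4 with camera, and 0 with at least 10 counts in every library, where interleukins had an adjusted p of 1. Among mice labelled *Lcn2*-/-, camera gave 6 families higher (10), and DESeq2 on all 12 mice, DESeq2 on the compared mice only and no filter gave 10 lower (6). For families lower in control labelled *Lcn2*-/- against WT control (1), no filter, edgeR on the compared mice only, the replicate block, and GC correction and the replicate block gave 0, and camera gave 3. DESeq2 on all 12 mice gave 8 families lower for the interaction (5).

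Without 1 mouse, the families numbered from 7 to 11 lower in WT IMQ against WT control, from 4 to 11 higher and from 0 to 2 lower in IMQ labelled *Lcn2*-/- against WT IMQ, from 6 to 10 lower among mice labelled *Lcn2*-/-, from 0 to 3 lower in control labelled *Lcn2*-/- against WT control, and from 3 to 11 higher and from 2 to 7 lower for the interaction. With camera, 3 of the families over-represented among genes lower in WT IMQ against WT control lay on the higher side, cytokine and chemokine receptors (adjusted p = 0.707), cell adhesion molecules (adjusted p = 0.39) and epidermal keratins (adjusted p = 0.0369), whose ranges over 9 alternatives were 4.4e-05 to 0.707, 9.9e-05 to 0.673 and 0.000337 to 0.0578. Of 30 family results, 13 were lost among genes with an adjusted p under 0.05, 8 with at least 10 counts in every library, 4 with camera, 3 with the block, 2 without a filter, 2 with edgeR on the compared mice and 1 in thinned libraries.

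The test of genes within 10 Mb of *Lcn2* stayed above 0.05 with windows of 5 Mb and 20 Mb, with one-sided Fisher p of 0.227 and 0.291 in IMQ mice and 1 and 1 in control mice. Depth limits *Ly6g*, *Il17a*, *Il23a* and *Il6*, which had fewer than 10 counts in some libraries, and *Mc4r*, which had at most 2 counts in every library, so that its level was not detectable at this depth.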

Differences from the paper's values

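In this part, GC correction and thinned libraries were chosen only after the result was seen. The numbers of genes higher and lower that the paper states for Fig. 1D and Fig. 1E, and that of genes lower in Fig. S4C, do not differ by more than 1.5 times from those called here with the unadjusted p. With the adjusted p, the 142 genes higher and 137 lower between the IMQ groups do differ from the paper's by more than that. Adjusted counts within 1.5 times the paper's came from DESeq2 on the compared mice only (403 higher) and from the fit without WT IMQ replicate 2 (576 higher and 537 lower). Of the 13 alternatives set before the data were examined, 4 gave a number of genes lower between the IMQ groups, without adjustment, that differs from the paper's by more than 1.5 times, namely DESeq2 on all 12 mice (924), no filter (1003), at least 10 counts in every library (277) and the fit without WT IMQ replicate 2 (1007). For the genes higher, 2 did, at least 10 counts in every library (351) and the fit without WT IMQ replicate 2 (1108). For genes lower in WT IMQ mice against WT control mice, no filter did (2304), and for genes lower in Fig. S4C, at least 10 counts in every library did (802).

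For *Lcn2* in IMQ mice labelled *Lcn2*-/- against WT IMQ mice, the paper's volcano plot shows a log2 fold change of about -2.3 in Fig. 1E, read by eye, and the value here is -1.49 (SE 0.40). The paper's −log10 P for the same gene is about 11 in Fig. 1E, read by eye, and the value here is 2.54. None of the 13 alternatives set before the data were examined closed either gap. Their log2 fold changes lay between -1.77 and -0.85, and their −log10 P between 1.77 and 3.83.

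The paper lists *Il6* and *Krt6* with the genes lower in the knockout. Here *Il6* had a log2 fold change of -1.55 with an unadjusted p of 0.0612 and *Krt6b* had -1.34 with an unadjusted p of 0.105, and neither was called. *Il6* had an unadjusted p under 0.05 with DESeq2 on all 12 mice (0.0321), DESeq2 on the compared mice only (0.000725) and edgeR on the compared mice only (0.00434), and *Krt6b* with DESeq2 on the compared mice only (0.00586) and edgeR on the compared mice only (0.00768). *Krt6a* (-1.31, unadjusted p = 0.00485), *Krt16*, *Krt17* and *Lcn2* were called without adjustment, and 0 of the 14 genes had an adjusted p under 0.05 here, while 7 had an unadjusted p under 0.05. With adjustment over all genes, DESeq2 on all 12 mice called 6 of the 14, DESeq2 on the compared mice only 9, edgeR on the compared mice only 7, no filter 2, and at least 10 counts in every library 4 of 11. The fit without WT IMQ replicate 2 called 3. GC correction called 3 and thinned libraries 1.

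The paper describes the falls of *Krt5*, *Krt14* and *Tnfrsf12a* in the knockout as not significant. Here their unadjusted p was 0.0226, 0.0025 and 0.00282, with log2 fold changes of -0.59, -0.92 and -0.72, and their adjusted p was 0.124, 0.0509 and 0.0525 (edgeR's quasi-likelihood test). The paper names terms of leukocyte migration and of cytokine and growth factor activity for the comparison of the IMQ groups. Here chemokines were over-represented in neither direction (adjusted p = 1 among genes lower and 0.907 among genes higher, Fisher's exact test), growth factors were over-represented among genes higher (adjusted p = 0.00588, from 0.000252 to 0.131 over 9 alternatives), and so were neutrophil markers (adjusted p = 0.0323). Interleukins were over-represented among genes lower (6 of 35, adjusted p = 0.0186). The results for neutrophil markers and for interleukins were each lost in 3 of the 6 fits that left out a mouse.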

Other observations

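In this part, the tests of skeletal muscle and adipocyte RNA, of gene length and of a strain variant near *Lcn2* were chosen only after the result was seen.

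The 8 epidermal keratins that the paper names had a median log2 fold change of -1.05 in IMQ mice labelled *Lcn2*-/- against WT IMQ mice, with 8 of 8 lower. GC content does not account for this, with a median of -1.14 after GC correction. A smaller share of keratinocyte RNA in the samples may contribute, since 30 keratinocyte markers that are not keratins had a median of -0.69, with 29 of 30 lower, and 20 fibroblast markers had a median of 0.88, with 0 lower. With RLE size factors these medians were -1.04, -0.69 and 0.88. In WT IMQ against WT control mice, the same keratinocyte markers had a median log2 fold change of 1.18 and the fibroblast markers -0.40. The lists thus moved with IMQ itself and do not gauge the share of cells alone. A larger share of adipocyte RNA may also contribute, with a median of 0.71 for adipocyte genes. For skeletal muscle genes the median was 0.20, which does not separate the explanations. A change in keratinocyte gene expression cannot be told apart from a change in the share of keratinocytes in the skin sampled, which would itself follow from a thinner epidermis.

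For the 279 genes called between IMQ mice labelled *Lcn2*-/- and WT IMQ mice with adjustment, library size is excluded as the explanation, since 87.8% were still called in libraries thinned to the smallest. The Spearman correlation between the log2 fold change and transcript length was -0.00187 across all genes and 0.0827 among the 273 called genes of known length, where genes are not independent replicates. A trend with length across all genes is thus not seen, and the calls cannot be told apart from a weak one among themselves. After GC correction, 73.1% were still called. The log2 fold changes had a correlation of 0.118 with GC content, with medians of -0.111 in the tenth of genes lowest and 0.121 in the tenth highest in GC. These calls are not fully explained by GC content but cannot be told apart from it for the rest.

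Other splits of the 6 mice of a comparison were counted for the genes called with adjustment. For WT IMQ against WT control, for IMQ labelled *Lcn2*-/- against WT IMQ and for IMQ against control among mice labelled *Lcn2*-/-, 1 of the 4 splits that part all same-numbered mice gave as many genes, the real split itself, and the others gave 0. Without adjustment the others gave from 107 to 671, from 171 to 534 and from 130 to 414 genes, against 3371, 1195 and 3142. The 6 splits that part fewer same-numbered mice gave 0 genes with adjustment and at most 706, 824 and 333 without it. These designs cannot give a share under 0.05.

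Genes near *Lcn2* were compared with the rest of the genome, since a knockout made in another strain can carry that strain's sequence around the gene. Within 10 Mb of *Lcn2*, 16 of 283 tested genes (5.65%) had an adjusted p under 0.05 between the IMQ groups, against 4.81% elsewhere (one-sided Fisher's exact test, p = 0.292). With the replicate block, 5 of 283 did (one-sided Fisher's exact test, p = 0.06). Between the control groups, 0 of 283 genes did, with 24 (8.48%) at an unadjusted p under 0.05 against 6.61% elsewhere. Only 2 genes in all passed the adjustment between the control groups, so the 0 there was to be expected. At an unadjusted p under 0.05 between the IMQ groups, the share was 31.1% near *Lcn2* and 27.1% elsewhere, and with the block 23.0% and 24.2%. The Fisher tests on genes with an adjusted p under 0.05 thus give no excess near *Lcn2* with p under 0.05, and a strain variant is not excluded. Sequence differences were not examined.

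Some genes whose products the paper measured by other assays had values in this RNA-seq. In IMQ mice labelled *Lcn2*-/- against WT IMQ mice, *Tnfsf12*, which encodes TWEAK, had a log2 fold change of 0.93 (SE 0.31, adjusted p = 0.0935 from edgeR's quasi-likelihood test), with 18.4 ± 1.65 CPM against 9.65 ± 3.42 CPM (SD, n = 3) and all 3 mice above the WT IMQ mice. *Tgfb1* had 0.90 (adjusted p = 0.0525), *Lor* 0.79 (adjusted p = 0.154), *Ptprc* 0.68 (adjusted p = 0.238) and *Cxcl10* 0.46 (adjusted p = 0.585). *Slc22a17*, which encodes 24p3R, had -0.65 (SE 0.28, adjusted p = 0.158). All of these fail the adjustment by this test. Over 10 alternatives with every mouse included, the adjusted p of *Tgfb1* lay between 0.00175 and 0.082 and was under 0.05 in 4, that of *Ptprc* between 0.00411 and 0.466 and in 2, and that of *Lor* between 0.0192 and 0.549 and in 1. That of *Slc22a17* (0.124 to 0.225) and that of *Cxcl10* (0.495 to 0.735) were under 0.05 in none of them. The adjusted p of *Tnfsf12* lay between 0.0286 and 0.31 over the 6 fits without 1 mouse, and between 0.00448 and 0.136 over the other alternatives.

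The first principal component of the 12 libraries held 52% of the variance and the second 15.9%.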
